# Novel functional microRNAs from virus-free and infected *Vitis vinifera* plants under water stress

**DOI:** 10.1038/srep20167

**Published:** 2016-02-02

**Authors:** Vitantonio Pantaleo, Marco Vitali, Paolo Boccacci, Laura Miozzi, Danila Cuozzo, Walter Chitarra, Franco Mannini, Claudio Lovisolo, Giorgio Gambino

## Abstract

MicroRNAs (miRNAs) are small non-coding RNAs that regulate the post-transcriptional control of several pathway intermediates, thus playing pivotal roles in plant growth, development and response to biotic and abiotic stresses. In recent years, the grapevine genome release, small(s)-RNAseq and degradome-RNAseq together has allowed the discovery and characterisation of many miRNA species, thus rendering the discovery of additional miRNAs difficult and uncertain. Taking advantage of the miRNA responsiveness to stresses and the availability of virus-free *Vitis vinifera* plants and those infected only by a latent virus, we have analysed grapevines subjected to drought in greenhouse conditions. The sRNA-seq and other sequence-specific molecular analyses have allowed us to characterise conserved miRNA expression profiles in association with specific eco-physiological parameters. In addition, we here report 12 novel grapevine-specific miRNA candidates and describe their expression profile. We show that latent viral infection can influence the miRNA profiles of *V. vinifera* in response to drought. Moreover, study of eco-physiological parameters showed that photosynthetic rate, stomatal conductance and hydraulic resistance to water transport were significantly influenced by drought and viral infection. Although no unequivocal cause–effect explanation could be attributed to each miRNA target, their contribution to the drought response is discussed.

RNA silencing is a conserved mechanism of gene regulation that acts both at the transcriptional level through DNA methylation and at the post-transcriptional level through direct mRNA targeting and cleavage mediated by small(s) RNAs^1^. In plants and invertebrates, the same pathways also function directly in host defence against viruses by targeting viral RNA for degradation^2^. Many 20–24 nt endogenous sRNAs serve as regulatory molecules and two major categories are recognised to date, based on the nature of the RNA precursors: micro(mi)RNAs and endogenous short interfering RNAs (siRNAs), which are processed from stem–loop regions of single-stranded primary RNAs or from double-stranded RNAs, respectively^3^.

The miRNA precursors are transcribed by RNA polymerase II into long primary transcripts, termed pri-microRNAs^4^. The release of the mature miRNA requires two subsequent cuts: the first removes the unpaired ends of the pri-miRNA and releases the pre-miRNA^5^, then, the pre-miRNA is processed by DICER-LIKE 1 protein (DCL1) to release mature miRNA duplexes in the nucleus^6^. The miRNA duplex is incorporated into the RNA-induced silencing complex (RISC) core protein ARGONAUTE (AGO), mainly AGO1, and the miRNA star strand (miRNA*) is degraded^7^,^8^. The miRNA guide strand is usually more abundant than the miRNA* and guides the RISC to the mRNA target in a sequence-specific manner. Growing evidence has suggested that miRNA* also can be loaded into AGO proteins and inhibit gene expression^9^. miRNAs are widely recognised as key players in plant development, tissue differentiation, flowering time and many other important physiological processes, including plant adaptation to biotic and abiotic stresses^10^,^11^.

The phytohormone abscisic acid (ABA) plays a pivotal role in responses to various abiotic and biotic stresses. Nearly 10% of *Arabidopsis* genes are responsive to and are modulated by ABA via the presence of ABA responsive elements (ABRE) in their promoters^12^; ABRE elements have been described in several miRNA genes^13^,^14^,^15^, including in the promoter of miR168^16^. Notably, miR168 is the regulator of AGO1 expression through homeostasis mechanisms^17^.

In addition to drought, pri-miRNA, pre-miRNA and mature miRNA accumulation is clearly influenced by plant viruses through numerous mechanisms and various approaches have been used to reveal such effects^18^.

Plant miRNA genes were initially identified in the model species *Arabidopsis thaliana* and *Oryza sativa* using a combination of computational prediction tools and experimental approaches^10^,^19^,^20^,^21^. In the last decade, these methods have been overtaken by small RNA sequencing using next-generation DNA sequencing technologies (NGS). Moreover, with the recent release of fruit-tree genomes, the application of NGS has considerably extended miRNA discovery beyond a few economically important plants. Among these species, *Vitis vinifera* has become a model for the genome-wide discovery of novel miRNA genes, their targets and functions in various steps of the vegetative and reproductive phases. To date, 163 grapevine miRNA precursor and 186 mature miRNA sequences are registered in the miRBase 2.0, which represent 47 different miRNA families^22^,^23^,^24^,^25^.

Taking advantage of the availability of *Vitis vinifera* plants that are free from viruses, which might have impaired the discovery and characterisation of novel grapevine-specific miRNA in previous studies, here we propose an experimental design that can dissect the effects of drought on grapevine under controlled conditions in the greenhouse. Plants were monitored for eco-physiological parameters and sRNA-seq and other sequence-specific molecular analyses allowed us to characterise the conserved miRNA expression profile in association with severe water stress conditions. Moreover, for the first time, sRNA-seq analysis has been carried out in the absence of the *Grapevine rupestris stem pitting associated virus* (GRSPaV), a very widespread latent grapevine virus. This virus is characterised by wide genetic diversity and it is generally associated with “Rupestris Stem Pitting”, a disorder of the “Rugose Wood complex”^26^. However, GRSPaV is usually found in *V. vinifera* cultivars in a latent state^26^.

Here, we show that GRSPaV alters the expression profile of several miRNAs, including those involved in adaptation to water stress, and can modify the eco-physiological parameters of infected plants. Although no unequivocal explanation was found for these phenomena, the interactions between GRSPaV and drought are discussed here.

## Results

### Deep sequencing of sRNAs from grapevine under well-watered and drought conditions

To identify drought-regulated miRNAs in virus-free and GRSPaV-infected (‘infected plants’ hereafter) grapevine, plants of *V. vinifera* ‘Bosco’ were subjected to water stress under controlled greenhouse conditions. Leaves from six GRSPaV-free and six infected plants were collected following two imposed stress regimes: well-watered (WW) and severe water stress (SWS; stomatal conductance, g_s_ ≈ 25 mmol H_2_O m^−2^ s^−1^; stem potential, Ψstem ≈ −1.5MPa) (Supplementary Fig. S1). Small endogenous RNAs with 5′-phosphate and 3′-OH groups were isolated from leaves and were used to generate cDNA libraries for Illumina sequencing (data are available in the GEO under the series entry GSE63244, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi ? token = uzmrqceonlyzxqb&acc = GSE63244). 

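Each of the 4 libraries was made from leaves pooled over 6 plants, with 2 mature leaves per plant, so each condition was represented by 1 library and no condition had a replicate library. After removal of the 3′ adaptors, the authors deposited for each library the count of reads of each distinct sequence, without normalisation. The deposited sequences were 18 to 26 nt long. Their reads made up 1.08% (infected plants, WW), 2.10% (infected plants, SWS), 2.25% (GRSPaV-free plants, WW) and 1.46% (GRSPaV-free plants, SWS) of the reads after adaptor removal given in Fig. 1, so the counts cover part of each library. The paper’s text does not state how this part was chosen. Of the reads that held 14 consecutive bases of a miRNA primer of Supplementary Table S2, 38324 held them after reverse complementing and 9 held them as deposited. All sequences were therefore reverse complemented before use. A read was assigned to a known miRNA family when it held 14 consecutive bases of the family’s primer, a length that was chosen after the sequences had been seen. Primers were listed for 23 of the 48 families of Table 1, and the other families were not analysed here. Relative numbers of reads are given per 1000000 deposited reads of the library. Ratios between libraries were computed with the totals of Fig. 1 and a pseudocount of 0.5 reads, for families with at least 10 reads summed over both libraries. Read by eye, the length plots of Fig. 1 matched raw totals listed there for the other virus status. The assignment of the totals of Fig. 1 to the libraries is therefore not certain. A family was counted as changed when the log2 ratio was at least 1 in size and the Benjamini-Hochberg adjusted p of a two-sided Fisher’s exact test on the reads was under 0.05. This test compares the libraries, not the conditions, because no condition was replicated. With the totals of Fig. 1, the other reads in the test lay mostly outside the deposited part. Its p-values therefore also carry the unequal deposited shares. Since the deposited share differed among the libraries, the ratios obtained with the totals of the deposited reads are given as well. The change of total shifted every log2 ratio of a contrast by the same amount, from 0.52 to 1.07 in size. Intervals are 95% Wilson intervals, and the smallest value the depth could show was set at 3 reads, which was 9.70 to 20.2 per 1000000 reads. Intervals and smallest values cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules.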

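The deposited part of the libraries held 148415 reads of 27680 distinct sequences for infected plants in WW and 309319 reads of 57697 sequences for infected plants in SWS. For GRSPaV-free plants, it held 268333 reads of 74656 sequences in WW and 255906 reads of 38438 sequences in SWS. Sequences with a single read made up between 61.3% (GRSPaV-free plants, SWS) and 80.6% (GRSPaV-free plants, WW) of the distinct sequences. Sequences of 18 nt had the largest share of the deposited reads in all 4 libraries, from 24.1% in GRSPaV-free plants in WW to 28.9% in both SWS libraries. Sequences of 21 nt ranked second in every library except that of GRSPaV-free plants in SWS, where those of 19 nt held 18.0% (Wilson interval 17.8% to 18.1%) and those of 21 nt held 17.5% (17.3% to 17.6%).

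**Figure D1:**
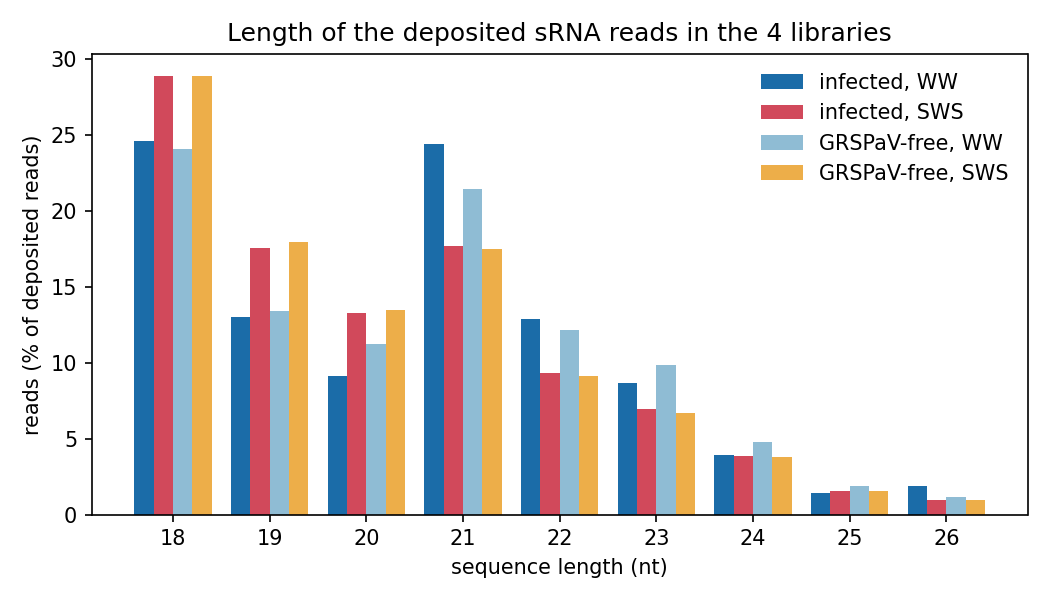
Share of the deposited reads (%, vertical axis) by sequence length (nt, horizontal axis), with 1 bar for each of the 4 libraries. The class of 18 nt was the largest in all 4 libraries, and the class of 24 nt held between 3.79% and 4.79%.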

The metrics of the four libraries are shown in Fig. 1. 

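In infected plants, 36268 deposited reads were 21 nt and 5830 were 24 nt long in WW, a ratio of 6.22 (95% Wilson interval 6.05 to 6.40). In SWS, the numbers were 54663 and 11885, a ratio of 4.60 (4.51 to 4.69). In GRSPaV-free plants, 57540 reads of 21 nt and 12847 reads of 24 nt gave a ratio of 4.48 (4.39 to 4.57) in WW, and 44761 and 9708 reads gave a ratio of 4.61 (4.51 to 4.71) in SWS. Reads of 21 nt made up 24.4%, 17.7%, 21.4% and 17.5% of the deposited reads in the same order of libraries, and reads of 24 nt made up 3.93%, 3.84%, 4.79% and 3.79%. Counting each distinct sequence once lowered the ratio to 2.71 and 2.40 in infected plants and to 2.17 and 2.25 in GRSPaV-free plants, in WW and SWS respectively. Counting only sequences with at least 10 reads raised it to 8.53 and 6.53 in infected plants and to 7.34 and 6.75 in GRSPaV-free plants.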

The abundance of the 21-nt class of sRNAs was higher than that of 24-nt sRNAs in all four libraries. The analysis of virus-derived small-interfering RNAs (vsiRNAs) confirmed that no known viruses were present in the GRSPaV-free plants and only GRSPaV (GRSPaV-1 sequence variant^27^) was present in the infected grapevines. In WW conditions, the GRSPaV genome (NCBI # AY368590) was represented by 1,591 vsiRNA reads covering 50% of the reference genome, whereas in SWS, 2,470 vsiRNA reads, covering 51% of the viral reference genome were found. The presence/absence of the virus was confirmed by quantitative real-time RT-PCR (qRT-PCR) on each starting plant. The GRSPaV titre did not change significantly in drought conditions, and no amplification signal was obtained from virus-free plants (Supplementary Fig. S2).

### Conserved families of miRNAs

Conserved families of miRNAs were identified by aligning the sRNA reads of the four libraries with sequences from the miRBase^28^ dataset. 

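The primers assigned 4258 reads of infected plants in WW to the 23 known families that could be searched, which was 2.87% of the deposited reads of that library. In the other libraries, 10438 reads (3.37%) were assigned for infected plants in SWS, 16104 reads (6.00%) for GRSPaV-free plants in WW and 7402 reads (2.89%) for GRSPaV-free plants in SWS. No read was assigned to more than 1 family. Members of a family that share the primer sequence could not be separated and were counted together.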

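The family with the most assigned reads in every library was miR3634, with 24344 (infected plants, WW), 20587 (infected plants, SWS), 31021 (GRSPaV-free plants, WW) and 17577 (GRSPaV-free plants, SWS) reads per 1000000 deposited reads. In the same order of libraries, miR166 had 2223, 3485, 4655 and 3236 reads per 1000000, and miR156 had 438, 8134, 22591 and 6561. For miR168 the values were 243, 291, 149 and 254, and for miR396 they were 478, 220, 511 and 305. Intermediate values were found for miR3633, with 27.0, 485, 201 and 461 reads per 1000000, and for miR3624, with 60.6, 194, 388 and 215. For miR319 they were 398, 42.0, 67.1 and 11.7, for miR535 they were 13.5, 103, 63.4 and 74.2, and for miR390 they were 33.7, 32.3, 33.5 and 39.1. The primer run mattered most for miR319, for which a run of 12 nt in place of 14 nt, tried after the data had been seen, gave 5215, 2932, 4845 and 3419 reads per 1000000. A run of 16 nt, also tried later, gave 391, 42.0, 63.4 and 11.7. Table 1 lists 191.6, 16.7, 49.7 and 17.2 for miR319, far below the values of the run of 12 nt. That run may therefore have gathered reads of other RNAs. The value of miR156 was 4.71, 170, 509 and 95.6 per 1000000 reads when the totals of Fig. 1 replaced those of the deposited reads.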

The normalised numbers of reads found in each library are shown in Table 1. As expected, we identified members of almost all known miRNAs. 

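Of the 23 families with a primer, 20 had at least 1 read in at least 1 library, 14 had a read in every library and 12 had at least 10 reads in a library. No read was found for miR394, miR482 or miR3631. The floor of 3 reads, below which an absence of reads excludes nothing, corresponded to 20.2 (infected plants, WW), 9.70 (infected plants, SWS), 11.2 (GRSPaV-free plants, WW) and 11.7 (GRSPaV-free plants, SWS) reads per 1000000 deposited reads. A single read was found for miR164 (GRSPaV-free plants, WW), miR172 (infected plants, WW), miR2111 (infected plants, WW) and miR3629 (GRSPaV-free plants, SWS). A primer run of 16 nt, tried after the data had been seen, left 18 families with a read.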

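In each of the 4 contrasts, 12 families had enough reads to be compared. Between SWS and WW, 7 families changed in infected plants, of which 6 were higher in SWS and 1 was lower. In GRSPaV-free plants 7 families changed as well, and all of them were lower in SWS. By themselves, the unequal deposited shares raise every log2 ratio by 0.96 in infected plants and lower it by 0.63 in GRSPaV-free plants. They may thus account for part of these directions. When the totals of the deposited reads were used, 7 families changed in infected plants (4 higher and 3 lower) and 4 in GRSPaV-free plants (1 higher and 3 lower). With the reads assigned to known miRNAs as the total, 4 were higher and 3 lower in infected plants, and 3 higher and 0 lower in GRSPaV-free plants. That total is computed from the known families themselves, which centres their ratios. The largest change was that of miR156, which had 65 reads in WW and 2516 in SWS in infected plants, a log2 ratio of 5.17 (4.20 with the totals of the deposited reads). In GRSPaV-free plants, miR156 had 6062 reads in WW and 1679 in SWS, and its log2 ratio was -2.41 (-1.78). In infected plants, miR3633 rose from 4 to 150 reads (log2 ratio 4.97, or 4.00), miR535 from 2 to 32 reads (3.60, or 2.64) and miR3624 from 9 to 60 reads (2.57, or 1.61). The reads of miR319 went from 59 in WW to 13 in SWS in infected plants (log2 ratio -2.24, or -3.20) and from 18 to 3 in GRSPaV-free plants (-2.96, or -2.33). A primer run of 12 nt, tried after the data had been seen, gave a log2 ratio of 0.13 for miR319 in infected plants. That run gave far more miR319 reads than Table 1 lists and may hold reads of other RNAs. With a run of 16 nt, also tried later, the log2 ratio was -2.21. For miR166, the log2 ratio was 1.61 in infected plants and -1.15 in GRSPaV-free plants, and with the totals of the deposited reads, which gave 0.65 and -0.52, it was under the threshold in both. The log2 ratio of miR168 in infected plants likewise went from 1.21 to 0.25 with those totals.

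**Figure D2:**
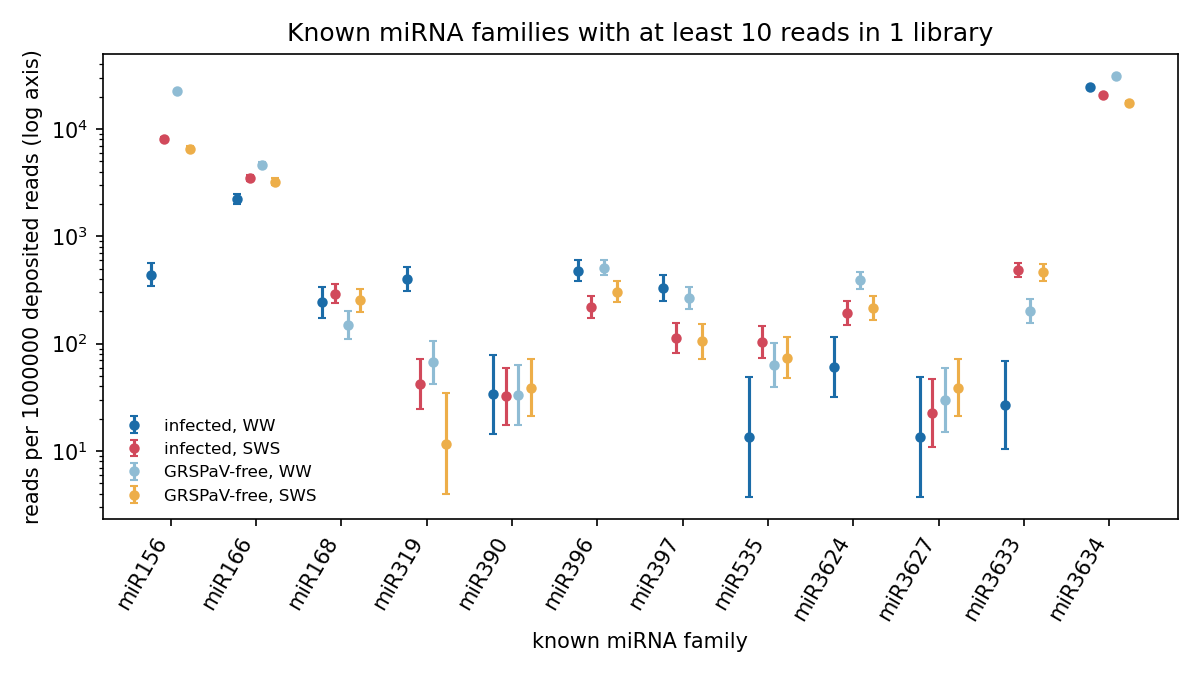
Reads per 1000000 deposited reads (vertical axis, logarithmic) of the 12 known miRNA families with at least 10 reads in at least 1 library (horizontal axis). Each point is 1 library, and bars are 95% Wilson intervals. The point of miR156 for infected plants in WW, at 438, lies below those of the other 3 libraries, which lie between 6561 and 22591.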

The expression profiles of several miRNAs varied considerably among the libraries and a selection of these were validated by qRT-PCR. In the following sections, we discuss only the results for known miRNAs that were validated by qRT-PCR. In addition, qRT-PCR of miRNAs was performed on leaves in water-stress conditions (WS; g_s _≈ 60 mmol H_2_O m^−2^ s^−1^; Ψstem ≈ −1MPa). For each miRNA and housekeeping genes (5.8S rRNA and U6), the melting curves from the PCR amplification showed a unique peak, and the amplification products showed the correct product sizes in gel electrophoresis and the expected sequence (Supplementary Fig. S3). These data allowed us to exclude non-specific pre-miRNA amplification. The qRT-PCR results generally confirmed the sequencing data; however, in a few cases (miR2950, miR3624, miR3631, miR3633, miR3634, miR3637), we observed some discrepancies (Table 1, Supplementary Fig. S4).

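Among the families for which the paper names discrepancies, miR2950 had 2 and 0 reads in infected plants and 2 and 5 reads in GRSPaV-free plants, in WW and SWS respectively. No read of miR3631 was found in any library. For miR3637 there were 1 and 3 reads in infected plants and 2 and 0 reads in GRSPaV-free plants. These 3 families had too few reads for a change to be detectable at this depth. The log2 ratio of SWS to WW for miR3624 was 2.57 in infected plants (adjusted p = 1.74e-09, Fisher’s exact test) and -1.47 in GRSPaV-free plants (adjusted p = 6.99e-10, Fisher’s exact test). These ratios were 1.61 and -0.84 with the totals of the deposited reads (adjusted p = 5.54e-04 and 5.73e-04, Fisher’s exact test). For miR3633 the log2 ratio was 4.97 in infected plants (adjusted p = 3.84e-37, Fisher’s exact test) and 0.56 in GRSPaV-free plants (adjusted p = 0.0239, Fisher’s exact test). With the totals of the deposited reads it was 4.00 and 1.19 (adjusted p = 7.94e-20 and 6.78e-07, Fisher’s exact test). For miR3634 it was 0.72 in infected plants and -1.45 in GRSPaV-free plants, against -0.24 and -0.82 with the totals of the deposited reads, so its direction in infected plants depended on the total used. Of the other families measured by qRT-PCR, miR396 had log2 ratios of -0.16 in infected plants and -1.37 in GRSPaV-free plants (-1.12 and -0.74 with the totals of the deposited reads). The 6 and 4 reads of miR3639 in infected plants in SWS and WW gave a log2 ratio of 0.43 (adjusted p = 0.755, Fisher’s exact test), a difference that was not detectable at this depth. The same held for miR390, with 10 reads in SWS and 5 in WW (log2 ratio 0.84, adjusted p = 0.367, Fisher’s exact test).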

In infected plants, miR166, miR319, miR396, miR3631, mi3633 and miR3639 were down-regulated in SWS, whereas miR168, miR482, miR535, miR2111, miR3624 and miR3634 were up-regulated (Fig. 2, Supplementary Fig. S4). Thus, the latent viral infection considerably affected the accumulation of many known miRNAs (Table 1). Indeed, in WW conditions, most conserved miRNAs that were validated by qRT-PCR (miR164, miR168, miR172, miR319, miR390, miR394, miR2111, miR3624, miR3629, miR3639) were expressed at higher levels in infected plants than in GRSPaV-free plants (Fig. 2, Supplementary Fig. S4). 

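Of the miRNAs that qRT-PCR found higher in infected plants in WW, only miR168, miR319, miR390 and miR3624 were among the 12 families compared here. The others had too few reads, and read counts and qRT-PCR signals are unlike measures. In WW conditions, 8 of the 12 families compared differed between the library of infected plants and that of GRSPaV-free plants, 1 being higher and 7 lower in infected plants. The number was 6 with the totals of the deposited reads, of which 1 was higher and 5 were lower. The family that was higher was miR319, with 59 reads in infected and 18 in GRSPaV-free plants (log2 ratio 1.47, or 2.54 with the totals of the deposited reads). A primer run of 12 nt, tried after the data had been seen, gave -0.96, and a run of 16 nt gave 1.53. The run of 12 nt gave far more miR319 reads than Table 1 lists and may hold reads of other RNAs. The lowest log2 ratio was that of miR156, at -6.74 (65 against 6062 reads), or -5.68 with the totals of the deposited reads. It was -3.81 (-2.74) for miR3633, -3.67 (-2.61) for miR3624, -3.02 (-1.95) for miR535 and -2.13 (-1.06) for miR166. For miR3634 and miR396 it was -1.42 and -1.16, but -0.35 and -0.089 with the totals of the deposited reads. The median of the absolute log2 ratios was 1.73 in WW (1.33 to 2.25 over 1000 resamplings of the reads) and 0.63 in SWS (0.51 to 0.82). It was 0.99 in WW and 0.25 in SWS with the totals of the deposited reads. In SWS conditions, miR319 was the only family counted as changed, with 13 reads in infected and 3 in GRSPaV-free plants (log2 ratio 2.20, adjusted p = 0.00977, Fisher’s exact test), and with the totals of the deposited reads no family was (for miR319, log2 ratio 1.67, adjusted p = 0.166, Fisher’s exact test). With a primer run of 12 nt, tried after the data had been seen, the log2 ratio of miR319 in SWS was 0.30, under the threshold. The number of families counted as changed in SWS was 1 with that run and 2 with a run of 16 nt. It was 8, all lower in infected plants, with totals obtained by dividing the reads of Table 2 by the values of Table 3. The run of 16 nt and these totals were chosen after seeing the data. From Table 1 and the qRT-PCR results (Fig. 2, Supplementary Fig. S4), the paper concludes that the latent infection considerably affected the accumulation of many known miRNAs.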

Notably, most differences in miRNA accumulation between infected and GRSPaV-free plants disappeared in SWS conditions and significant differences in expression remained only for miR166, miR319, miR390, and miR3639 (Supplementary Fig. S4). Our data suggest that the virus-induced changes in miRNA expression between WW and SWS conditions; in particular, the presence of GRSPaV, significantly affected the accumulation of miR156, miR164, miR166, miR394, miR396, and miR3639 in response to SWS (Fig. 2, Supplementary Fig. S4) and the relevance of this is discussed later.

### Identification of novel miRNA candidates

Novel miRNA candidates were identified using the sRNA datasets as inputs for the mircat tool (http://srna-workbench.cmp.uea.ac.uk/tools/analysis-tools/mircat/) and using the latest release of the *V. vinifera* genome as a reference (http://www.genoscope.cns.fr/externe/GenomeBrowser/Vitis/). Based on hairpin predictions, we selected 12 miRNA candidates that were potentially generated from 17 loci (Table 2, Supplementary Fig. S5). Furthermore, we found the miRNA* strands for five out of the 12 new miRNAs (Table 2, Supplementary Fig. S5).

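The candidate sequences of Table 2 were searched in the deposited reads, and positions are those of Table 2, on the Genoscope release of the V. vinifera genome that the paper used. An exact read was found for 5 of the 12 candidates, with 38 reads in all. The candidate miRC106 (CTTTTGTTTCTTCGTGTCGGT), from chromosome 16 at 18836667 to 18836687 and at 18867640 to 18867660, had 16 reads, of which 1 came from infected plants in SWS, 9 from GRSPaV-free plants in WW and 6 from GRSPaV-free plants in SWS. For miRC104 (CTGAACTCTCTCCCTCATGGCC), from chromosome 14 at 24560699 to 24560720, there were 8 reads, with 2, 1, 4 and 1 in infected plants in WW, infected plants in SWS, GRSPaV-free plants in WW and GRSPaV-free plants in SWS. In the same order of libraries, miRC129 (ACCGTCTTTCTCTGTATAAGC), from chromosome 5 at 6820744 to 6820764, had 0, 3, 1 and 3 reads. The candidate miRC103 (AAGTGTTTCTGGGCTTTATAAC), from chromosome 7 at 15865768 to 15865789, had 0, 2, 2 and 1 reads, and miRC116 (TTCTTCTCACCGTTTCTCAGC), from chromosome 9 at 3184798 to 3184818, had 1, 1, 0 and 0. No exact read was found for miRC102, miRC108, miRC117, miRC122, miRC123, miRC128 or miRs409712_2. When up to 2 nt were added or removed at each end, 6 candidates had a read, the additional one being miRs409712_2 with 4 reads. By exact reads, only miRC106 reached 10 reads summed over the 4 libraries.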

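None of the 8 star sequences listed in Table 2 for miRC106, miRC116, miRC122, miRC123 and miRC129 had a read among the deposited sequences of any library. With up to 2 nt added or removed at each end, the number of candidates with a star read was also 0. The floor of 3 reads corresponded to 9.70 to 20.2 reads per 1000000 deposited reads, depending on the library, so star sequences below this level are not excluded.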

By searching miRBase, we observed that some novel miRNA candidates (four out of 12) were similar to described miRNAs from other plant species (Supplementary Fig. S6): miRC104 was highly similar to a sequence from *Manihot esculenta* and *Populus trichocarpa* and miRC108 contained a seed sequence (position 5–16) that was identical to *Solanum tuberosum* miR7982a and b. Furthermore, the miRC129 sequence was highly similar to miR7122a from *Malus domestica* and to miR7122 from *S. tuberosum* (from position 2–19 and from 1–21, respectively) and since we identified the presence of the miRNA*, we suggest that it be annotated as the *V. vinifera* homologue of miR7122 (Supplementary Fig. S6). miRC128 originated from the stem loop of the vvi-miR3659, thus suggesting the presence of a multifunctional stem loop^29^. Notably, we previously described a sRNA that was similar to miRC128, however, this was considered to be a secondary product of the stem loop, due to a partially overlapping sequence with the miR3659-5p^24^.

The expression levels of all novel miRNA candidates were validated by qRT-PCR and the specificity of amplification was confirmed by melting-curve analysis, gel electrophoresis and sequencing as reported above for conserved miRNAs (Supplementary Fig. S3). 

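Among the deposited reads, 2 of the 12 candidates had an exact read in infected plants in WW, 5 in infected plants in SWS, 4 in GRSPaV-free plants in WW and 4 in GRSPaV-free plants in SWS. The highest relative number of reads was that of miRC106 in GRSPaV-free plants in WW, at 33.5 per 1000000 deposited reads (95% Wilson interval 17.6 to 63.7), followed by the same candidate in GRSPaV-free plants in SWS, at 23.4 (10.7 to 51.2). For miRC104 it was 13.5 (3.70 to 49.1) in infected plants and 14.9 (5.80 to 38.3) in GRSPaV-free plants in WW, and 3.23 (0.57 to 18.3) and 3.91 (0.69 to 22.1) in SWS. These intervals overlapped, so the exact reads of miRC104 showed no difference between libraries. With up to 2 nt added or removed at each end, 1 pair of libraries had intervals that did not overlap. It was 44.7 (25.6 to 78.2) in GRSPaV-free plants in WW and 3.23 (0.57 to 18.3) in infected plants in SWS. These libraries differ in both virus status and watering.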

The qRT-PCR amplification was very sensitive and all miRNAs were amplified from all samples, even from those that had not been retrieved by sequencing analysis (Table 3). In virus-free grapevines, miRC116 and miRs409712_2 were down-regulated in SWS, whereas miRC104, miRC128 and miRC129 were up-regulated by drought (Fig. 3, Supplementary Fig. S7). Similar to the known miRNAs, the expression profiles of some novel miRNAs also differed between infected and GRSPaV-free plants. Notably, miRC122 expression was barely affected by drought, but expression in infected plants was at least two-fold higher than in GRSPaV-free grapevines in all three sampling conditions (WW, WS and SWS). The responses of miRC108 and miRC129 to drought were independent of the virus and were induced by SWS in both infected and GRSPaV-free plants, although in different ways (Fig. 3, Supplementary Fig. S6).

### Targets of novel grapevine miRNAs

The novel miRNA candidates described here were not identified by our previous genome-wide analysis in ‘Pinot noir’ ENTAV115 carried out using stems and leaves^24^ (GEO accession No. GSE18405). However, taking advantage of the higher sensitivity of qRT-PCR (see above), we explored the expression of these novel miRNAs in leaves from one ENTAV115 plant conserved in our collection in more detail. As shown in Supplementary Fig. S8, all novel miRNAs were detected by qRT-PCR in this clone. We therefore concluded that novel miRNAs escaped detection in the previous genome-wide sequence analysis and we then took advantage of the availability of the degradome library from the same plant to search for their mRNA targets^24^. We applied the Cleaveland pipeline (see methods) to search for targeted transcripts from the degradome library of ENTAV115 (GEO accession No. GSE18406) and the abundance of the sequenced tags was plotted for each transcript (Supplementary Fig. S9). The cleaved transcripts were categorised into five classes (0, 1, 2, 3 and 4). Out of the 12 new miRNAs, we identified potential targets for 10 new miRNAs; four with the star strand (miRC106, miRC116, miRC123 and miRC129) and six without it (Supplementary Table S1). Many potential targets were linked to photosynthesis (genes linked to Photosystem; miRC129) and stress (NAC domain-containing protein; miRC102, miRs409712_2) (Supplementary Table S1), two categories of genes that are widely known to be linked to drought. Selected targets were transferred to our experimental design by confirming their presence in ‘Bosco’ through 5′-rapid amplification of cDNA ends (5′-RACE). The target of miRC102 (VIT_19s0014g03290, a NAC domain-containing protein, named *VvNAC17*^30^) with a *p*-value ≤ 0.05 was considered highly reliable by CleaveLand analysis, and indeed, was confirmed in ‘Bosco’ by 5′-RACE (Fig. 4). In addition, three putative targets with a *p*-value > 0.05 were analysed in ‘Bosco’, and for two of these – VIT_05s0020g03180 (PSI reaction centre subunit II, *VvPSI* target of miRC129) and VIT_14s0108g01070 (a NAC domain-containing protein, named VvNAC11, a target of miRs409712_2^30^) −5′-RACE confirmed the degradome approach (Fig. 4).

### Eco-physiological parameters of grapevine in drought conditions

The changes in the accumulation of miRNAs and their targets in the transition from WW and SWS conditions might result in specific traits of plant physiological adaptation to drought stress that are also influenced by the viral infection. Thus, plants subjected to water stress under controlled greenhouse conditions were monitored daily for several eco-physiological parameters.

During the progressive drying of soil, the stomatal conductance (g_s_) of both sets of plants decreased in response to water stress; however, this response was delayed in infected plants. The stomata of GRSPaV-free plants were less regulated throughout the whole experiment, as observed by gas exchange measurements (Fig. 5a) or by losses in pot weight (Supplementary Fig. S10a). In addition, infected grapevines developed leaves with a significantly higher stomatal density (*p* ≤ 0.05) and more cells than GRSPaV-free plants (Fig. 5c–f). The photosynthetic rate (P_n_) was also higher in the infected plants over time (Fig. 5b). The maximum fluorescence (F_m_) in dark-adapted leaves showed no significant difference between treatments (F_0_; Supplementary Fig. S10b). Conversely, responses to water stress revealed by a decrease in variable fluorescence (F_v_/F_m_), electron transfer rate (ETR) and PS II quantum yield were observed at lower values of soil water potential (Ψsoil) in infected plants (Supplementary Fig. S10c–e). Mechanisms to protect the photosystems from photo-oxidation, such as effects on non-photochemical quenching (NPQ; Supplementary Fig. S10f), coupled with differences in P_n_, were also revealed at lower values of Ψsoil in infected plants compared to virus-free plants (Supplementary Fig. S10f). No differences were observed in the CO_2_ transport pathway, at the level of sub-stomatal internal carbon (c_i_) (Supplementary Fig. S10g) and mesophyll conductance to CO_2_ over time (gmes; Supplementary Fig. S10h).

The root + shoot hydraulic resistance (Rh_root + stem_) increased inversely to the decrease in Ψsoil in both treatments; however, in infected plants, this occurred at a lower water potential (i.e., higher water stress) than in virus-free plants (Fig. 6a). By dissecting any single component of water transport, we observed that the specific stem hydraulic resistance (Rh_stem_) showed a lower resistance (Rh) in infected plants, although this was not statistically significant compared to that non-infected plants (Fig. 6b), and no differences were observed in root dry weight (Fig. 6c).

### Expression of target genes involved in photosynthesis and drought tolerance

From the study of the eco-physiological parameters, we conclude that leaf development/stomata density, P_n_ and g_s_ were significantly influenced by drought and viral infection. Therefore, the expression of selected target genes of miRNAs involved in these physiological pathways was analysed using qRT-PCR.

*Growth-regulating factor 5* (*VvGRF5*, VIT_16s0039g01450) is a target of miR396, and was previously predicted by an bioinformatic approach and was confirmed in ‘Bosco’ by 5′-RACE analysis (Fig. 4). This gene was more highly expressed in infected leaves in the WW treatment, than in uninfected leaves, showing a negative correlation with the expression of miR396 (Fig. 2, left-upper panel). No change in the expression of either *VvGRF5* or miR396 was observed in the WS and SWS treatments (Fig. 2, right-upper panel).

The *Squamosa promoter-binding protein* gene (*VvSBP*, VIT_01s0010g03910) is a member of a plant-specific transcription factor family with a broad range of functions, and was previously demonstrated to be a target of miR156^24^. A negative correlation was found between miR156 and *VvSBP* expression in WW and SWS conditions. However, the expression of both genes was influenced only by GRSPaV infection and not by drought (Fig. 2, middle panels).

The *VvPSI* gene (VIT_05s0020g03180) is a target of novel miRC129 and has been previously annotated as a component of the subunit II of the Photosystem I^31^. We showed that *VvPSI* expression was higher in infected plants in WW and WS conditions. Moreover, in infected and GRSPaV-free plants, the gene was down-regulated in SWS and showed a clear negative correlation with the expression of miRC129, which was highly expressed in SWS (Fig. 3, upper panels).

Evidence for the multiple regulation of target genes by drought has been shown for three NAC domain-containing protein targets of several miRNAs. The *VvNAC05* (VIT_17s0000g06400^30^) gene is a target of miR164^24^ and showed a negative correlation with the expression of miR164 in the WW treatment (Fig. 2). In response to drought, the expression of *VvNAC05* increased more rapidly in infected grapevines than in GRSPaV-free plants. In infected plants, we observed a significant increase in the target expression level in the WS treatment, whereas a comparable increase in virus-free plants was observed only in response to higher water stress (SWS condition) (Fig. 2, right-lower panel). No clear correlation was observed between miR164 and its target gene expression in WS and SWS conditions.

We observed a clear negative responsiveness of miR s409712_2 to drought conditions (Fig. 3 left, middle panel). This effect was particularly clear following the transition from WW to WS for GRSPaV-infected plants (grey vs. white bars). The combination *VvNAC11* (VIT_14s0108g01070)/miR s409712_2 showed the same regulation as *VvNAC5*/miR164, even though the increased expression of this *NAC* gene in response to WS was not as great as that observed for *VvNAC05* (Fig. 3 vs. Fig. 2).

Finally, we observed a more gradual transcriptional activation under WS and SWS conditions for *VvNAC17*, a target of miRC102, no substantial differences between GRSPaV-free and infected plants were observed (Fig. 3, lower panels) and no clear correlation with miRC102 expression was observed.

## Discussion

The experimental strategy adopted in this study was designed to investigate the profile of grapevine miRNAs in response to drought and virus infection. Furthermore, the simultaneous application of these two different types of stresses provided new information regarding the regulation of miRNAs in the interaction between biotic and abiotic stresses and this is discussed below.

Almost all known miRNAs^24^ were found in sRNA datasets from grapevine leaves; in addition, 12 novel miRNA candidates, some of which were particularly influenced by drought and/or virus infection, were identified. The miRNA profiles measured by qRT-PCR generally confirmed the sequencing data; only in a few cases were substantial discrepancies observed. Similar inconsistencies were previously reported for some miRNAs when high-throughput sequencing and northern blot analyses were compared, for example, for miR3633 and some other conserved and grapevine-specific miRNAs^24^. Bias in the production and sequencing of sRNA libraries has been reported in previous studies^32^. 

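No exact read of miRC122 was found among the deposited reads, and with up to 2 nt added or removed at each end its number of reads was also 0. For miRC129 there were 7 reads, with 0 in infected plants in WW, 3 in infected plants in SWS, 1 in GRSPaV-free plants in WW and 3 in GRSPaV-free plants in SWS. This was 0, 9.70 (95% Wilson interval 3.30 to 28.5), 3.73 (0.66 to 21.1) and 11.7 (3.99 to 34.5) reads per 1000000 deposited reads. With 0 reads in infected plants in WW the interval reached 25.9 per 1000000 reads, so no difference between the libraries was detectable for miRC129 at this depth.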

Some discrepancies were also observed for novel miRNA candidates (miRC122 and miRC129); however, this comparison was difficult due to the very low number of reads obtained by sequencing.

The miRNA candidates miRC104 and miRs409712_2 have previously been identified in grapevines by other authors^33^,^34^. In addition, they were amplified by qRT-PCR and the targets were identified. Although we could not identify the miRNA*, these data suggest that they should be tentatively evaluated as novel grapevine-specific miRNAs.

The described novel miRNA candidates were also revealed by qRT-PCR in the ‘Pinot Noir’ cultivar in previous studies, thus enabling the use of the published degradome library^24^. This approach helped us to identify novel targets that were further confirmed by 5′-RACE analyses in ‘Bosco’ leaves (Fig. 4). This demonstrates that degradome analysis provides robust and stable data for different varieties of the same species and in some cases, can effectively exploit the libraries already published.

In response to water stress, several miRNAs, including those from conserved families are differentially expressed in different plant species^35^,^36^. For example, in GRSPaV-free grapevines, miR166 and miR396 were down-regulated by drought, similar to their reported expression in *O. Sativa*^37^; miR168 was up-regulated in *Arabidopsis thaliana*, in agreement with its response to ABA-inducing stresses^16^ and miR156, miR167 and miR397 were not affected by drought in grapevine, thus confirming their species-specific drought response^35^,^38^. Indeed, the variability in miRNA regulation reported in response to drought is widely considered to be linked to species-specific physiological strategies^36^. However, this study clearly shows that the presence of the latent virus constitutes an additional player in the species-specific miRNA regulation during drought stress.

Plants infected with GRSPaV showed a higher g_s_ in all treatments, which was closely related to the higher stomatal density observed in infected plants (Fig. 5). Several environmental stimuli (light, CO_2_ and soil temperature) that affect stomatal density and size have been analysed^39^,^40^. However, in the experimental design here, plants were grown in the same environmental conditions from budburst, confirming that these differences can be ascribed to the presence or absence of GRSPaV.

Notably, the infected plants maintained higher levels of carbon assimilation than the GRSPaV-free plants during progressive soil drying. This difference in the decrease in P_n_ was coupled to F_v_/F_m_, ETR, and to the quantum yield of PSII in light adapted condition. This behaviour can be explained by the scheme proposed by Medrano *et al.*^41^, which suggests that a decrease in P_n_ is reflected by a reduction in ETR when g_s_ falls below 100 mmol H_2_O m^−2^ s^−1^. No increase in the F_m_ in F_0_ was recorded in infected plants, which suggests that an irreversible inactivation of the PSII reaction centre does not occur in infected grapevines. Therefore, no damage to the photosystems occurred, in agreement with the poor susceptibility to photo-oxidation indicated by Flexas *et al.*^42^ for grapevines. In addition, the carbon-transport capacity analysed by measuring the c_i_ and gmes showed no differences between infected and GRSPaV-free plants. These results indicate that no change in the photochemistry reaction occurred in infected and GRSPaV-free plants and that carbon metabolism was influenced only by higher g_s_, which allowed a higher P_n_.

Water transport was addressed by analysing the organ(s) in which metabolism could be altered in infected plants. The Rh_root + stem_ value was lower, regardless of the values of Ψsoil in infected plants, and consequently, major effects on water transport could be hypothesised. This is supported by the Rh_stem_, which was half the value in infected plants than in GRSPaV-free plants, although the difference was not statistically significant (Fig. 6b). Considering the roots, infected plants have a lower resistance with respect to ‘root-to-shoot’ water transport, despite possessing a similar root mass, considering either whole roots or root hairs (Fig. 6c). Therefore, infected plants should possess a root system that is suitable for absorbing and transporting water from the soil, since a higher osmotic adjustment capacity occurs during water stress.

Together, these results suggest some hypothetical interactions between miRNAs and the physiological changes induced in grapevine by this virus under drought. For example, in infected grapevines, we observed that the regulation of some miRNAs and their targets involved in leaf development was influenced by virus infection (miR156, miR164, miR319, miR394, miR396; Fig. 2, Supplementary Fig. S4).

In *Arabidopsis*, the overexpression of miR396 and repression of its targets (*Growth-regulating factors*), result in leaves with fewer cells, a lower stomatal density and an increased drought tolerance^43^,^44^. Indeed, a higher stomatal density in *Arabidopsis* was shown to be negatively correlated with drought resistance^45^,^46^. Notably, we observed higher levels of miR396, a decrease in the transcript level of *VvGRF5* and a reduction in both stomata and cell numbers only in GRSPaV-free grapevines in the WW treatment (Figs 2 and 5). This apparent contradiction can be explained since drought resistance in *Arabidopsis* is related to the negative control of stomatal function to avoid water losses from plants, whereas grapevines often tolerate (and do not avoid) water deprivation by increasing water uptake from the soil^47^. The higher tolerance to water stress in infected grapevines as shown by physiological data (Figs 5 and 6) reinforces this explanation. In addition, the stomatal patchiness of grapevine leaves can benefit from redundancy in the system when stomatal regulation occurs^48^. In *Arabidopsis*, Usami *et al.*^49^ demonstrated that miR156 and *SBP* genes are involved in determining leaf cell number and size; overexpression of *SBP* genes with a deletion in the miR156 target site leads to an increase in cell number. Accordingly, we observed a similar regulation in response to an increase in *VvSBP* expression and low miR156 levels only in leaves of infected plants. In addition, the accumulation of *VvPSI*/miRC129 transcripts might be positively correlated with the higher levels of photosynthesis observed in infected plants (Figs 3 and 5b). However, further experiments are necessary to confirm these intriguing hypotheses.

The NAC proteins play important roles in abiotic stress responses in several species^50^. *NAC* genes are generally up-regulated in grapevines during water stress^51^,^52^; they respond to ABA and represent a node between various signalling pathways^50^,^52^,^53^. In our experiments, we observed that *VvNAC05, VvNAC11* and *VvNAC17* (targets of miR164, miRs409712_2 and miRC102, respectively) were induced by water stress. Furthermore, infected plants appear to be more responsive to water stress; *VvNAC05*and *VvNAC11* were induced more rapidly than in GRSPaV-free grapevines. The multiple levels of regulation that control the transcription of these *NAC* genes (post-transcriptionally by miRNAs and transcriptionally probably by ABA) induced a rapid response to drought in infected plants that might be positively linked to drought tolerance.

The interaction between biotic (virus) and abiotic (drought) stresses in grapevine induced some relevant changes in miRNA accumulation. Furthermore, the general sanitary conditions should be carefully considered when analysing sRNA profiles in plants, in particular for perennial woody species that are vegetatively propagated. In addition, considering the high level of heterozygosity of *V. vinifera*, the modulation of some miRNAs in response to drought might vary in different cultivars, rootstock–scion combinations or in the same cultivar infected by different pathogens.

The interaction between GRSPaV and *V. Vinifera* cv. Bosco appears to improve the drought tolerance of infected grapevines in greenhouse conditions. It would be relevant to further explore and confirm this in field conditions, using different cultivars or symptomatic *Vitis* spp. and considering the high molecular variability of GRSPaV, with different strains of this virus.

## Methods

### Plant material

The study was performed on the Italian white grape cultivar Bosco (*V. vinifera* L.) using self-rooted plants grown in pots in a greenhouse. Woody material was collected in the field from previously identified GRSPaV-infected and GRSPaV-free plants^54^. All ‘Bosco’ plants were derived from vegetative propagation from a single mother plant originally infected by GRSPaV and were further subjected to sanitation.

Six GRSPaV-free and six infected plants were monitored during water deprivation by daily measurements of leaf gas-exchange parameters and Ψstem. Following the progressive decrease in eco-physiological performance, leaves for molecular analyses (siRNA libraries and qRT-PCR) were collected based of three selected levels of stress: well-watered (WW), water stress (WS: stomatal conductance, g_s _≈ 60 mmol H_2_O m^−2^ s^−1^; Ψstem ≈ −1 MPa) and severe water stress (SWS: g_s_ ≈ 25 mmol H_2_O m^−2^ s^−1^; Ψstem ≈ −1.5 MPa) (Supplementary Fig. S1), according to the three drought classes previously reported by Medrano *et al.*^41^. In addition, the pot weight was recorded daily at 18:00 to assess Ψsoil by calculating the difference between two consecutive weights.

### Small RNA library construction and analysis

Low-molecular-weight RNA was extracted^55^ from a pool of leaves (two mature leaves for each plant) collected from six infected and six GRSPaV-free grapevines in WW and SWS conditions. Libraries of sRNAs were then created using a TrueSeq Small RNA Sample Kit (Illumina, San Diego, CA, USA) and were sequenced using the HISeq 2500 Illumina platform. All data were processed by first converting FASTQ to FASTA format, and then removing 3′-adaptor sequences using the CLC Genomics Workbench software (Aarhus, Denmark). Viral vsiRNAs were retrieved from the library with the ‘vsiRNA extractor pipeline’ using the universal Illumina adapter sequence during the trimming step^56^. The miRNA predictions were performed using mircat^57^,^58^. The detection of similarities between novel miRNA candidates and annotated miRNAs was performed using BLAST against the miRBase database^59^.

### Targets of novel miRNAs

The identification of grapevine transcripts targeted by miRNAs was first performed using CleaveLand 4.3^60^ (http://sites.psu.edu/axtell/). Input datasets consisted of the previously published Degradome analysis of ‘Pinot Noir’^24^, 12X grapevine V1 gene prediction (http://genomes.cribi.unipd.it/DATA/V1/) from the grapevine reference genome PN40024, a near homozygous ‘Pinot noir’ genotype^61^, and all novel miRNA candidates identified in ‘Bosco’. Only cleavage sites with a *p*-value ≤ 0.05 were considered statistically significant. Each cleavage site was categorised according to the system implemented in CleaveLand 4.3. The degradation fragments resulting from miRNA cleavage were analysed in ‘Bosco’ plants by 5´-RACE, as described in the Supplementary Methods. For each targets identified, the annotation of V1 version of the 12X grapevine genome (http://genomes.cribi.unipd.it/DATA/V1/) was integrated by Gene Ontology (GO) classifications using Blast2GO tool (https://www.blast2go.com/).

### qRT-PCR analysis

For qRT-PCR analysis, were analysed three independent biological replicates. The quantification of miRNA expression by qRT-PCR was carried out following the protocol of Shi and Chiang^62^, with some modifications reported in the Supplementary Methods. The specificity of amplification was analysed by: i) the dissociation kinetics performed at the end of each PCR run; ii) the PCR product sizes by electrophoresis using a 5% agarose gel; and iii) cloning and sequencing the PCR products. For target and GRSPaV quantification, the primers reported in Supplementary Table S2 and the previously published qRT-PCR protocol were used^54^.

### Drought experiment

The analysis of physiological performance under drought was carried out on six GRSPaV-free and six infected plants. Transpiration rate (E) and g_s_ were measured via pot weight, and using the GFS-3000 portable gas-exchange fluorescence system (Walz Heinz GmbH, Effeltrich, Germany) as well as by measuring P_n_ and sub-stomatal internal carbon (c_i_) (see Supplementary Methods). Furthermore, chlorophyll fluorescence parameters were recorded for one leaf (previously dark-adapted) per plant, taken at approximately 12:00, with a light intensity set at 1,200 μmol photon m^−2^ s^−1^, 400 p.p.m [CO_2_] and a cuvette temperature of 25 °C.

The midday Ψstem was measured for one embedded leaf per plant using a Scholander-type pressure chamber (Soil Moisture Equipment Corp., Santa Barbara, CA, USA) as previously described by Begg and Turner^63^ and Chone *et al.*^64^. The Ψsoil was calculated following the equation obtained by pressure-plate analysis^65^ (see Supplementary Methods).

The estimation of the Rh_root + shoot_ was performed following the evaporative flux method reported by Sack *et al.*^66^, modified by applying the following formula: Rh_root + shoot_ = (Ψstem–Ψsoil)/E. The Rh_stem_ was measured using a High-Pressure Flow Meter (Dynamax, Houston, TX, USA) apparatus on stems collected from plants subjected to water stress at the end of the drought treatment by a transient-pressure method, following the manufacturer’s instructions.

The enumeration of stomata and cells was determined on two leaves per six plants for infected and GRSPaV-free plants, and the dry weight of the roots was quantified at the end of the experiments (see Supplementary Methods).

### Statistical analyses

Data management and calculations were performed using a Microsoft EXCEL spreadsheet. Significant differences among treatments for molecular and physiological data were statistically analysed by applying a one-way ANOVA test and Tukey’s post hoc test was used for mean separation when ANOVA results were significant (*p* ≤ 0.05). The SPSS statistical software package (SPSS Inc., Cary, NC, USA, v.22) was used to perform statistical analyses.

## Additional Information

**How to cite this article**: Pantaleo, V. *et al.* Novel functional microRNAs from virus-free and infected *Vitis vinifera* plants under water stress. *Sci. Rep.* **6**, 20167; doi: 10.1038/srep20167 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table S1

Supplementary Table S2

## Figures and Tables

**Figure 1:**
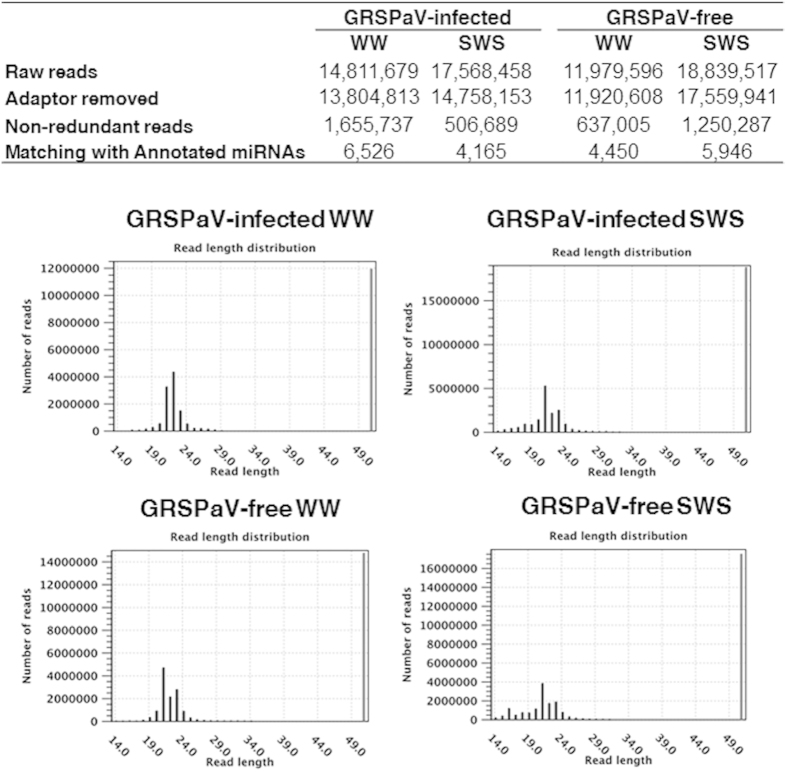
Statistics of short RNA sequences from *Vitis vinifera* ‘Bosco’ leaves collected from infected and *Grapevine rupestris stem pitting-associated virus*(GRSPaV)-free plants under well watered (WW) and severe water stress (SWS) conditions.

**Figure 2:**
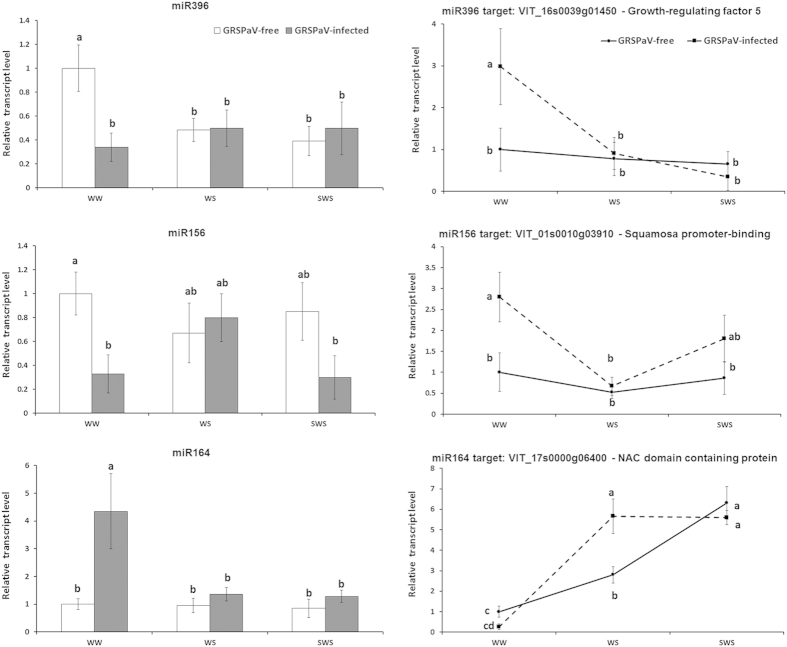
Relative expression levels of miR396, miR156, and miR164 and their respective targets in *Grapevine rupestris stem pitting-associated virus*(GRSPaV)-free and infected ‘Bosco’ leaves as determined by qRT-PCR. Samples were collected under well-watered (WW), water stress (WS) and severe water stress (SWS) conditions. qRT-PCR signals were normalised to U6 and 5.8 rRNA for miRNA quantification, and to actin and ubiquitin transcripts for target quantification. Data are presented as mean ± standard deviation of three biological replicates; different letters denote significant differences at *p* ≤ 0.05.

**Figure 3:**
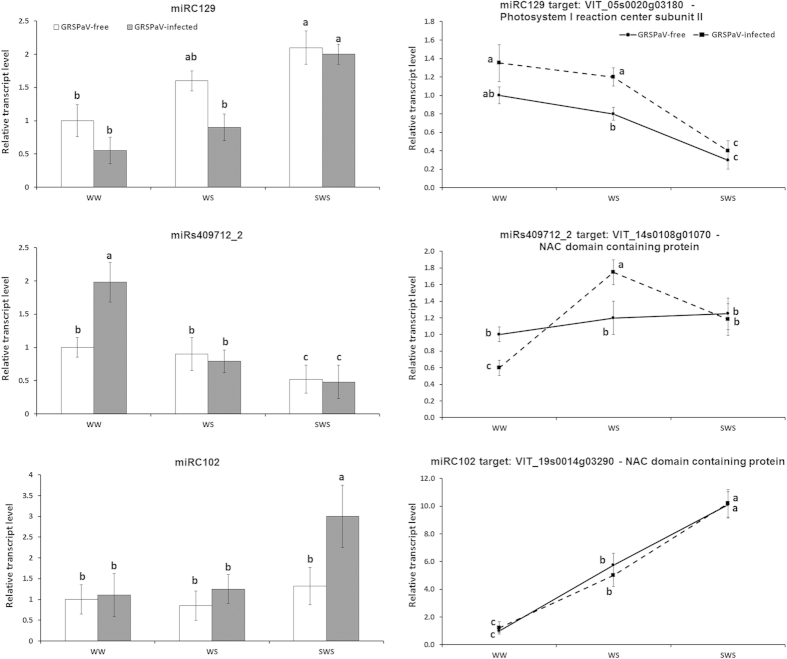
Relative expression levels of miRC102, miRC129 and miRs409712_2 and their respective targets in *Grapevine rupestris stem pitting-associated virus*(GRSPaV)-free and infected ‘Bosco’ leaves as determined by qRT-PCR. Samples were collected under well-watered (WW), water stress (WS) and severe water stress (SWS) conditions. qRT-PCR signals were normalised to U6 and 5.8 rRNA for miRNA quantification, and to actin and ubiquitin transcripts for target quantification. Data are presented as mean ± standard deviation of three biological replicates; different letters denote significant differences at *p* ≤ 0.05.

**Figure 4:**
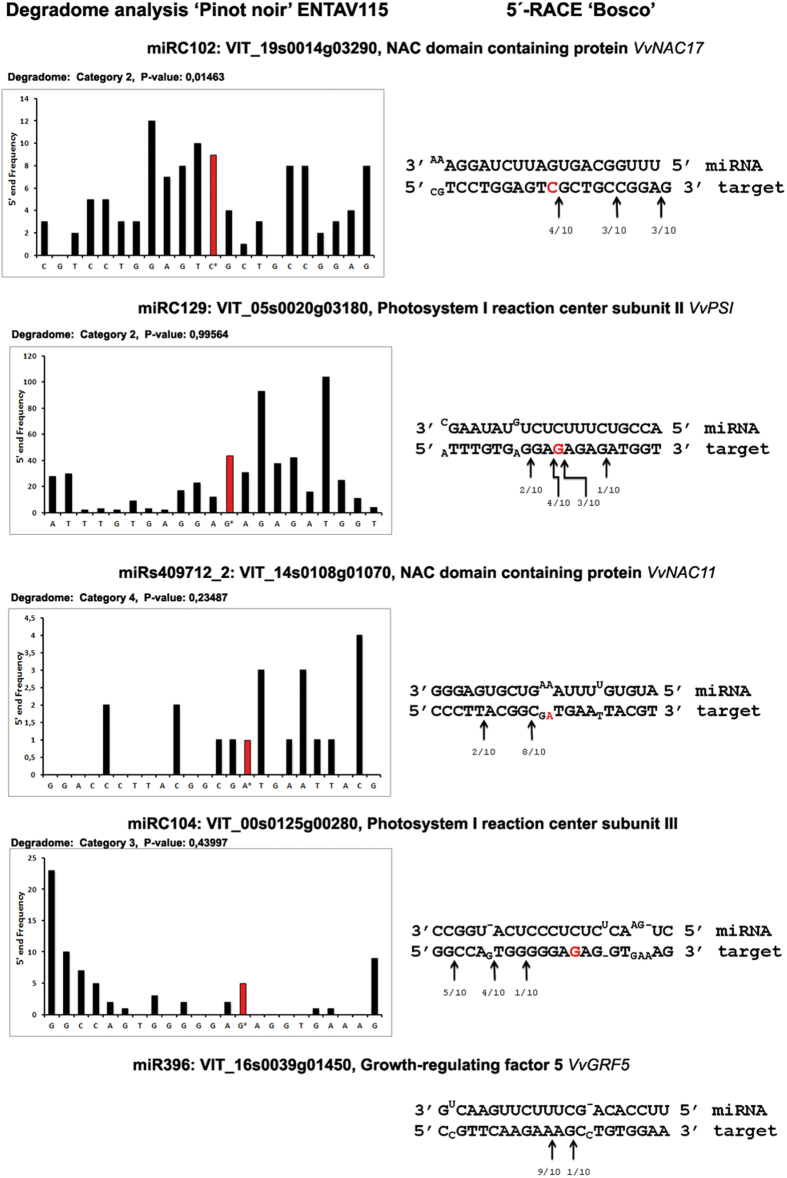
Comparison between degradome analyses of ‘Pinot noir’ ENTAV115 and 5′-RACE in ‘Bosco’ for the identification of miRNA-mediated cleavage of target transcripts. In red, the cleavage site provided by the degradome, arrows indicate the 5′-end of the transcript degradation fragments mapped by 5′-RACE. Fractions indicate the number of RACE clones with 5′-end mapping at a determined position with respect to the total number of sequenced clones. For miR396 the target gene VIT_16s0039g01450 was predicted by bioinformatics and confirmed by 5′-RACE.

**Figure 5:**
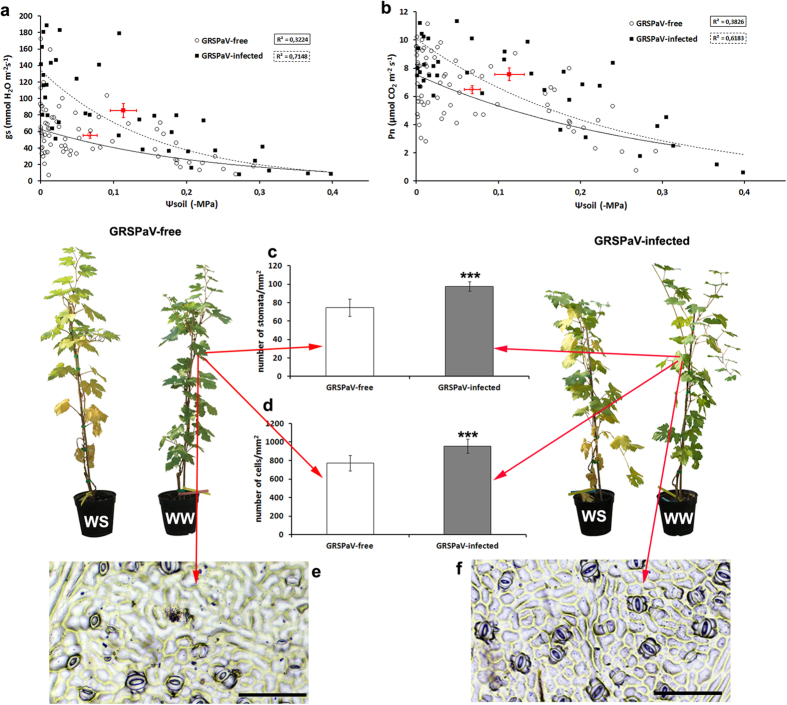
Relationship between (**a**) the stomatal conductance (g_s_) and soil water potential (Ψsoil) and between (**b**) net photosynthesis (P_n_) and Ψsoil in *Grapevine rupestris stem pitting-associated virus*(GRSPaV)-infected (filled squares, dashed trend line) and GRSPaV-free plants (open circles, continuous trend line). **(c**) Number of stomata and (**d**) number of cells per square millimetre in leaves from infected and GRSPaV-free grapevines in well-watered (WW) conditions. Bars represent the mean ± standard error (n = 72); asterisks indicate significant difference among the means (*p* ≤ 0.01). Abaxial prints of epidermis from (**e**) GRSPaV-free and (**f**) GRSPaV-infected leaves. Scale: 100 mm. In panels (**a**,**b**), averages and standard error bars calculated for GRSPaV-free and GRSPaV-infected plants are indicated in red.

**Figure 6:**
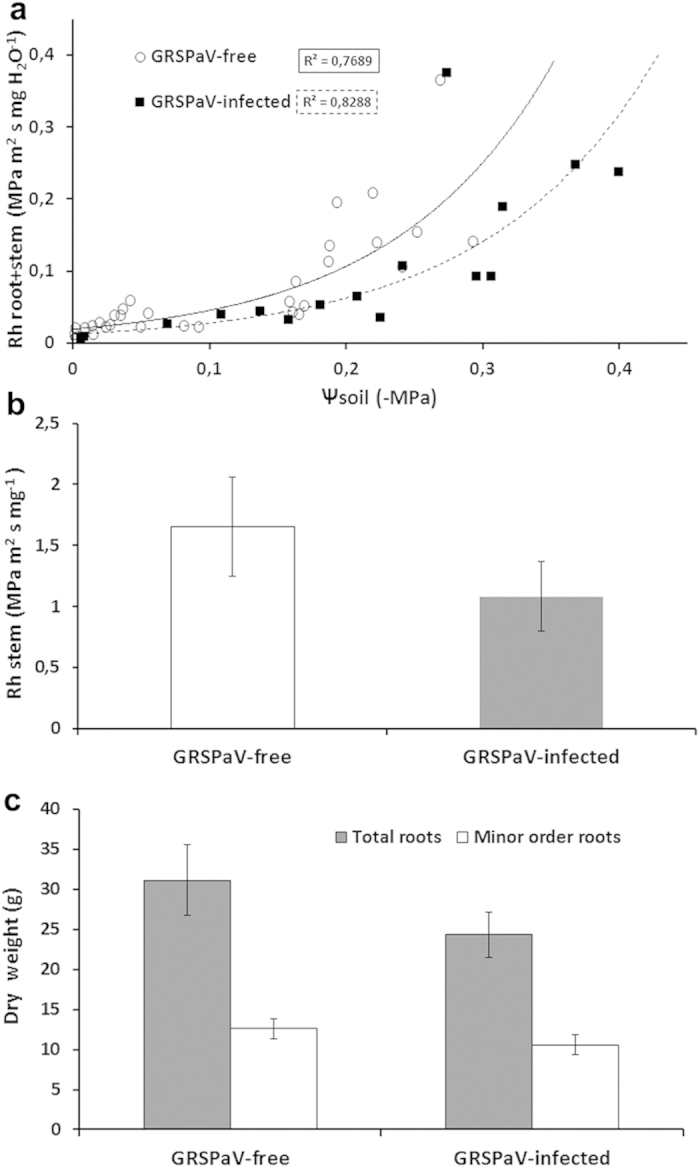
(**a**) Relationship between the specific root + shoot hydraulic resistance (Rh_root + shoot_) relative to leaf surface area and soil water potential (Ψsoil) in *Grapevine rupestris stem pitting-associated virus*(GRSPaV)-infected (filled squares, dashed trend line) and GRSPaV-free plants (open circles, continuous trend line). (**b**) Specific stem hydraulic resistance (Rh _stem_) relative to stem cross section area. (**c**) Dry weight of whole roots (filled columns) and minor order roots (empty columns) in GRSPaV-free and GRSPaV-infected plants. Bars represent the mean ± standard error (n = 6); different letters denote significant differences at *p* ≤ 0.05.

**Table 1:** Known miRNAs in GRSPaV-infected and GRSPaV-free grapevine in well watered (WW) and severe water stress (SWS) conditions.

miRNA	Relative number of miRNA reads			
	GRSPaV-infected		GRSPaV-free	
	WW	SWS	WW	SWS
miR156	494.3	6421.6	17263.2	5624.3
miR159	3088.7	2096.0	3228.2	2526.3
miR160	4.1	2.2	3.7	1.7
miR162	522.8	1362.8	1038.5	1458.7
miR164	2.1	0.7	0.9	0.7
miR166	139871.5	134525.5	152237.3	104632.1
miR167	92.2	110.2	126.2	128.5
miR168	147.7	208.3	150.0	231.2
miR169	7.7	8.1	7.2	7.1
miR171	10.5	35.9	38.0	26.7
miR172	2.7	0.6	0.7	0.3
miR319	191.6	16.7	49.7	17.2
miR390	8.8	22.8	18.6	20.2
miR393	20.8	9.1	16.4	11.5
miR394	5.8	1.3	1.4	1.3
miR395	9.5	15.9	20.2	13.7
miR396	6470.5	2309.2	3357.9	2194.0
miR398	47598.4	12173.0	19426.5	11528.8
miR399	4.7	6.2	6.3	5.4
miR408	2608.6	5326.7	8597.2	5193.0
miR479	3.8	3.1	3.3	3.1
miR535	19.0	79.0	66.5	68.3
miR397	224.1	78.8	199.8	89.6
miR398	47579.9	12166.5	19411.8	11521.1
miR399	0.5	1.2	1.2	1.8
miR403	185.2	456.1	1063.0	516.0
miR477	1.6	16.4	8.7	21.2
miR482	109.2	693.5	531.6	585.1
miR828	2.5	1.4	2.6	0.5
miR845	2.1	1.2	1.4	2.9
miR2111	2.4	1.6	1.3	2.2
miR3623	265.4	615.9	835.2	637.9
miR2950	10.1	4.7	7.6	151.7
miR3624	395.6	1042.0	1932.7	1052.7
miR3625	0.6	1.3	0.9	1.8
miR3626	8.2	13.4	11.9	14.2
miR3627	32.1	146.2	175.9	151.1
miR3628	—	0.8	0.1	—
miR3629	1.4	0.2	0.6	3.1
miR3630	2.3	3.2	7.2	2.4
miR3631	9.7	7.7	2.0	5.8
miR3632	2.3	2.7	5.1	3.1
miR3633	19.9	120.6	1.3	105.2
miR3634	81479.8	93669.5	130903.2	77805.7
miR3635	0.3	0.1	0.1	—
miR3636	29.2	10.4	11.5	10.8
miR3637	2.6	4.9	8.0	4.0
miR3638	0.3	0.2	0.1	0.1
miR3639	124.3	43.9	78.7	40.3
miR3640	5.2	8.4	10.0	9.0

The relative number of reads was obtained by dividing the number of reads of each miRNA with the total number of reads of each cDNA library.

**Table 2:** Novel putative grapevine miRNAs.

	Chromosome	Start	End	Orientation	Abundance (infected WW, SWS and free WW and SWS)	Sequence (5′-3′)	sRNA length (nt)	# Genomic Hits	Hairpin Length	Minimum Free Energy	miRNA* (5′-3′) (aboundance in GRSPaV-infected WW, SWS and GRSPaV-free WW and SWS)
mirC102	chr12	22422891	22422911	—	4, 10, 4, 0	TTTGGCAGTGATTCTAGGAAA	21	3	118	−35,4	NO
	chr19	19300144	19300164	—	4, 10, 4, 0	TTTGGCAGTGATTCTAGGAAA	21	3	119	−42,7	NO
miRC103	chr7	15865768	15865789	+	28, 41, 35, 32	AAGTGTTTCTGGGCTTTATAAC	22	2	75	−26	NO
miRC104	chr14	24560699	24560720	—	86, 71, 134, 41	CTGAACTCTCTCCCTCATGGCC	22	1	122	−65,4	NO
miRC106	chr16	18836667	18836687	+	29, 79, 146, 71	CTTTTGTTTCTTCGTGTCGGT	21	2	125	−66,82	CGACACGAAGAAACGAAAGCC(2,2,3,0) CGACACGAAGAAACGAAAGCCG (0, 0, 1, 0)
	chr16	18867640	18867660	+	29, 79, 146, 71	CTTTTGTTTCTTCGTGTCGGT	21	2	125	−66,82	
miRC108	chr19	10790715	10790735	—	0, 2, 0, 0	TACTTTGGATGATAATGGGCCT	21	1	158	−94,9	NO
miRC116	chr9	3184798	3184818	—	5, 63, 77, 46	TTCTTCTCACCGTTTCTCAGC	21	1	146	−48	TGAGAAACTGGGGGGAAAATG(0, 1, 2, 0) TTGCTGAGAAACTGGGGGGAA(0, 3, 0,0) TGAGAAACTGGGGGGAAAATGA (0, 2, 0,0)
miRC117	chr9	5984686	5984706	+	0, 11, 0, 0	TCTTAGAACCAAGGGCACCCT	21	6	88	−27	NO
	chr14	19624264	19624284	—	0, 11, 0, 0	TCTTAGAACCAAGGGCACCCT	21	6	92	−30,4	NO
miRC122	chr3	17925351	17925372	—	0, 0, 5, 0	TTATGGGACTACATGTGTTACA	22	1	151	−82,6	TACACATGTAGTGCCATCATA (0,0,5,1)
miRC123	chr14	14721702	14721722	—	48, 84, 47, 64	TACCAAGGTCGAGGATTGACT	21	1	207	−90,5	TCAAACCTCAACCTTGGTATG(1,1,1,0)
miRC128	chr9	21823140	21823161	+	0, 0, 0, 21	AGAAGTCAATCCAAACAAGGTC	22	2	90	−59	NO
miRC129	chr5	6820744	6820764	—	0, 31, 0, 13	ACCGTCTTTCTCTGTATAAGC	21	1	99	−49,64	TTACACAGAGAGATGACGGTGG (0,4,0,2)
miRs409712_2	chr10	4096605	4096626	—	0, 0, 0, 8	ATGTGTTTTAAAGTCGTGAGGG	22	5	91	−27,2	NO
	chr14	24304140	24304161	—	0, 0, 0, 8	ATGTGTTTTAAAGTCGTGAGGG	22	5	130	−70,7	NO
	chr19	20397809	20397830	+	0, 0, 0, 8	ATGTGTTTTAAAGTCGTGAGGG	22	5	206	−56,6	NO

**Table 3:** Novel grapevine miRNA candidates (miRC) abundance in GRSPaV-infected and GRSPaV-free grapevine in well watered (WW) and in severe water stress (SWS) conditions.

miRNA Candidate	Relative number of miRC reads			
	GRSPaV-infected		GRSPaV-free	
	WW	SWS	WW	SWS
miRC102	0.8	0.6	0.6	—
miRC103	5.6	2.5	5.6	5.4
miRC104	17.2	4.3	21.4	6.9
miRC106	5.8	4.7	23.4	12.0
miRC108	—	0.1	—	—
miRC116	1	3.8	12.3	7.8
miRC117	—	0.7	—	—
miRC122	—	—	0.8	—
miRC123	9.6	5.0	7.5	10.8
miRC128	—	—	—	3.5
miRC129	—	1.9	—	2.2
miRs409712_2	—	—	—	1.4

The relative number of reads was obtained by dividing the number of reads of each miRNA with the total number of reads of each cDNA library.

# Supplementary material for: Novel functional microRNAs from virus-free and infected Vitis vinifera plants under water stress
**Source:** Sci Rep. 2016 Feb 2;6:20167. doi: 10.1038/srep20167
**Supplement:** Supplementary Information

## **Novel functional microRNAs from virus-free and infected *Vitis vinifera* plants under water stress.**

Vitantonio Pantaleo, Marco Vitali, Paolo Boccacci, Laura Miozzi, Danila Cuozzo, Walter Chitarra, Franco Mannini, Claudio Lovisolo, Giorgio Gambino

### **Supplementary Methods**

#### *5'-RACE*

The degradation fragments resulting from miRNA cleavage were analysed by 5'-RACE. The RNA from free and GRSPaV-infected 'Bosco' leaves was extracted using the Spectrum Plant Total RNA Kit (Sigma-Aldrich, St. Louis, MO, USA), and was treated with DNase I (Life Technologies, Carlsbad, CA, USA), incubated with a RNA adaptor (Table S1) and 5U of T4 RNA ligase (Life Technologies) following the manufacturer's instructions. The RNA was reverse-transcribed using random nonamers (Sigma-Aldrich) and M-MLV reverse transcriptase (Life Technologies). First-round and nested PCR analyses were performed using a universal forward primer and gene-specific reverse primers (Supplementary Table S2). The nested products were gel-purified, cloned into the pGEM-T Easy vector (Promega, Madison, WI, USA), and ten independent clones from each product were sequenced using a Big-Dye Terminator v1.1 Cycle Sequencing kit (Applied Biosystems, Life Technologies), and analysed using a 3130 Genetic Analyser capillary sequencer (Applied Biosystems, Life Technologies).

#### *qRT-PCR analysis*

The quantification of miRNA expression by qRT-PCR was carried out following the protocol of Shi and Chiang (2005) with some modifications. Two µg of RNA extracted from GRSPaV-free or infected leaves collected under WW, WS and SWS conditions were treated with DNaseI (Life Technologies) and polyadenylated using the Poly(A) Tailing Kit (Life Technologies) following the manufacturer's instructions. The RNA was precipitated by ethanol and reverse-transcribed with M-MLV reverse transcriptase (Life Technologies) and 0.5 µg poly(T) adapter (Supplementary Table S2).

For the amplification of all miRNAs and housekeeping genes, a universal 3'-adaptor reverse primer was used (Supplementary Table S2) and the forward primer was designed based on the specific miRNA sequence. For some primers containing high GC content at the 3' end, one or two A residues were added to the 3'-end to facilitate binding to the target site (Supplementary Table S2).

The relative expression was calculated based on the comparative  $C_t$  ( $2^{-\Delta\Delta C_t}$ ) method as described by Livak and Schmittgen (2001). The PCR mix (10  $\mu$ L) contained 5  $\mu$ L PowerSYBR Green master mix (Applied Biosystems, Life Technologies), 0.25  $\mu$ M of each primer and 1  $\mu$ L of cDNA diluted 1:100 or 1:250, based on initial miRNA concentrations. Cycling conditions for all primer pairs consisted of initial denaturation at 95 °C for 10 min, followed by 45 cycles at 95 °C for 15 s, 58 °C for 20 s and 60 °C for 40 s. The 5.8S rRNA and U6, which have been extensively used with the grapevine and other species as reference in qRT-PCR and northern hybridisations for sRNA analysis, were used as housekeeping genes. The geometric mean of their expression ratios was used as the normalisation factor in all samples. Accumulation of miRNAs was expressed as the mean and standard deviation calculated for three biological replicate.

### *Ecophysiological measurements*

Transpiration rates (E) and stomatal conductance ( $g_s$ ) were measured by two approaches. Firstly, we estimated E and  $g_s$  via pot weight. Daily E was calculated as the difference between two consecutive weights, and the daily grams of water loss per plant were converted into mmol H<sub>2</sub>O m<sup>-2</sup> s<sup>-1</sup>. The  $g_s$  was then calculated by dividing E by the environmental vapour-pressure deficit on the basis of the air temperature and relative humidity that was recorded every day during the experiment (Figure S2A). Secondly, leaf gas-exchange parameters ( $P_n$ , E,  $g_s$ ,  $c_i$ ) were measured by the GFS-3000 portable gas-exchange fluorescence system (Walz Heinz GmbH, Effeltrich, Germany) on two different mature leaves per plant, on each experimental day (setting: cuvette temperature 27 °C, [CO<sub>2</sub>], photosynthetic photon flux density (PPFD) and Rh were those of the greenhouse environmental conditions).

The  $\Psi_{\text{soil}}$  was calculated following the equation obtained by pressure-plate analysis (Richards and Ogata, 1961):  $\Psi_{\text{soil}} = 3e^{-10.9\theta}$ , where  $\theta$  represents the soil volumetric water content, calculated as described by Hochberg *et al.* (2013). The bulk density ( $\rho$ ) of the peat substrate used was 0.383 kg L<sup>-1</sup>. The weight of the sealed pots was measured at the end of each day (6 p.m.) using an electronic balance.

The enumeration of stomata and cells was determined on two leaves per six plants for infected and GRSPaV-free plants. Two leaf imprints were collected in the WW condition and three counts for each imprint were performed using an optical microscope with a 10-XT objective (Nikon Eclipse 55i, Tokyo, Japan).

At the end of the experiments, dry weight of the root was quantified by eradicating, washing and drying the roots in oven at 70°C until reaching of constant root weigh. Roots of minor orders were separated manually from main roots after drying.

### Supplementary References

- Livak, K.J. & Schmittgen, T.D. Analysis of relative gene expression data using real-time quantitative PCR and the  $2^{-\Delta\Delta CT}$  method. *Methods* **25**, 402- 408 (2001).
- Hochberg, U., Degu, A., Fait, A. & Rachmilevitch S. Near isohydric grapevine cultivar displays higher photosynthetic efficiency and photorespiration rates under drought stress as compared with near anisohydric grapevine cultivar. *Physiol. Plantarum* **147**, 443–452 (2013).

## Supplementary Figures

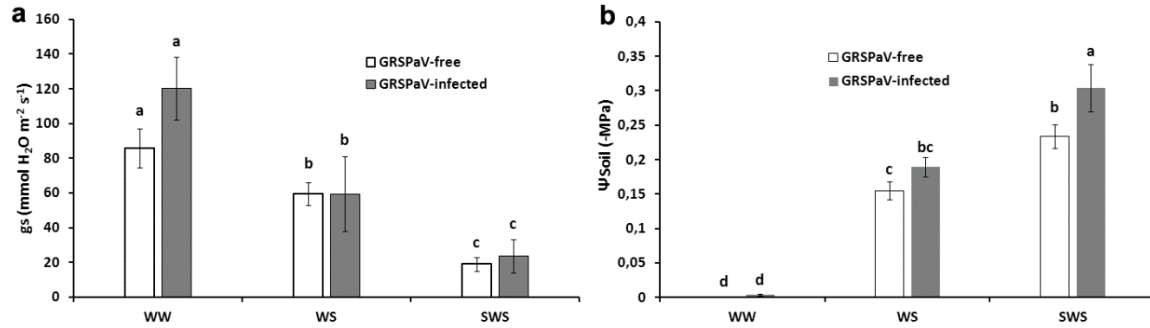

**Supplementary Figure S1.** a) stomatal conductance ( $g_s$ ) measured and b) relative water stem potential ( $\Psi_{\text{stem}}$ ) during the sampling time for small RNAs analysis. Bars represent the mean  $\pm$  standard error (n=6). Different letters indicate significant difference among the means ( $p \leq 0.05$ ). WW, well watered condition; WS, water stress condition; SWS severe water stress condition.

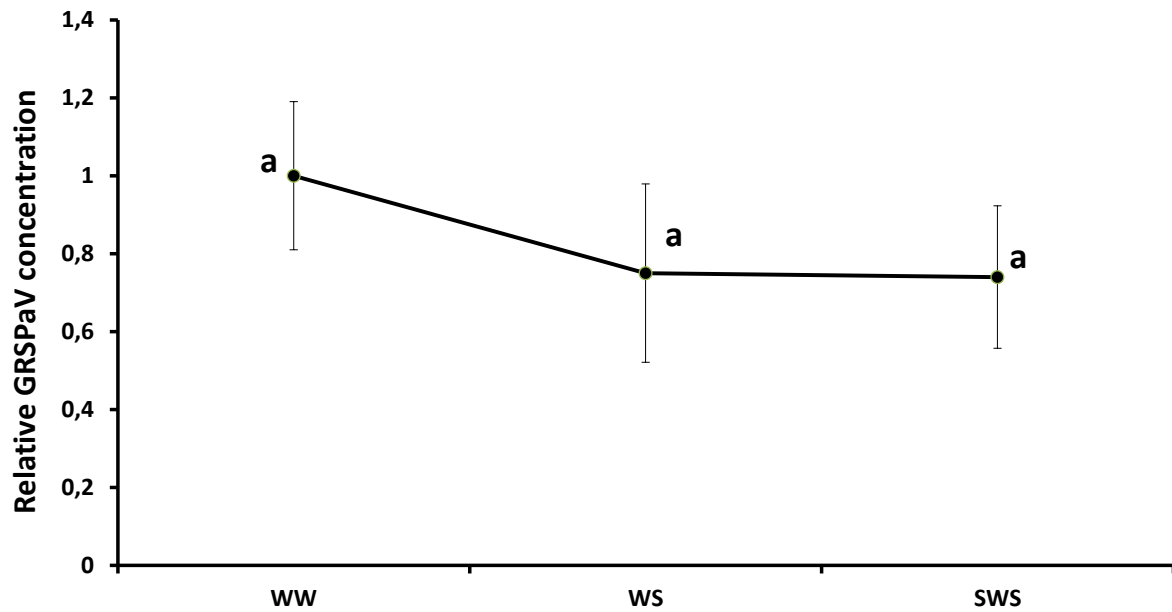

**Supplementary Figure S2.** Quantification of *Grapevine rupestris stem pitting-associated virus* (GRSPaV) RNA in 'Bosco' leaf as determined by qRT PCR. Samples were collected under well watered (WW), water stress (WS) and severe water stress (SWS) conditions. qRT-PCR signals were normalised to actin and ubiquitin levels. Data are presented as mean  $\pm$  standard deviation of six plants and three technical replicates; different letters denote significant differences at  $p \leq 0.05$ .

**Supplementary Fig. S3:** Validation of qRT-PCR for quantitation of microRNAs (miRNAs). a) dissociation curves of qRT-PCR amplification and b) qRT-PCR products resolved on ethidium bromide-stained 5% agarose gel of all miRNAs and novel miRNA candidates analysed.

**a**

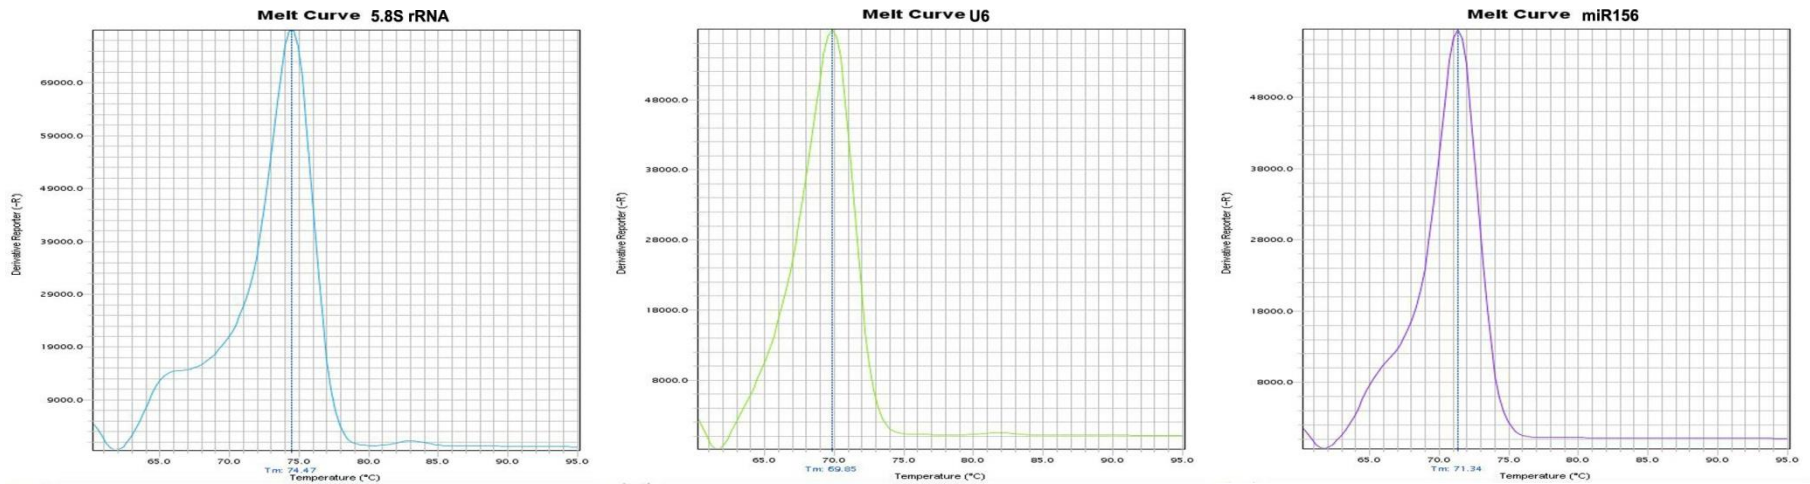

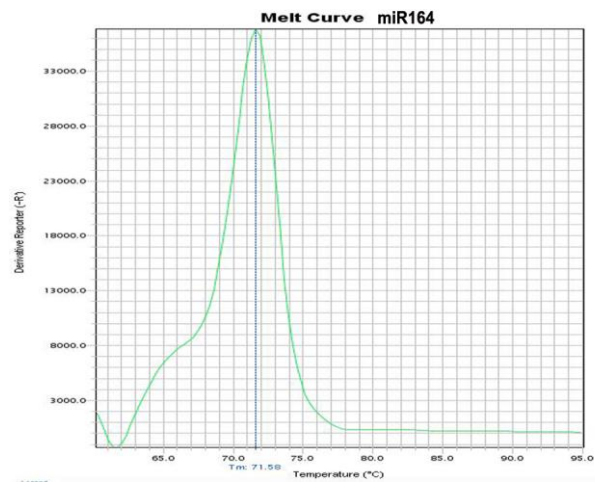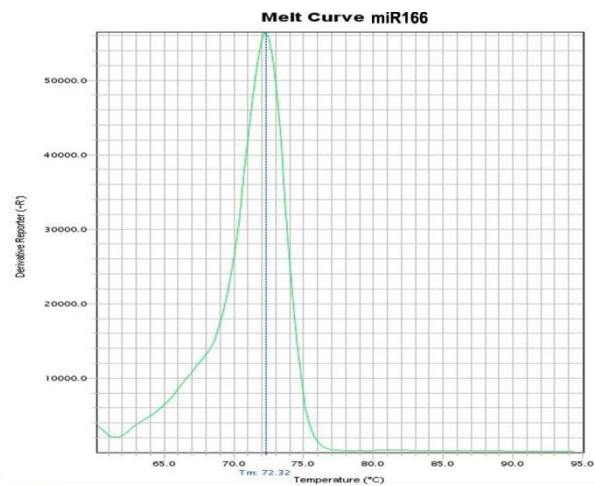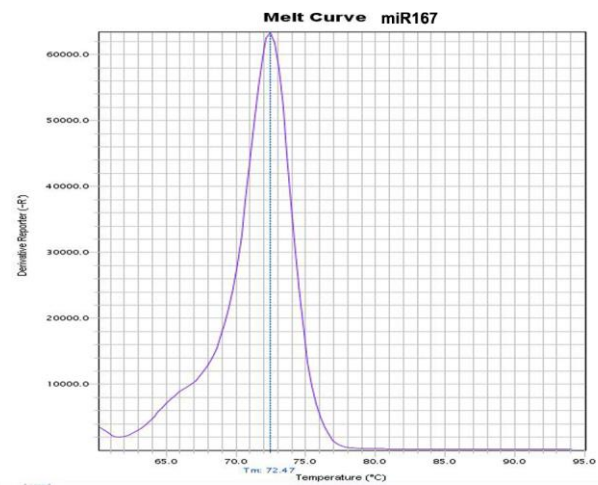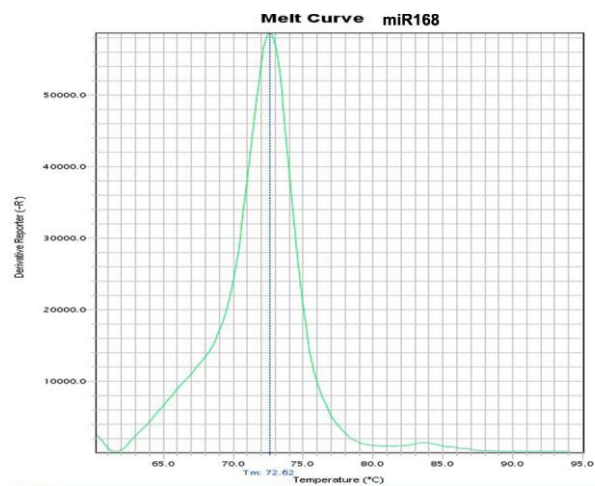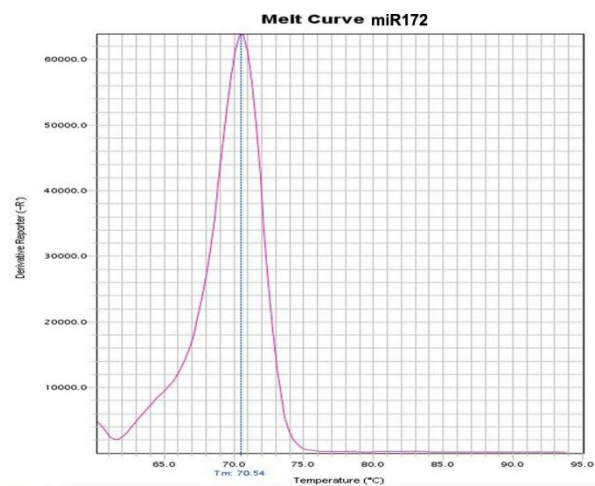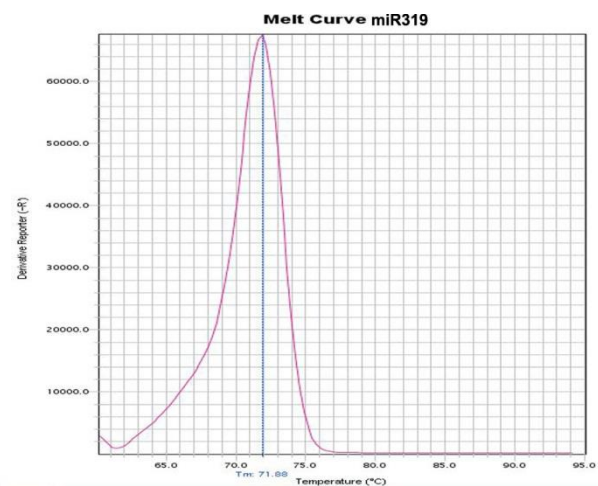

**Melt Curve miR390**

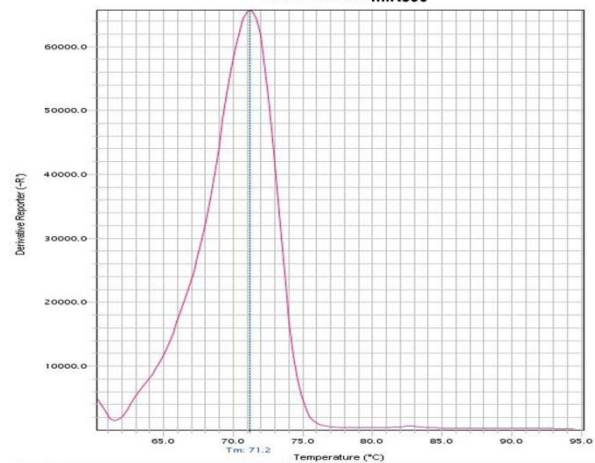

**Melt Curve miR394**

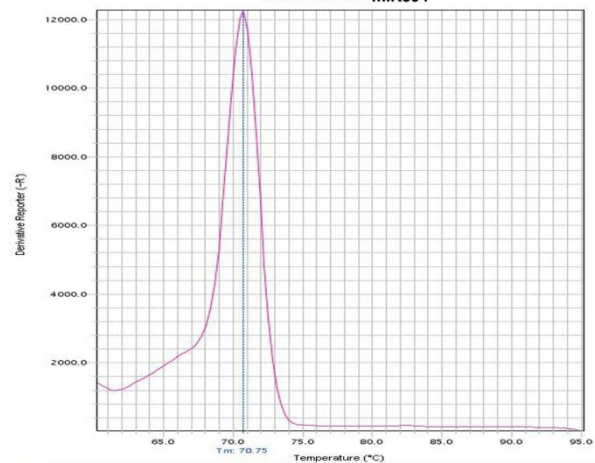

**Melt Curve miR396**

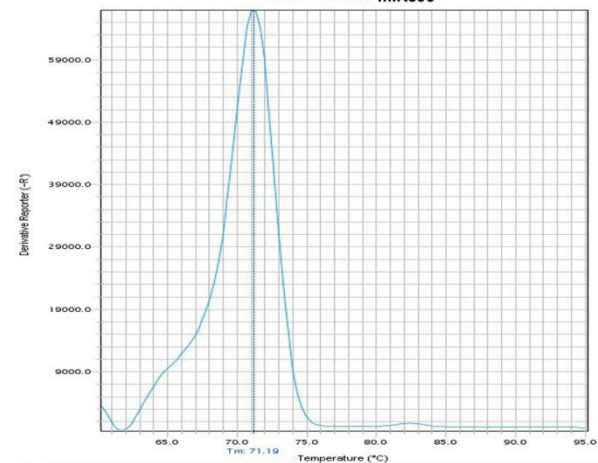

**Melt Curve miR397**

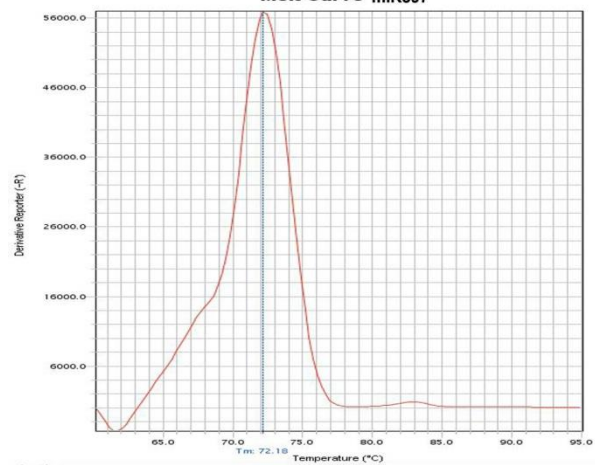

**Melt Curve miR482**

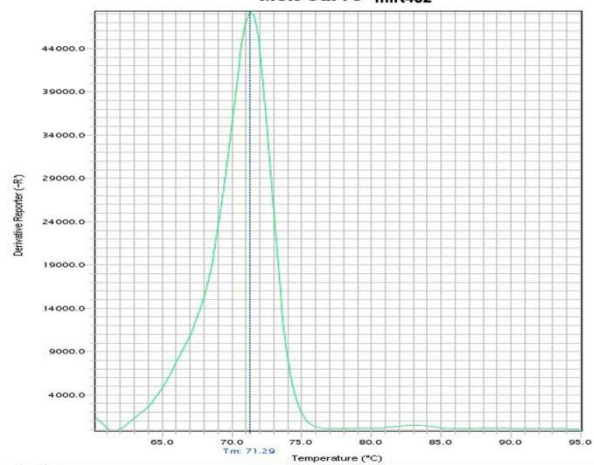

**Melt Curve miR535**

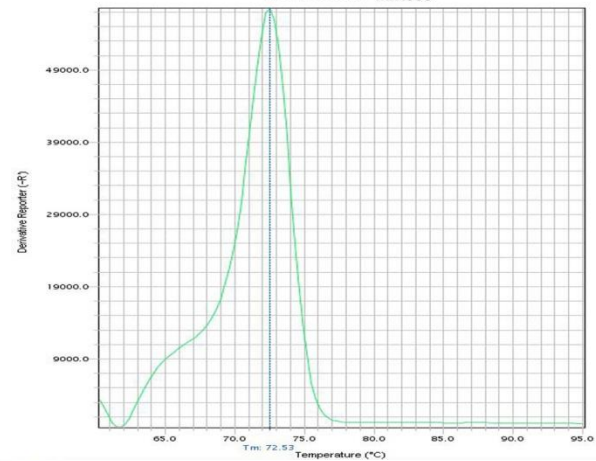

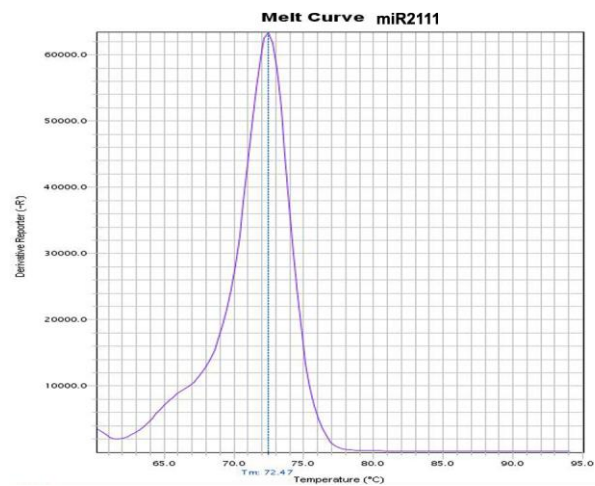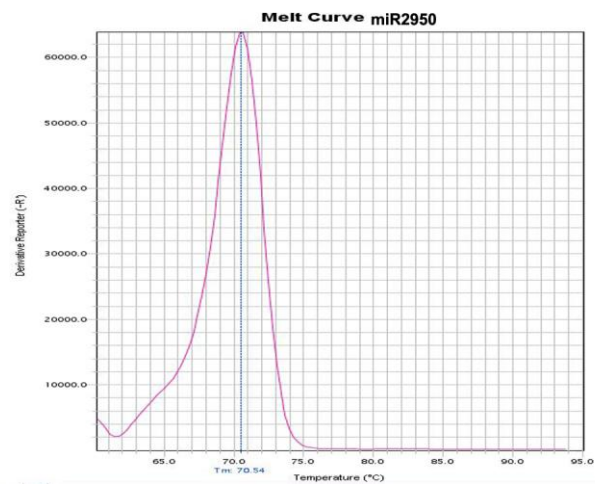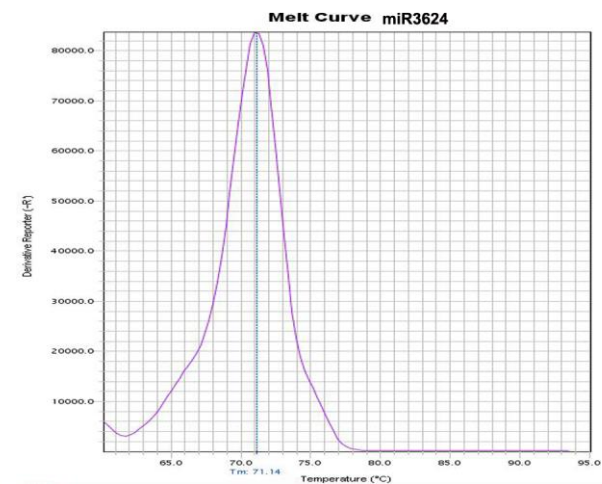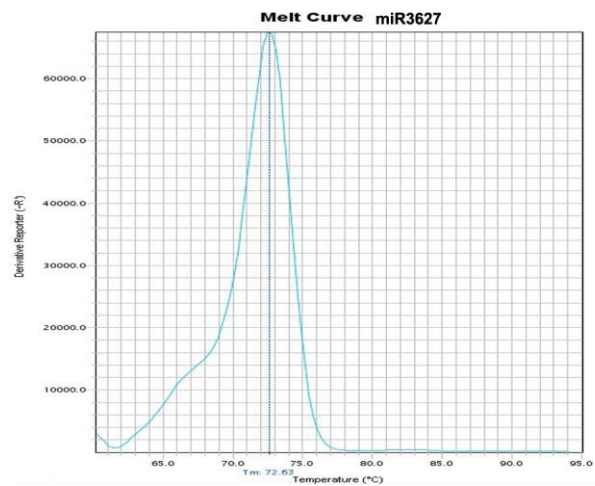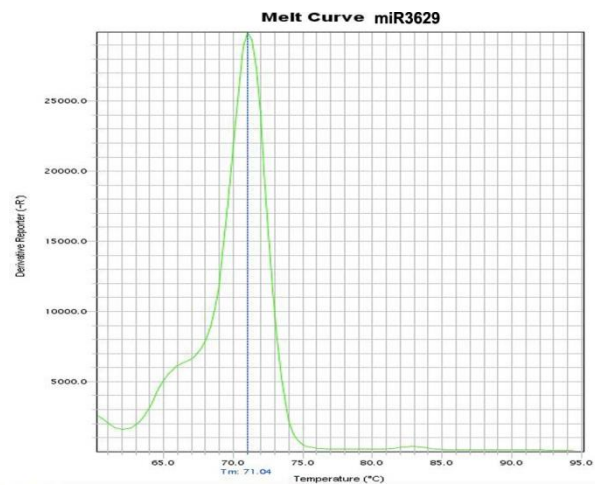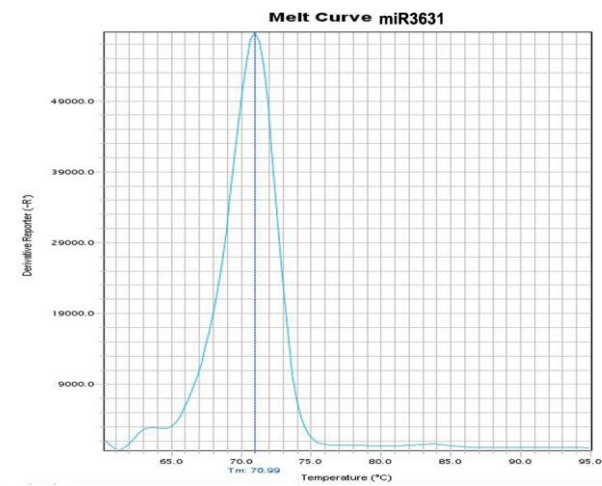

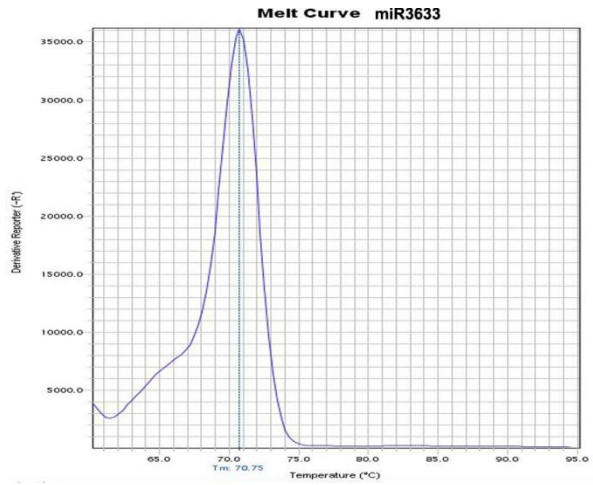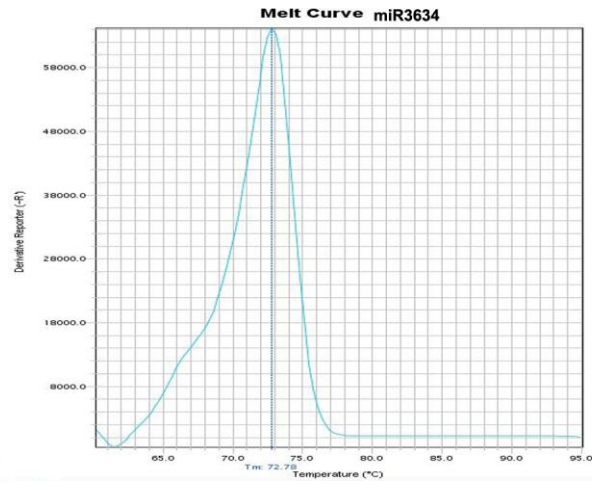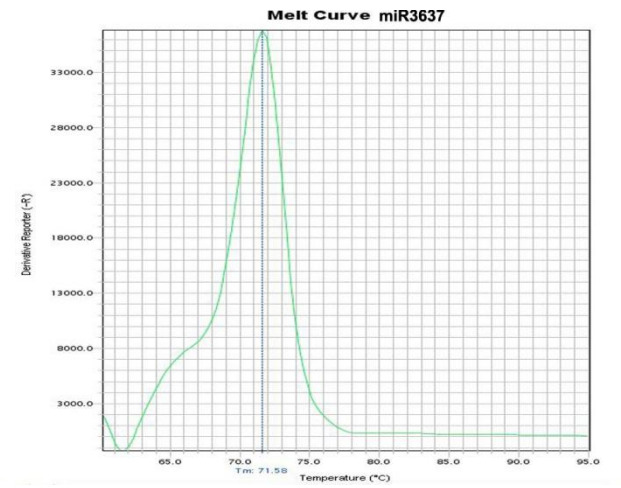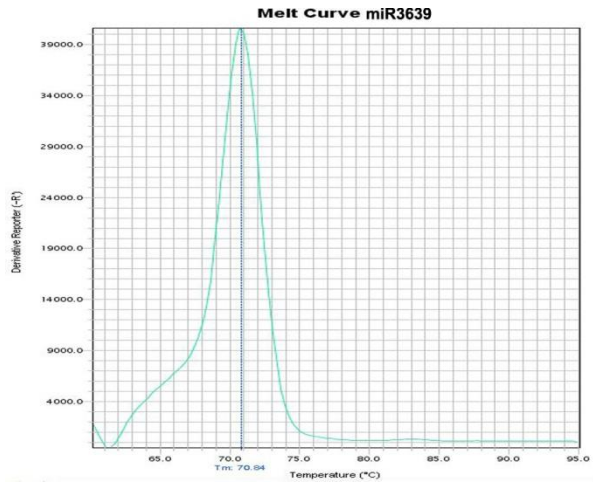

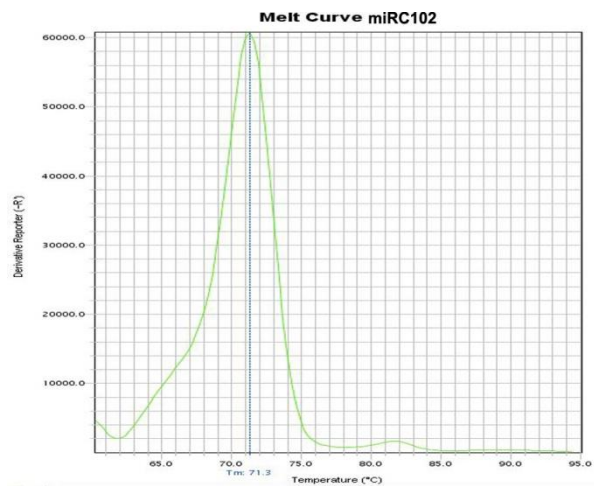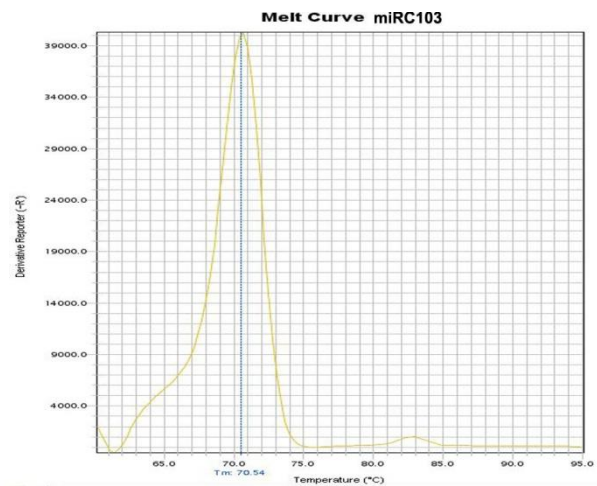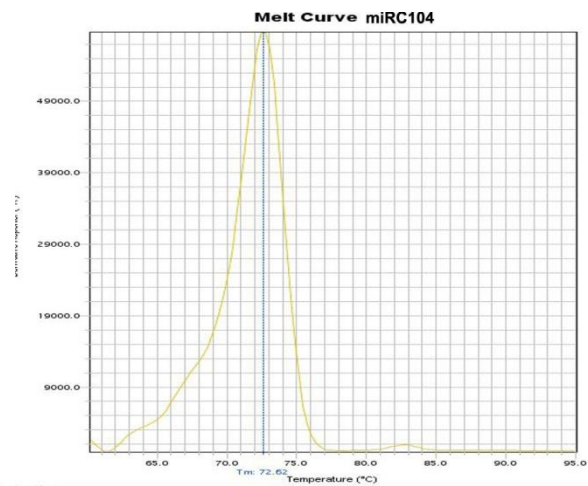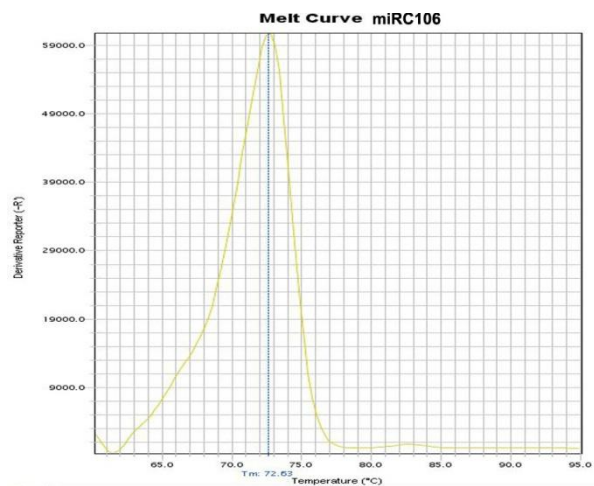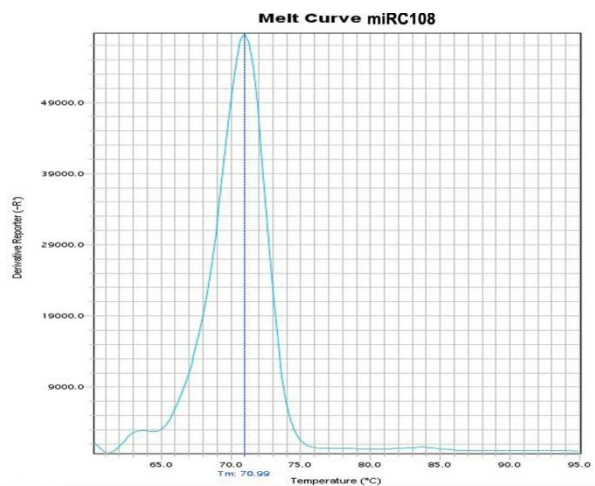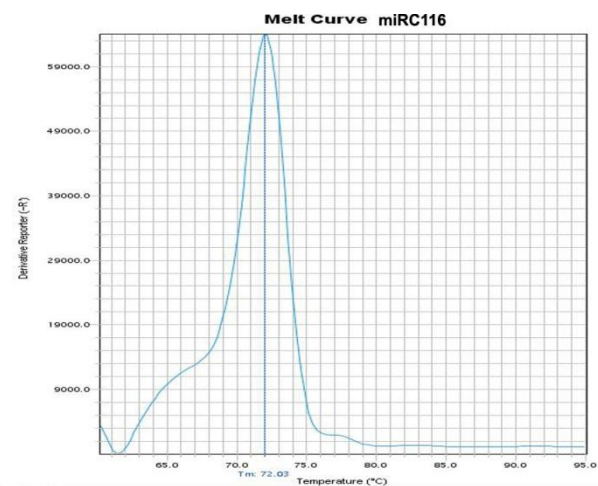

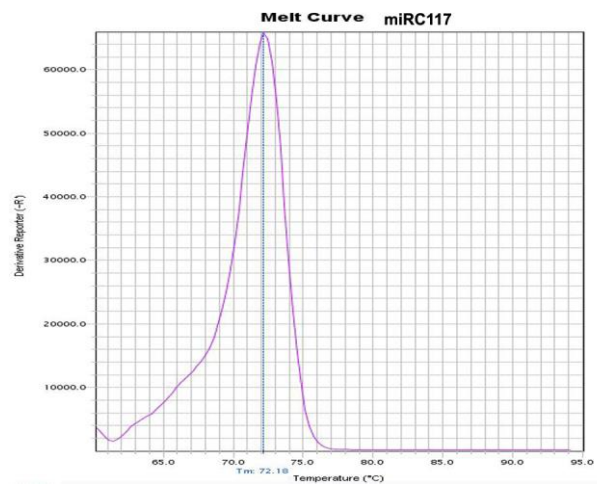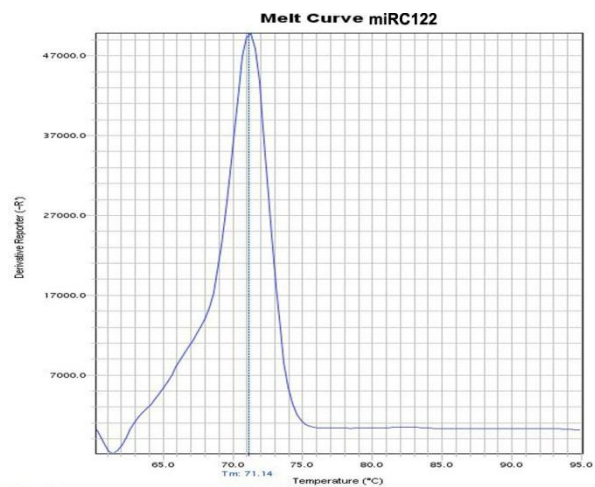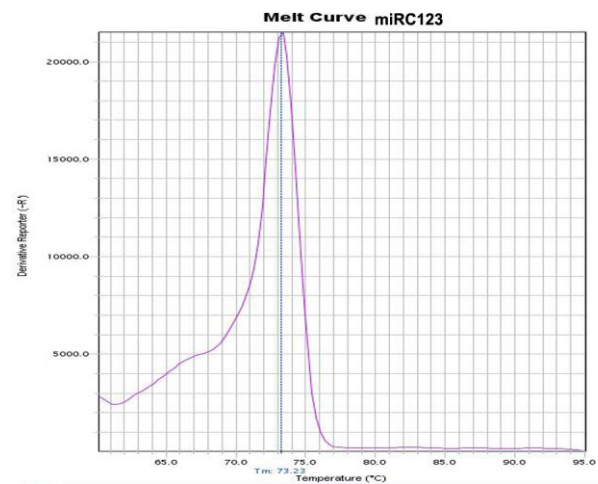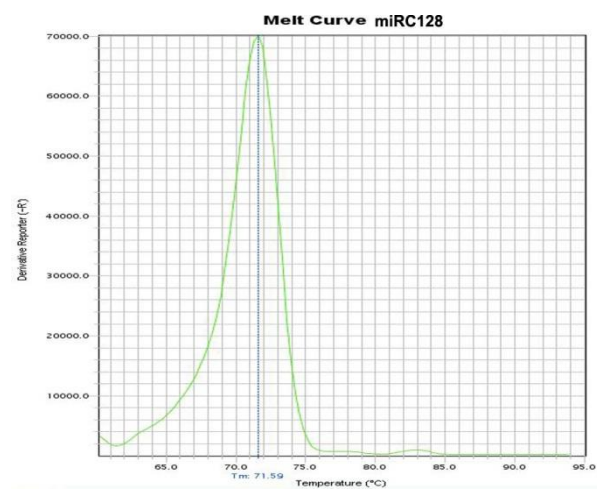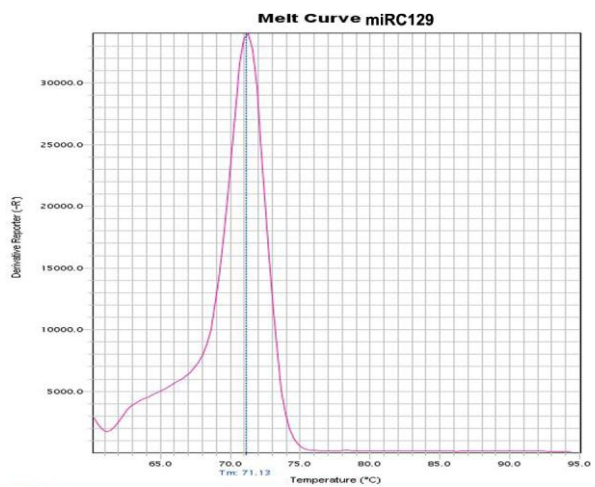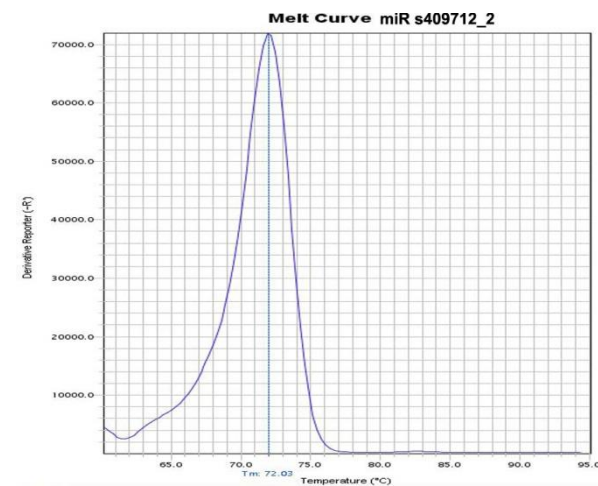

**b**

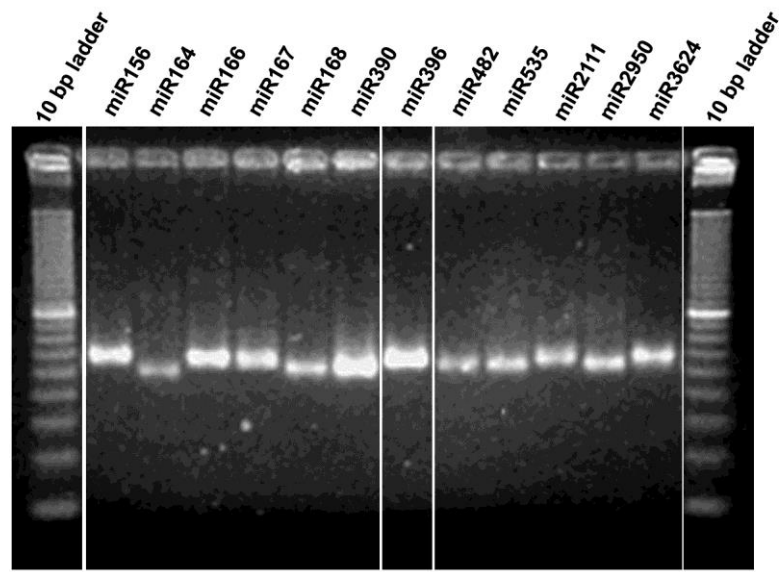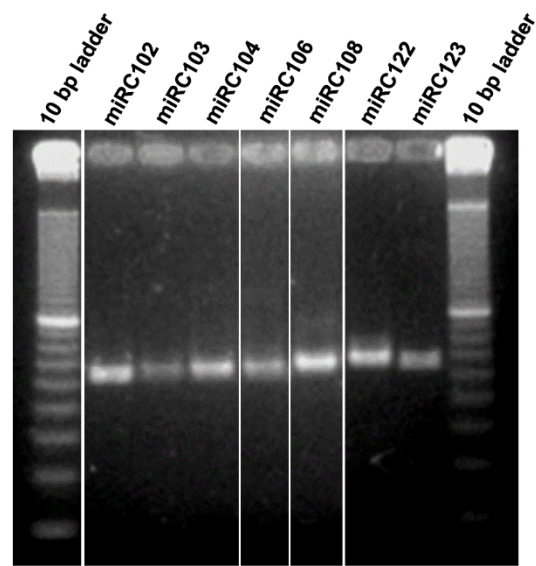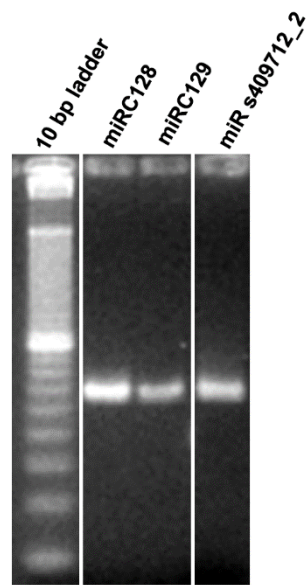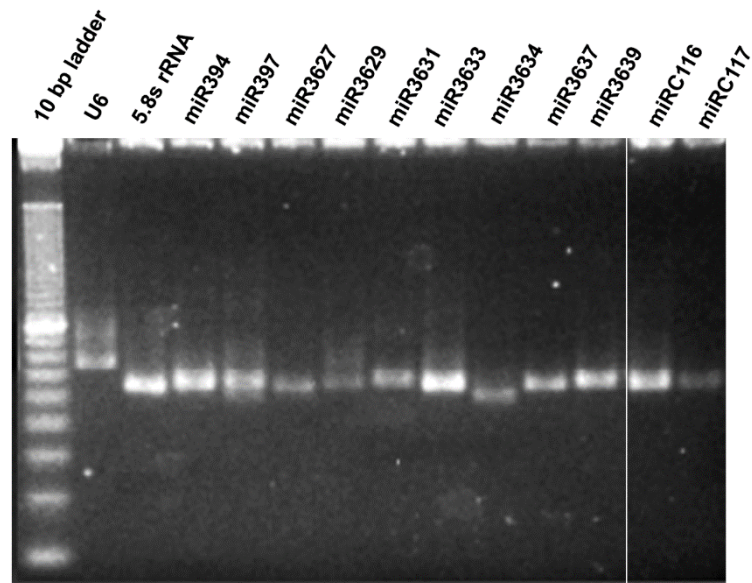

**Supplementary Figure S4.** Relative expression level of miR166, miR167, miR168, miR172, miR319, miR390, miR394, miR397, miR482, miR535, miR2111, miR2950, miR3624, miR3627, miR3629, miR3631, miR3633, miR3634, miR3637 and miR3639 in *Grapevine rupestris stem pitting-associated virus* (GRSPaV)-free and infected ‘Bosco’ leaf as determined by qRT-PCR. Samples were collected under: well watered (WW), water stress (WS), severe water stress (SWS) conditions. qRT-PCR signals were normalised to U6 and 5.8 rRNA. Data are presented as mean  $\pm$  standard deviation of three biological replicates; different letters denote significant differences at  $p \leq 0.05$ .

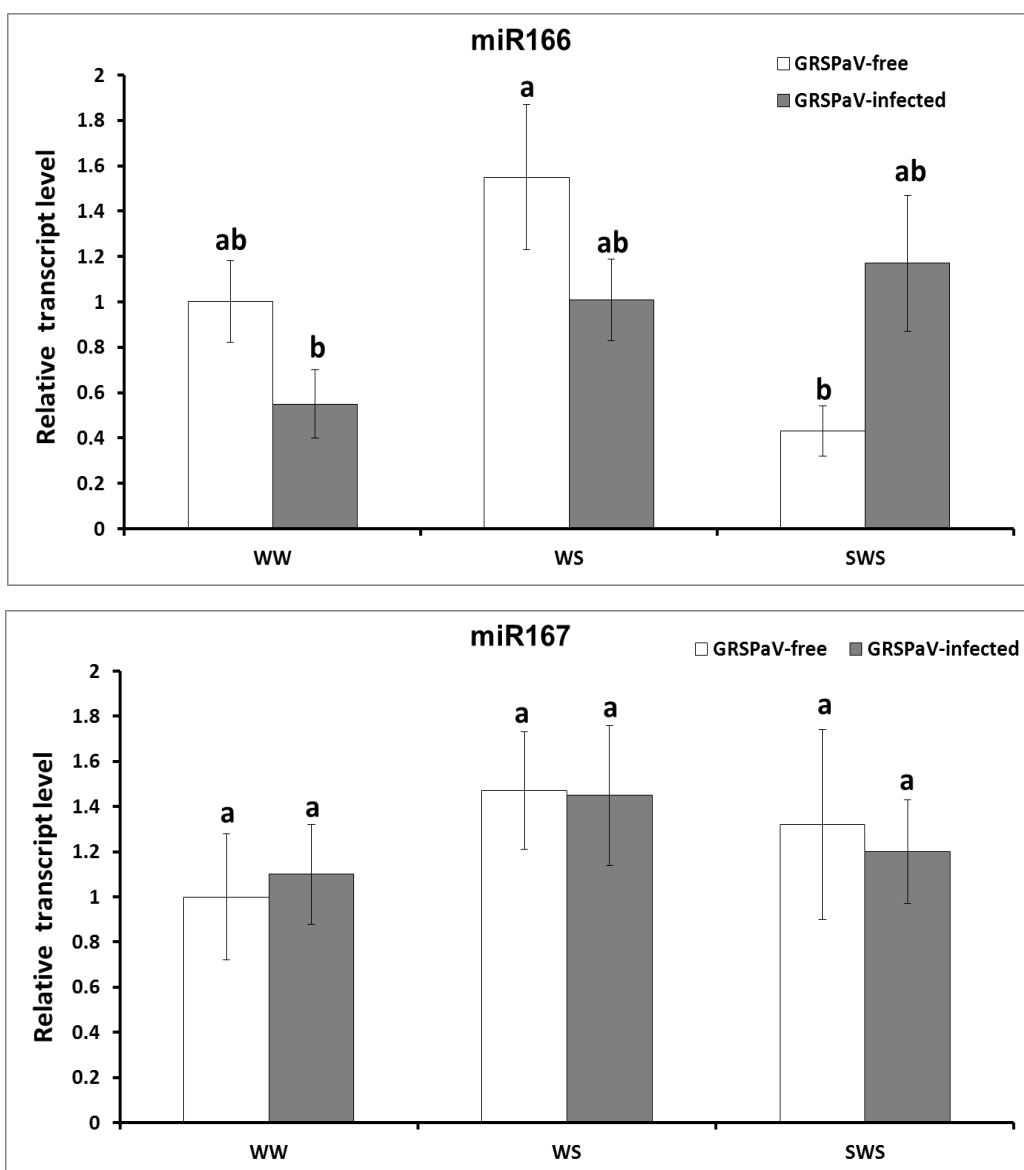

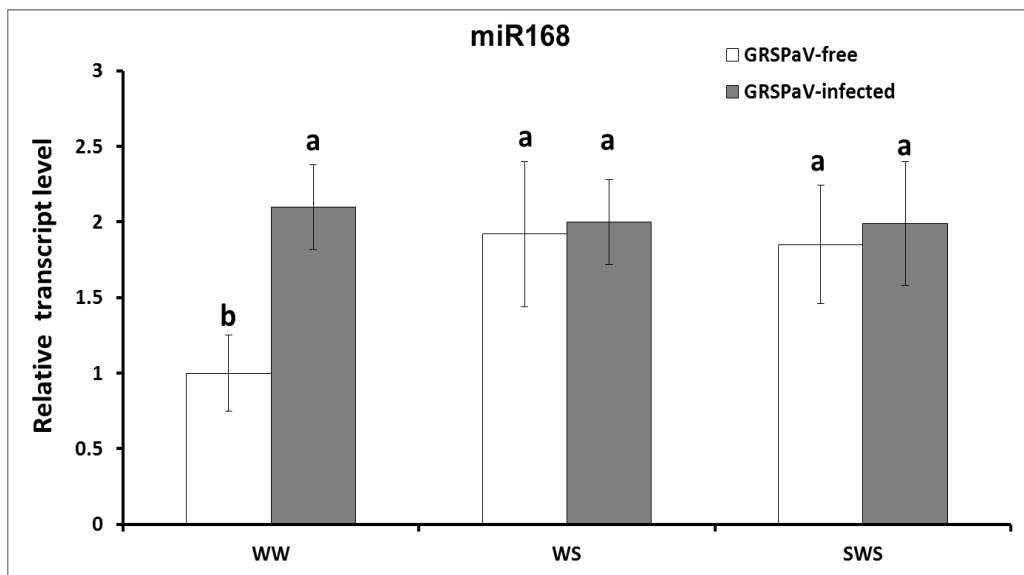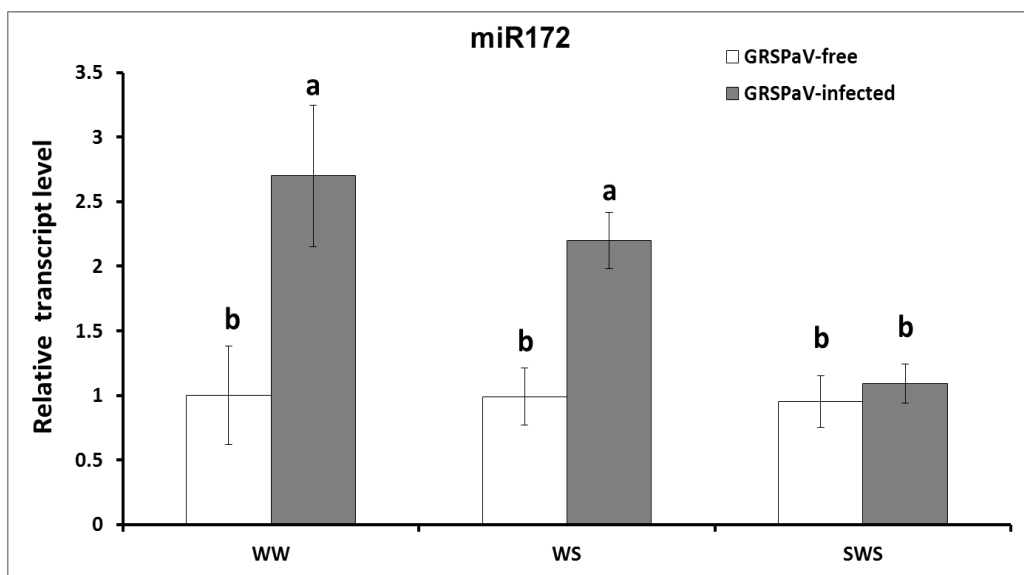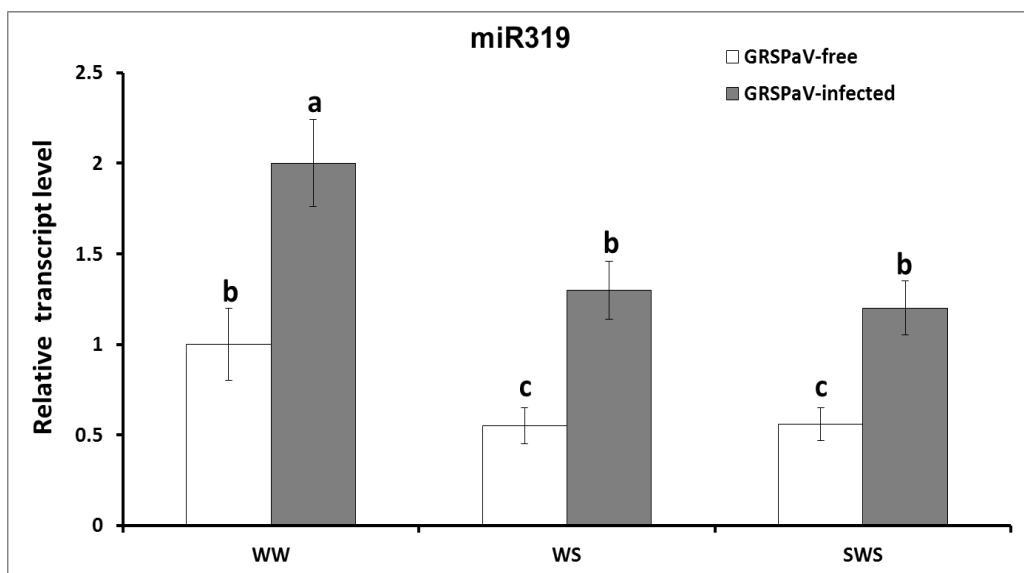

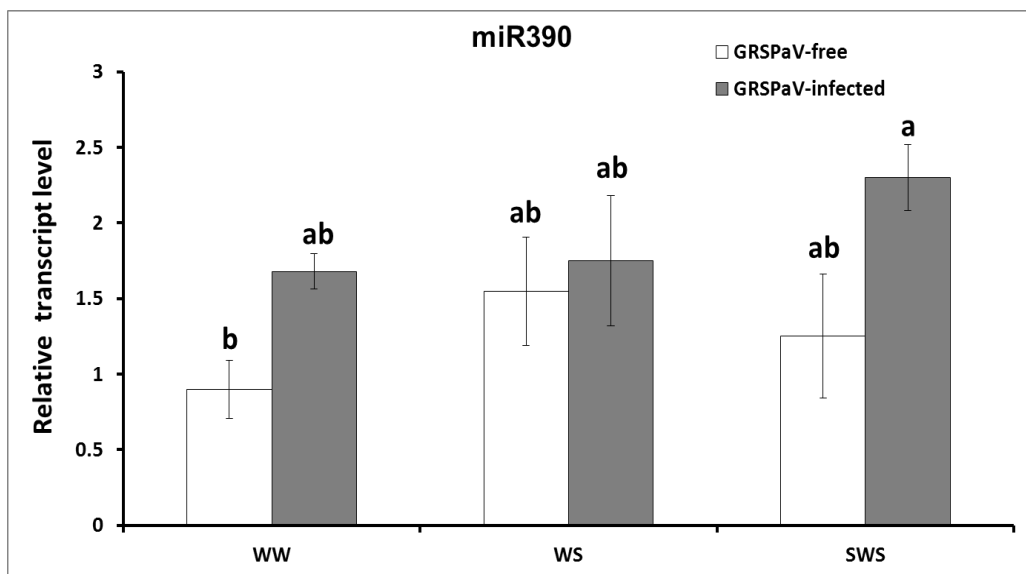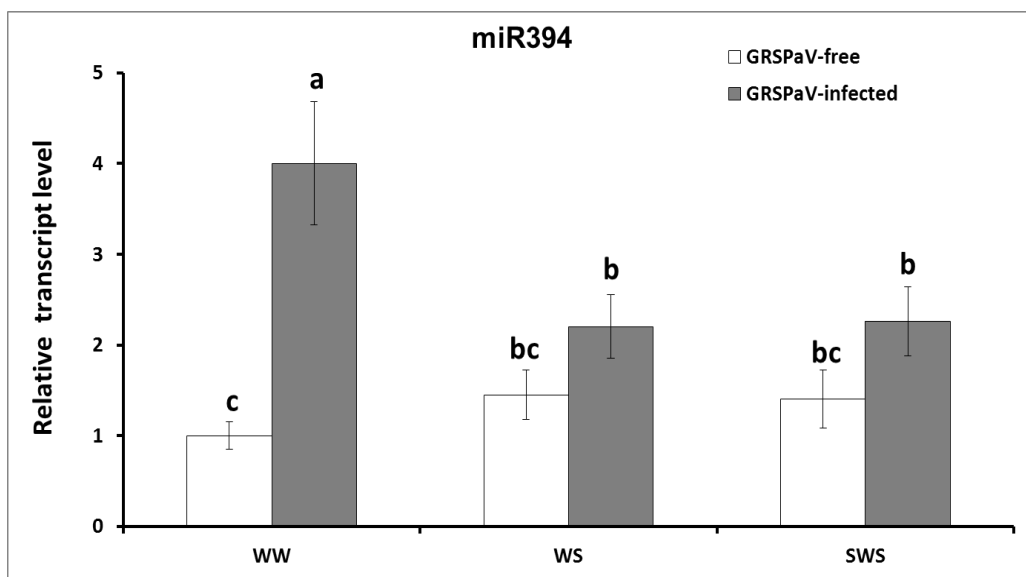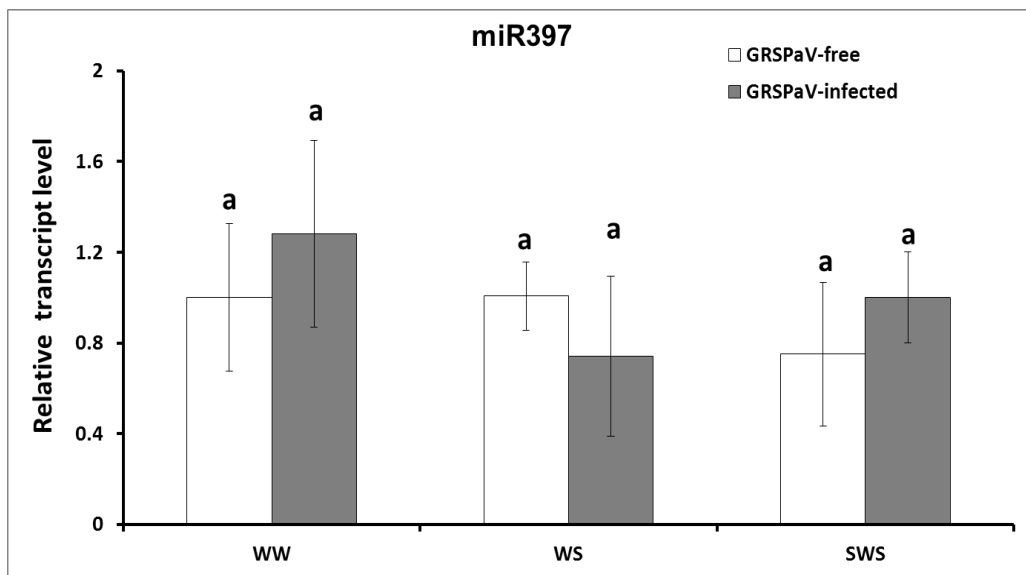

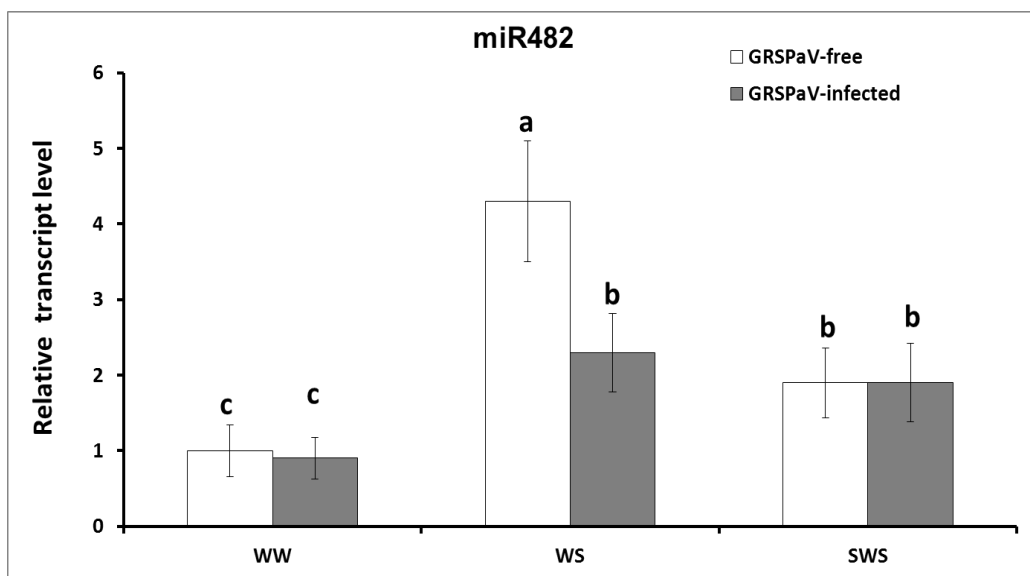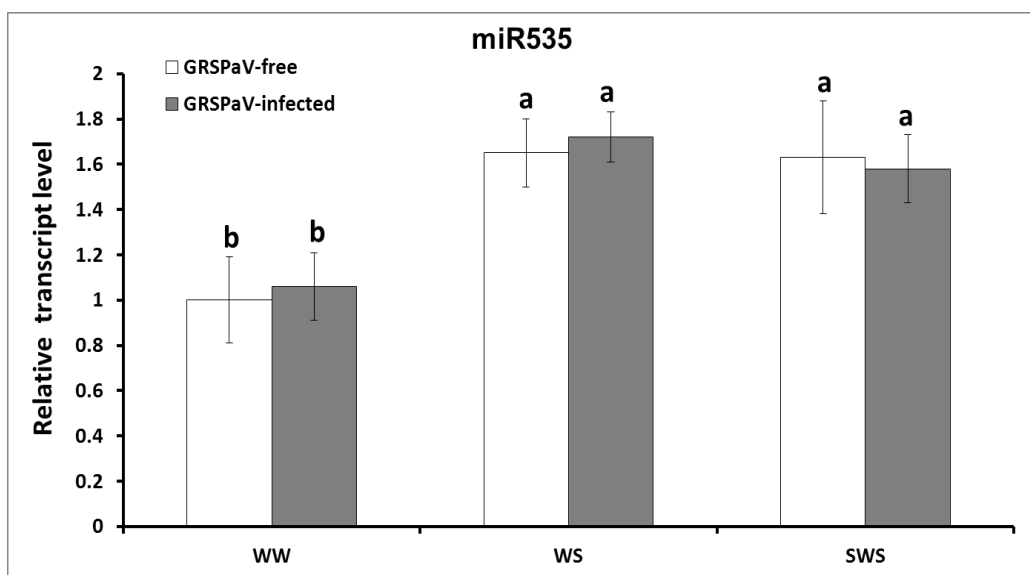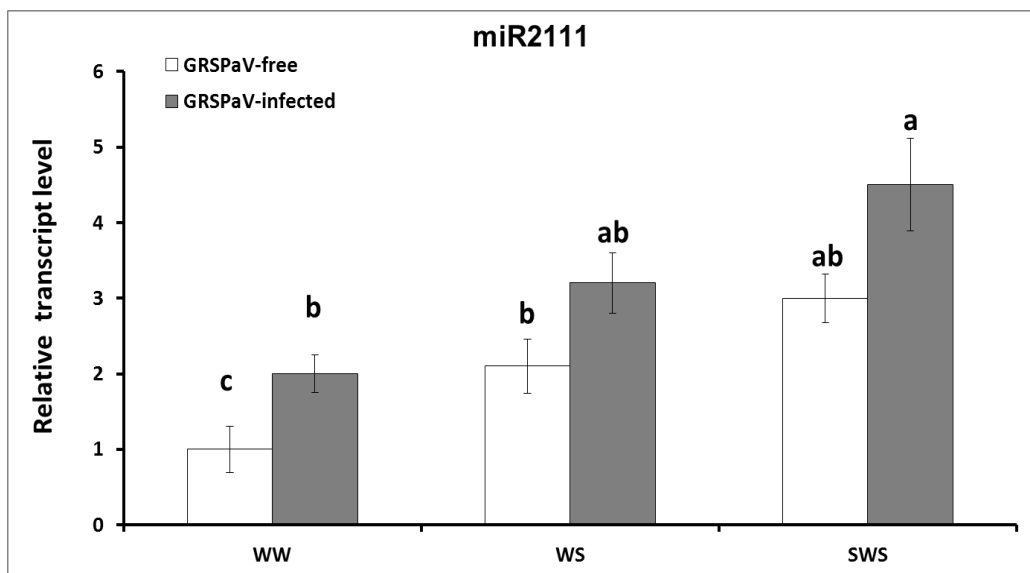

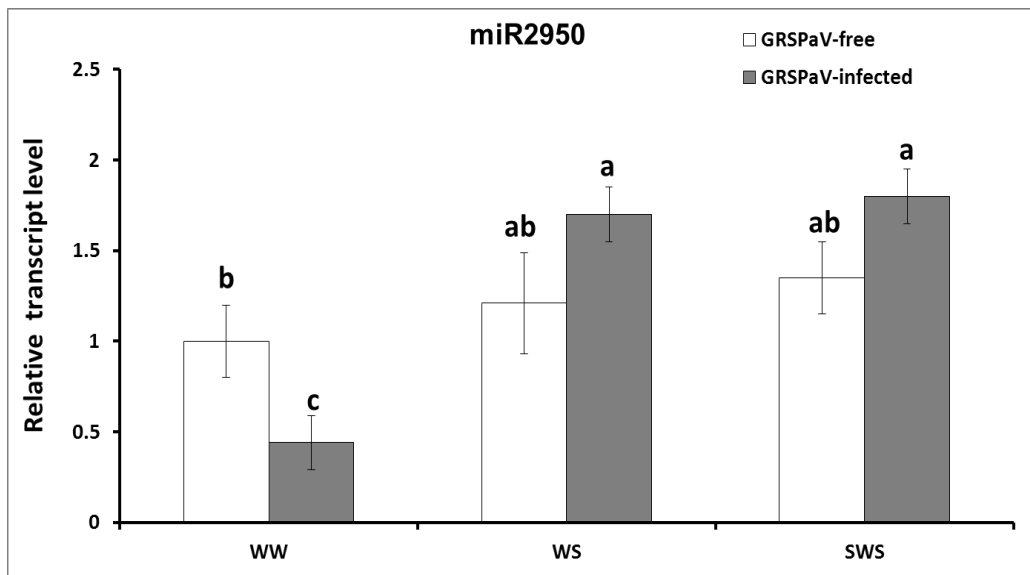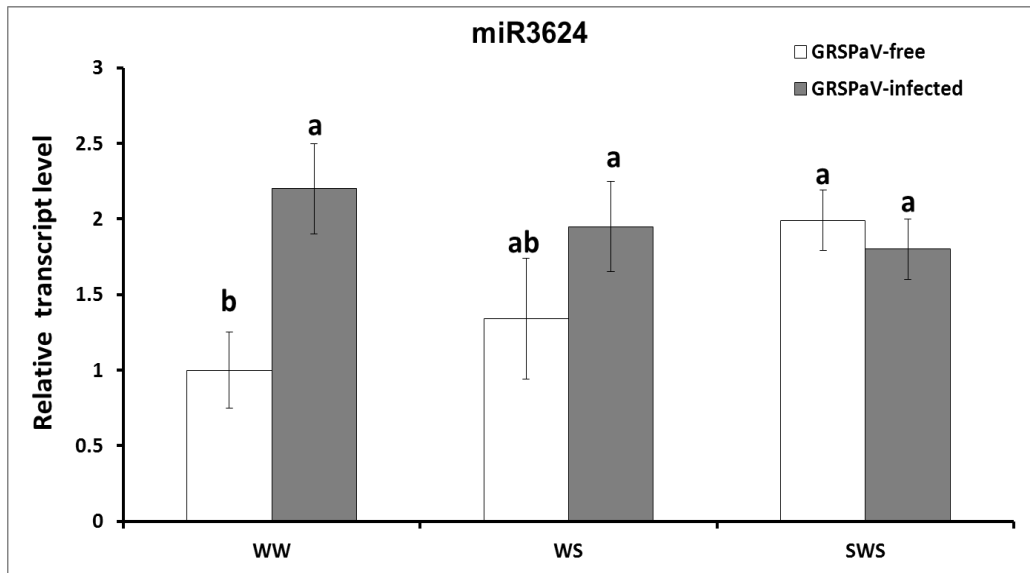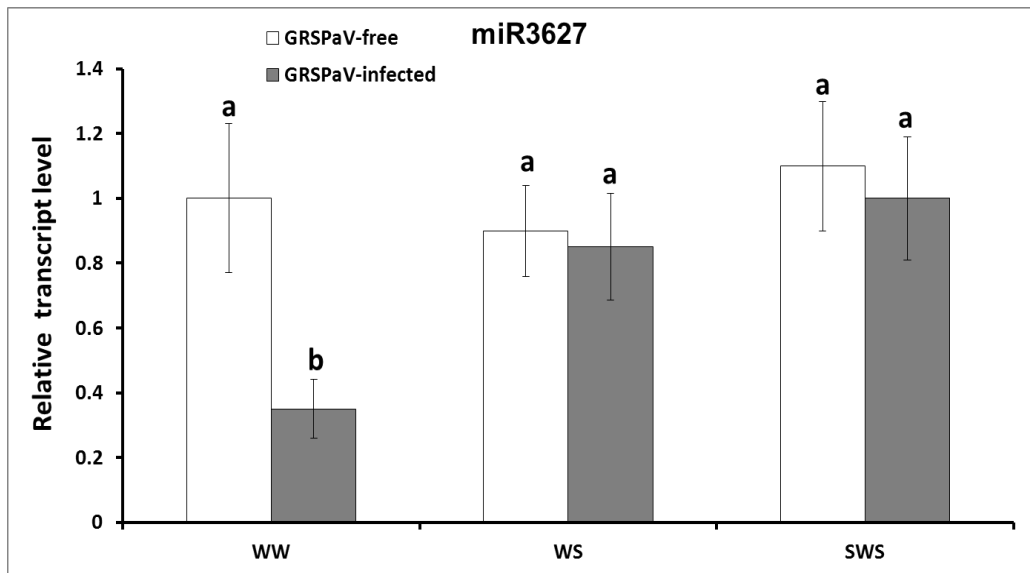

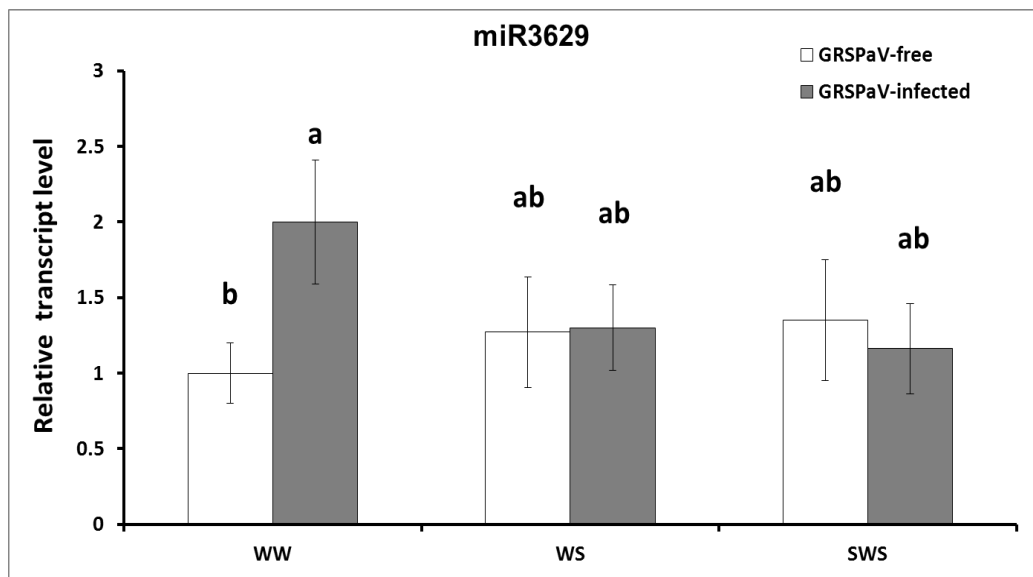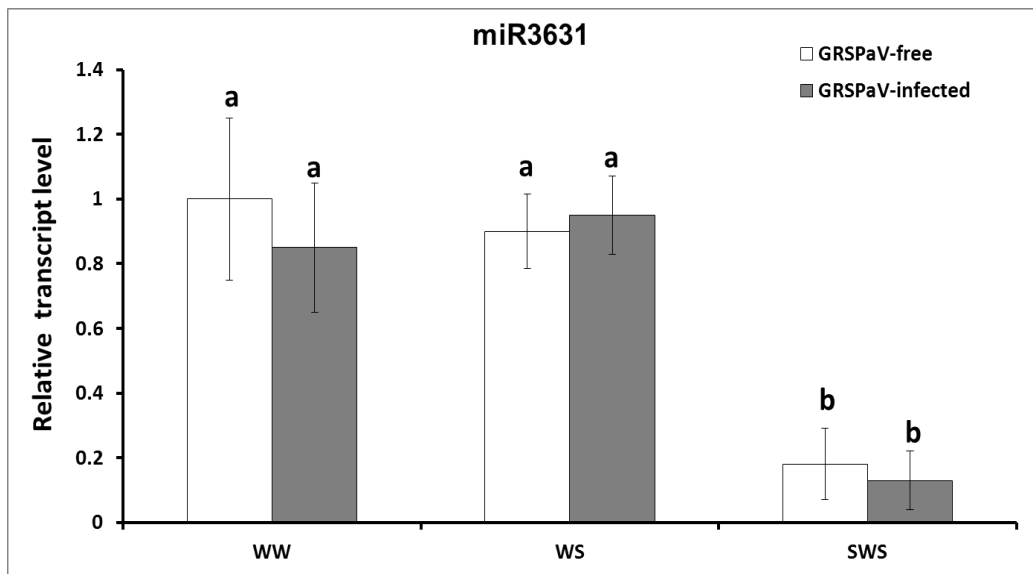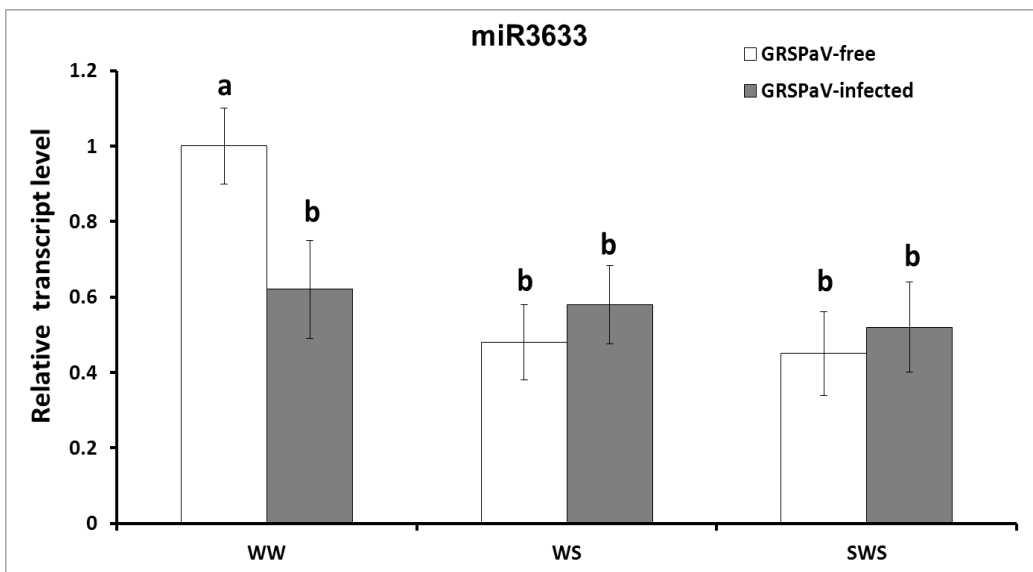

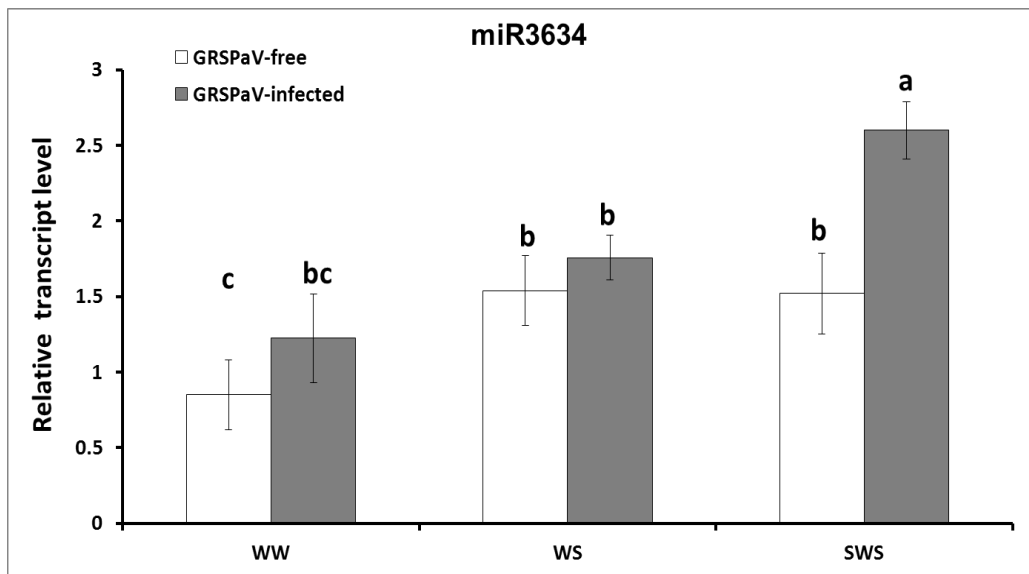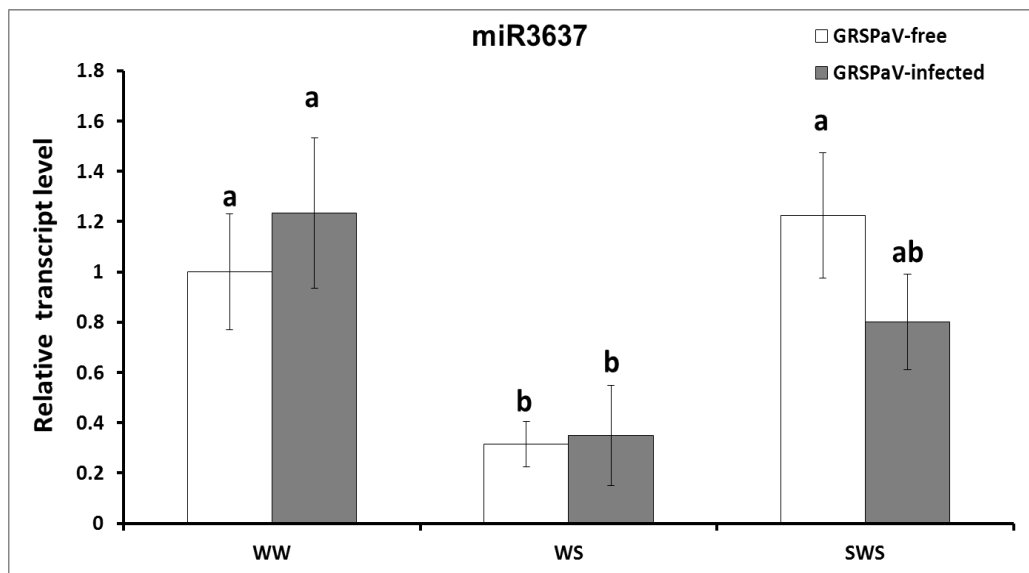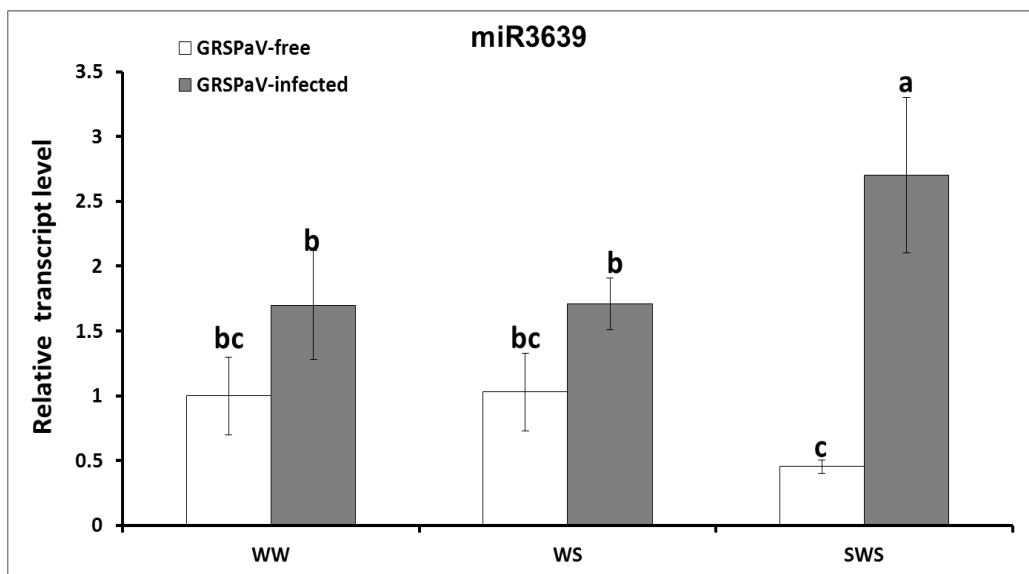

## miRC116

## miRC117

[illegible][illegible]

## miRC122

[illegible]

## miRC123

## miRC128

[illegible]

## miRC129

```
>ACCGTCTTTCTCTGTATAAGC_chr5/6820744-6820764  
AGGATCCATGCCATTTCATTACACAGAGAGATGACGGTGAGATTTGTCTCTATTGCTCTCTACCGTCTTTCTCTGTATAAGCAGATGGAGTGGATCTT  
(((((((((((.(.((((((.{#{={{{{{{}}}={{{{{{}}(((.....))))))>>>>>>>>>>->>--)))))).))))))
```

## miRs409712\_2

**miRC104**

**miRC108**

**miRC129**

**Supplementary Figure S6.** BLASTN against selected mature miRNA in miRBASE.

**Supplementary Figure S7.** Relative expression level of miRC103, miRC104, miRC106, miRC108, miRC116, miRC117, miRC122, miRC123 and miRC128 in *Grapevine rupestris stem pitting-associated virus* (GRSPaV) -free and infected ‘Bosco’ leaf as determined by qRT-PCR. Samples were collected under: well watered (WW), water stress (SW), severe water stress (SWS) conditions. qRT-PCR signals were normalised to U6 and 5.8 rRNA levels. Data are presented as mean  $\pm$  standard deviation of three biological replicates; different letters denote significant differences at  $p \leq 0.05$ .

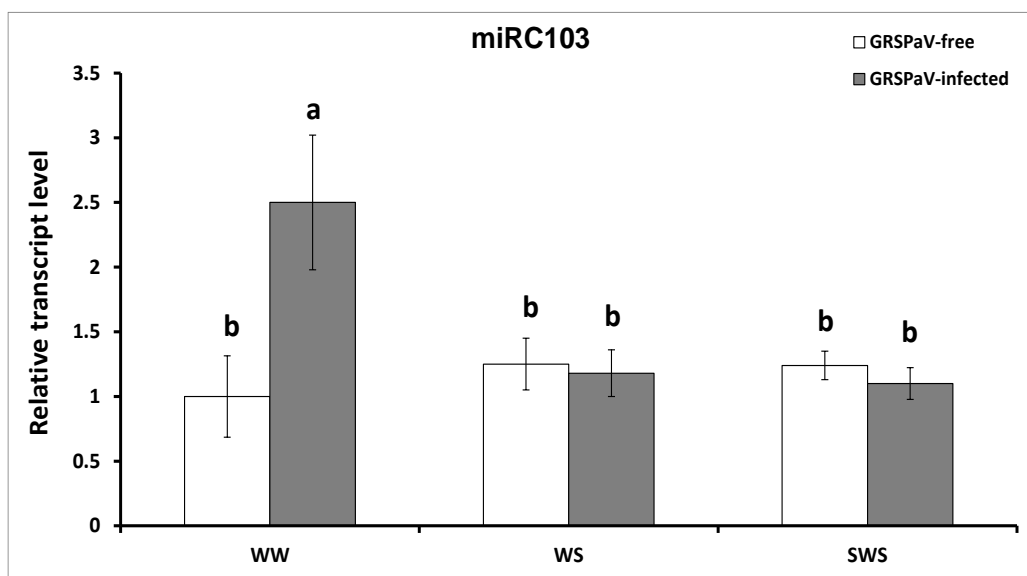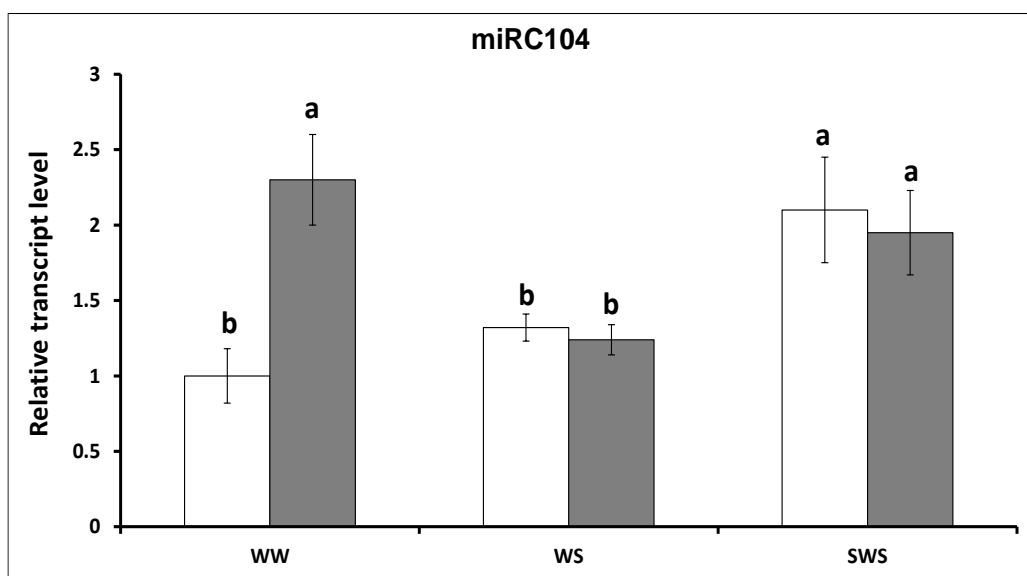

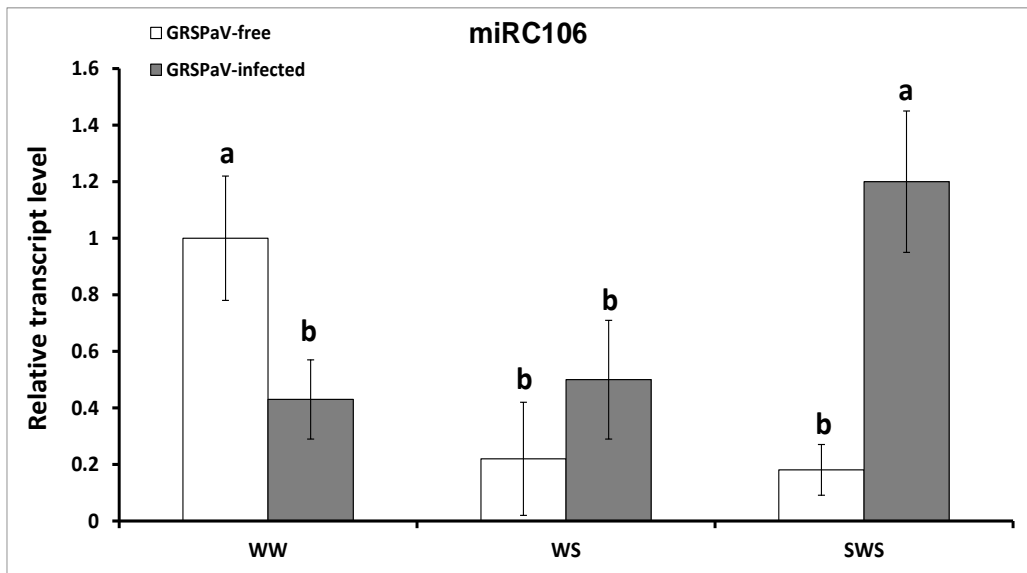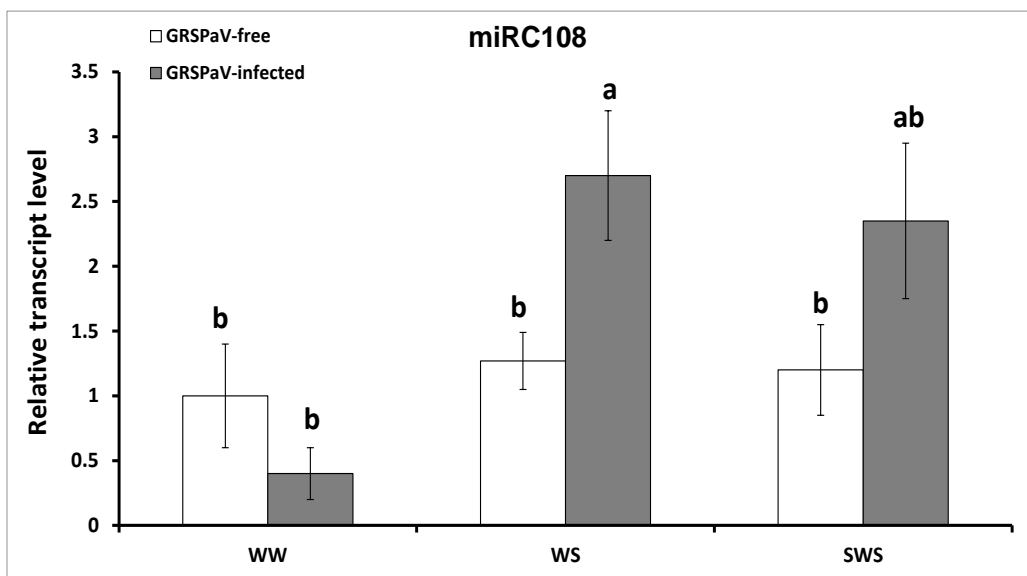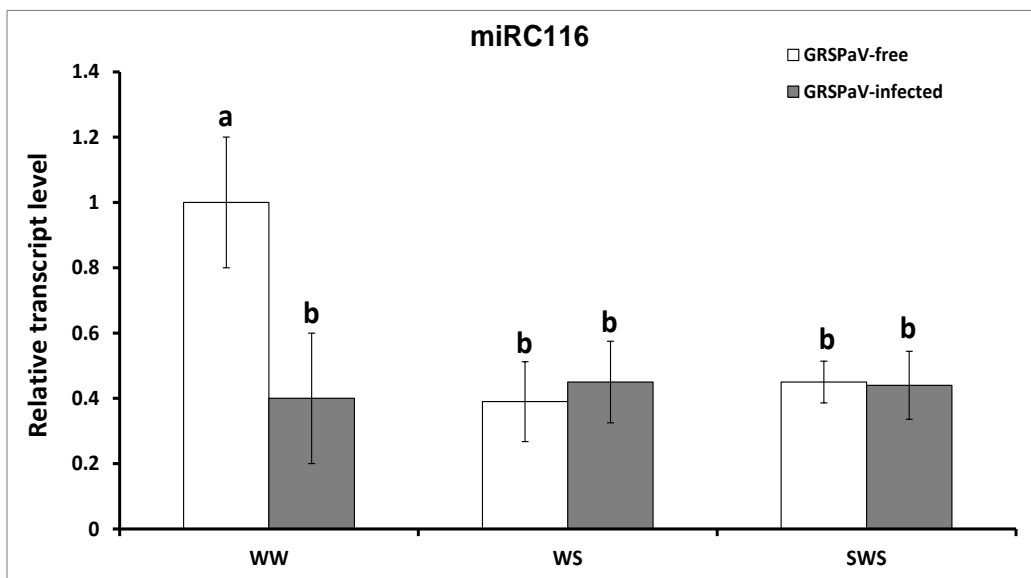

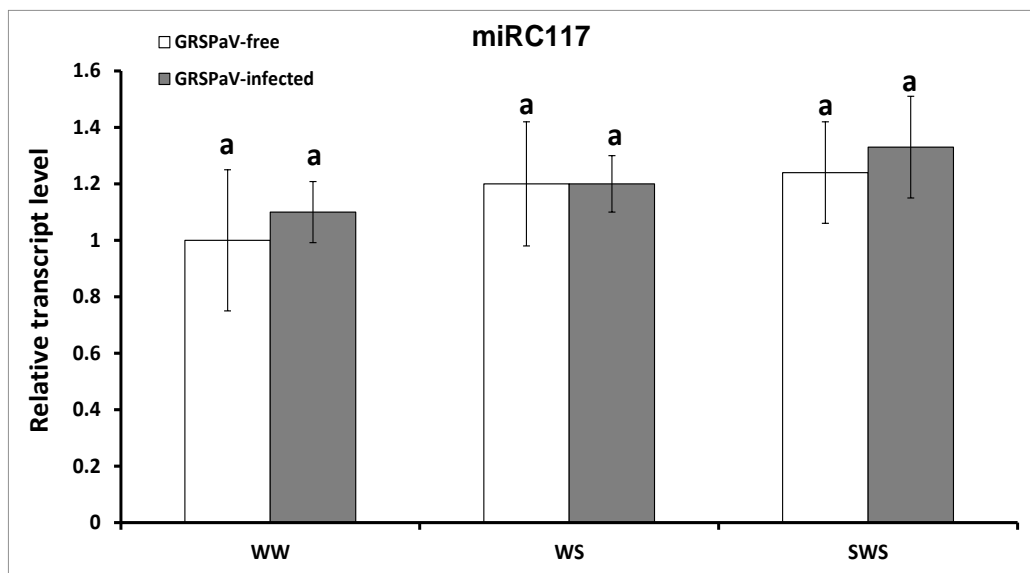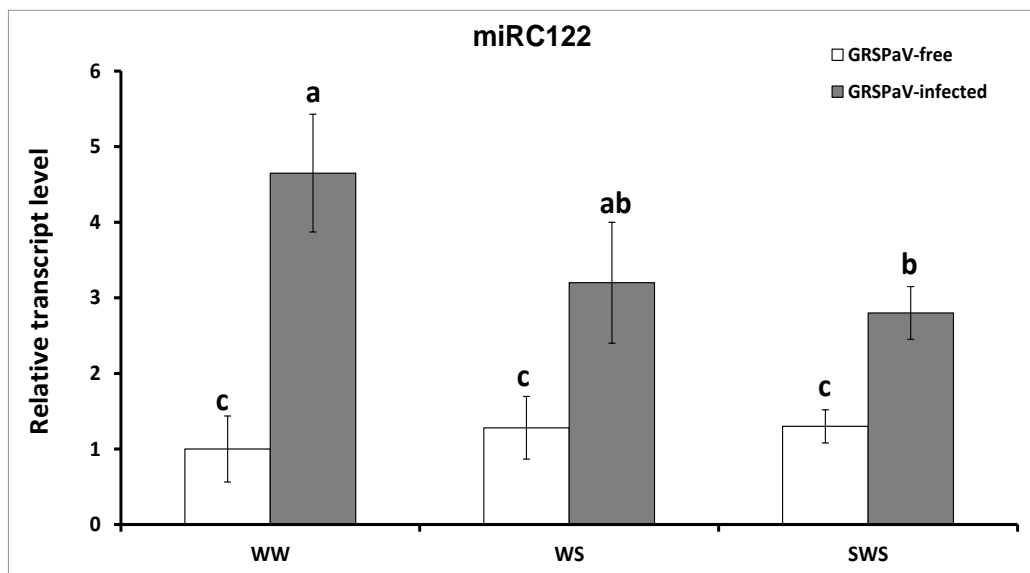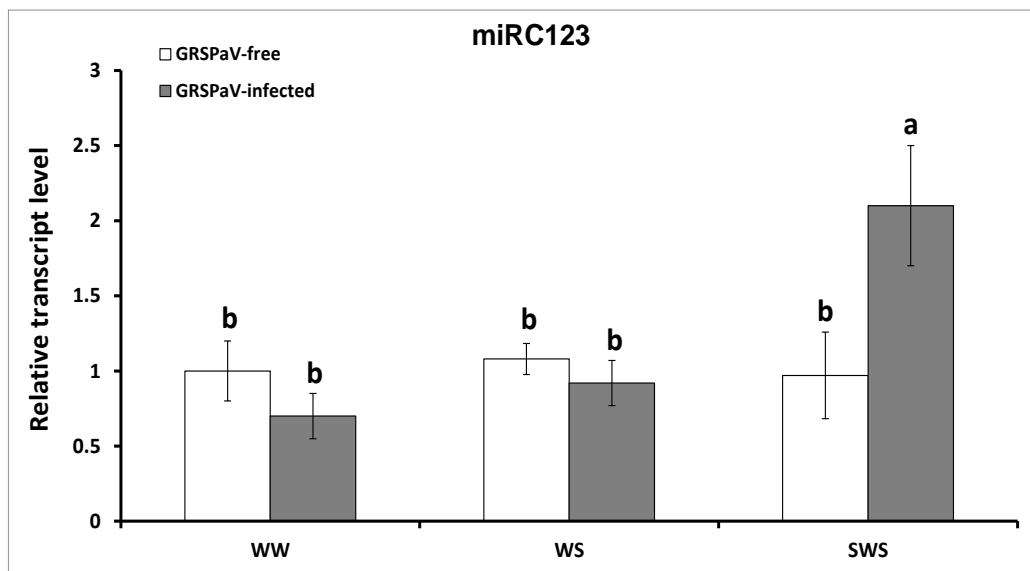

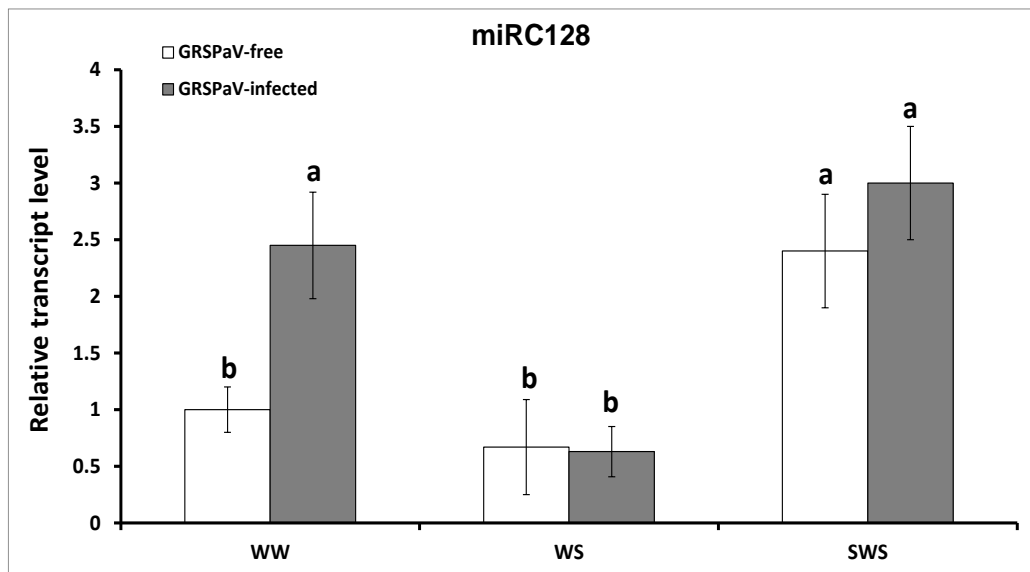

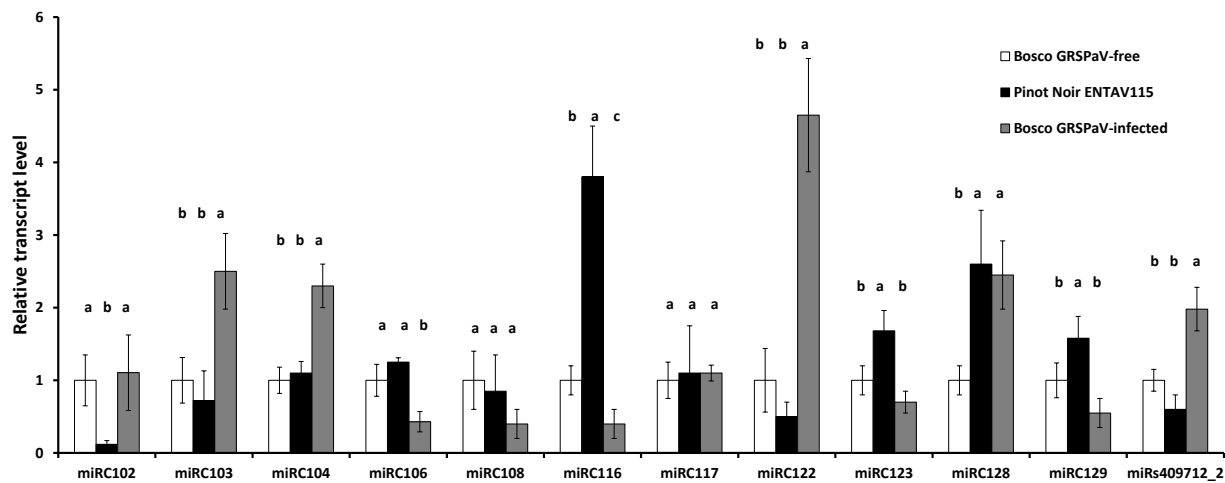

**Supplementary Figure S8.** Relative expression levels of all novel miRNA candidates in *Grapevine rupestris stem pitting-associated* (GRSPaV)-free, GRSPaV-infected ‘Bosco’ leaves and in ‘Pinot noir’ ENTAV115 leaves as determined by qRT-PCR. Samples were collected under well watered (WW) conditions. qRT-PCR signals were normalised to U6 and 5.8 levels. Data are presented as mean  $\pm$  standard deviation of three biological replicates; different letters denote significant differences at  $p \leq 0.05$ .

Supplementary Figure S9. T-plots for targets of grapevine-specific microRNAs (miRNAs).

T=chr1.gff3\_MRNA\_VIT\_01s0026g00230.t01\_Q=miCR102\_S=1858

category=3\_p=0.671678599434573

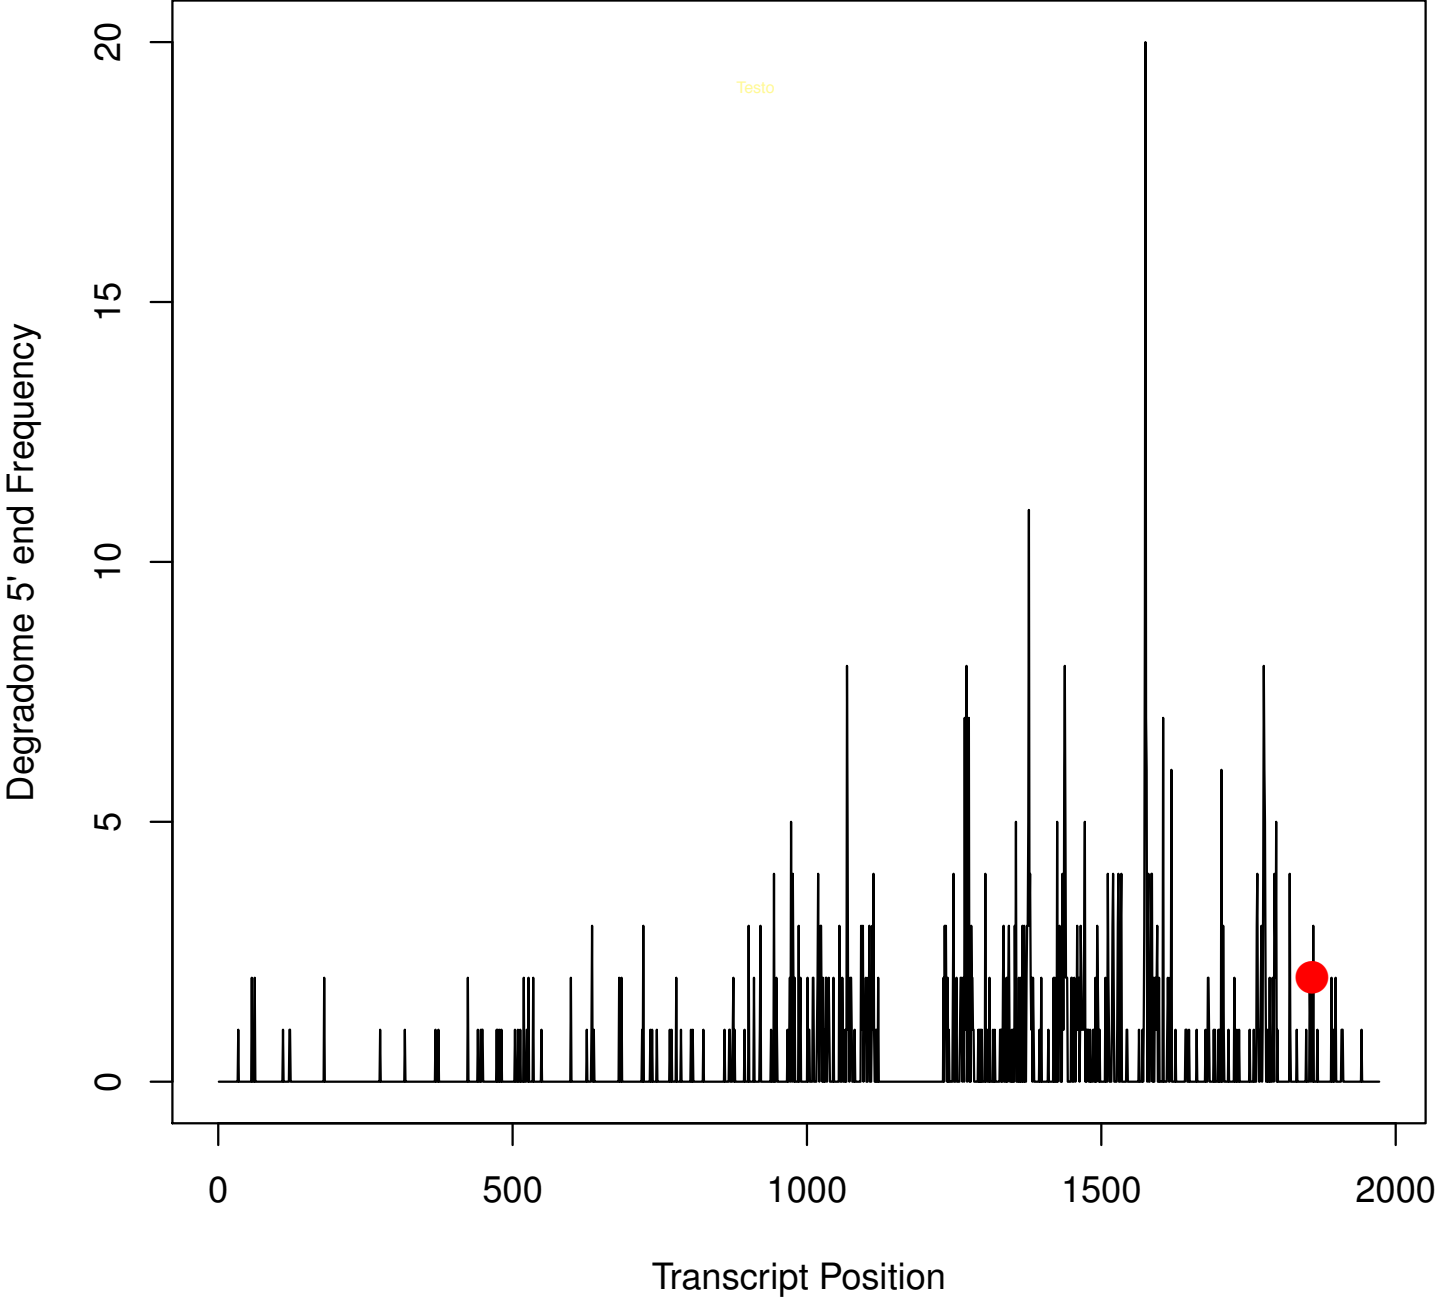

T=chr1.gff3\_MRNA\_VIT\_01s0146g00270.t01\_Q=miCR102\_S=463

category=4\_p=0.992829322850388

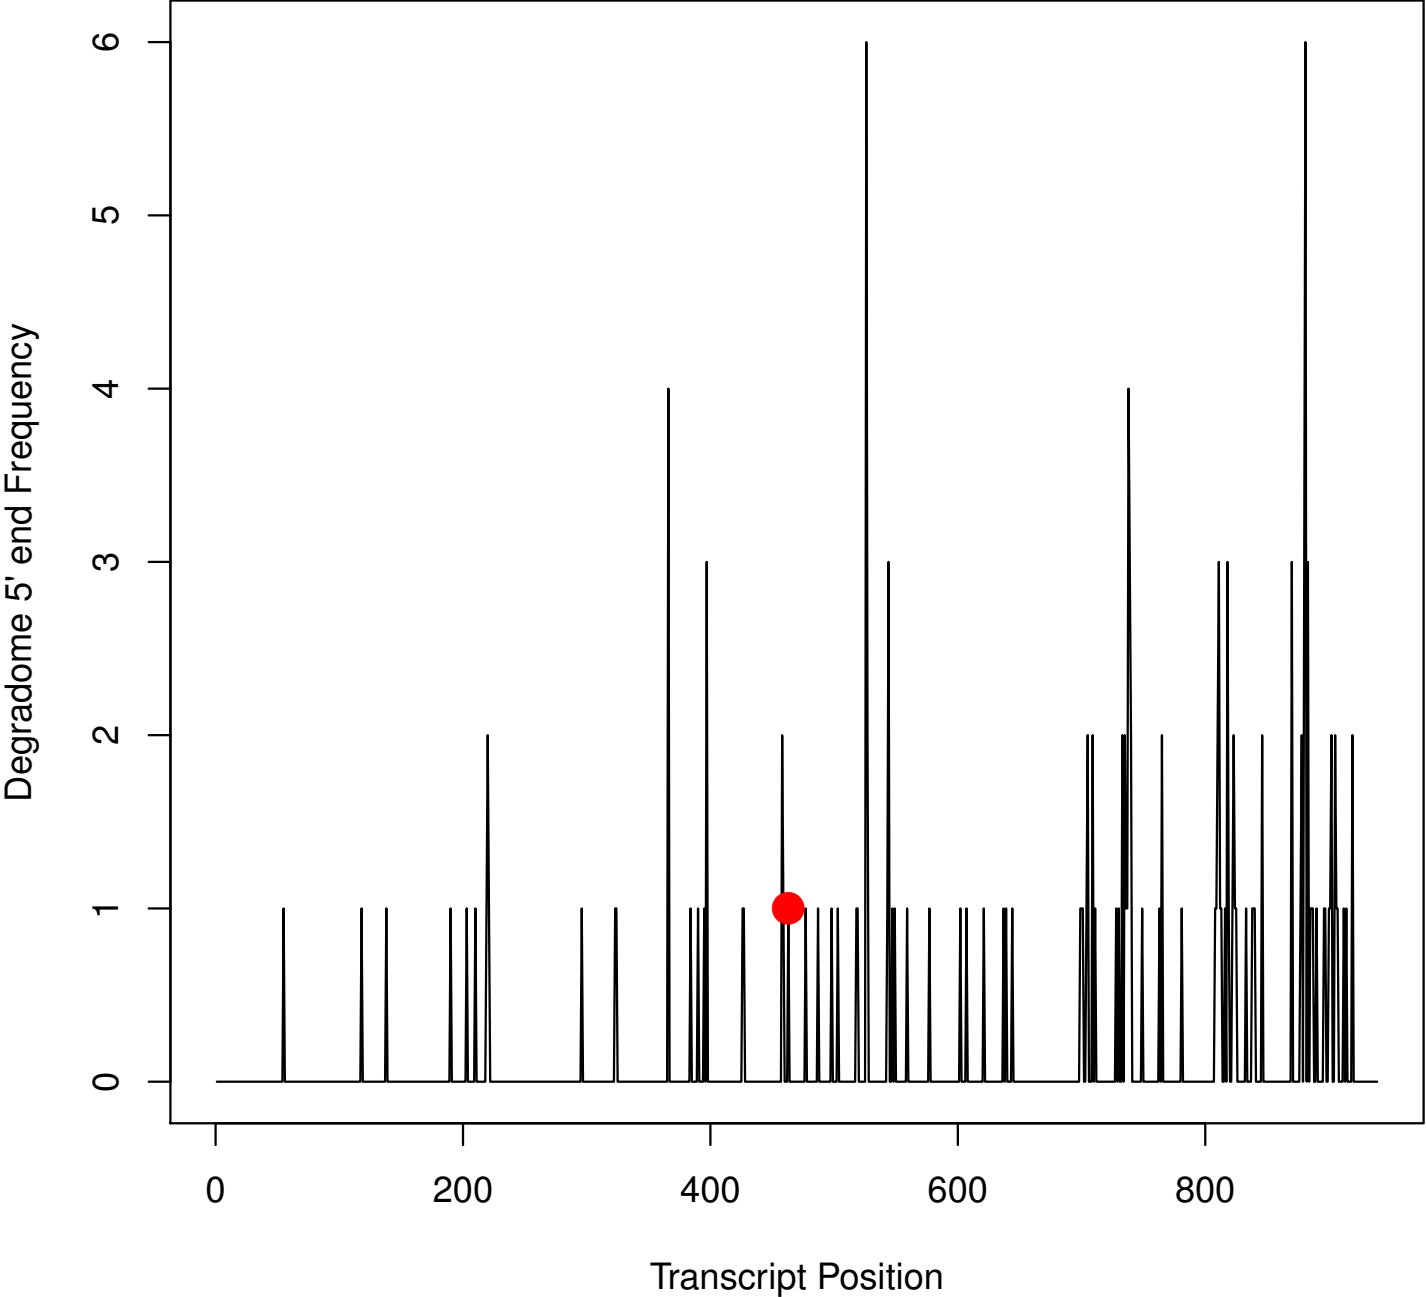

T=chr2.gff3\_MRNA\_VIT\_02s0025g02140.t01\_Q=miCR102\_S=1462

category=4\_p=0.999966094982916

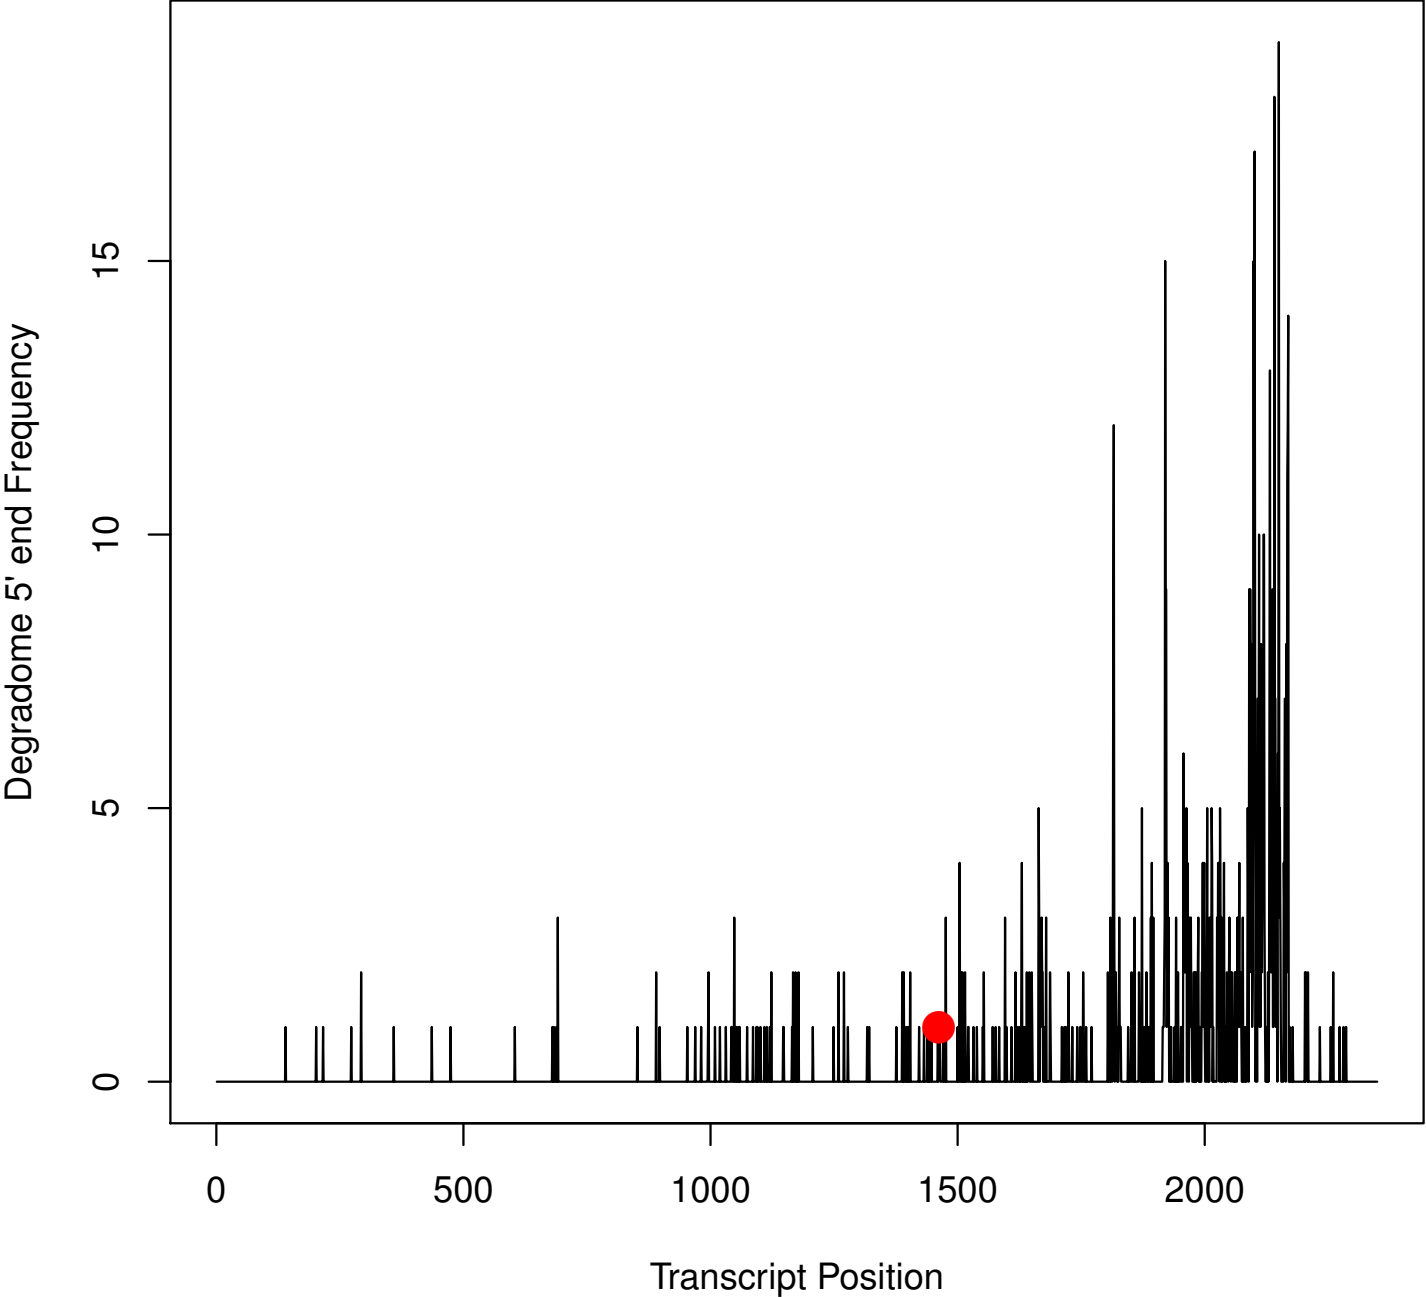

T=chr2.gff3\_MRNA\_VIT\_02s0025g04720.t01\_Q=miCR102\_S=1013

category=3\_p=0.770603235740837

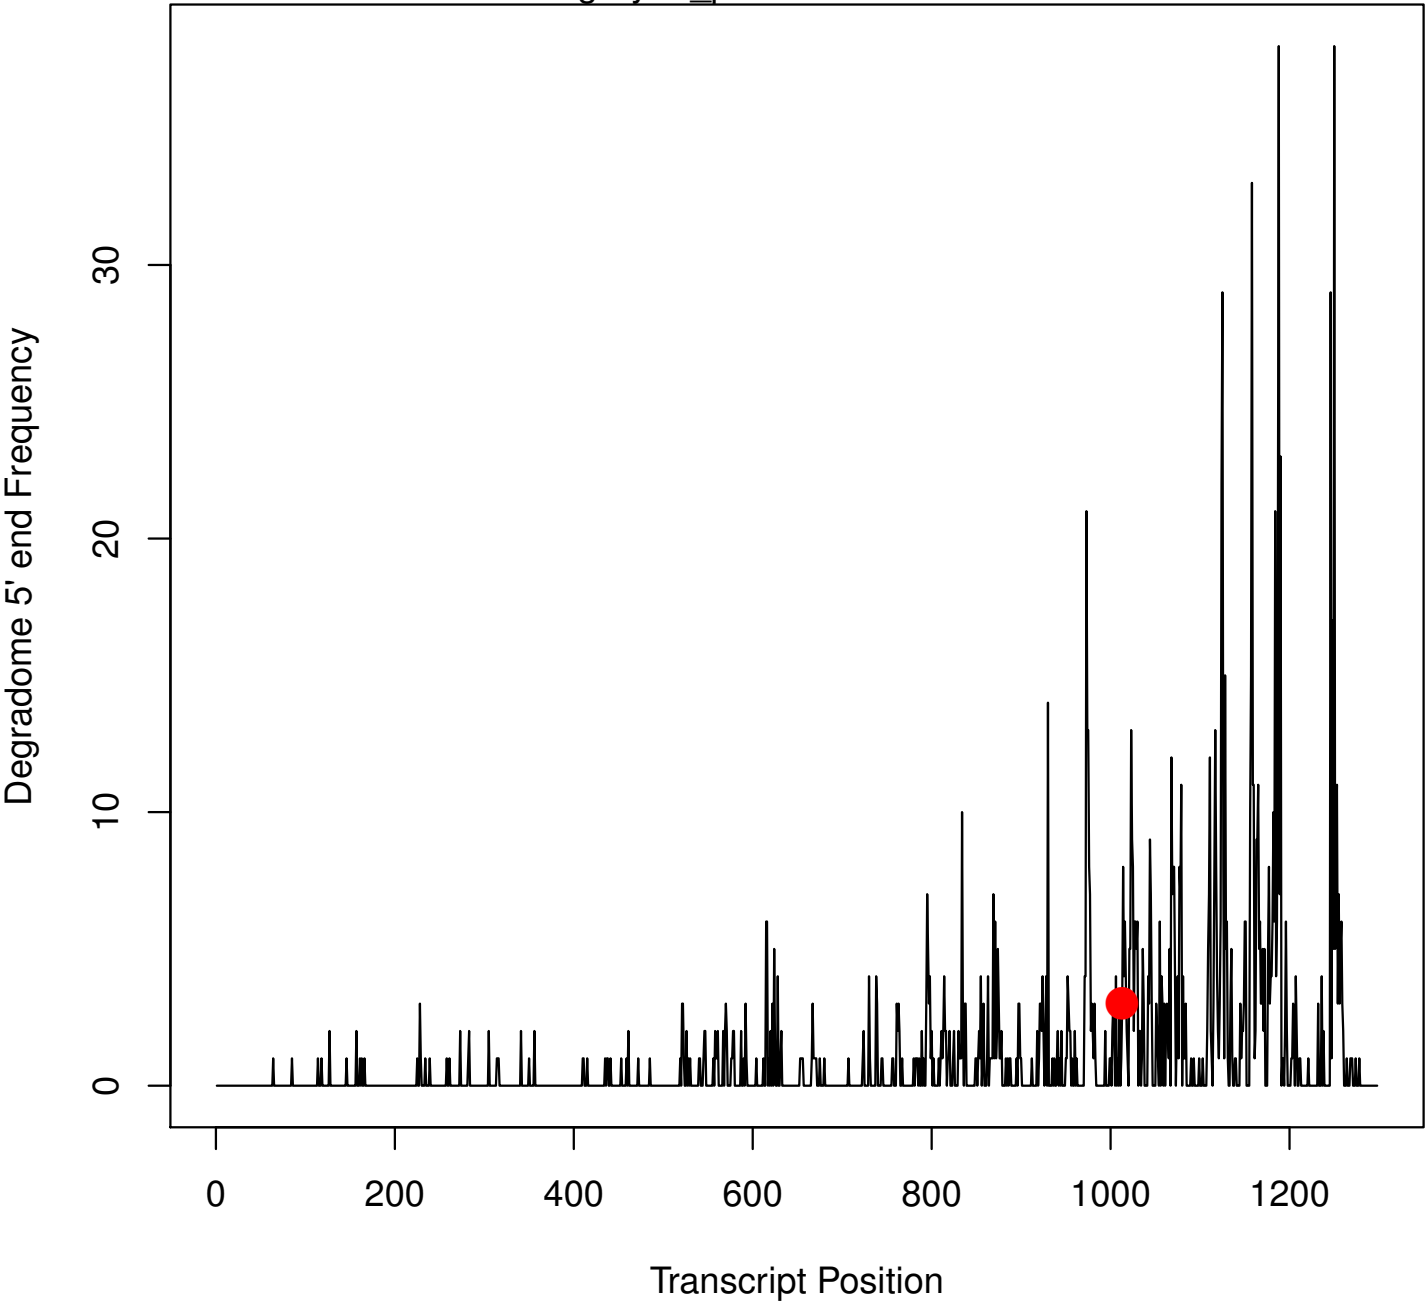

**T=chr4.gff3\_MRNA\_VIT\_04s0023g03040.t01\_Q=miCR102\_S=89**

category=3\_p=0.444226904756481

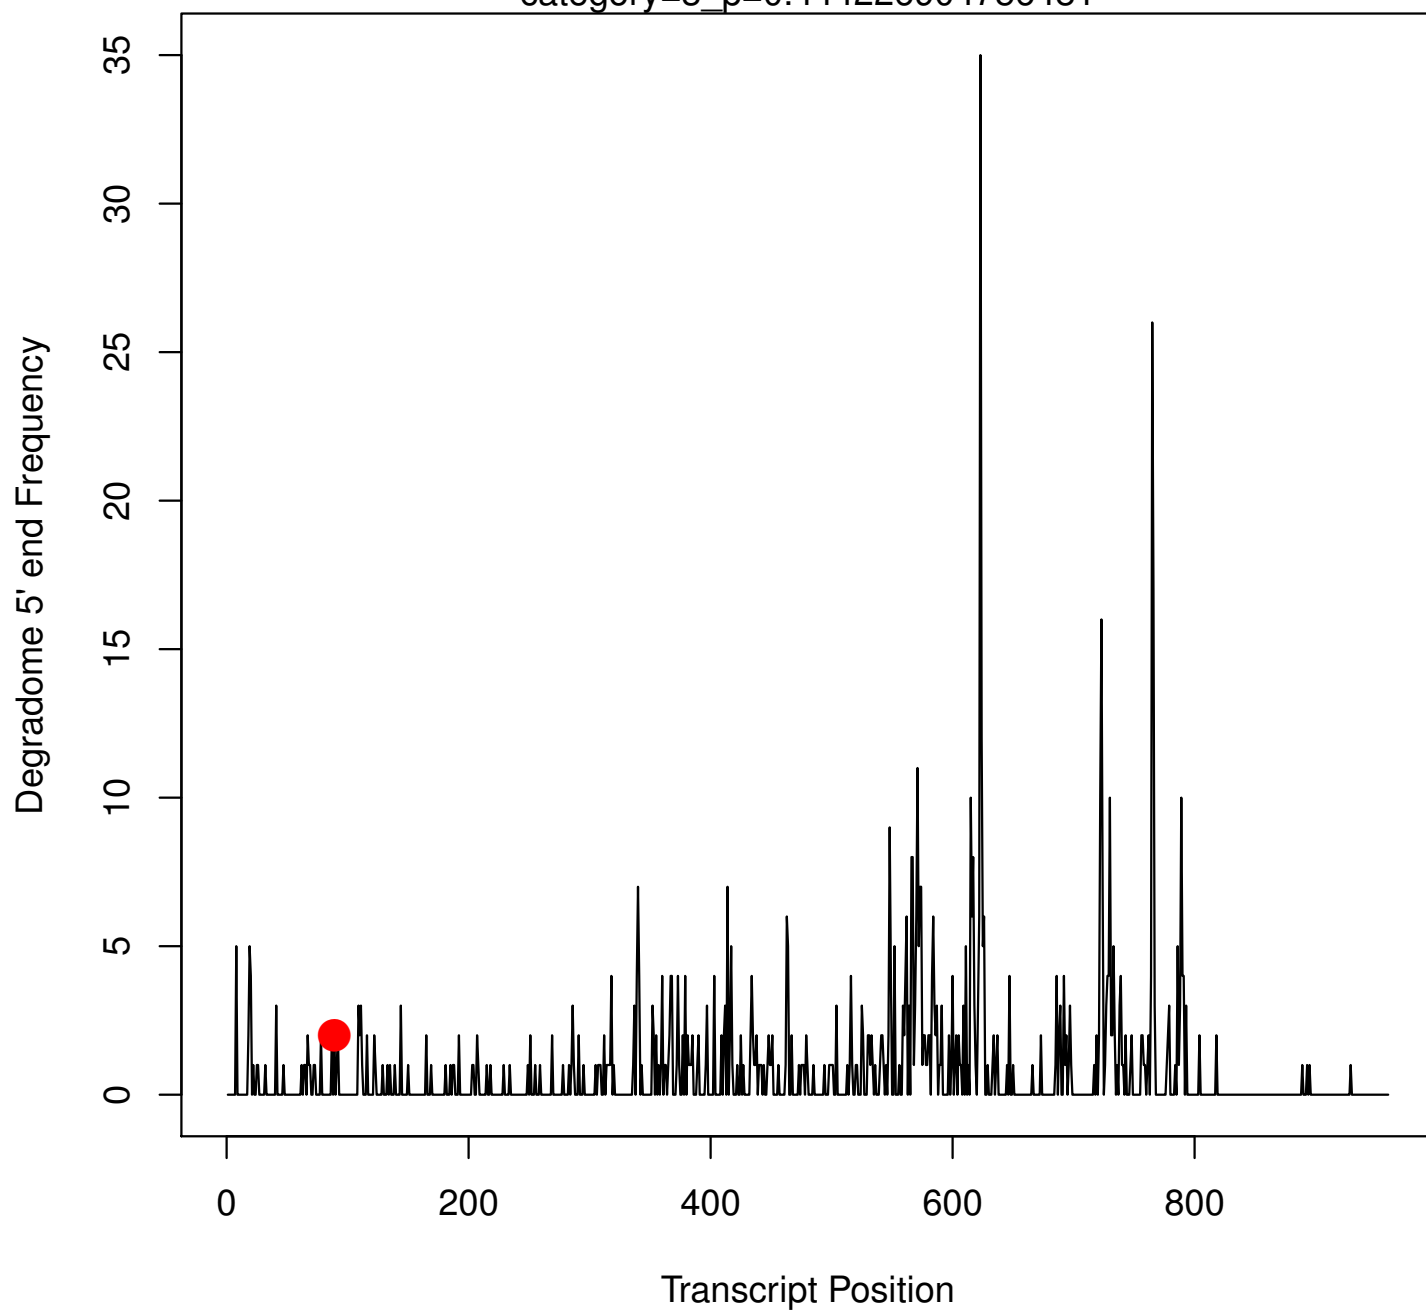

**T=chr5.gff3\_MRNA\_VIT\_05s0020g02520.t01\_Q=miCR102\_S=843**

category=4\_p=0.999999887811583

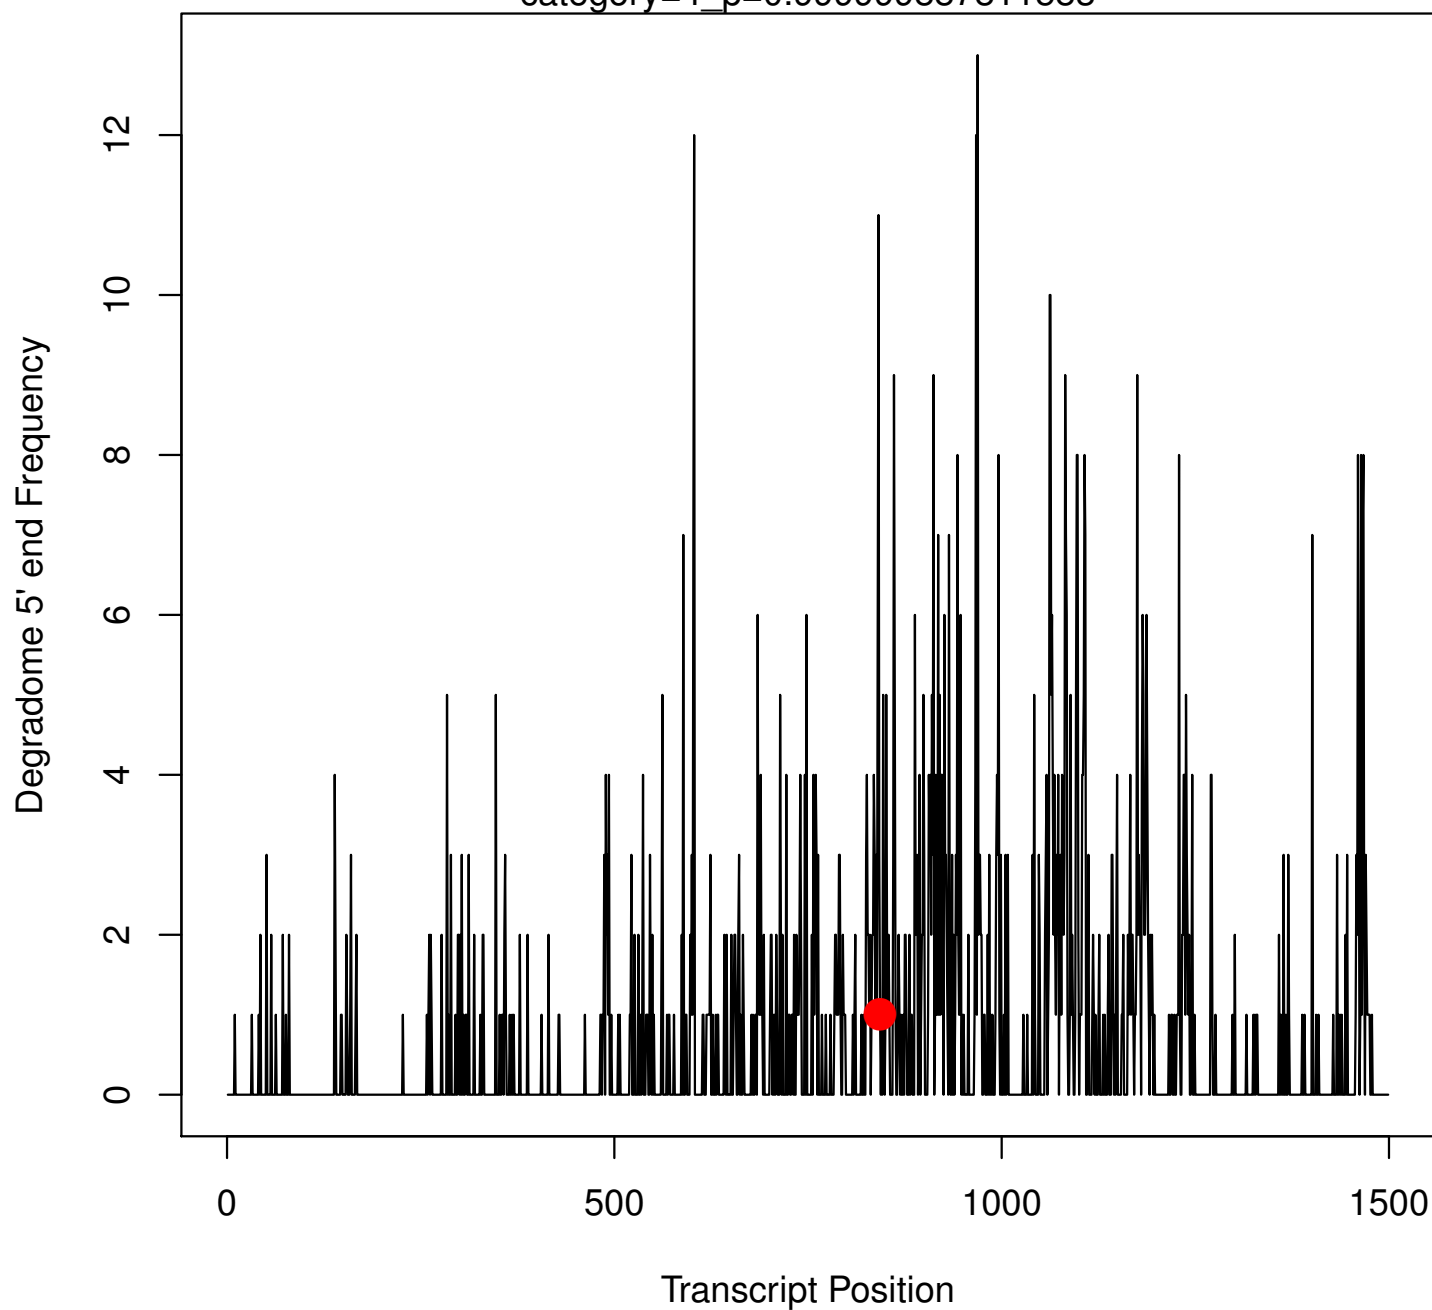

**T=chr5.gff3\_MRNA\_VIT\_05s0020g03130.t01\_Q=miCR102\_S=351**

category=2\_p=0.989310406502035

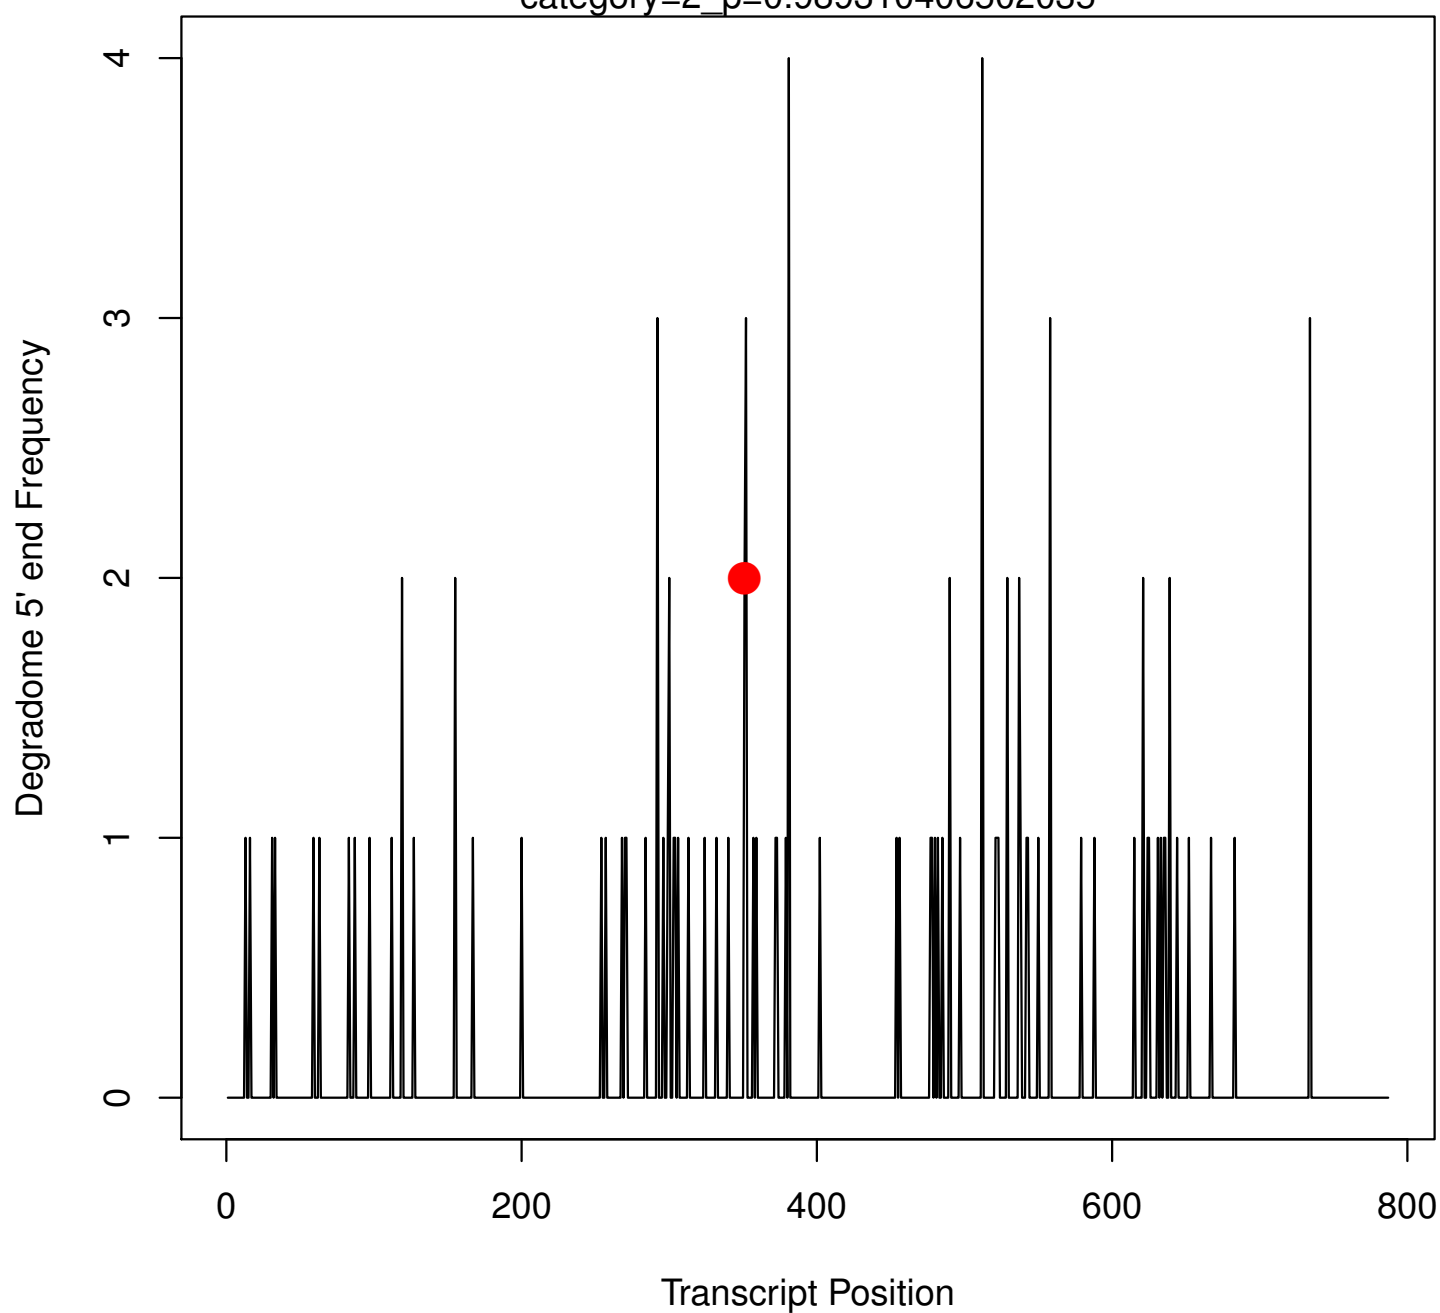

**T=chr5.gff3\_MRNA\_VIT\_05s0049g00660.t01\_Q=miCR102\_S=482**

category=4\_p=0.997542458111701

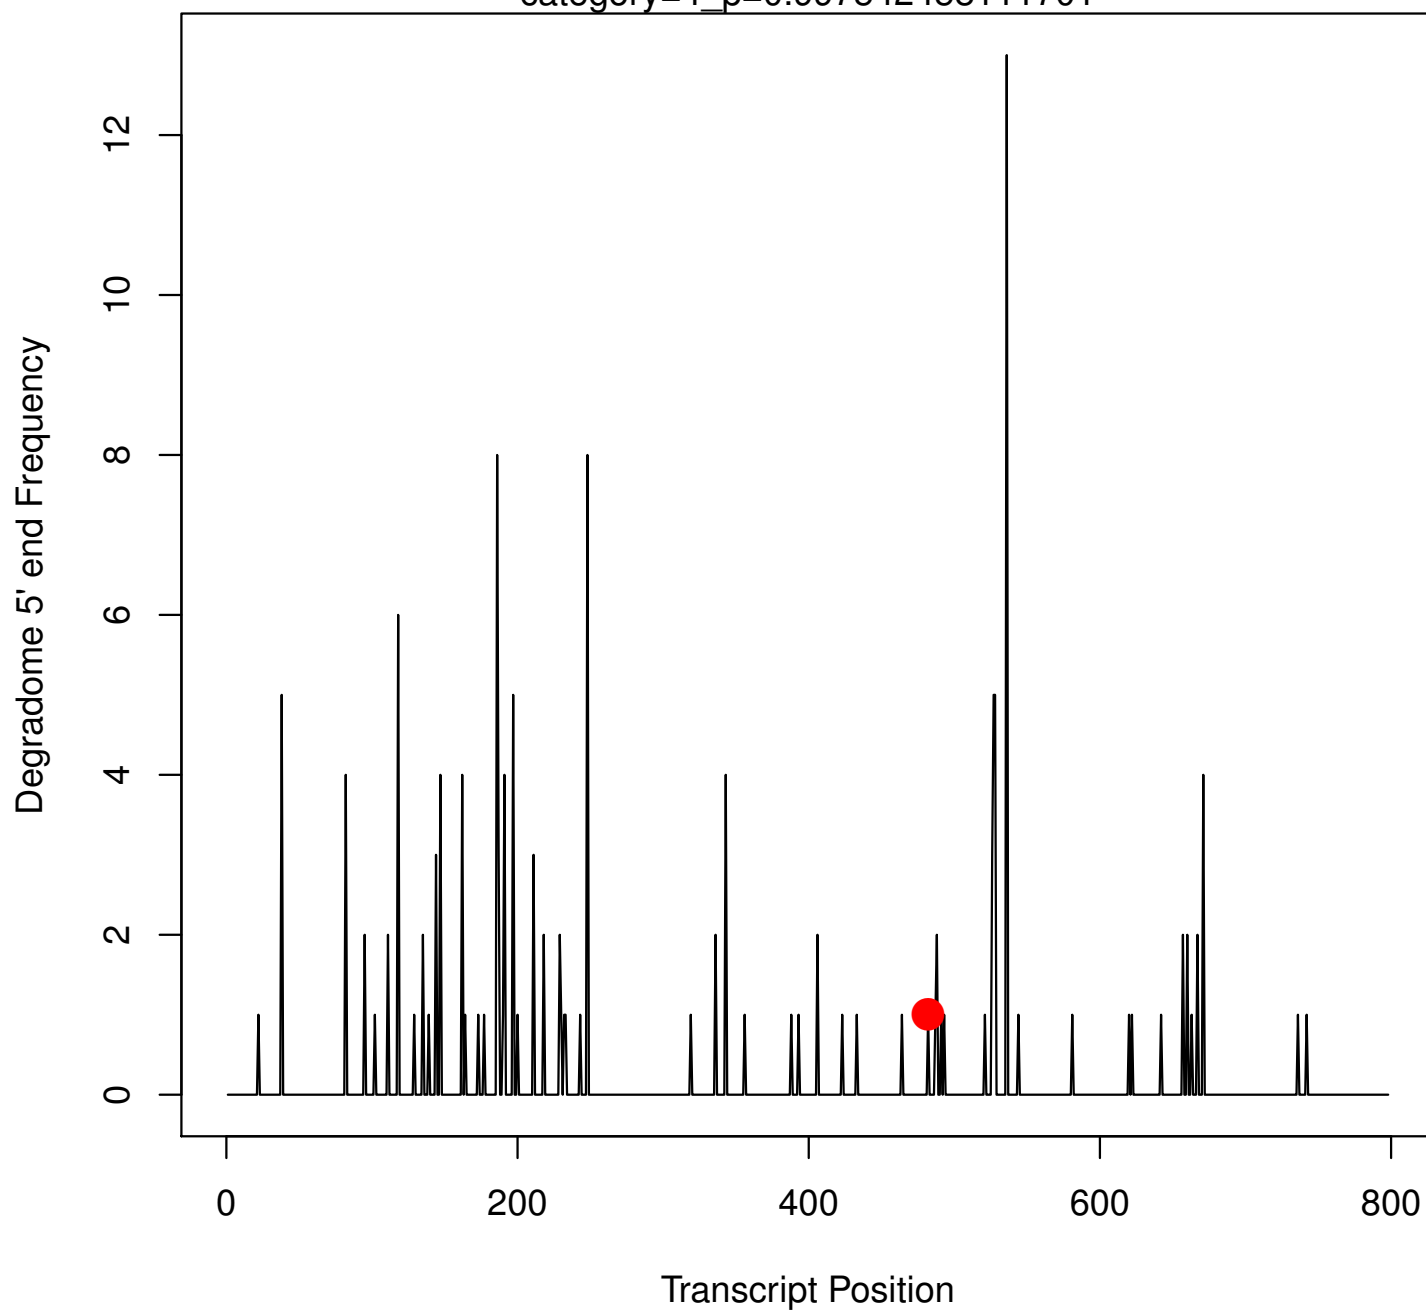

**T=chr6.gff3\_MRNA\_VIT\_06s0004g00060.t01\_Q=miCR102\_S=660**

category=3\_p=0.902382173563223

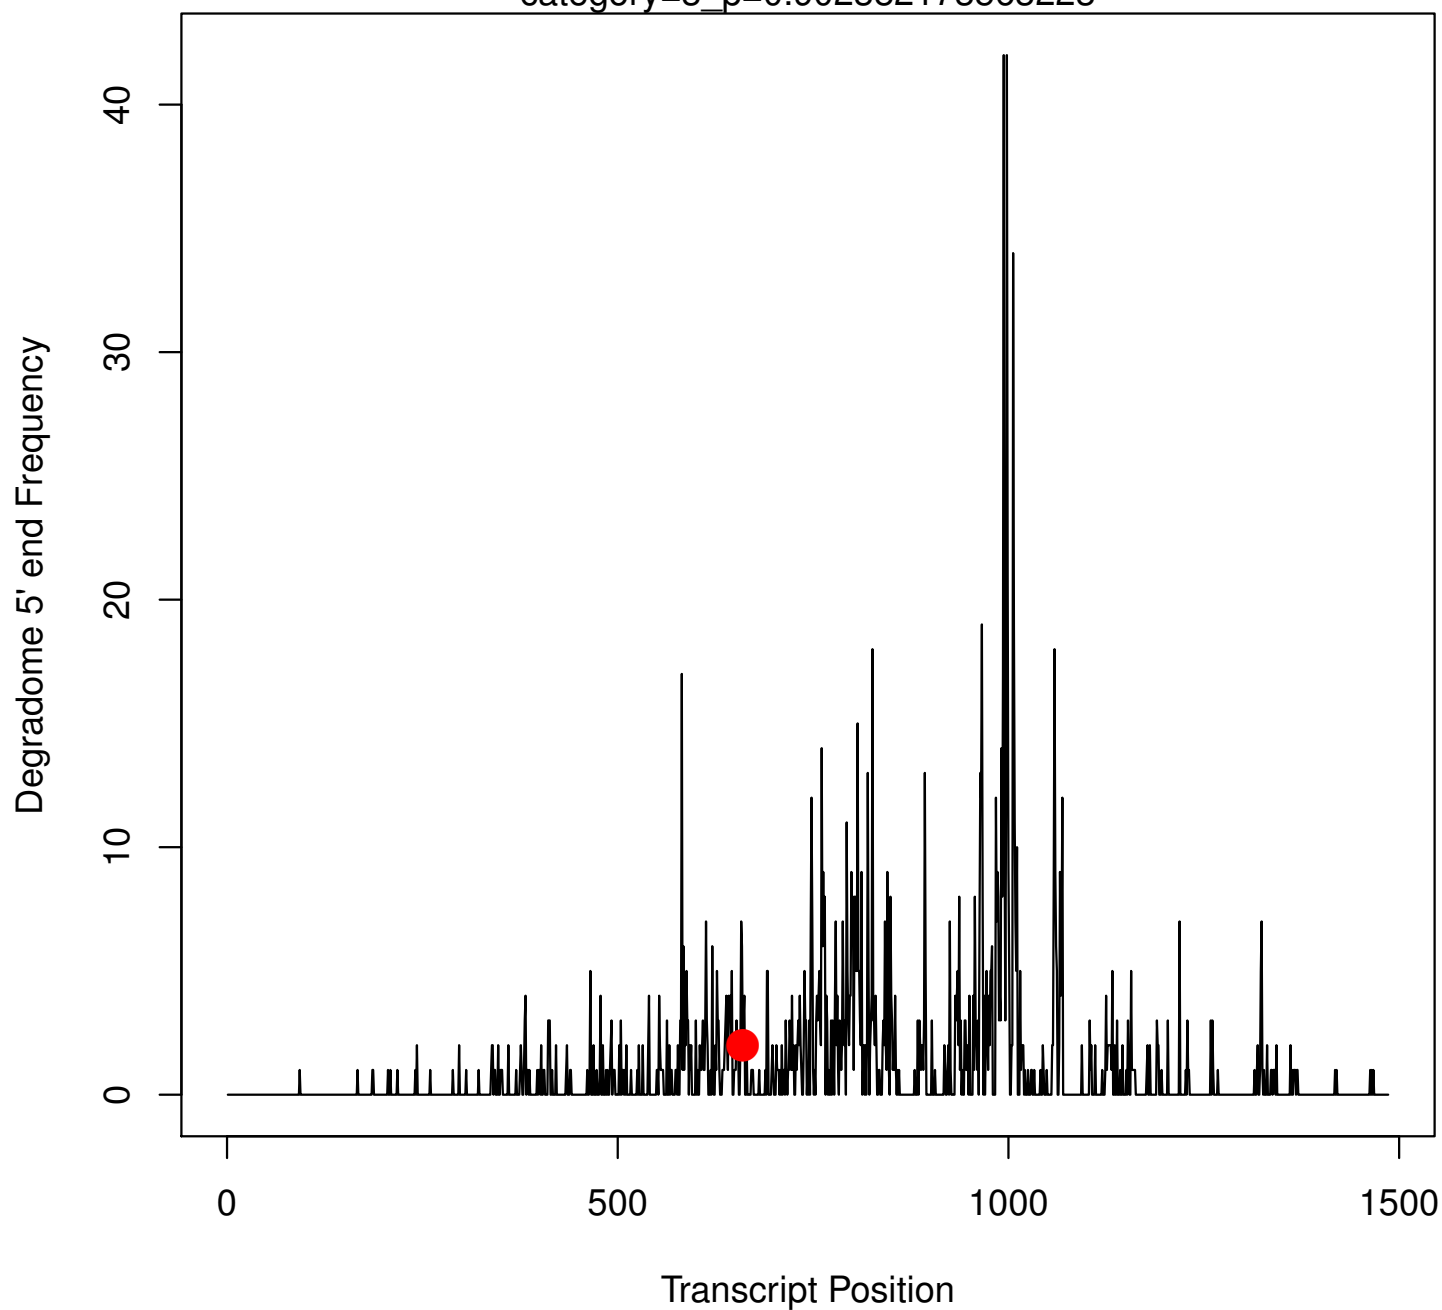

**T=chr6.gff3\_MRNA\_VIT\_06s0004g03550.t01\_Q=miCR102\_S=439**

category=3\_p=0.792260999553907

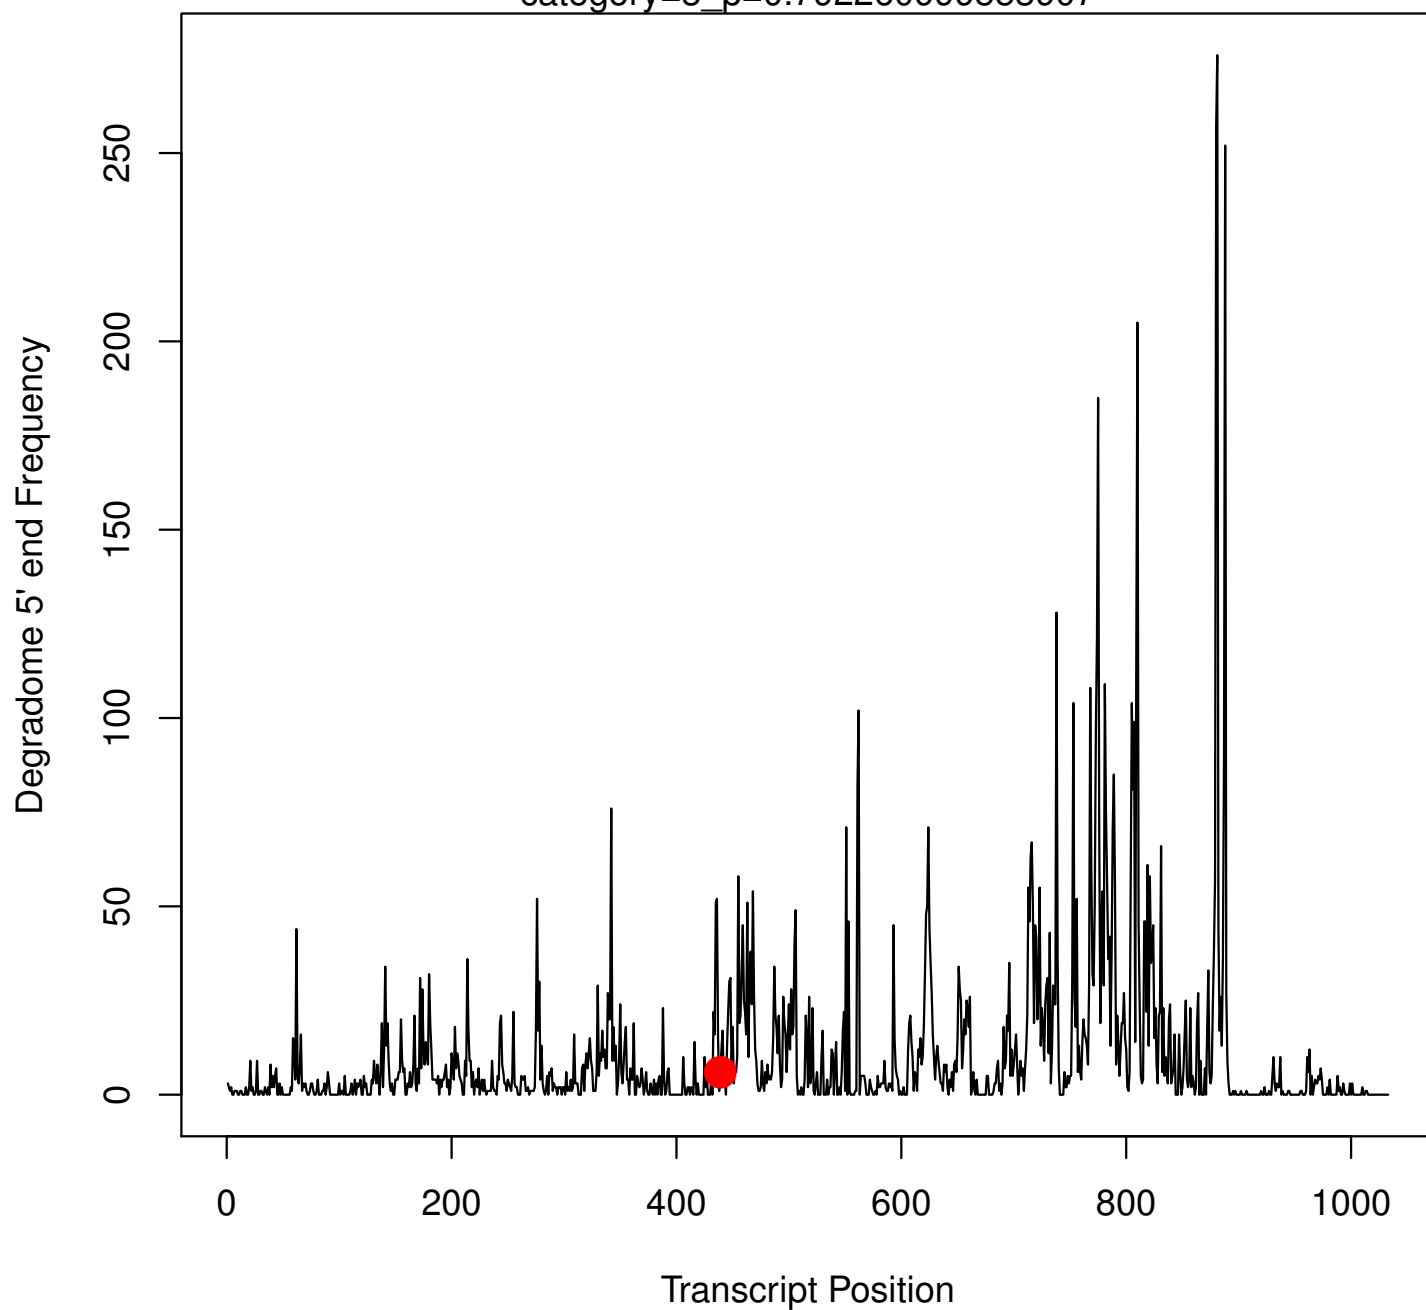

**T=chr8.gff3\_MRNA\_VIT\_08s0007g03020.t01\_Q=miCR102\_S=306**

category=4\_p=0.414576192699739

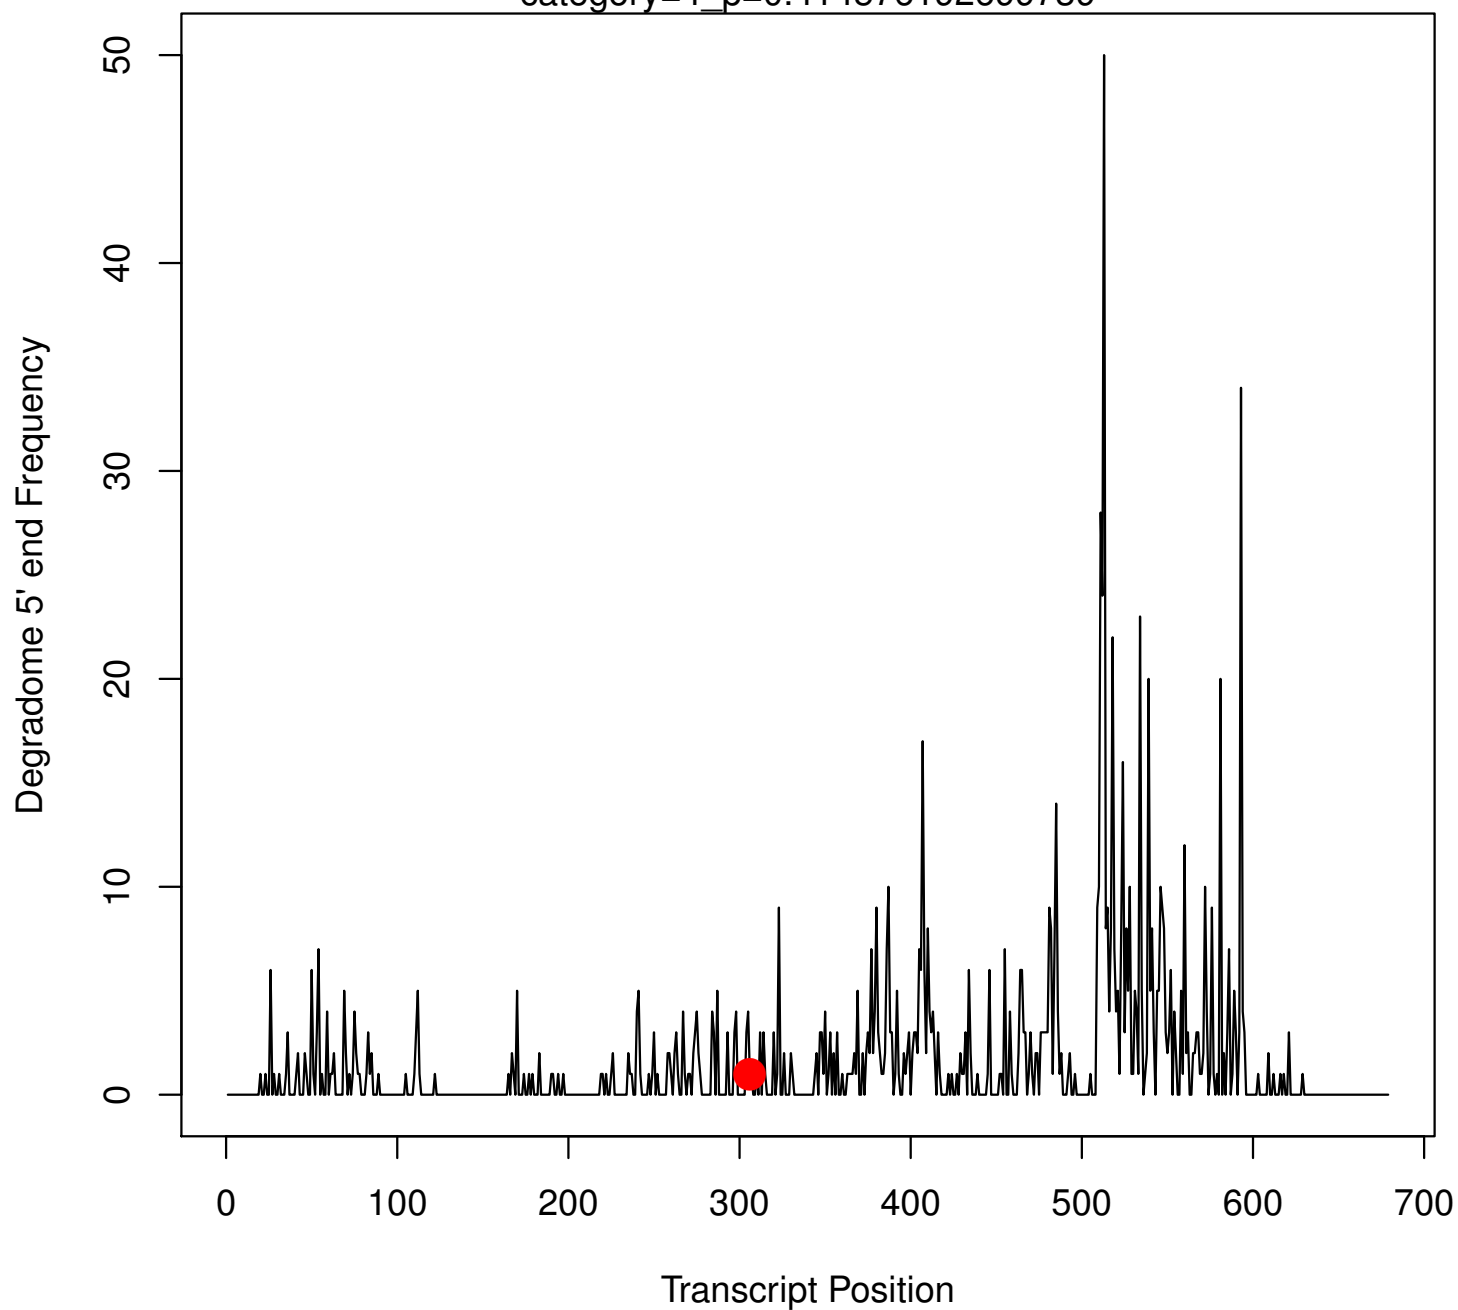

**T=chr8.gff3\_MRNA\_VIT\_08s0105g00440.t01\_Q=miCR102\_S=397**

category=4\_p=0.396900883794473

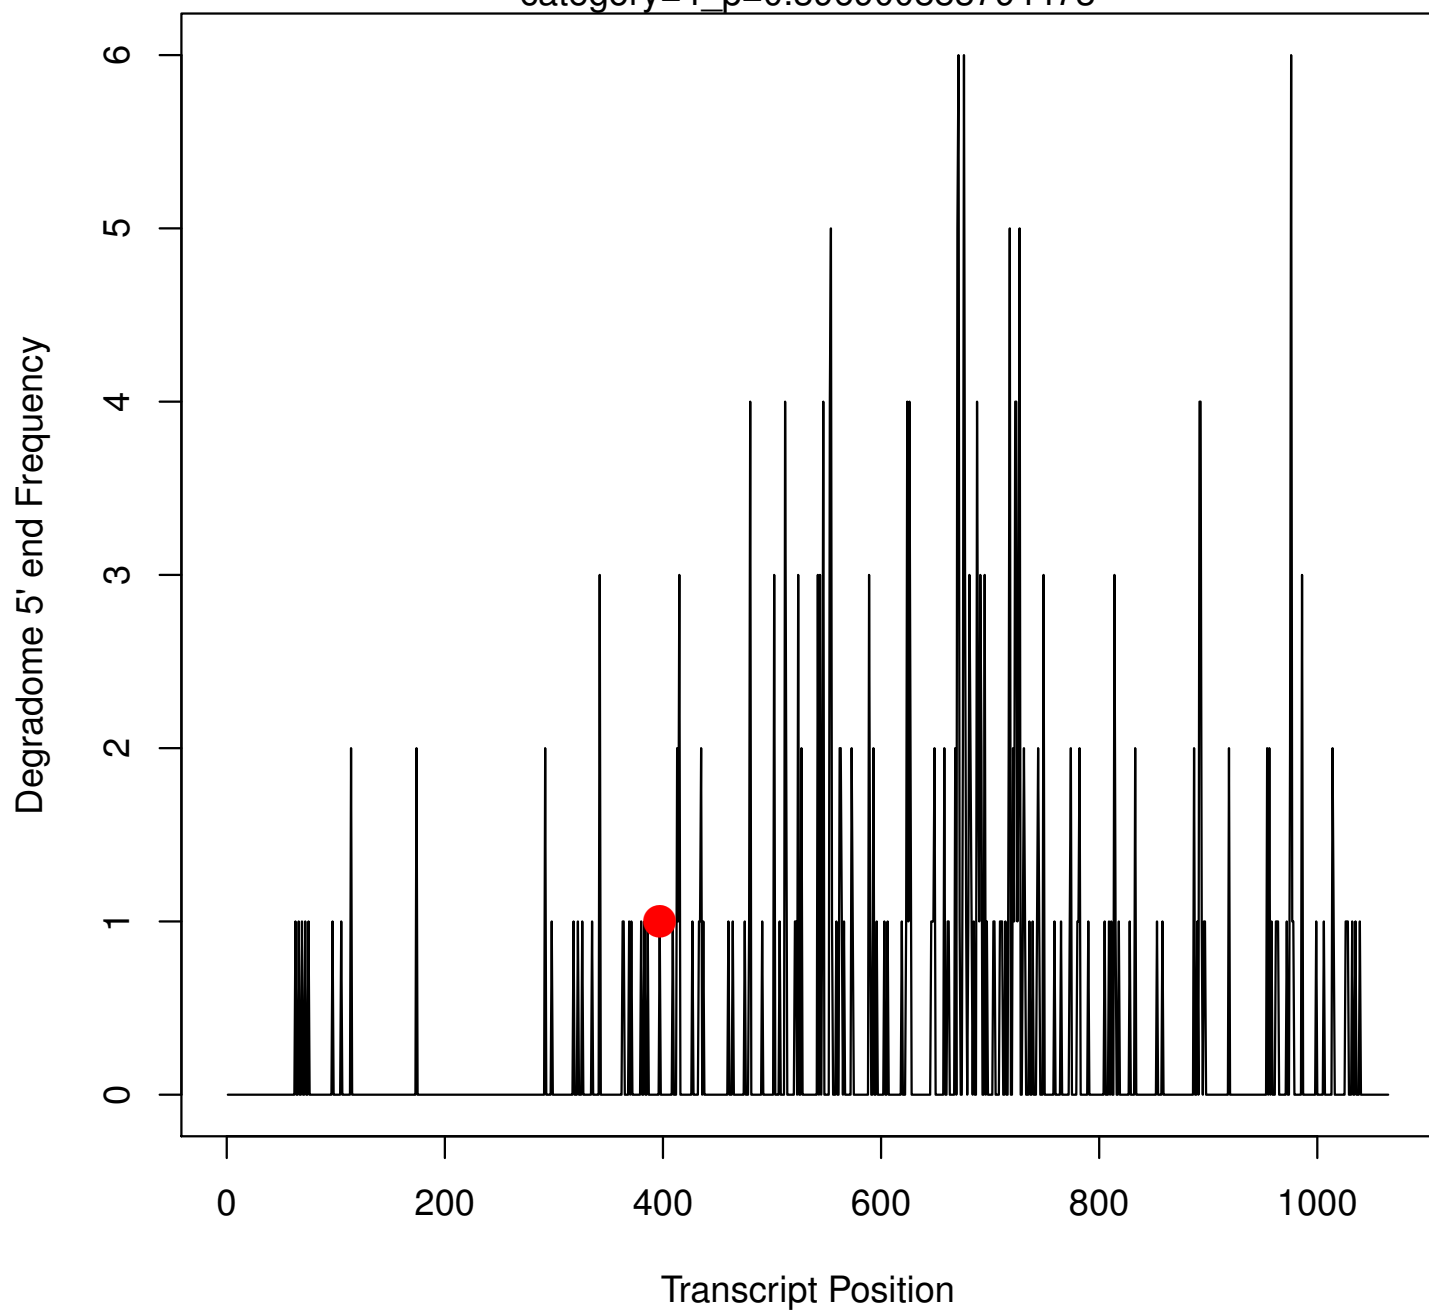

T=chr9.gff3\_MRNA\_VIT\_09s0002g02470.t01\_Q=miCR102\_S=1736

category=4\_p=0.989444028027942

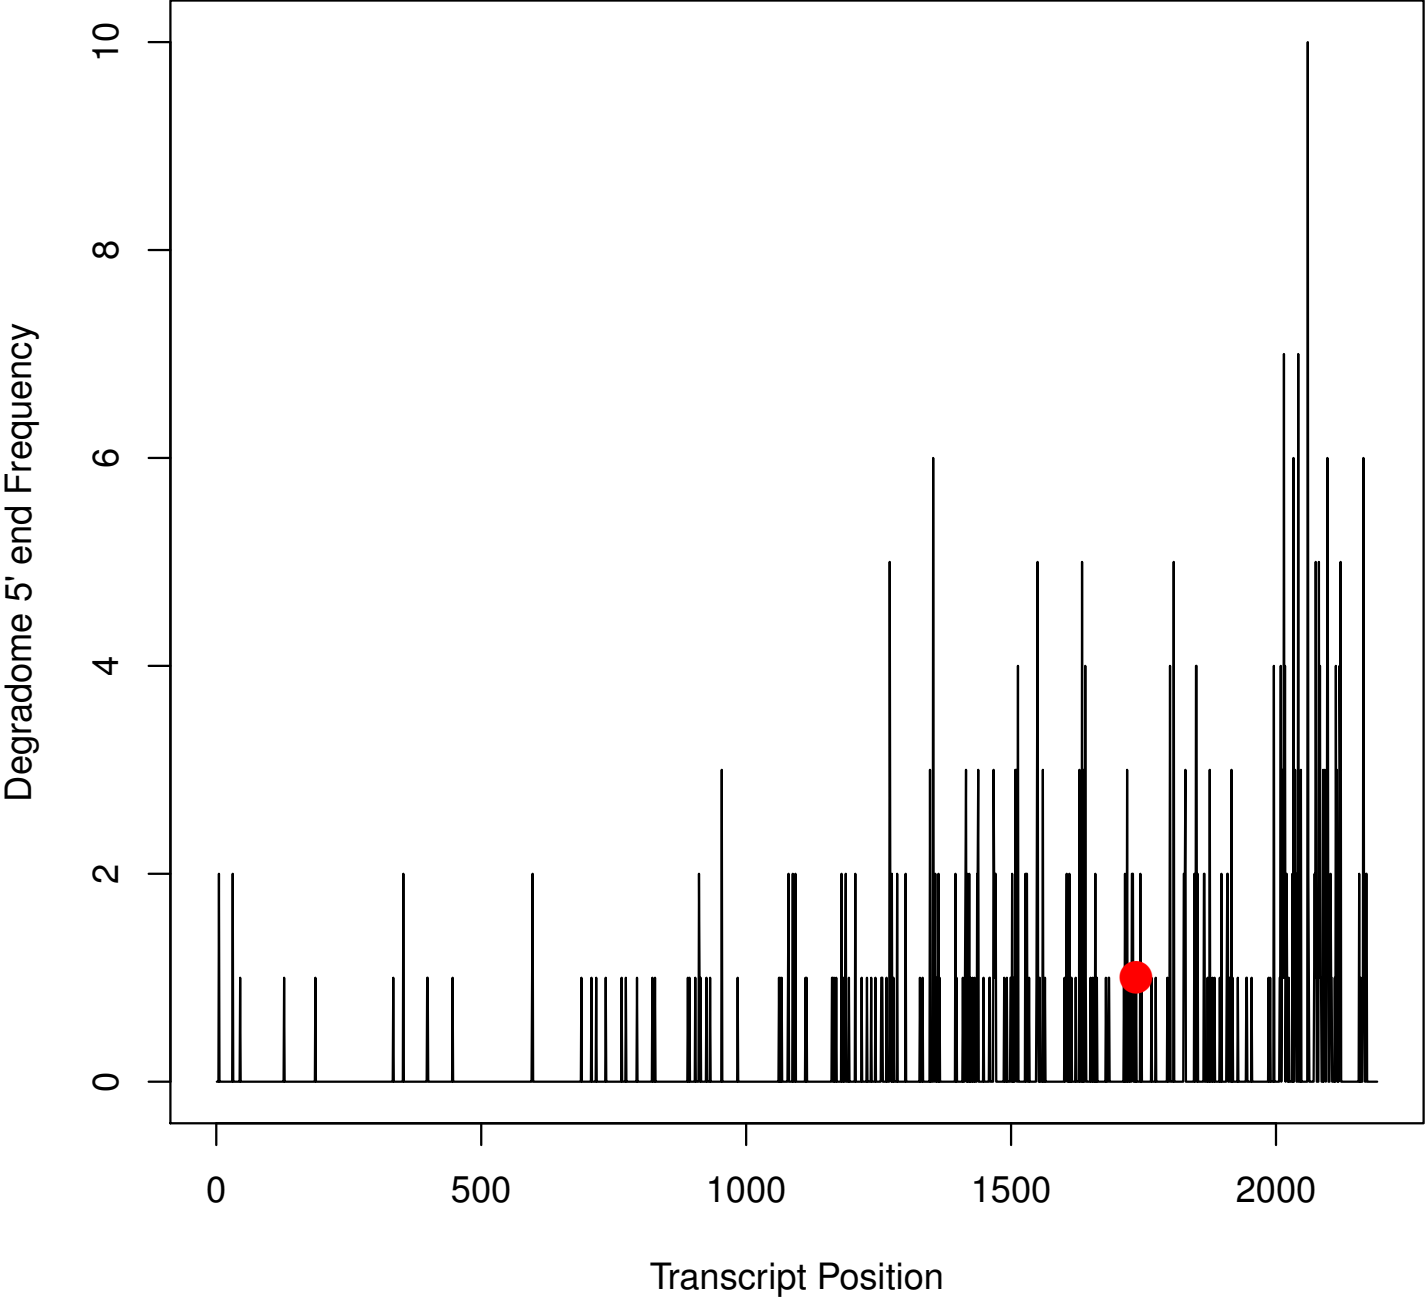

T=chr9.gff3\_MRNA\_VIT\_09s0018g01190.t01\_Q=miCR102\_S=1038

category=4\_p=0.885984680911846

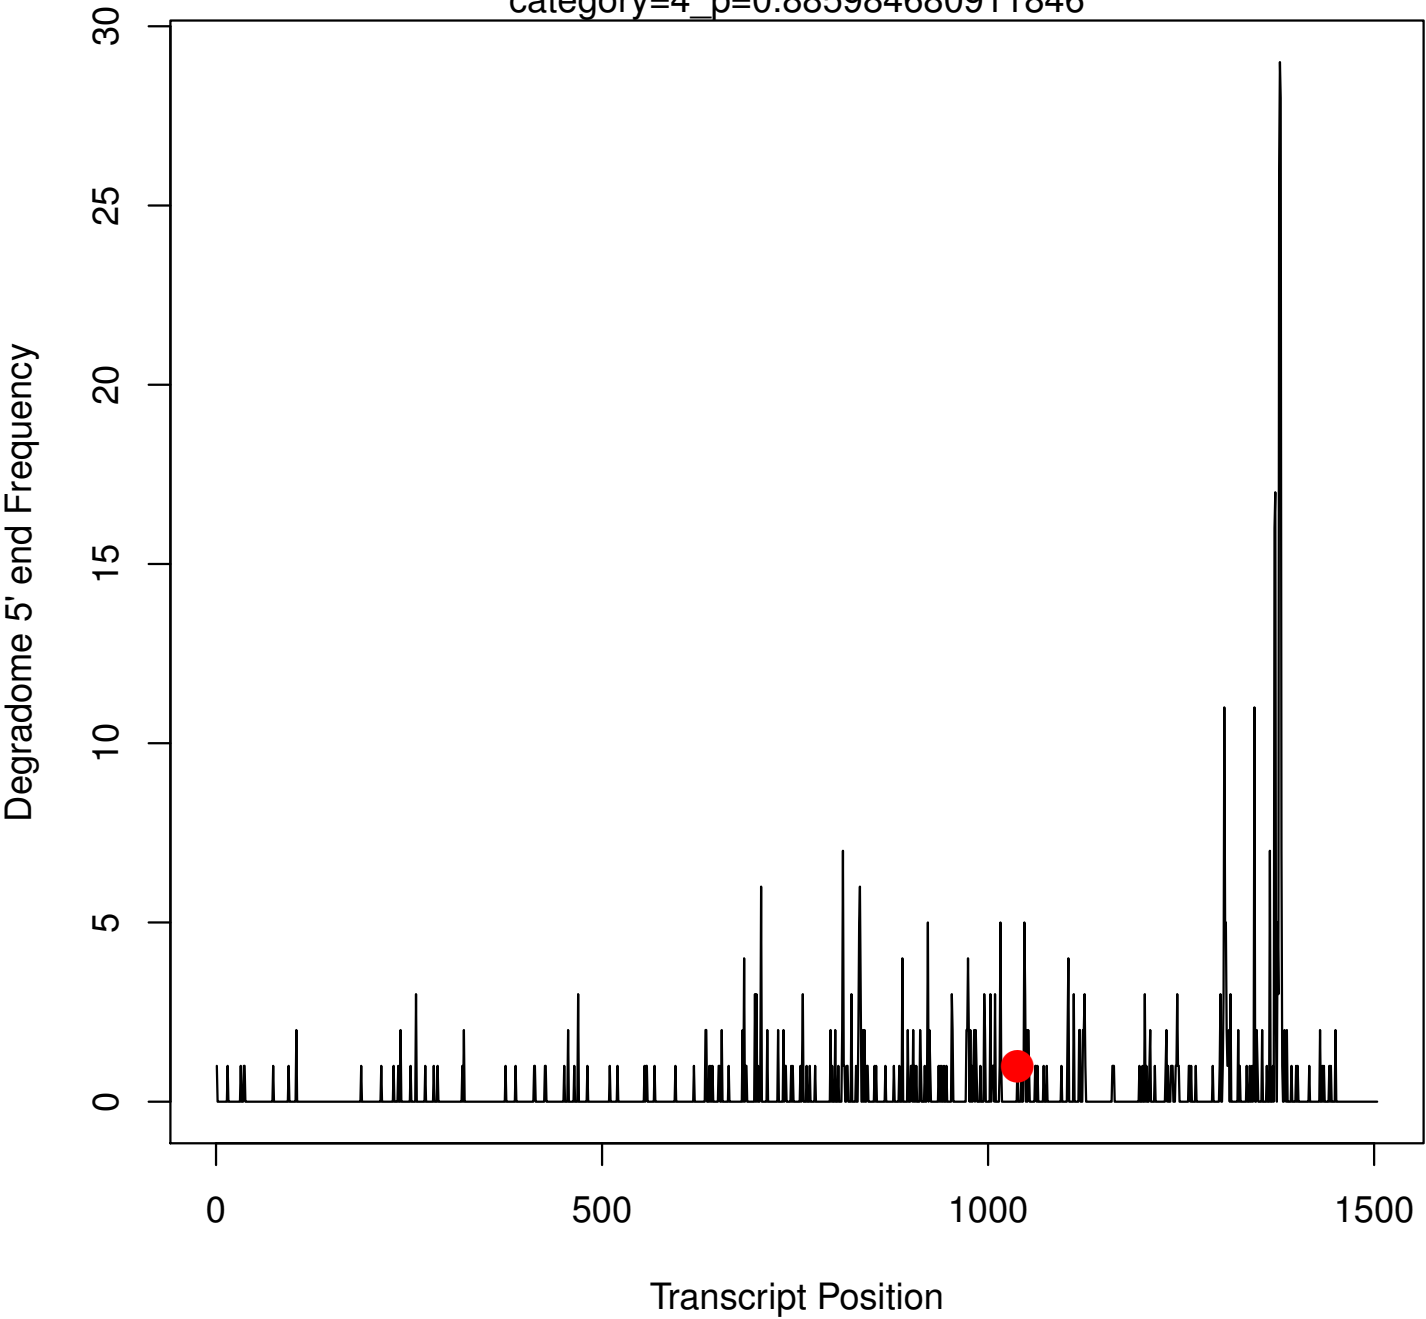

T=chr11.gff3\_MRNA\_VIT\_11s0016g04720.t01\_Q=miCR102\_S=438

category=4\_p=0.999996668532251

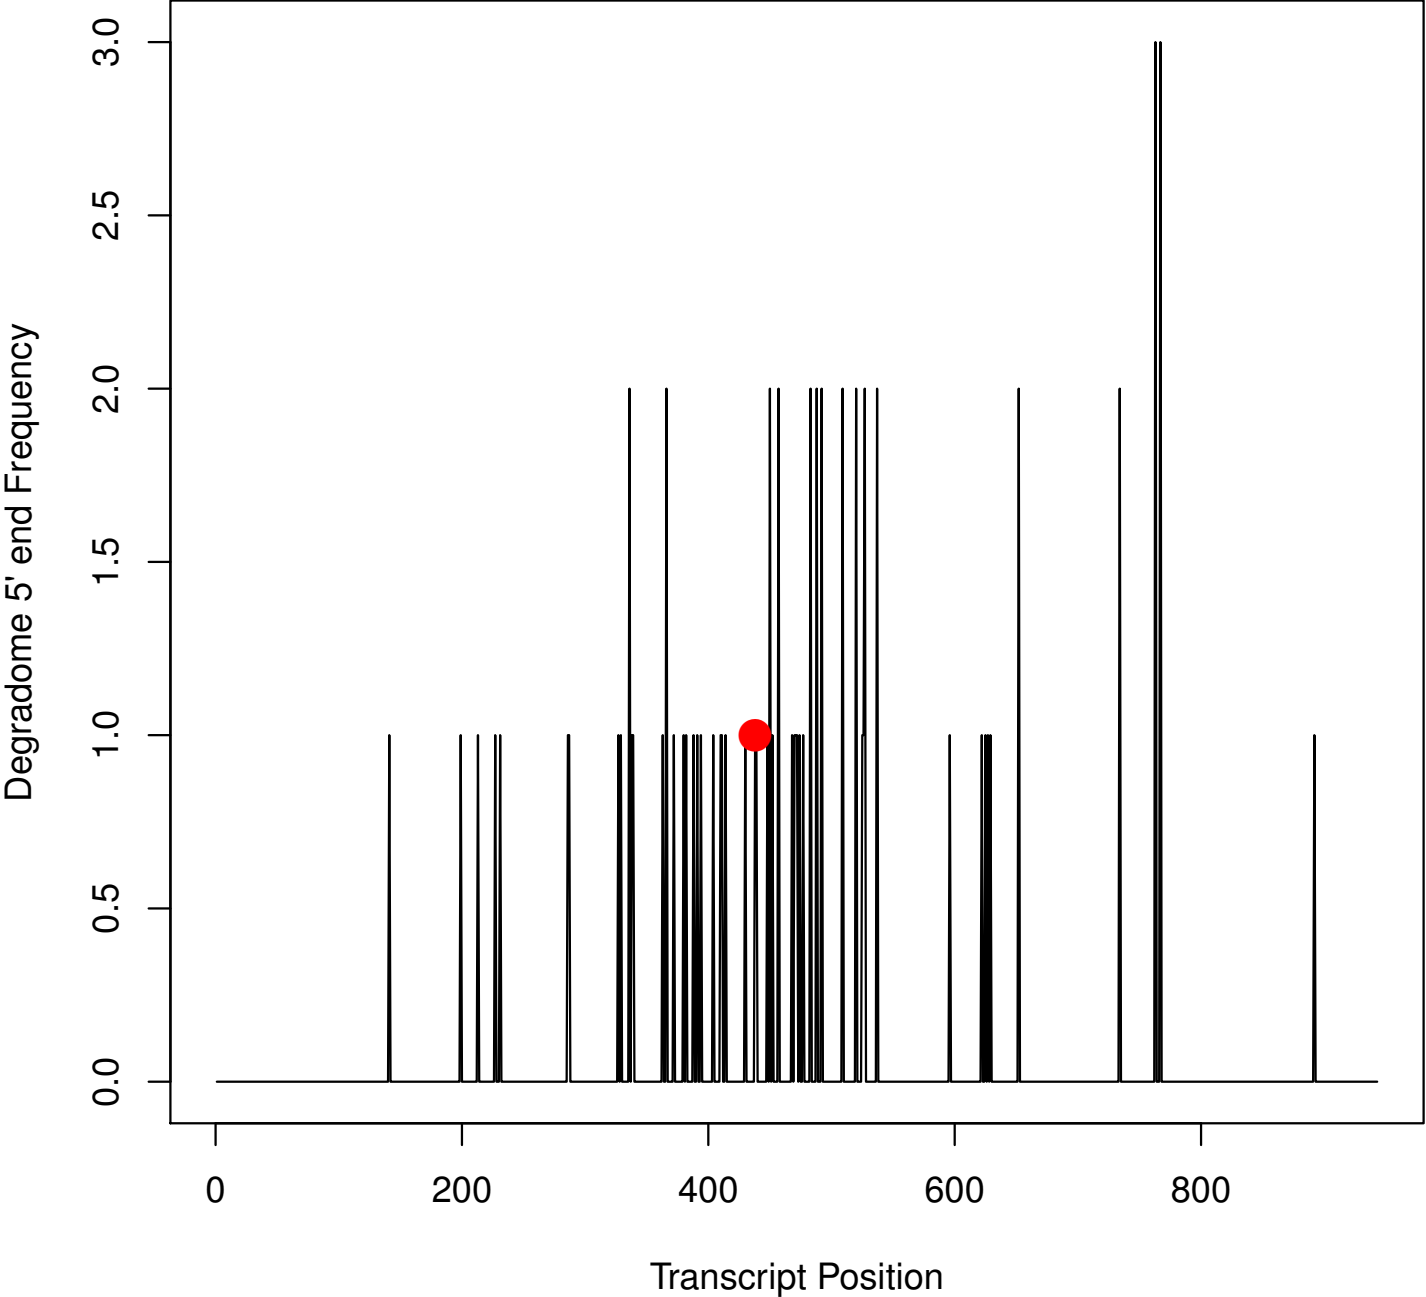

T=chr11.gff3\_MRNA\_VIT\_11s0037g00440.t01\_Q=miCR102\_S=225

category=2\_p=0.816320713093762

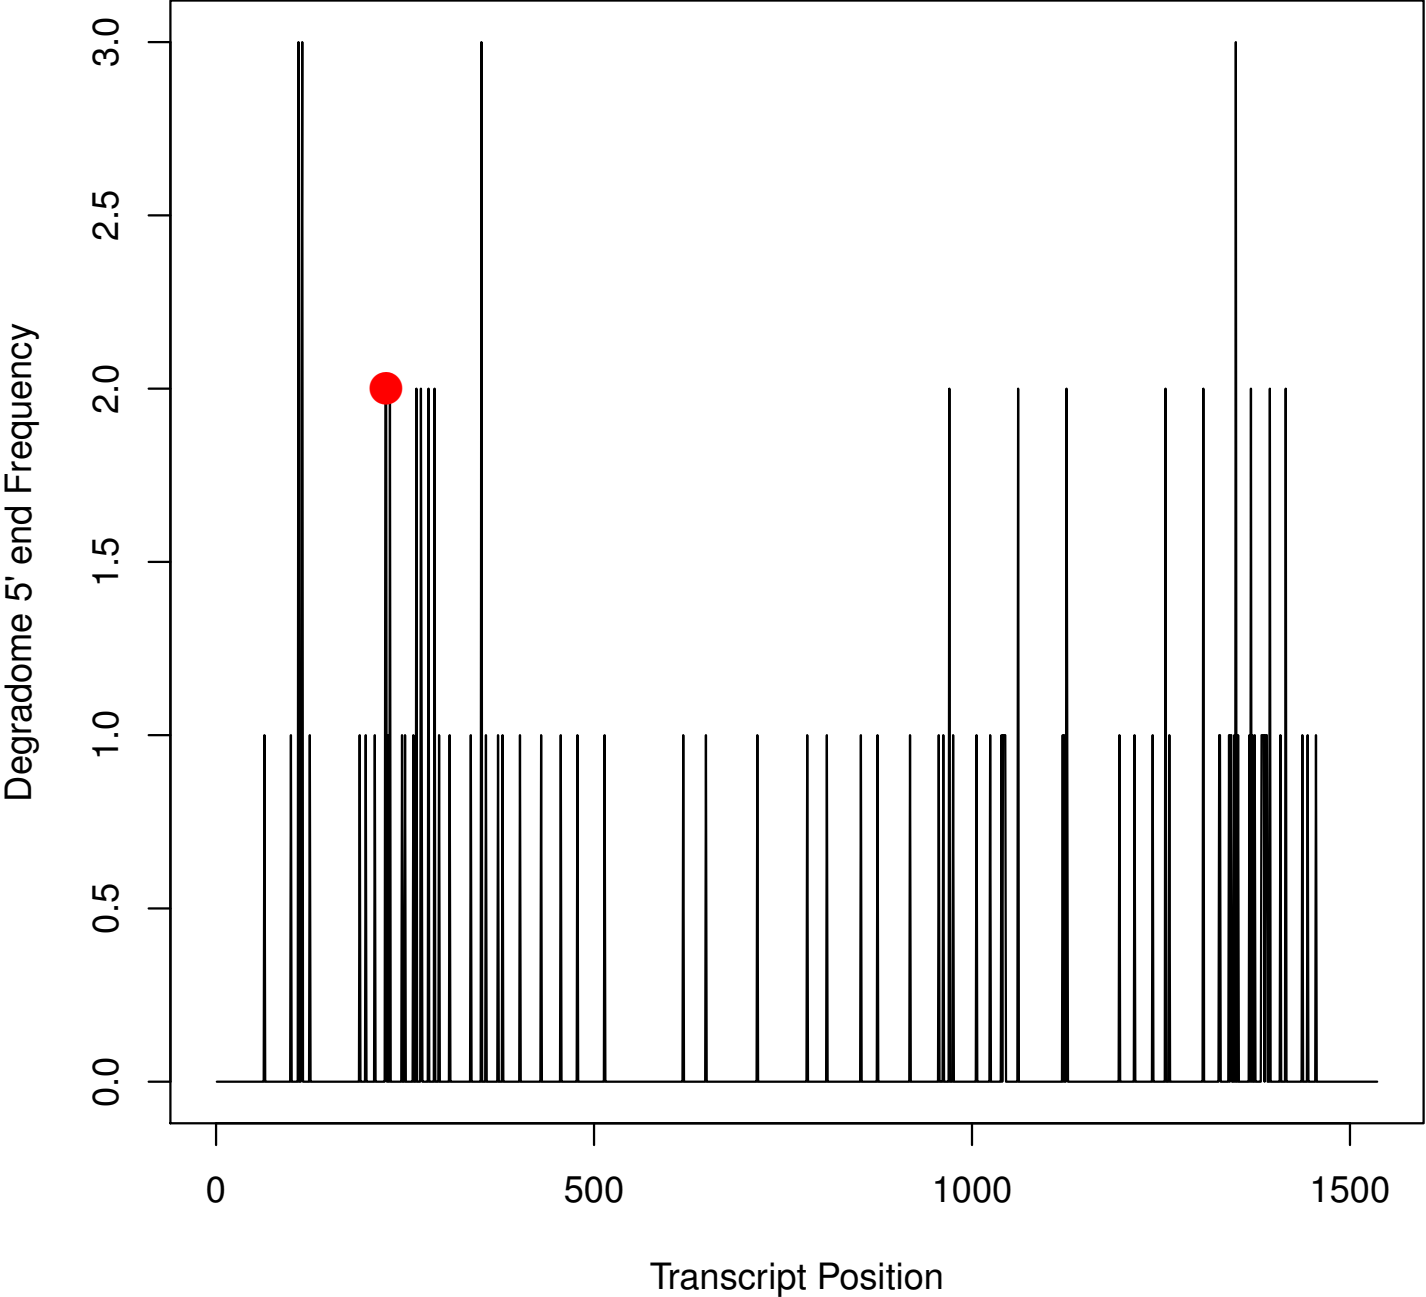

**T=chr11.gff3\_MRNA\_VIT\_11s0103g00270.t01\_Q=miCR102\_S=79**

category=3\_p=0.192327192492605

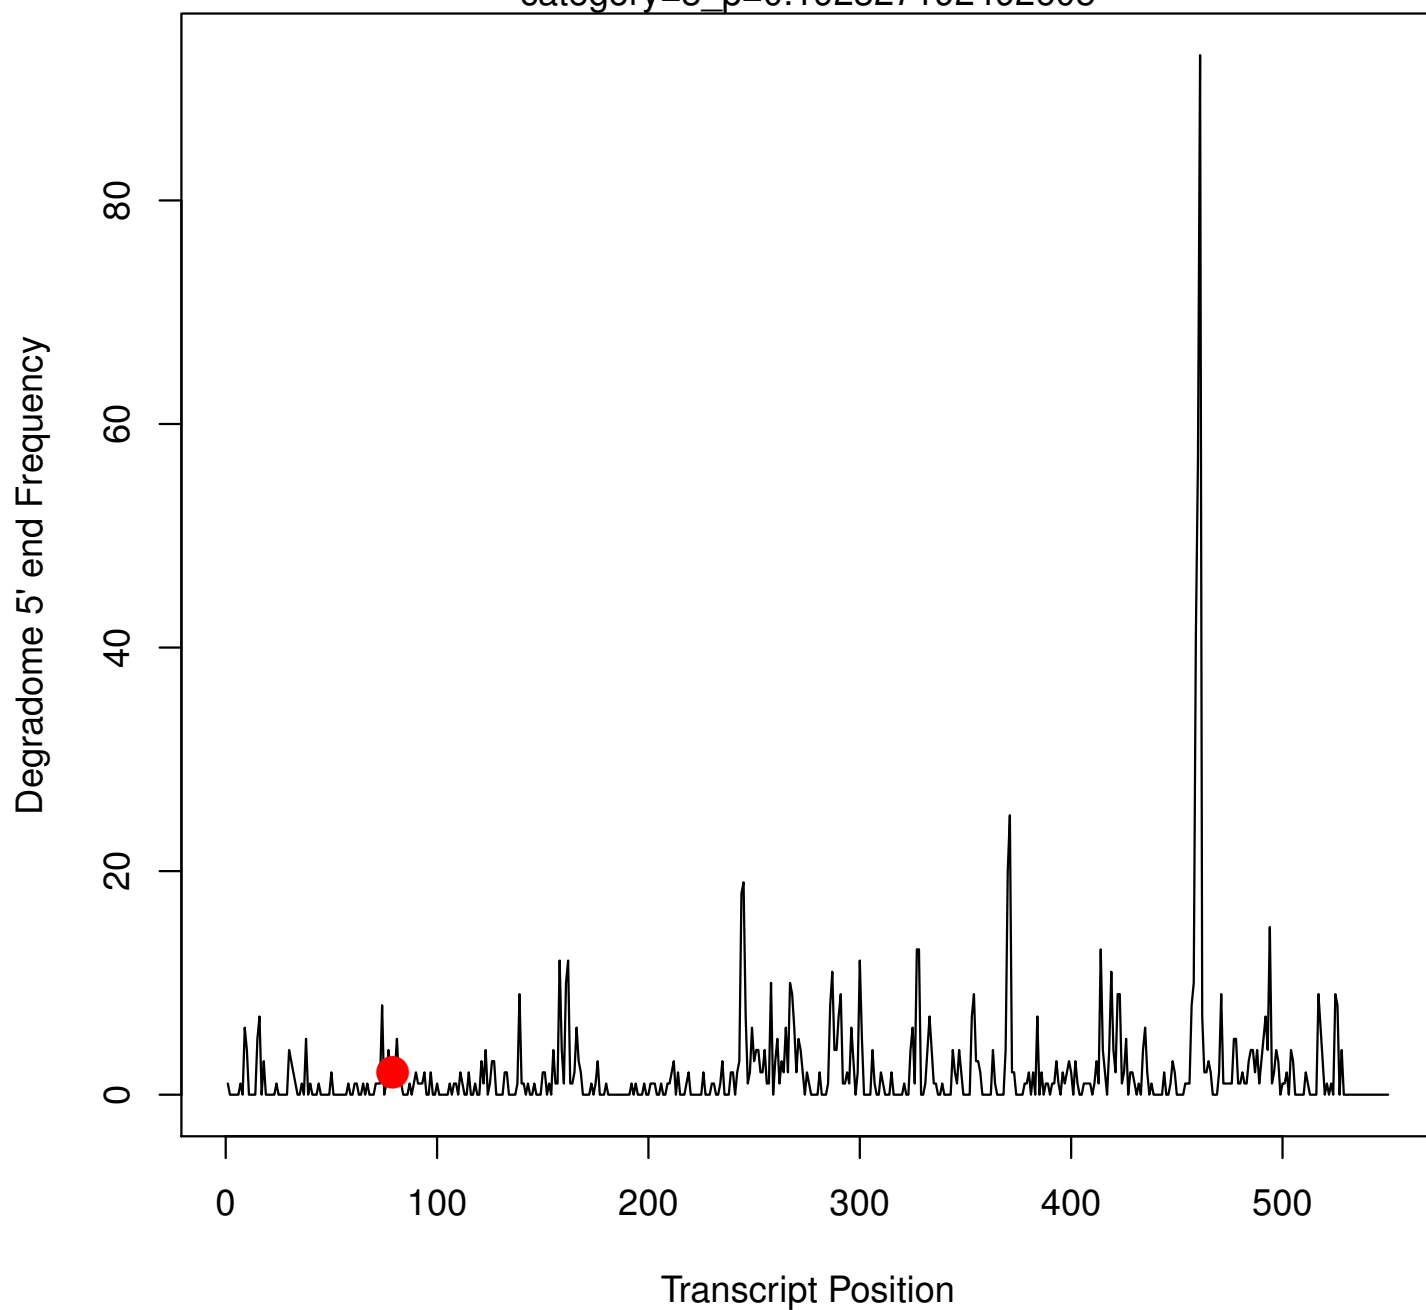

T=chr12.gff3\_MRNA\_VIT\_12s0028g02170.t01\_Q=miCR102\_S=820

category=2\_p=0.989466766454178

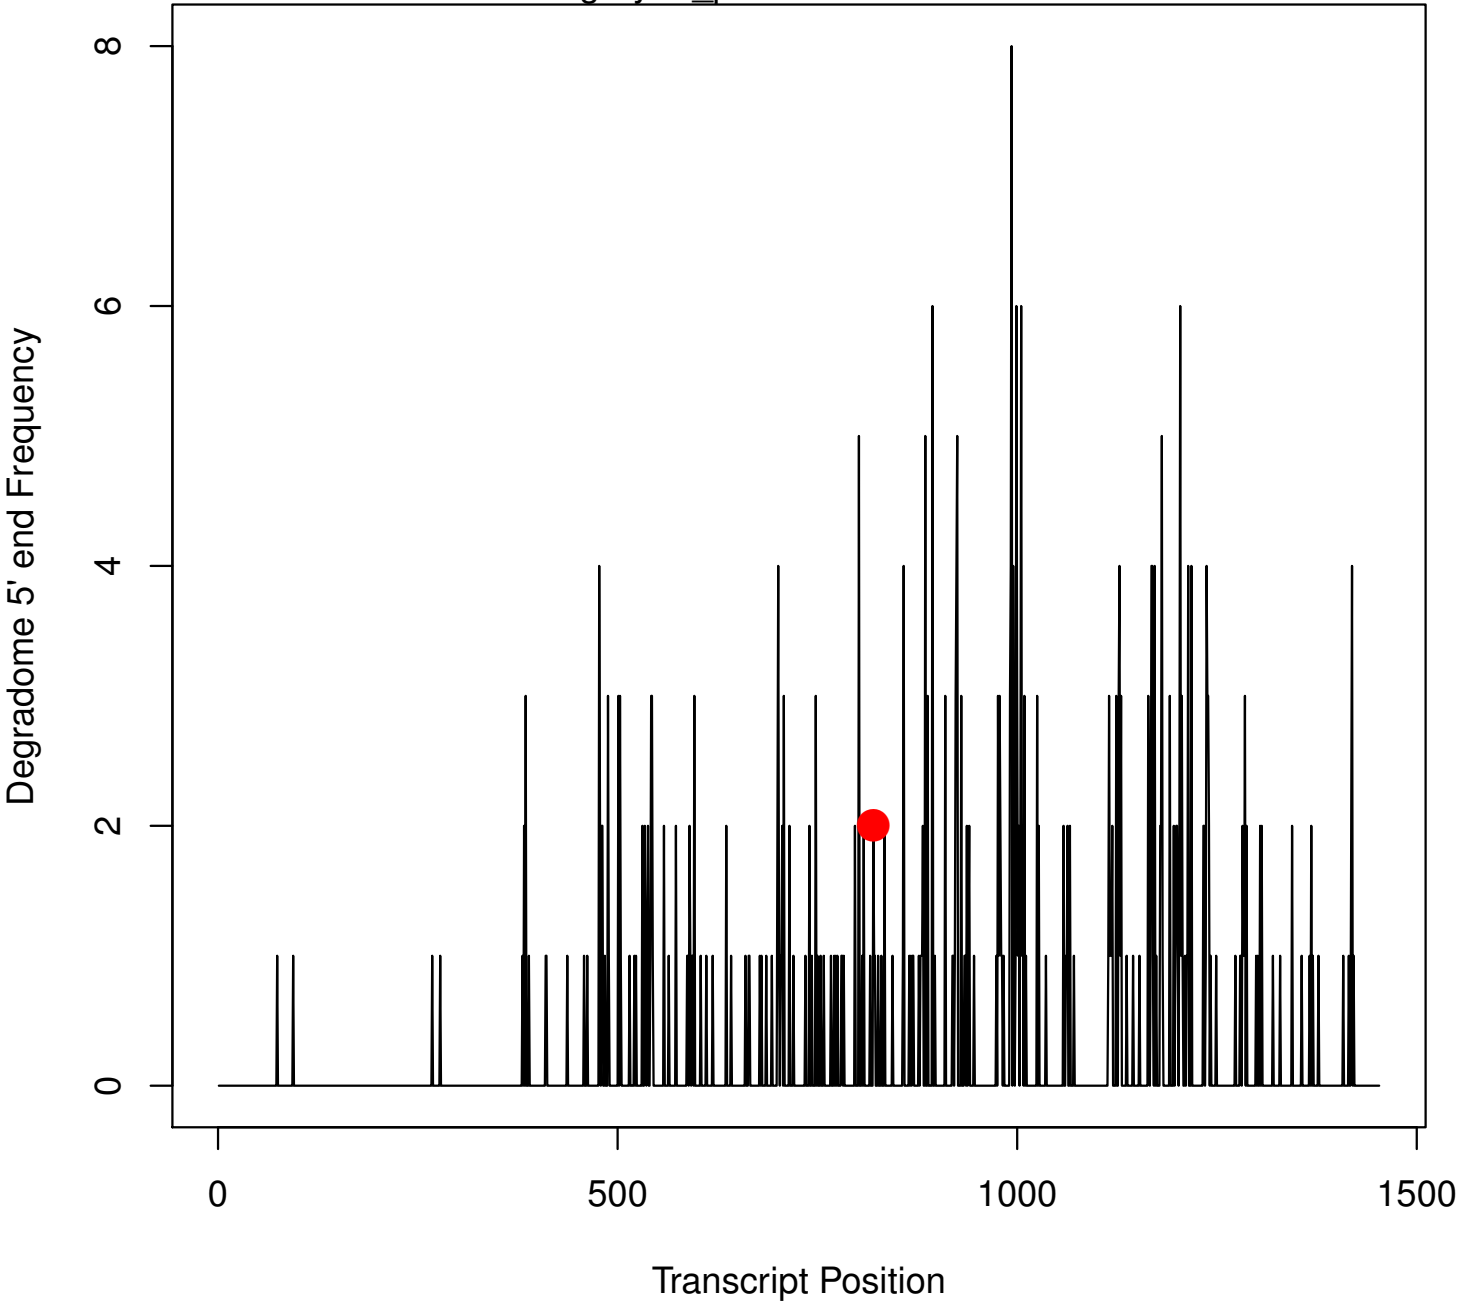

T=chr12.gff3\_MRNA\_VIT\_12s0034g01140.t01\_Q=miCR102\_S=406

category=2\_p=0.990069667119676

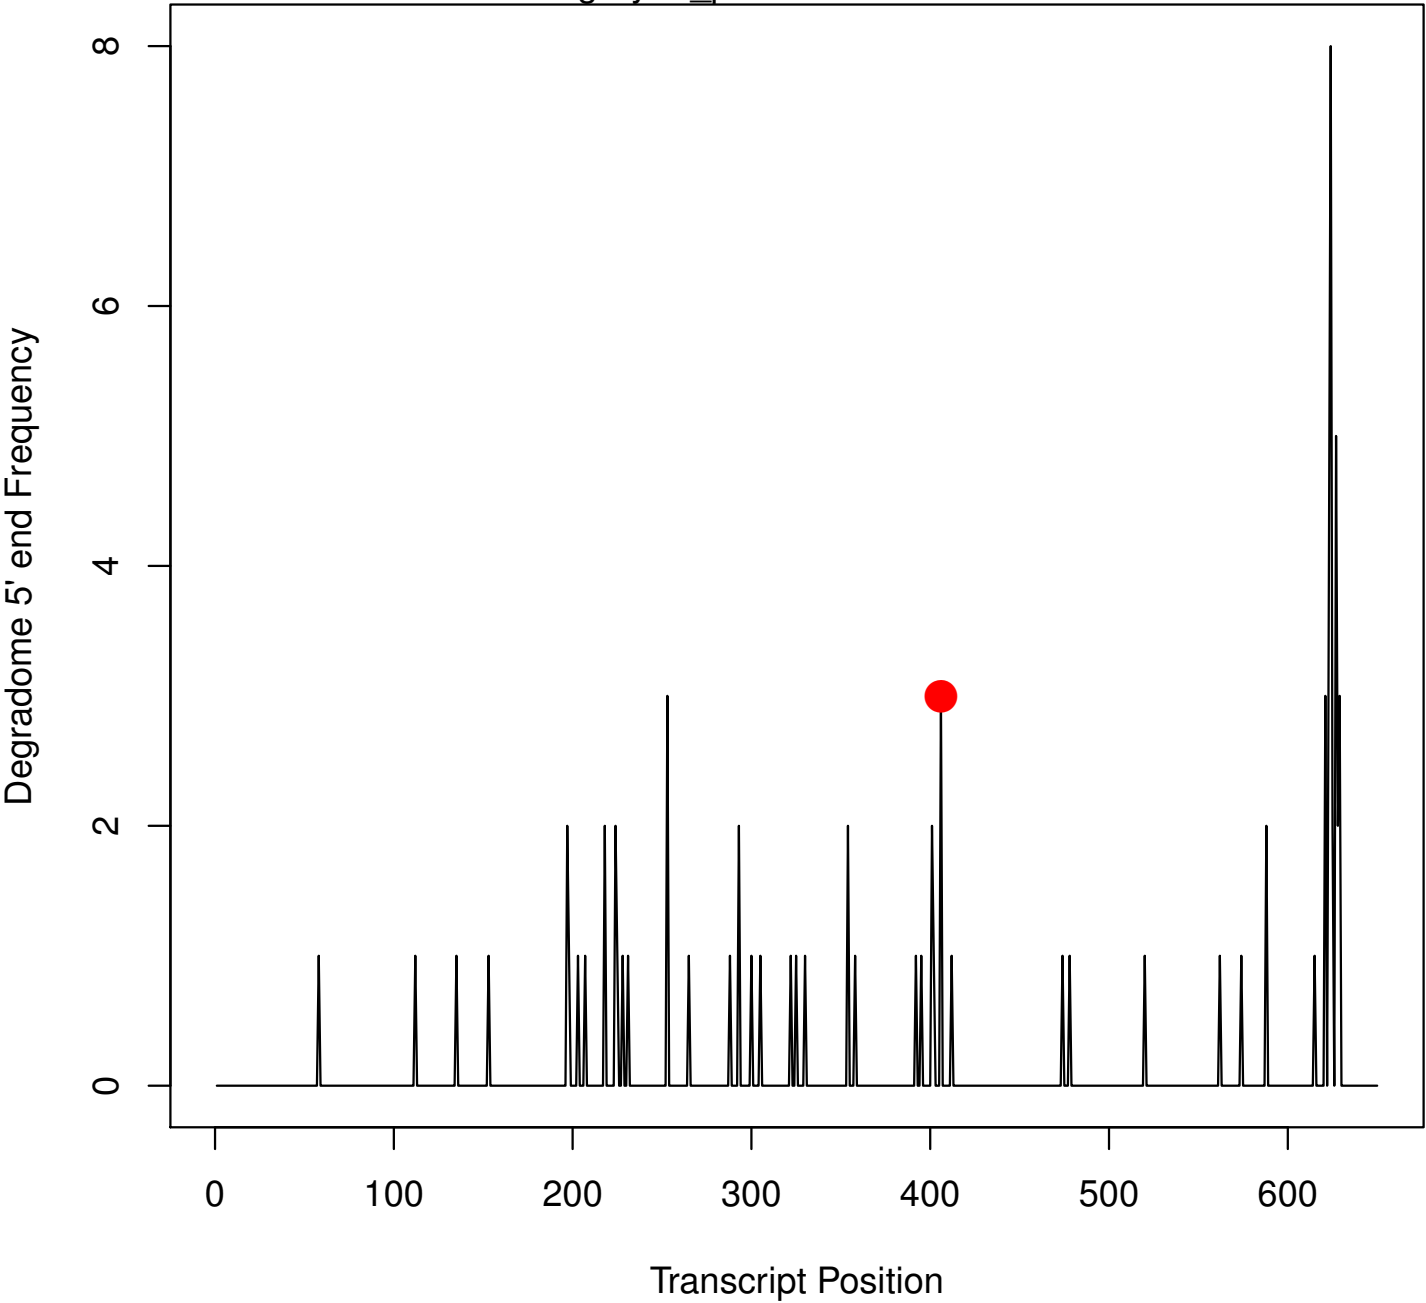

**T=chr13.gff3\_MRNA\_VIT\_13s0064g00890.t01\_Q=miCR102\_S=3565**

category=4\_p=0.999970780525142

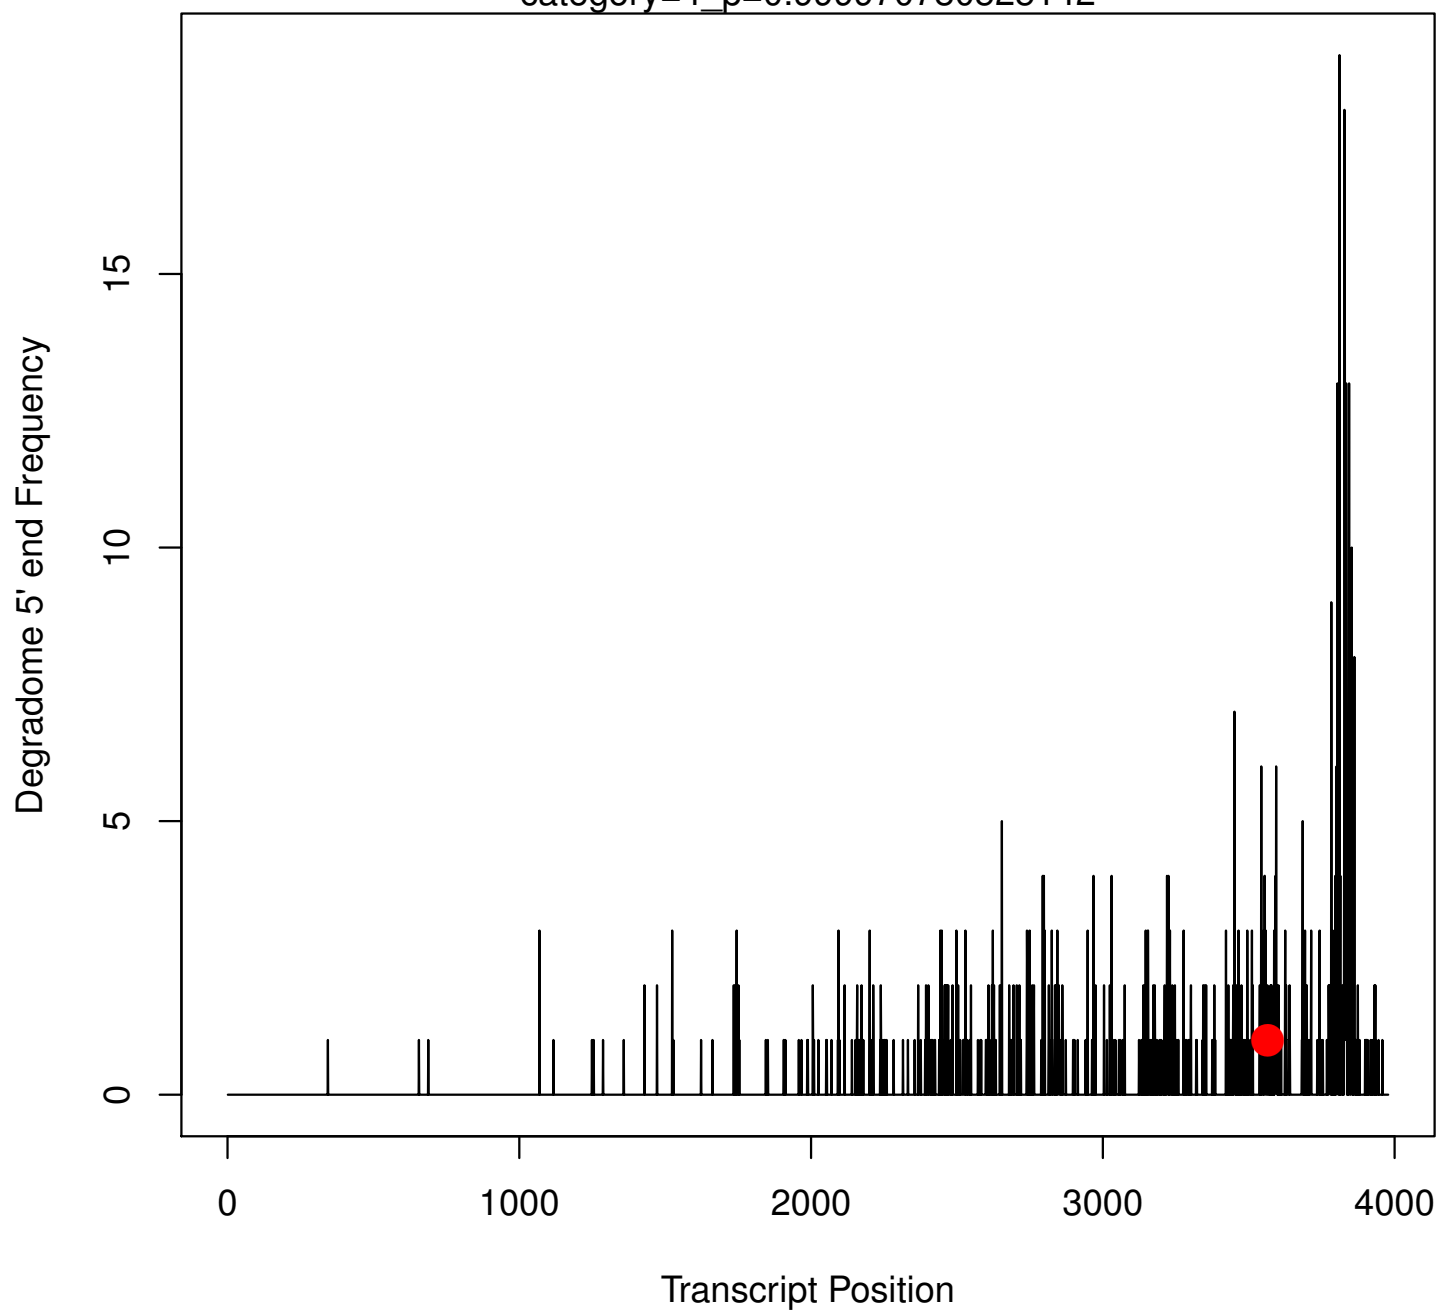

T=chr13.gff3\_MRNA\_VIT\_13s0067g01070.t01\_Q=miCR102\_S=2016

category=4\_p=0.999999726159685

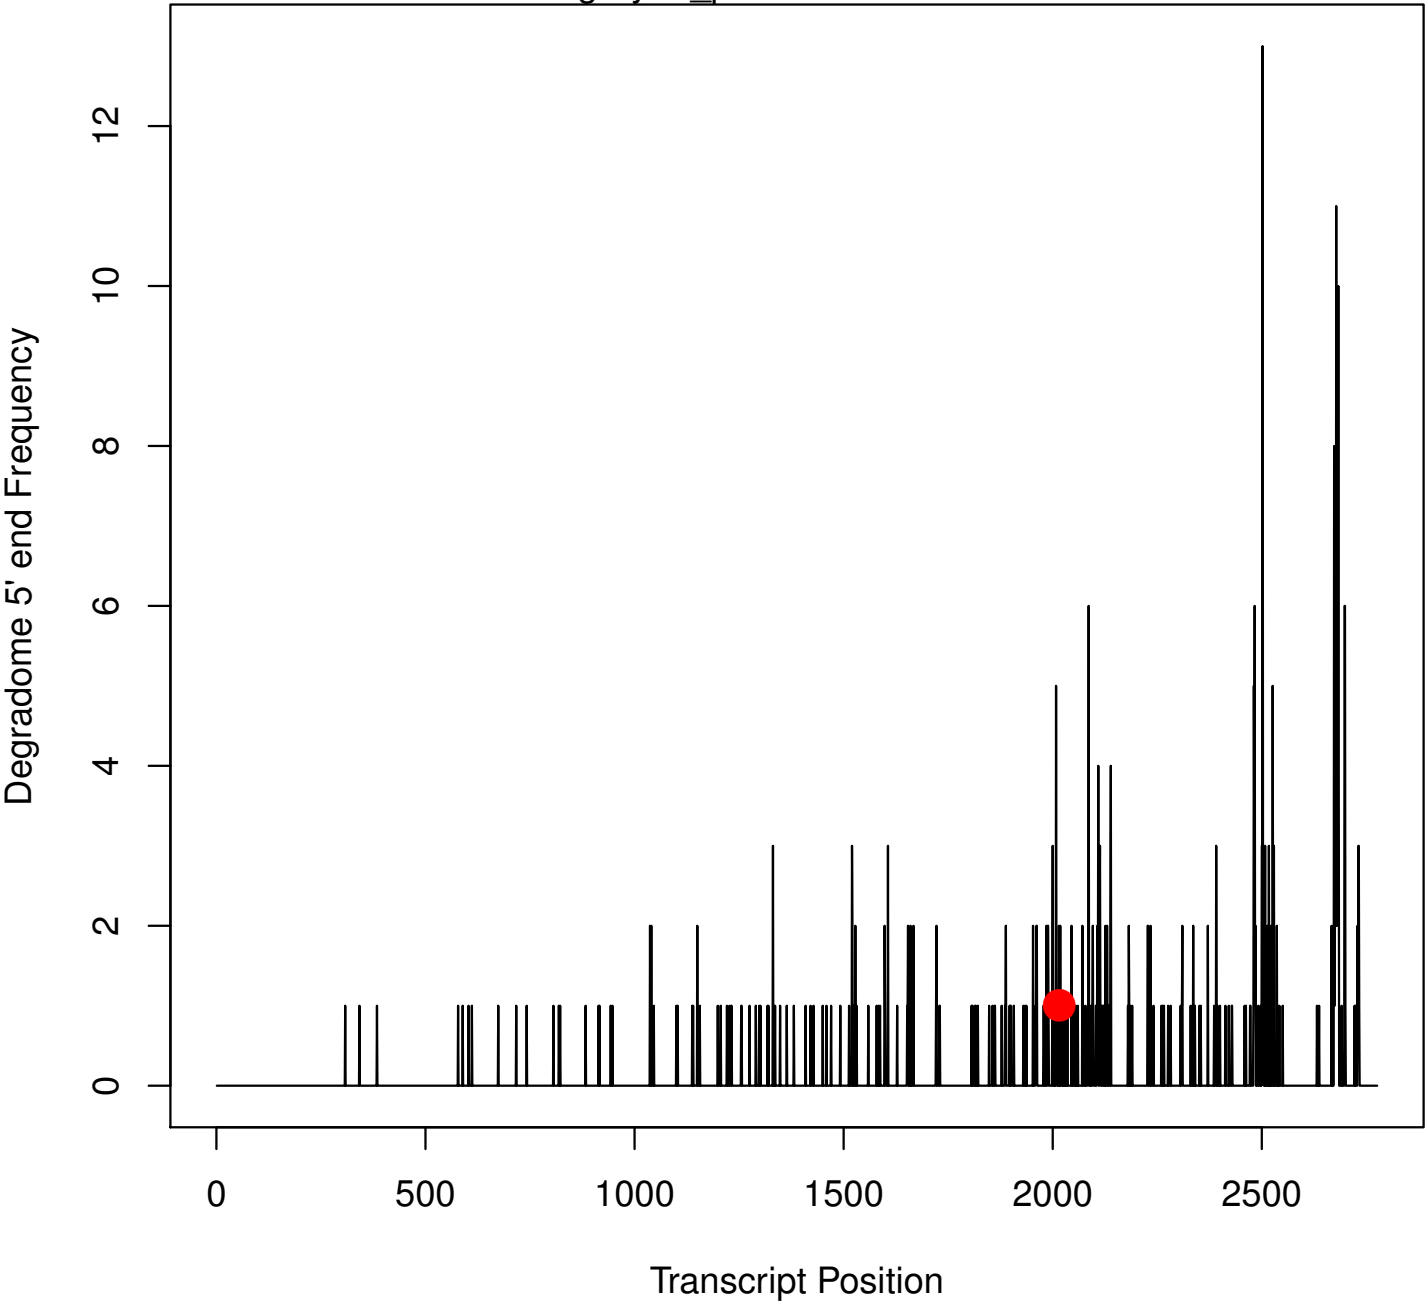

T=chr14.gff3\_MRNA\_VIT\_14s0066g00640.t01\_Q=miCR102\_S=2039

category=4\_p=0.999942084663006

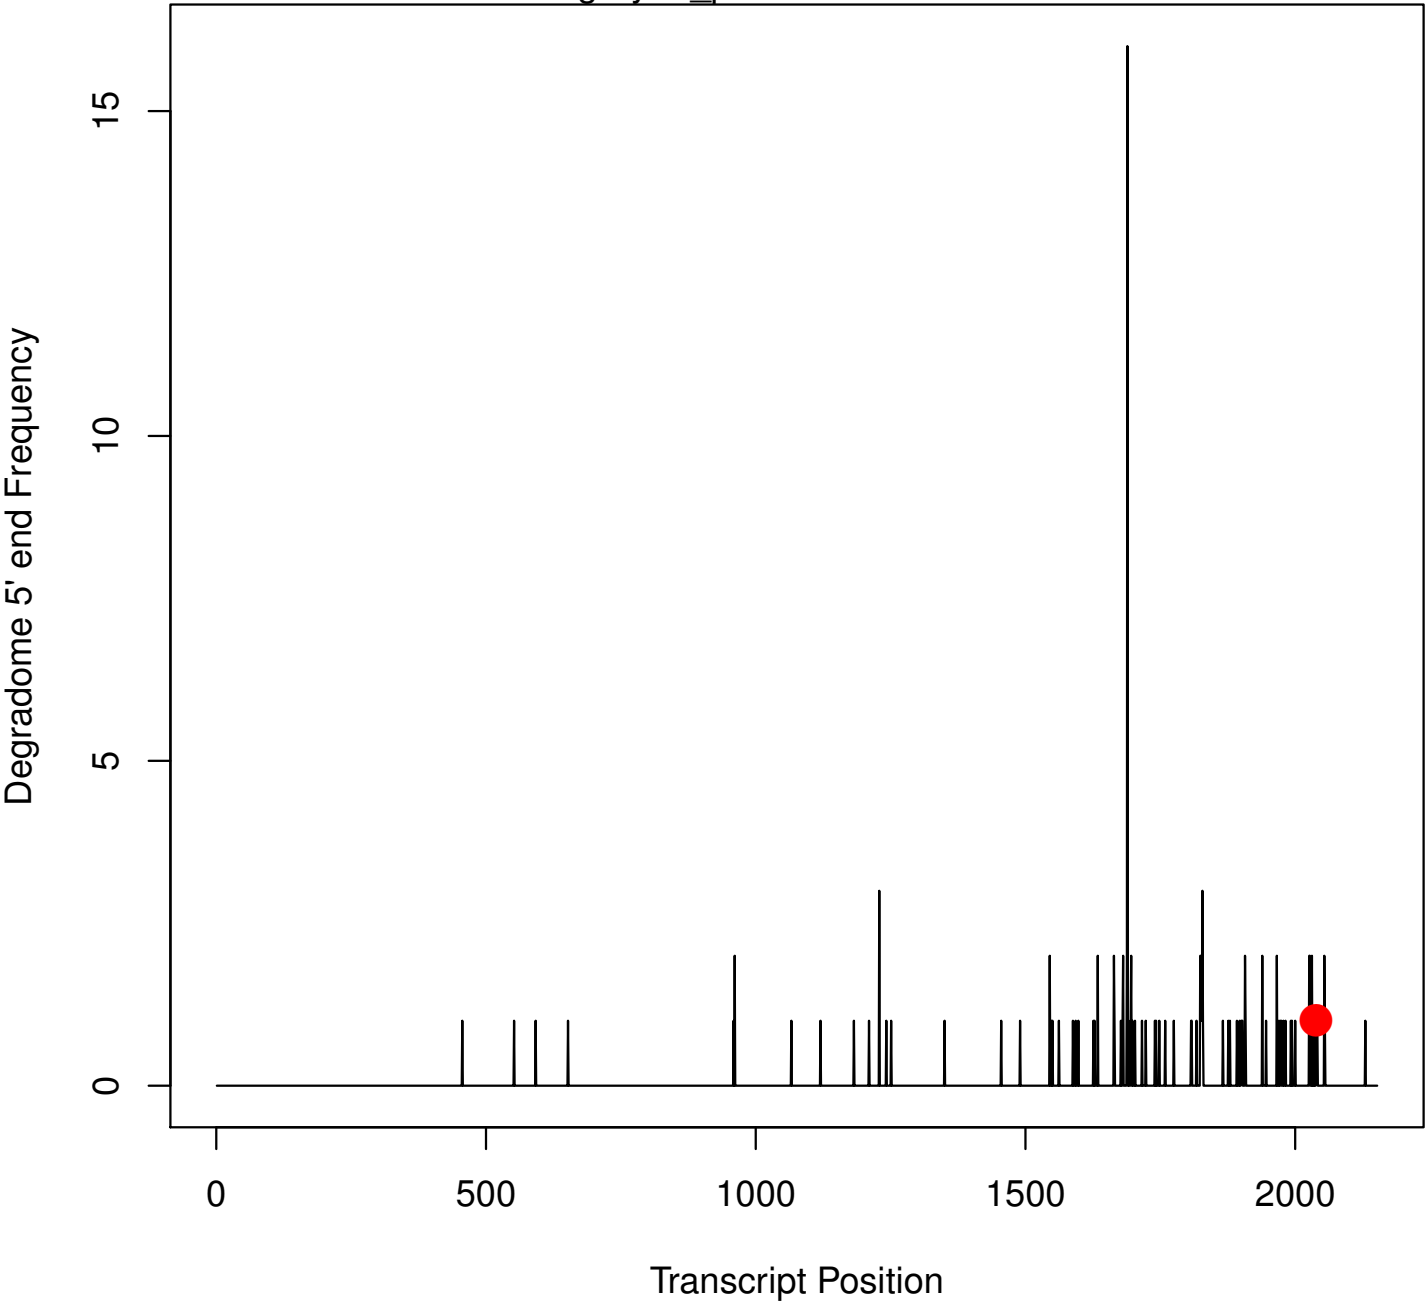

T=chr14.gff3\_MRNA\_VIT\_14s0066g02390.t01\_Q=miCR102\_S=1564

category=4\_p=0.999878170799678

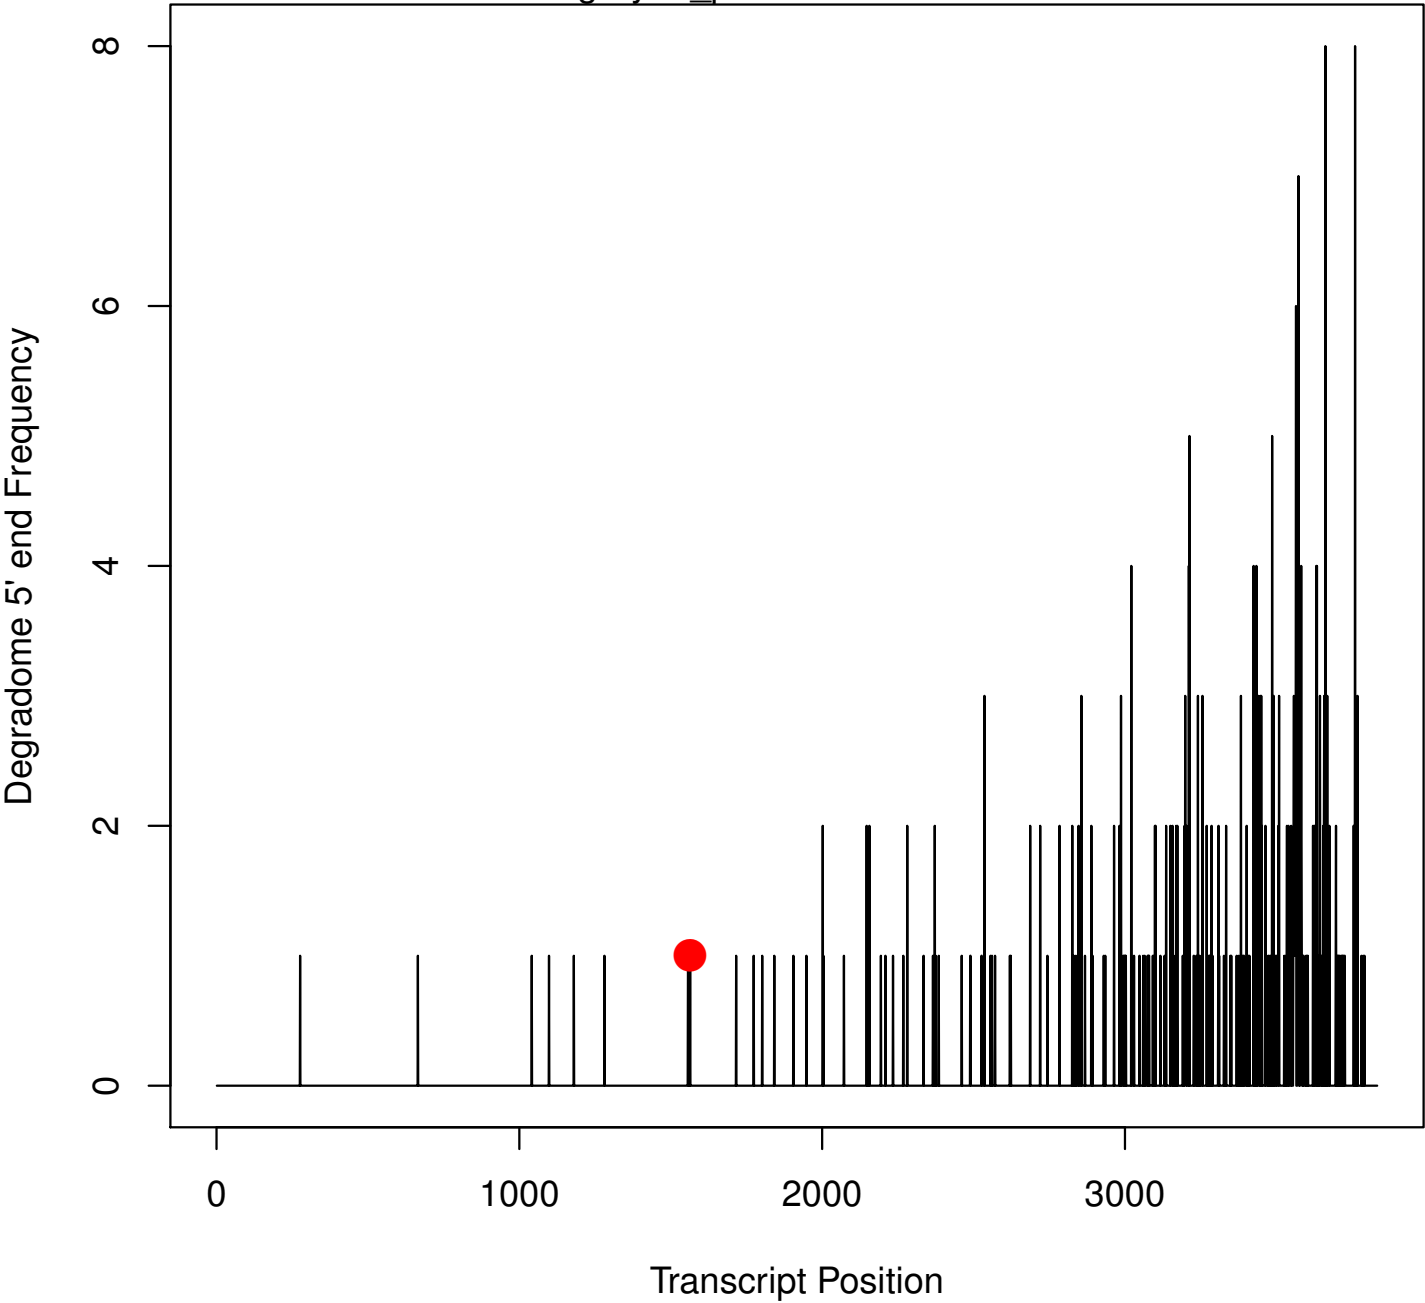

T=chr14.gff3\_MRNA\_VIT\_14s0068g00250.t01\_Q=miCR102\_S=2147

category=4\_p=0.999999936247079

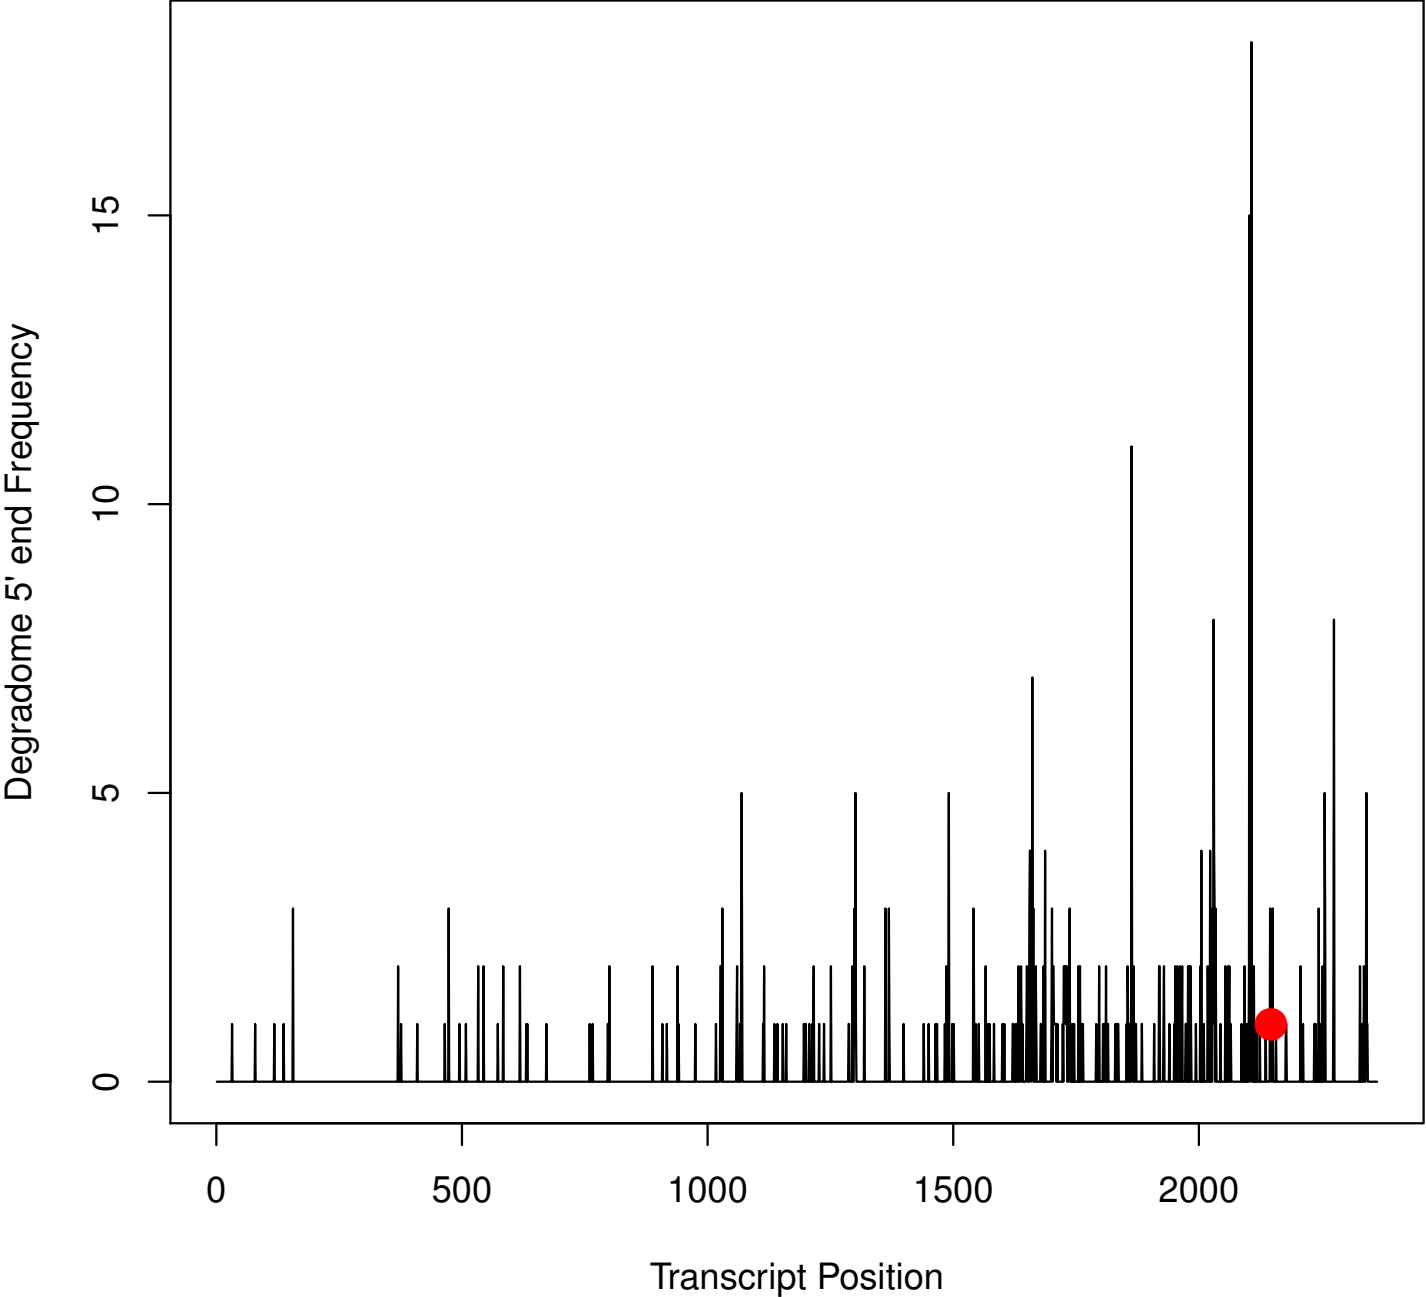

T=chr15.gff3\_MRNA\_VIT\_15s0046g01090.t01\_Q=miCR102\_S=882

category=2\_p=0.998910963818566

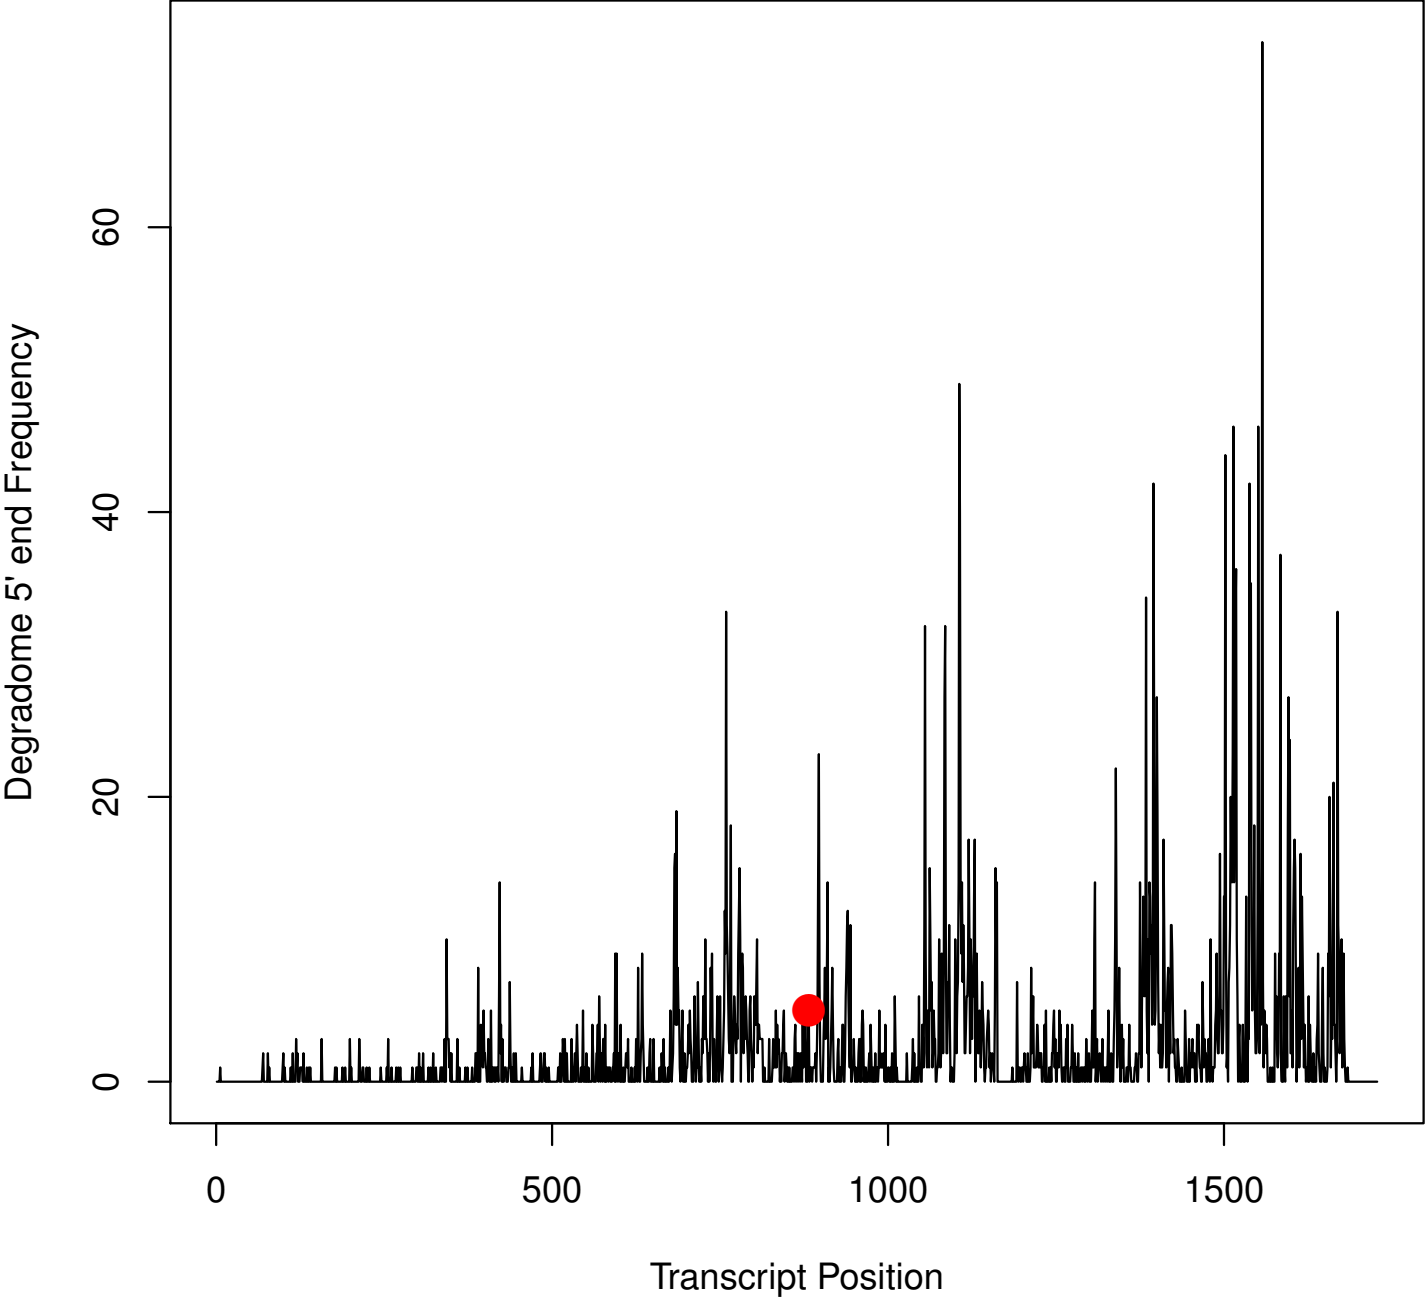

**T=chr15.gff3\_MRNA\_VIT\_15s0048g00210.t01\_Q=miCR102\_S=1227**

category=4\_p=0.999997213072057

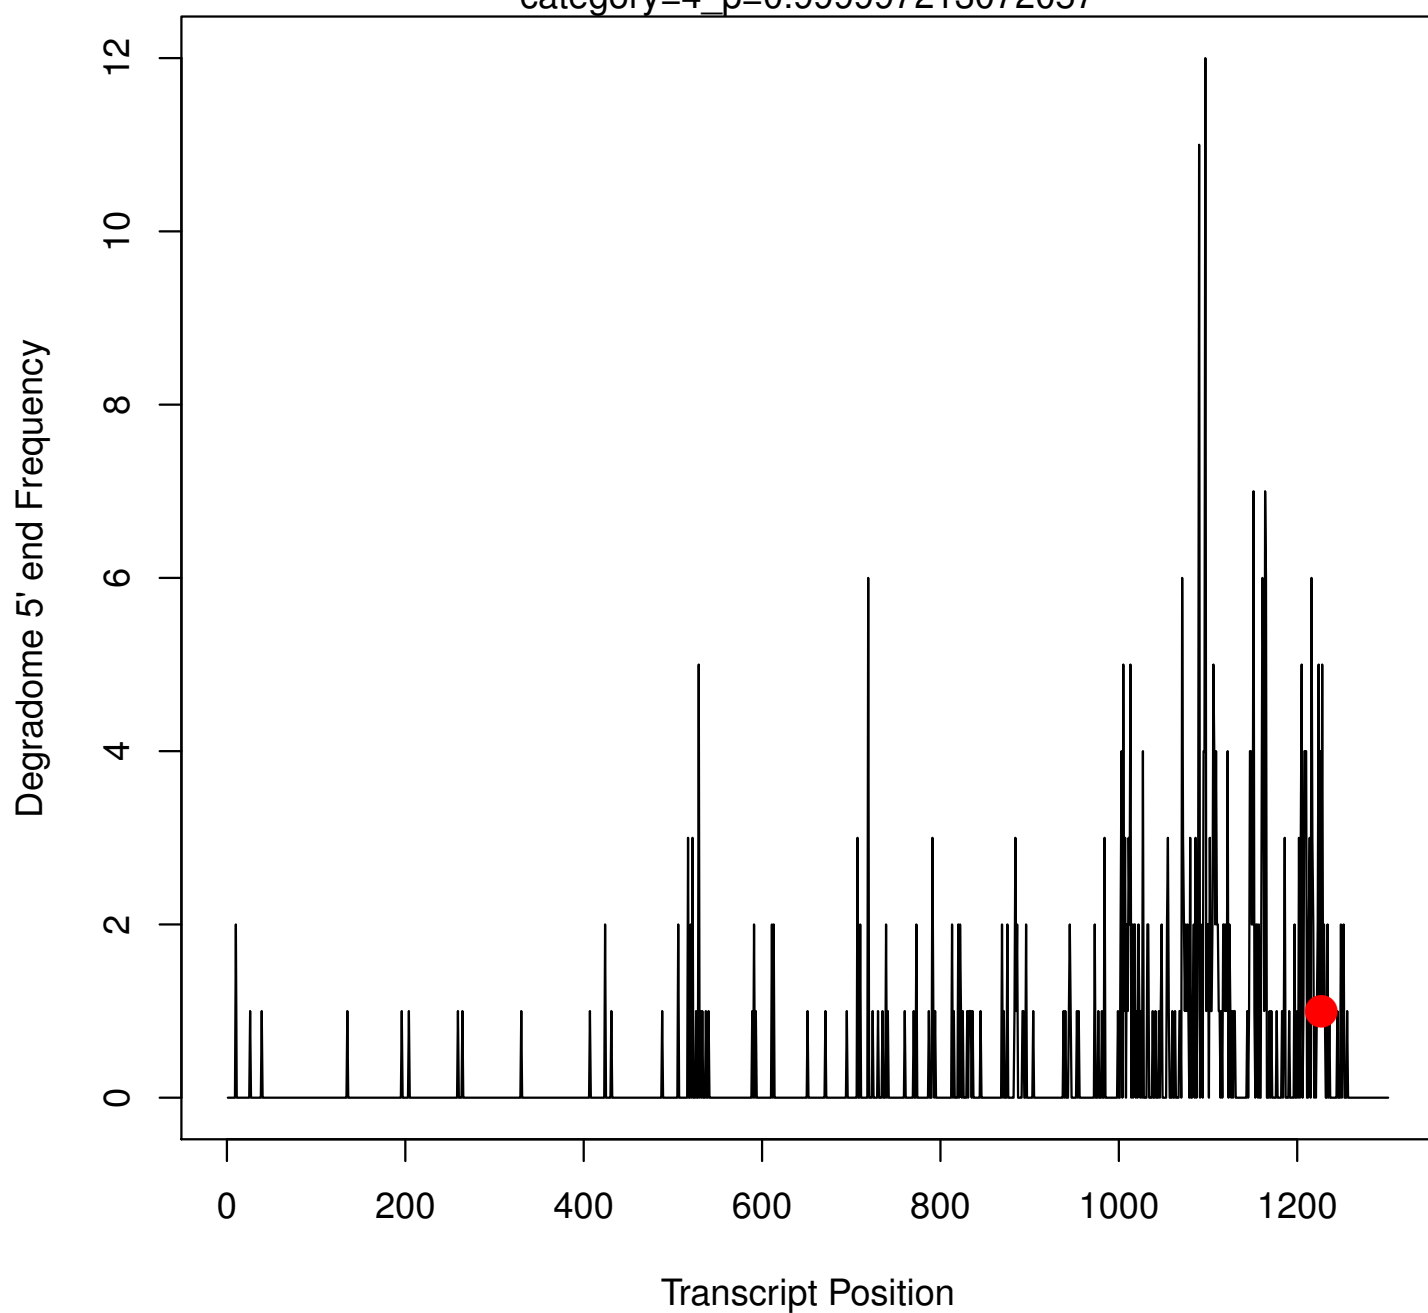

T=chr18.gff3\_MRNA\_VIT\_18s0157g00020.t01\_Q=miCR102\_S=4285

category=4\_p=0.999840773186614

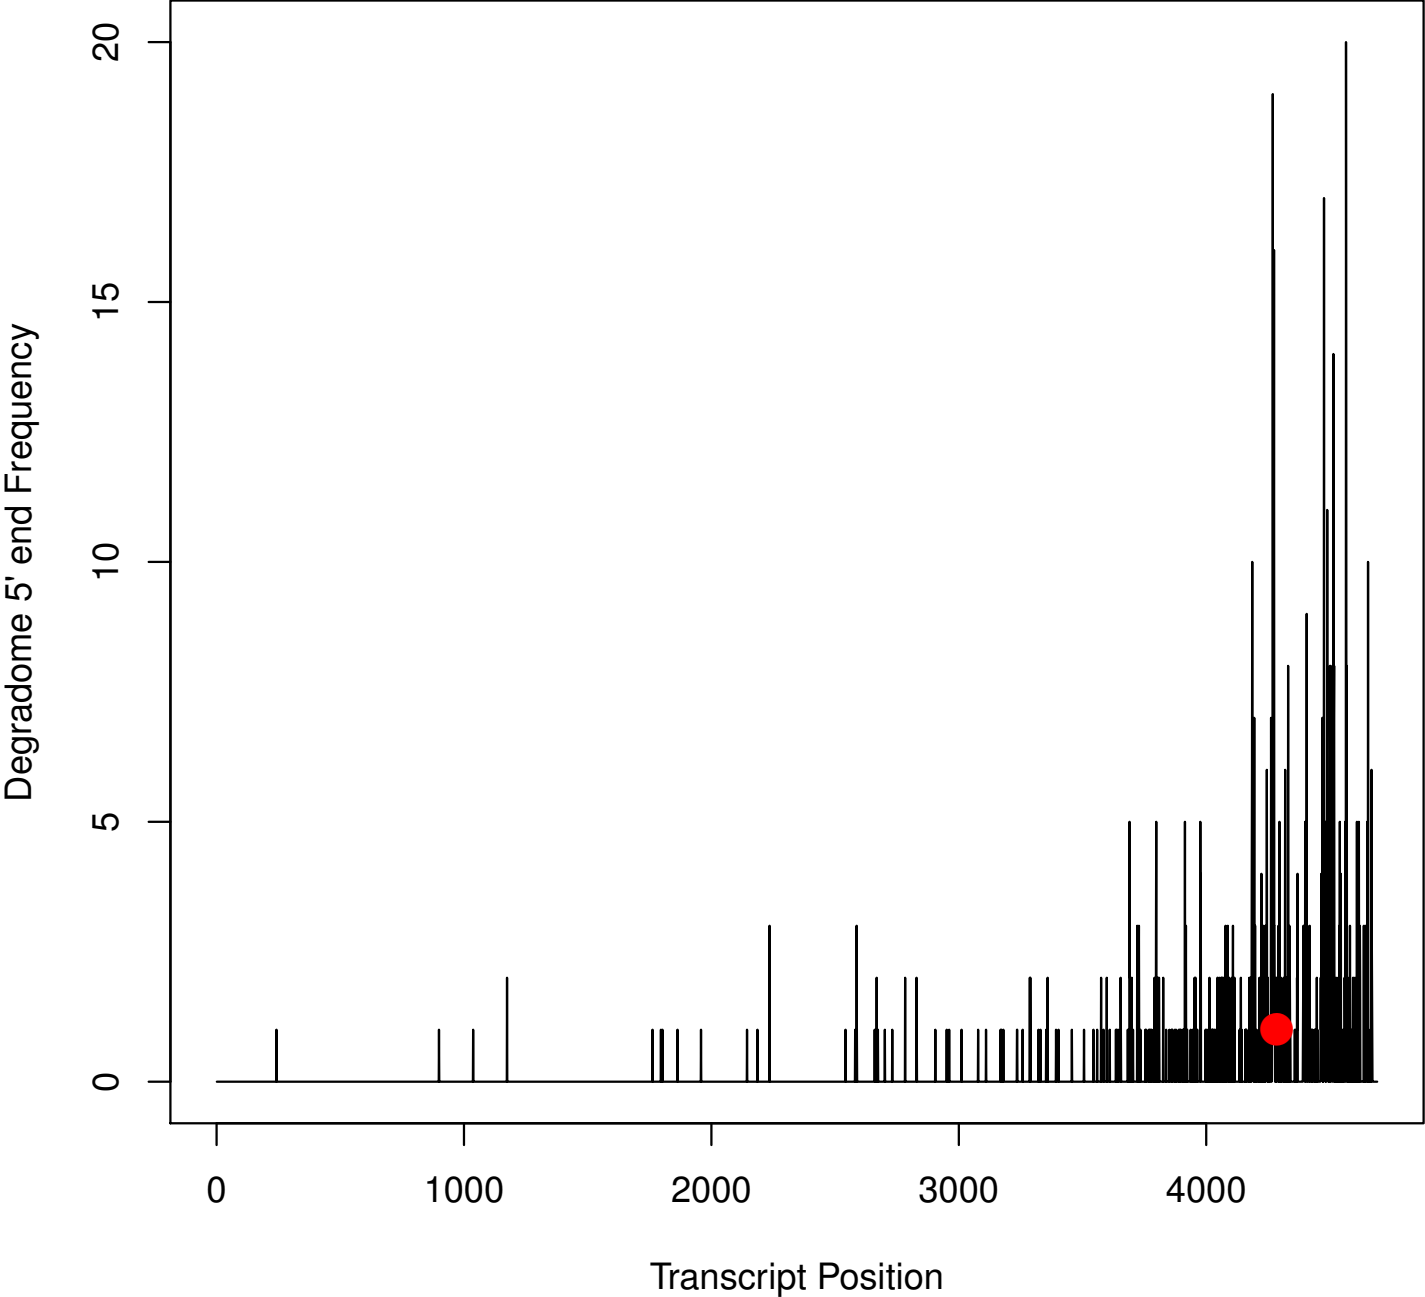

T=chr19.gff3\_MRNA\_VIT\_19s0014g00860.t01\_Q=miCR102\_S=1629

category=2\_p=0.99260438535348

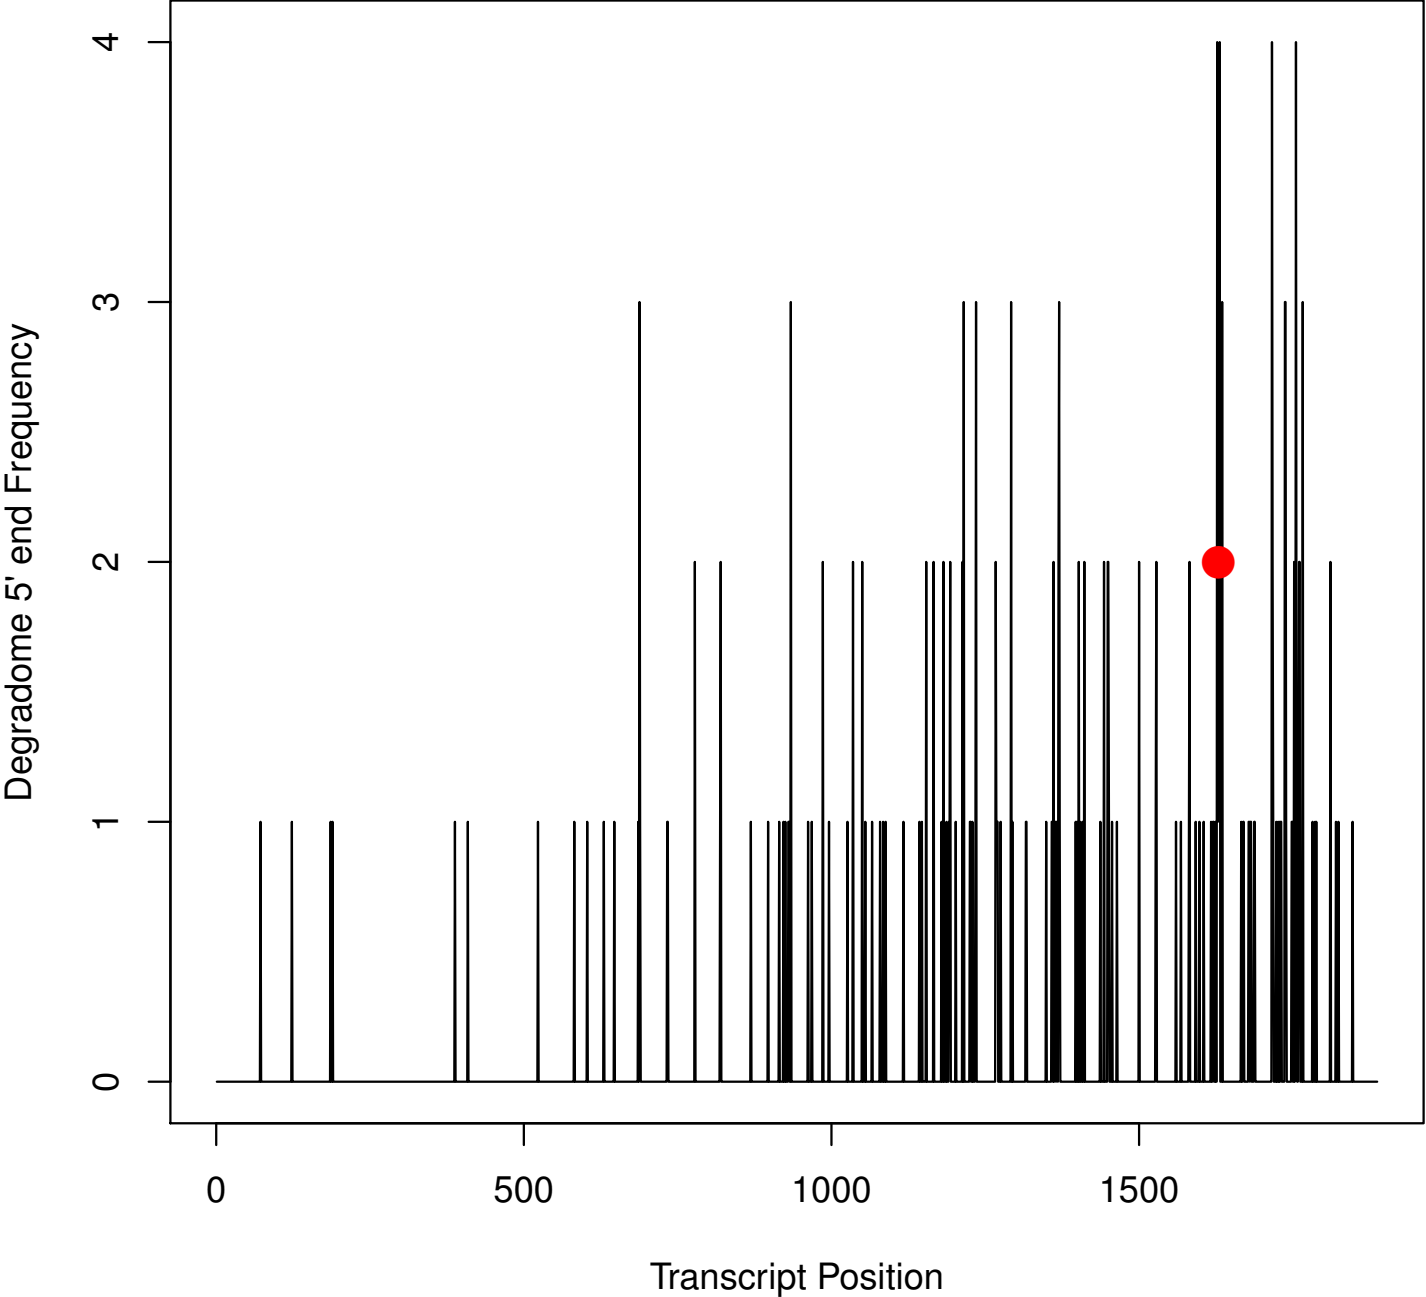

T=chr19.gff3\_MRNA\_VIT\_19s0014g02400.t01\_Q=miCR102\_S=292

category=3\_p=0.80604505149352

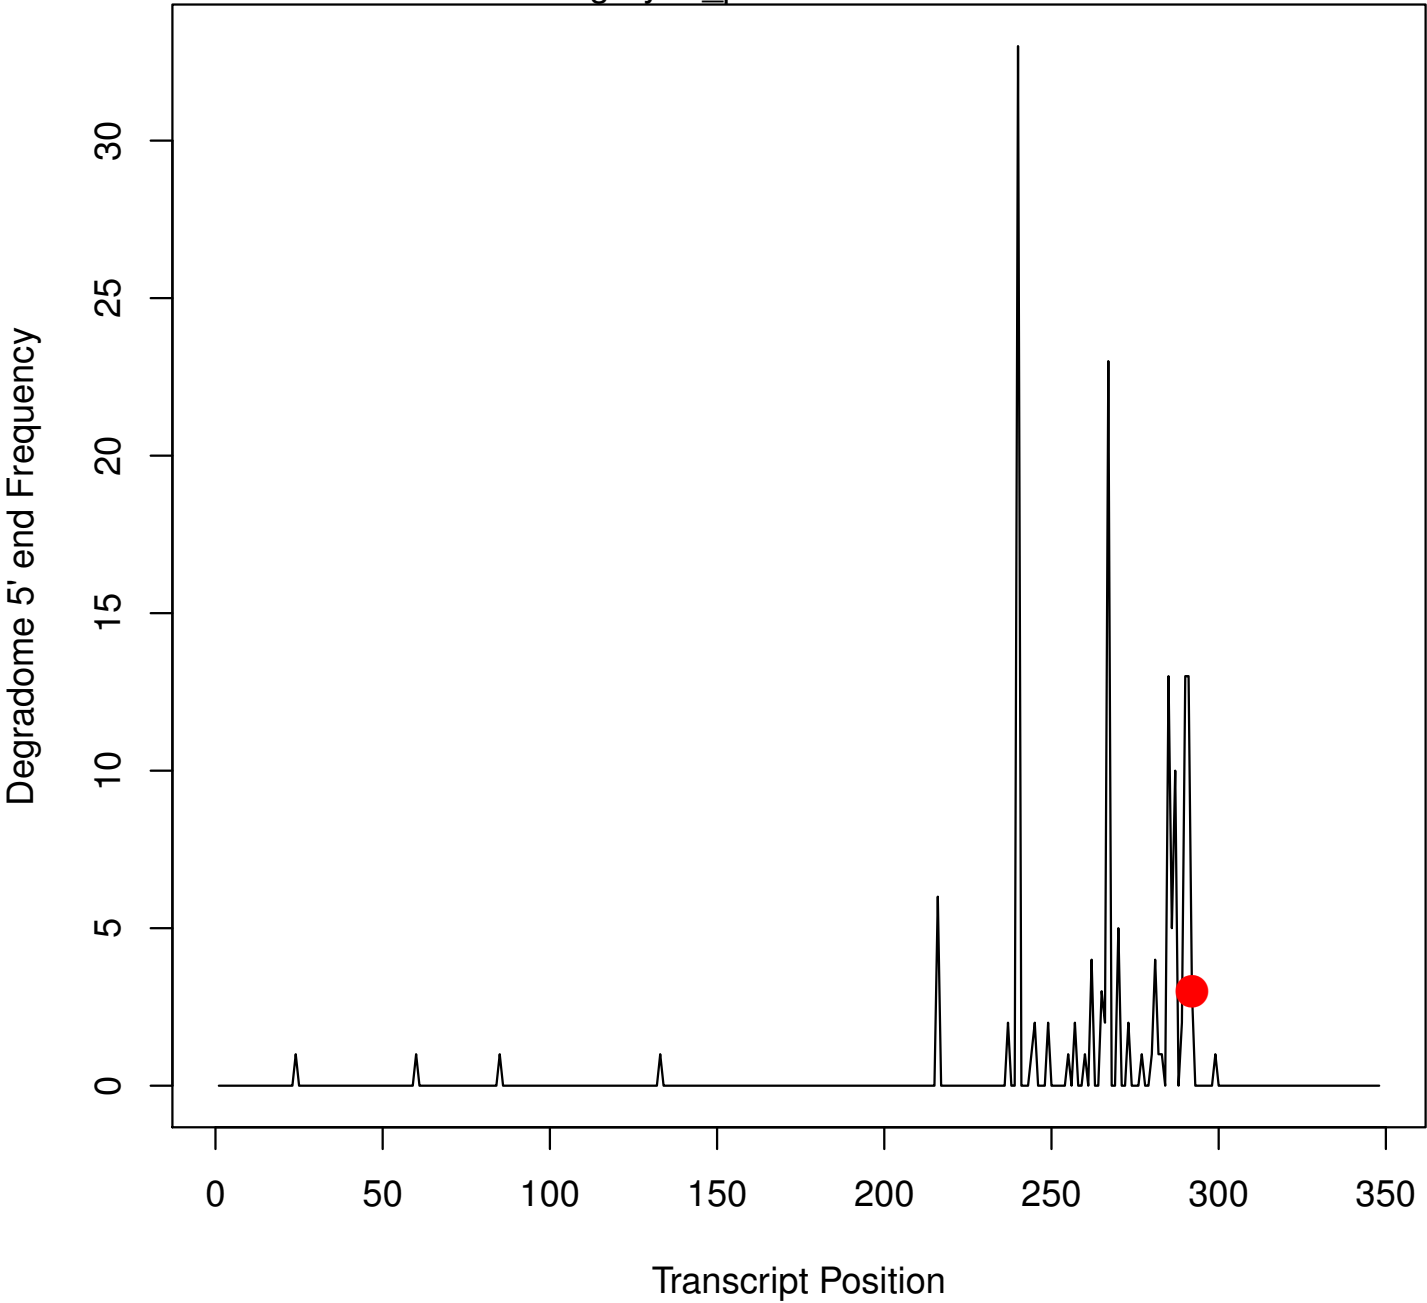

T=chr19.gff3\_MRNA\_VIT\_19s0014g03290.t01\_Q=miCR102\_S=597

category=2\_p=0.0146273057223836

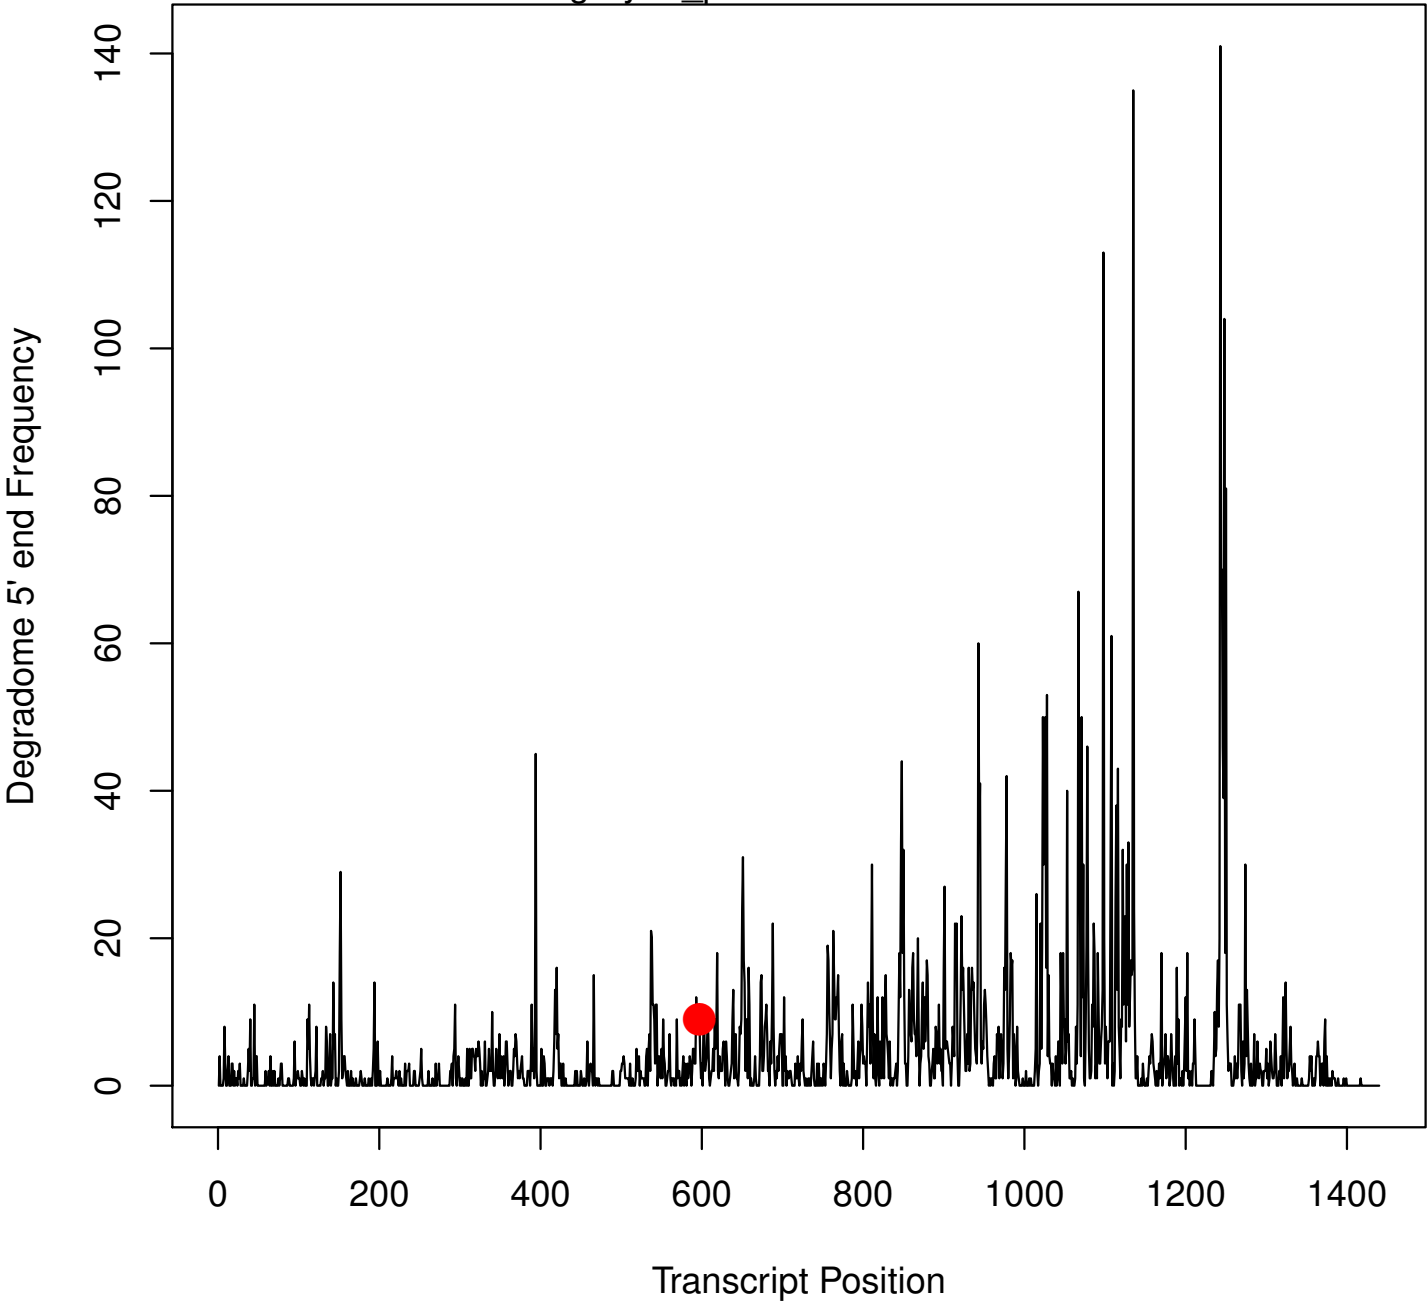

T=chrUn.gff3\_MRNA\_VIT\_00s0499g00030.t01\_Q=miCR102\_S=1053

category=4\_p=0.99913231917327

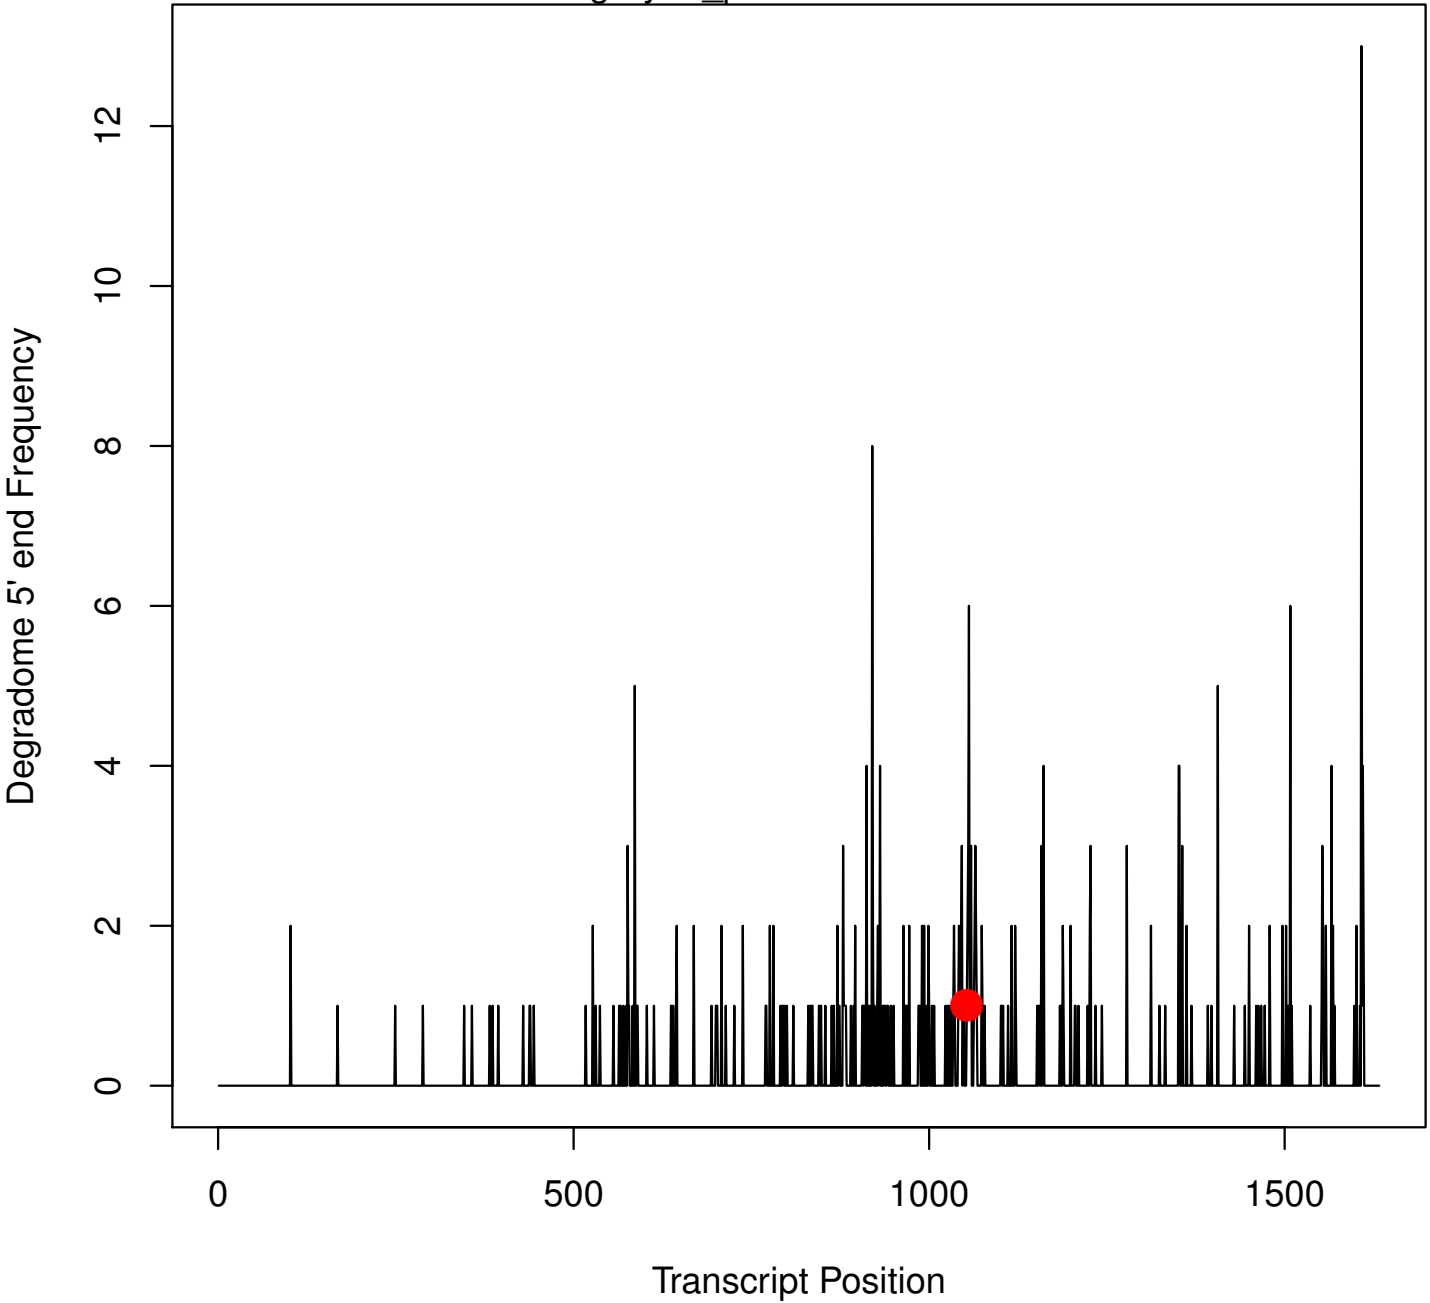

T=chr18.gff3\_MRNA\_VIT\_18s0122g01080.t01\_Q=miRC103\_S=3338

category=2\_p=0.4116729179554

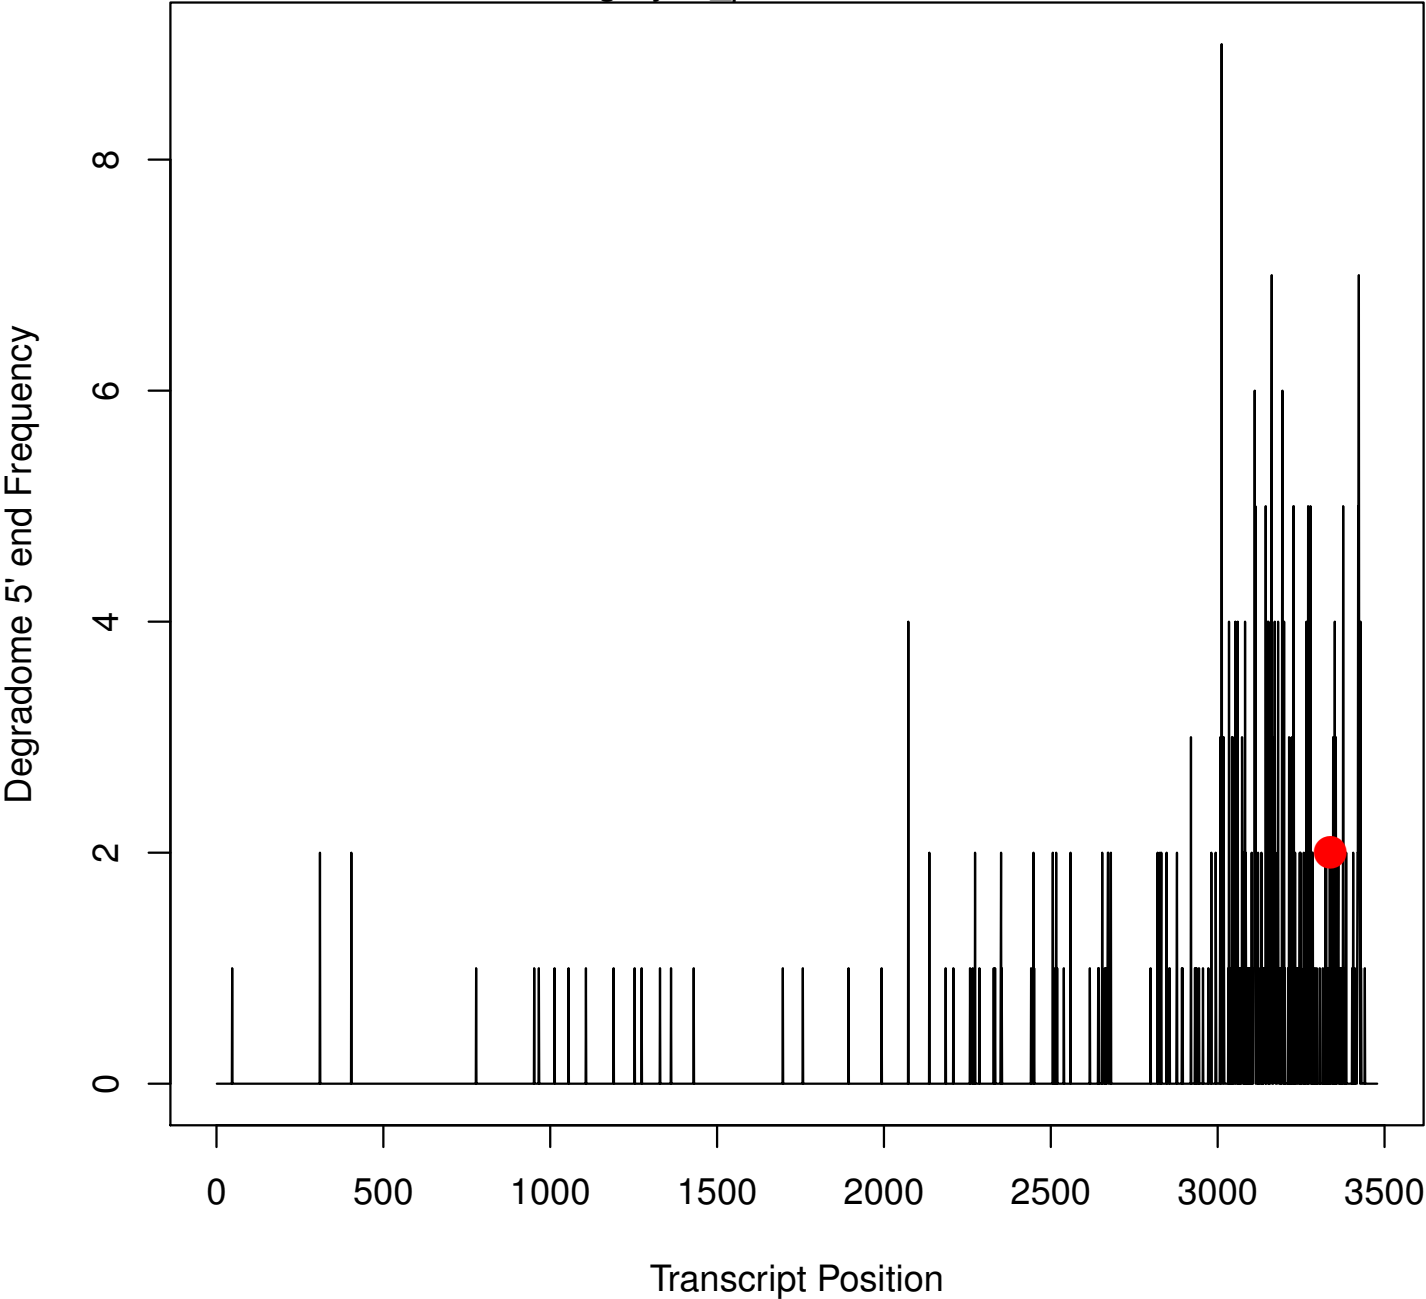

T=chr4.gff3\_MRNA\_VIT\_04s0008g03570.t01\_Q=miRC104\_S=1128

category=4\_p=0.75291901439335

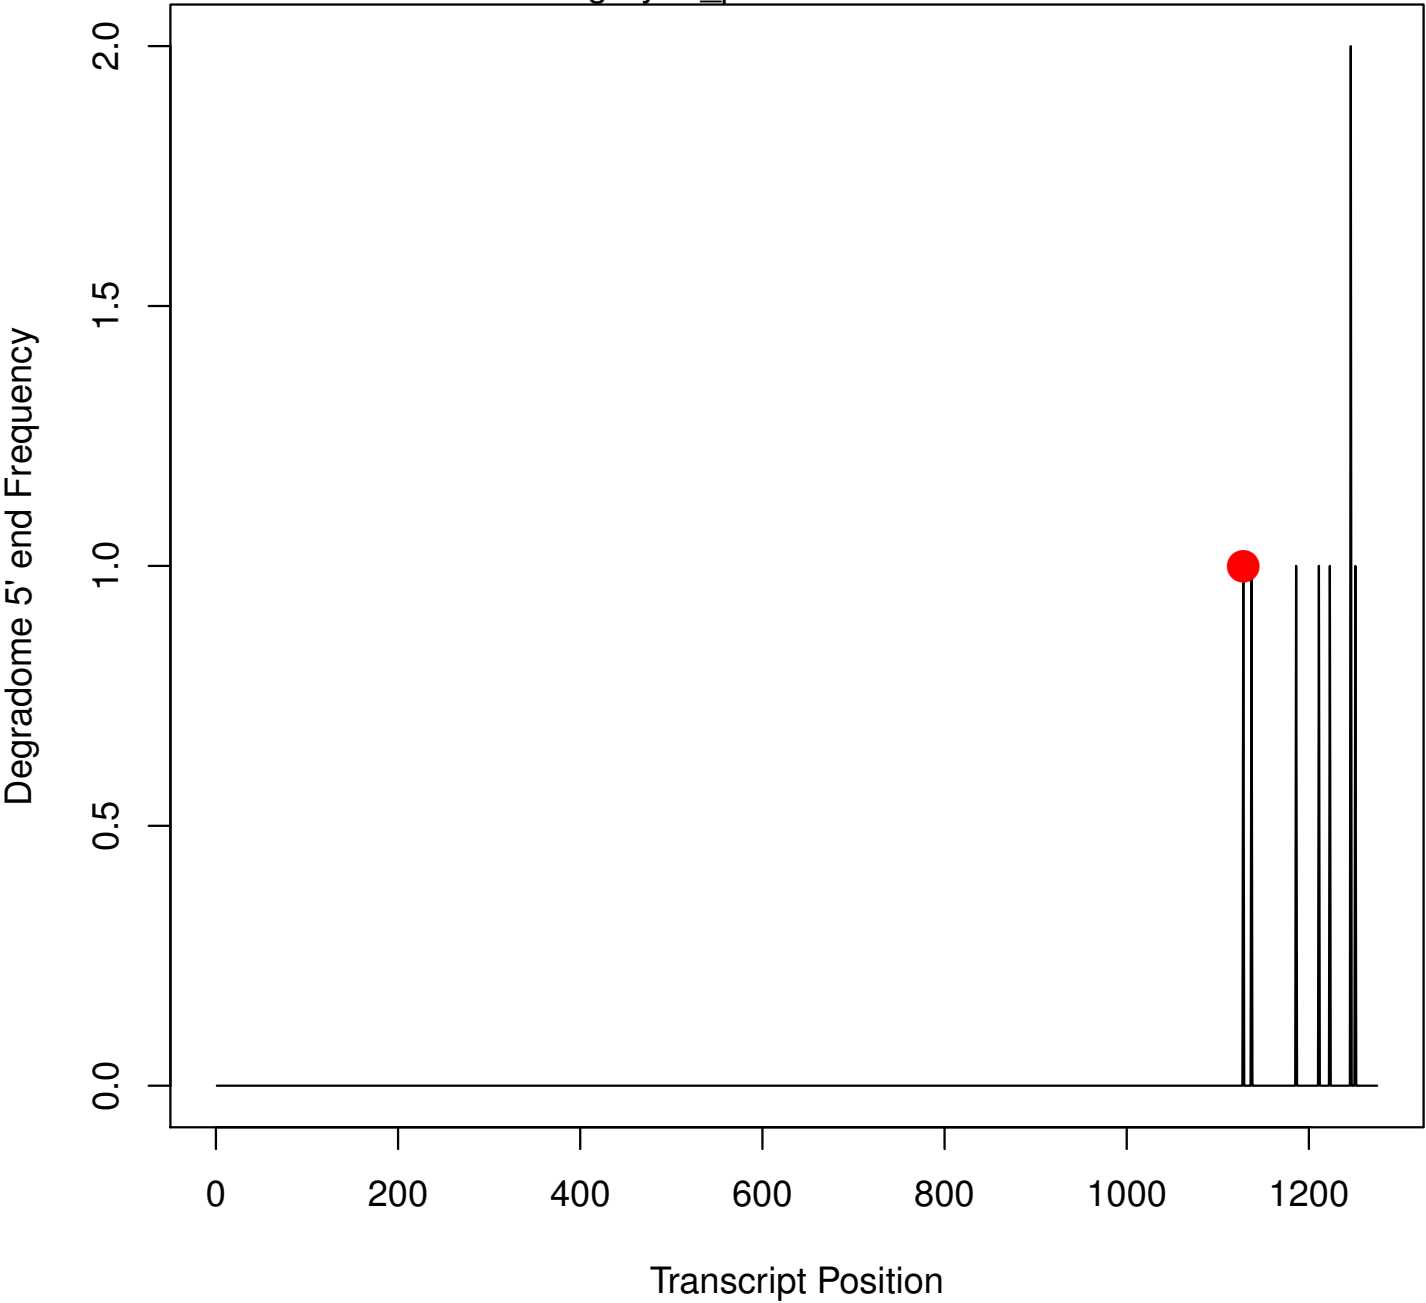

**T=chr4.gff3\_MRNA\_VIT\_04s0008g04220.t01\_Q=miRC104\_S=945**

category=2\_p=0.244194681690093

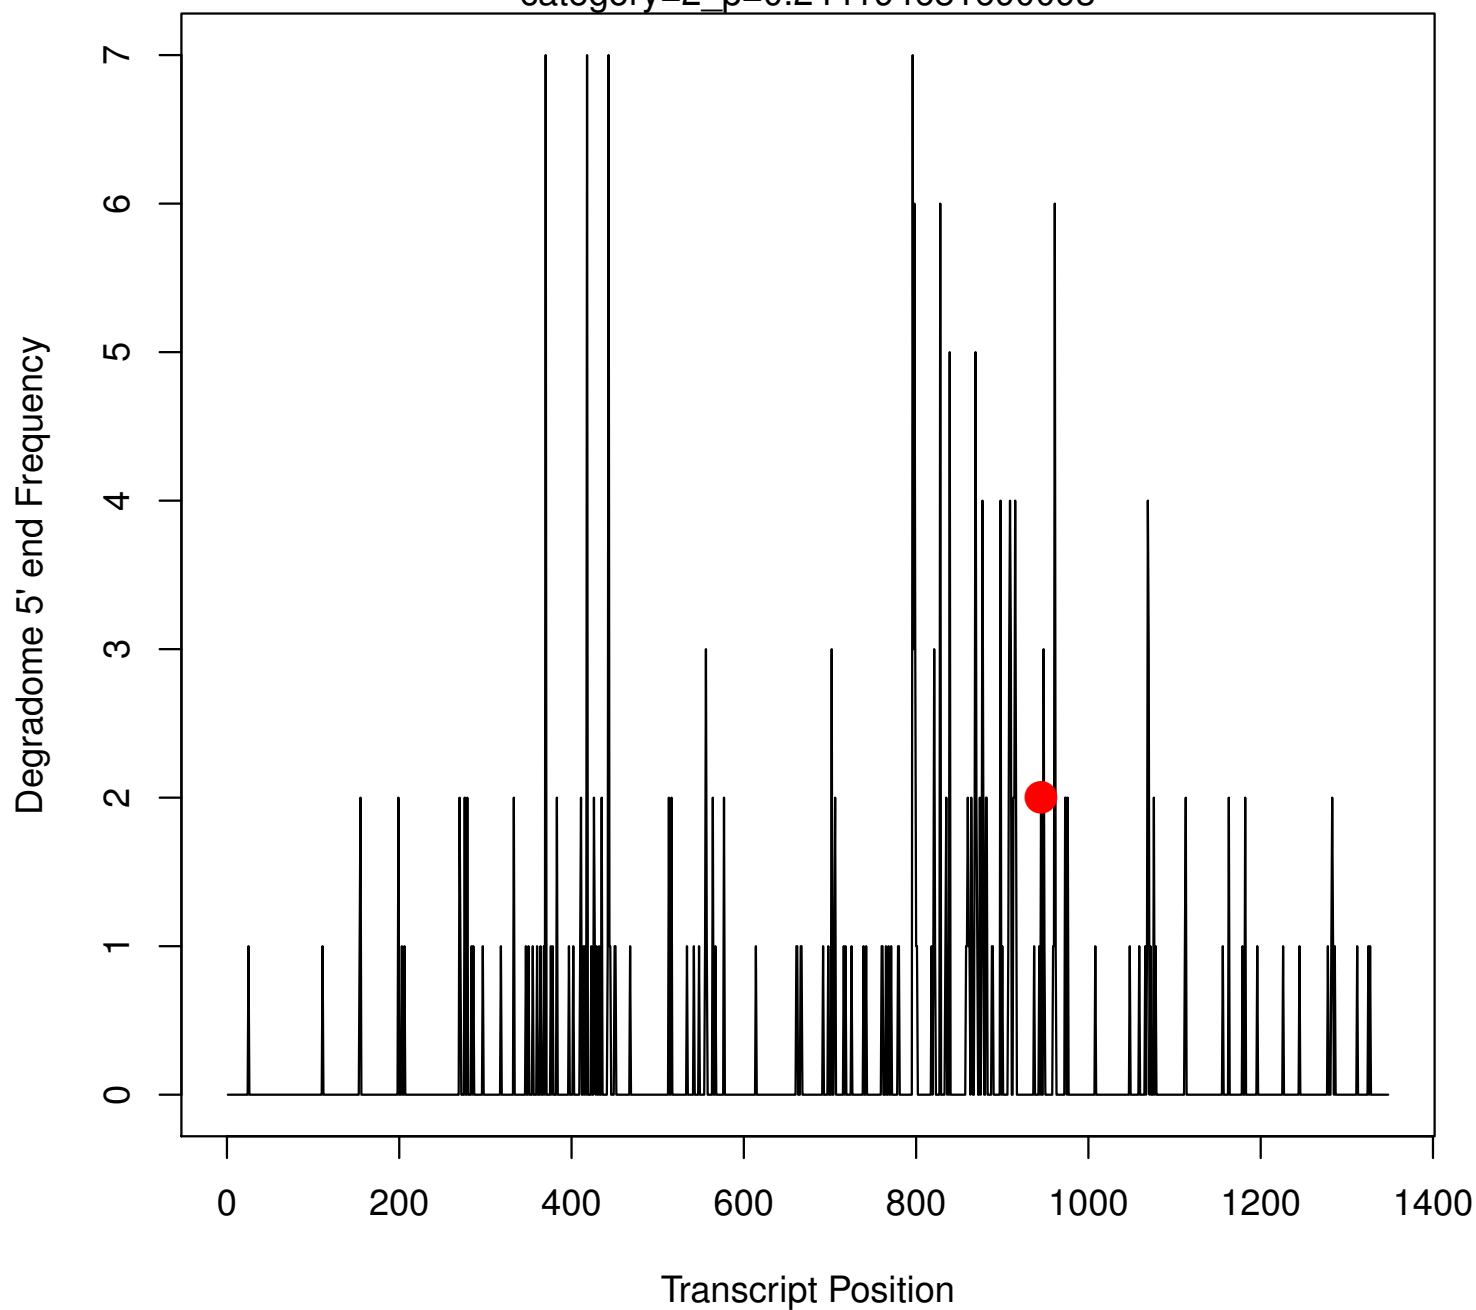

T=chr4.gff3\_MRNA\_VIT\_04s0023g01040.t01\_Q=miRC104\_S=1180

category=4\_p=0.991679455827154

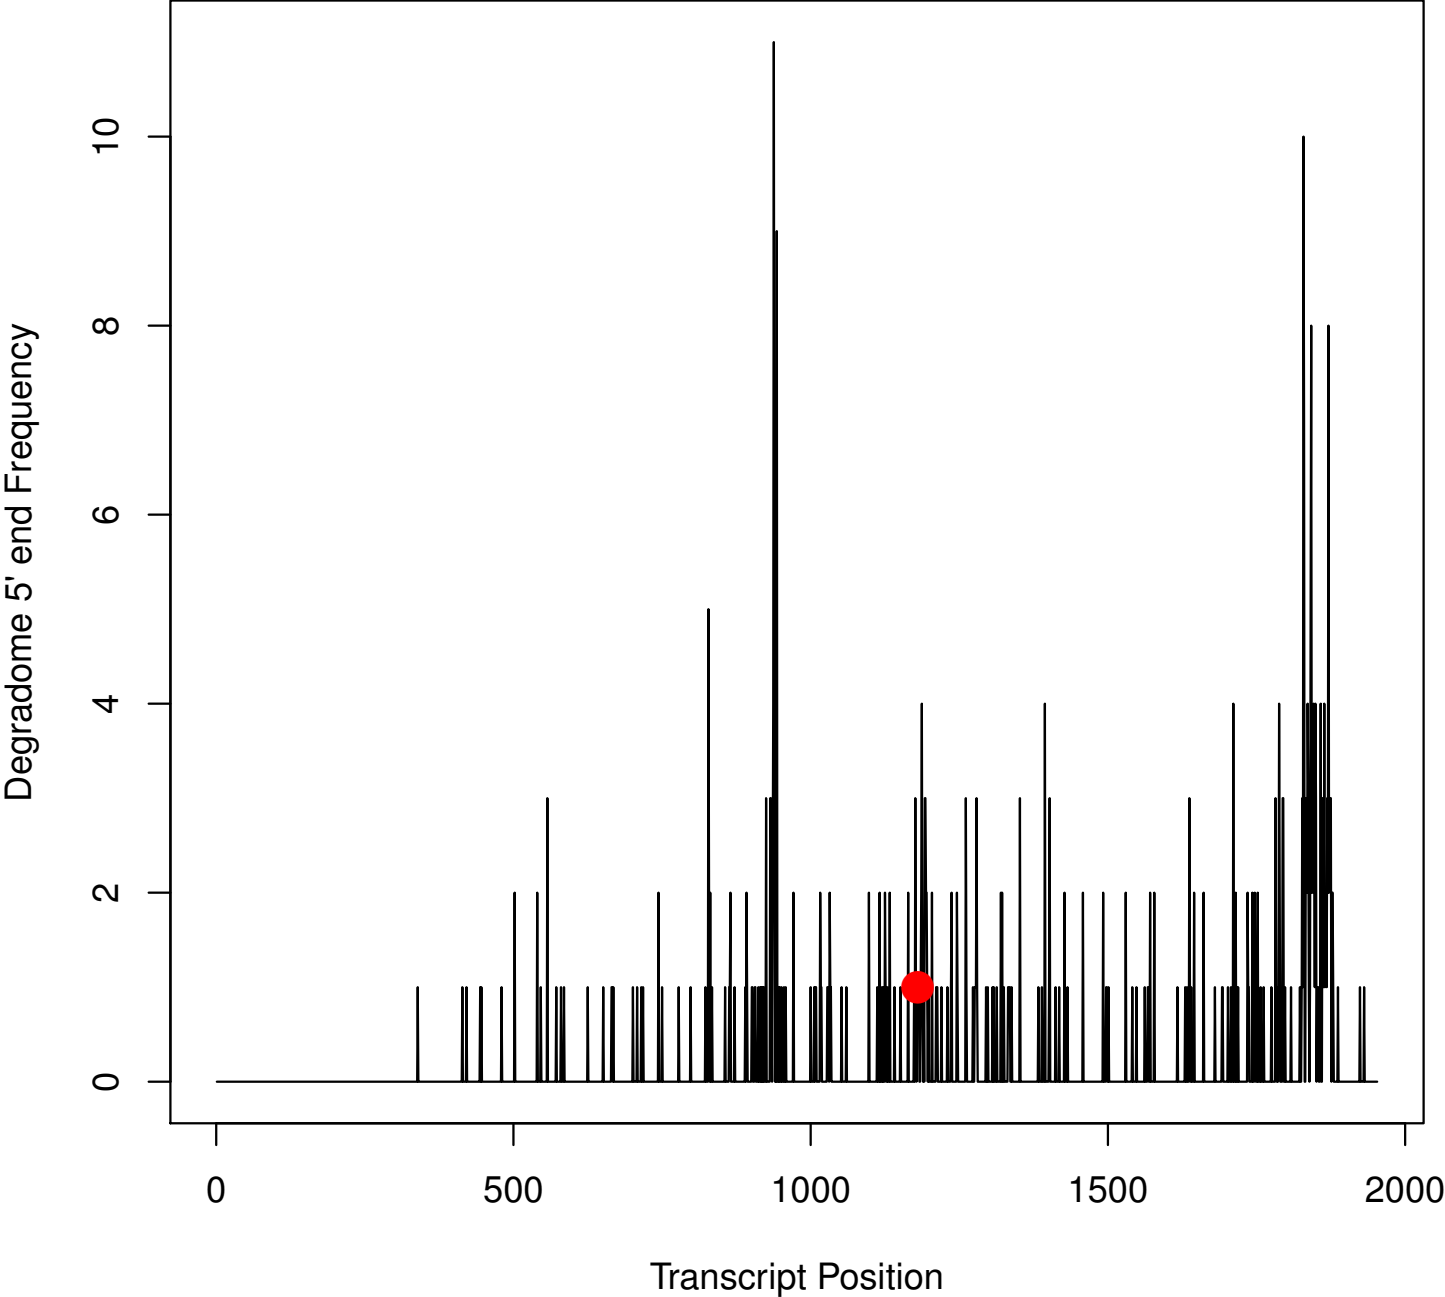

T=chr5.gff3\_MRNA\_VIT\_05s0094g01000.t01\_Q=miRC104\_S=1598

category=2\_p=0.4116729179554

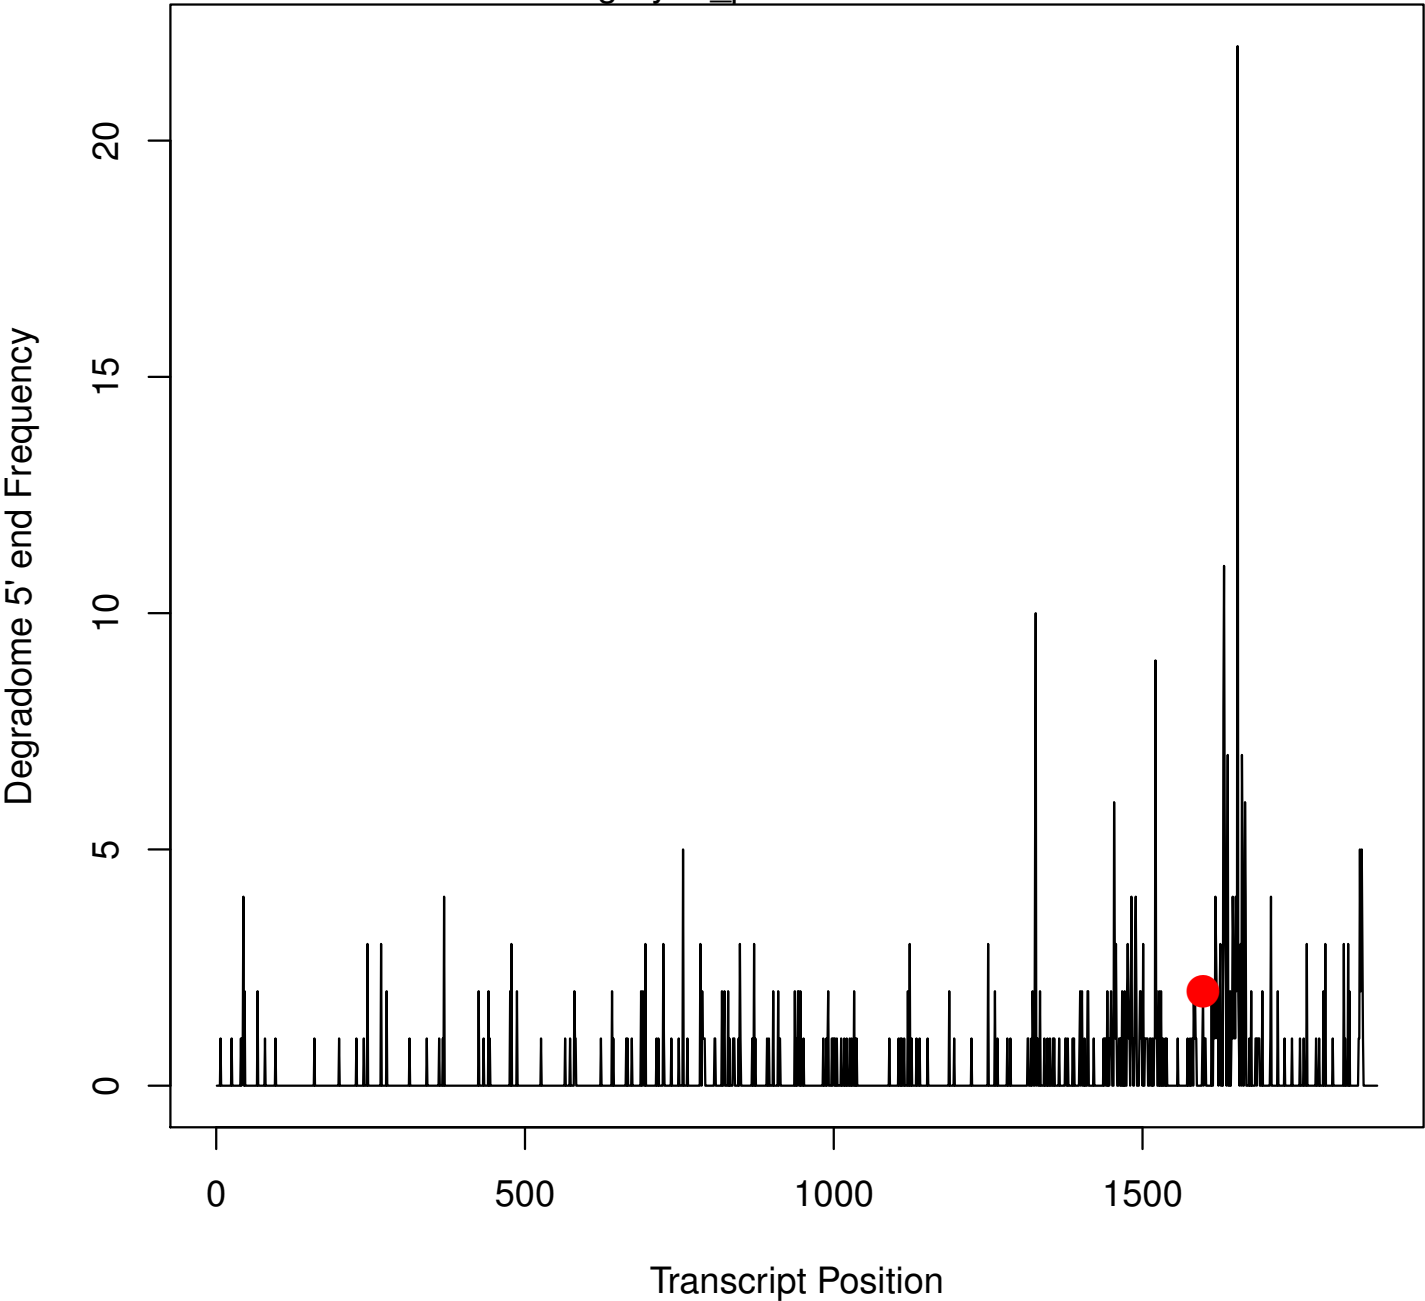

T=chr6.gff3\_MRNA\_VIT\_06s0004g01140.t01\_Q=miRC104\_S=1772

category=2\_p=0.338066053926312

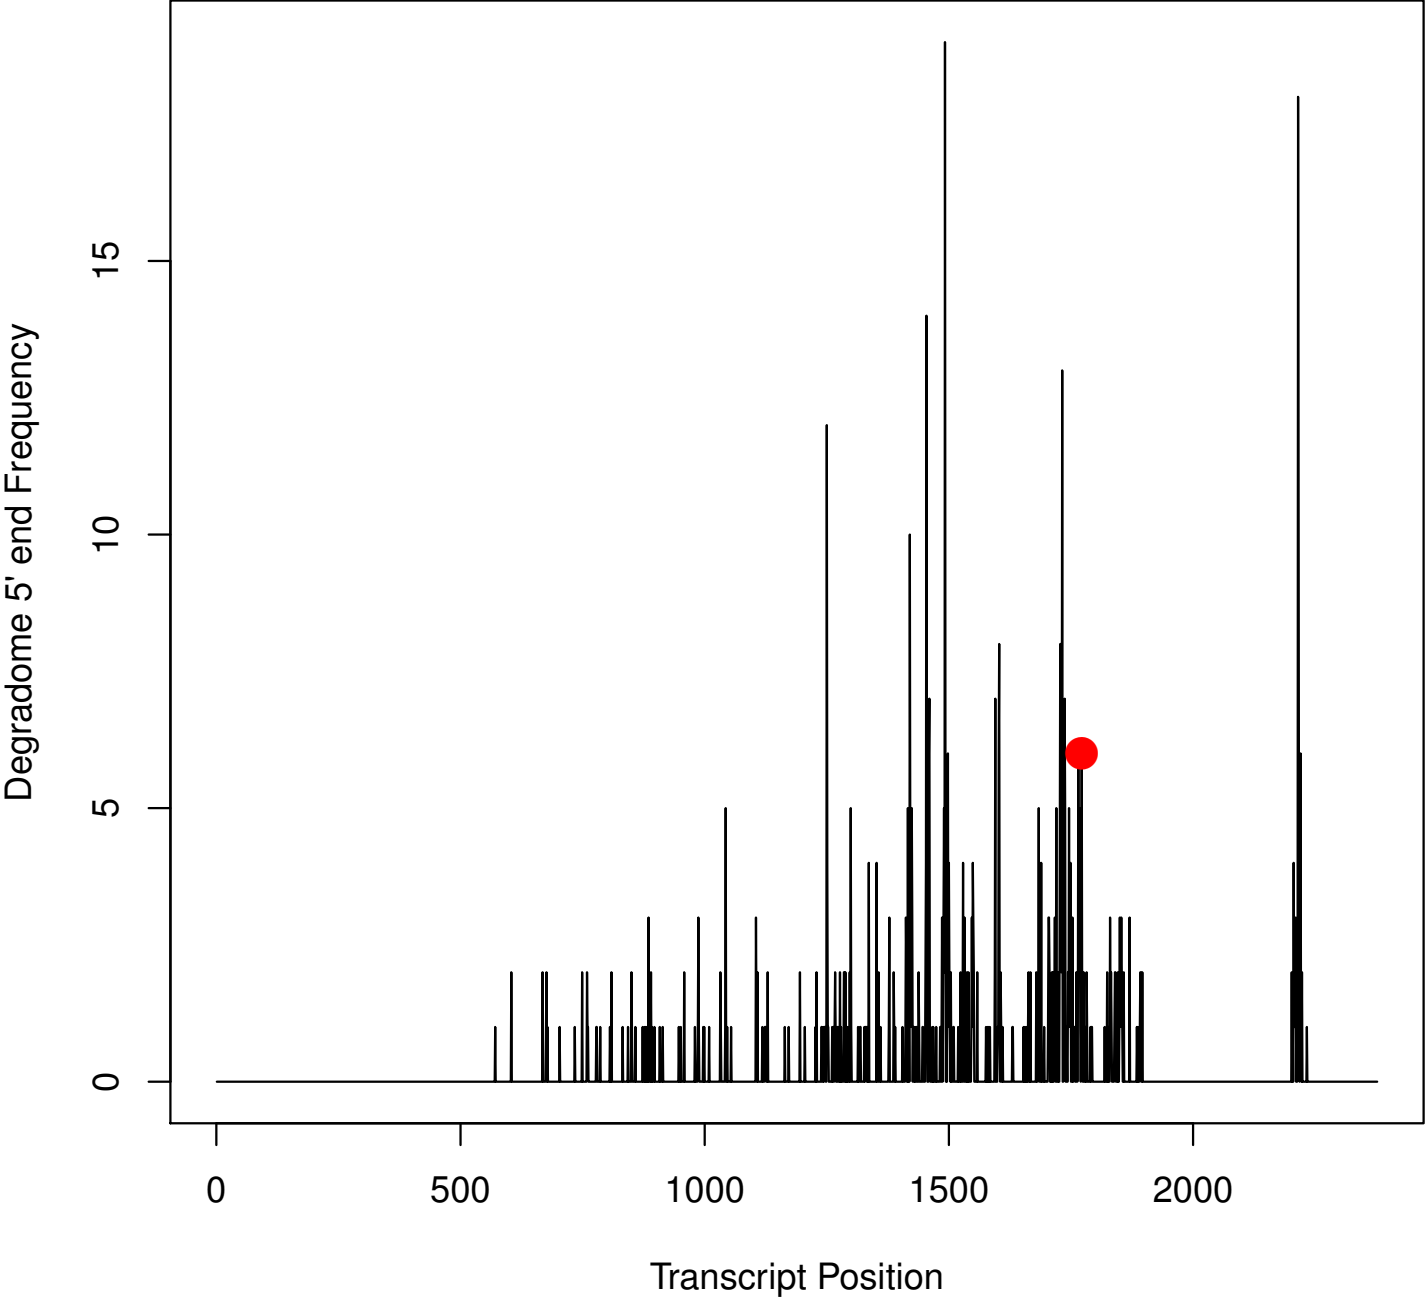

T=chr7.gff3\_MRNA\_VIT\_07s0005g04420.t01\_Q=miRC104\_S=1899

category=4\_p=0.767189426534641

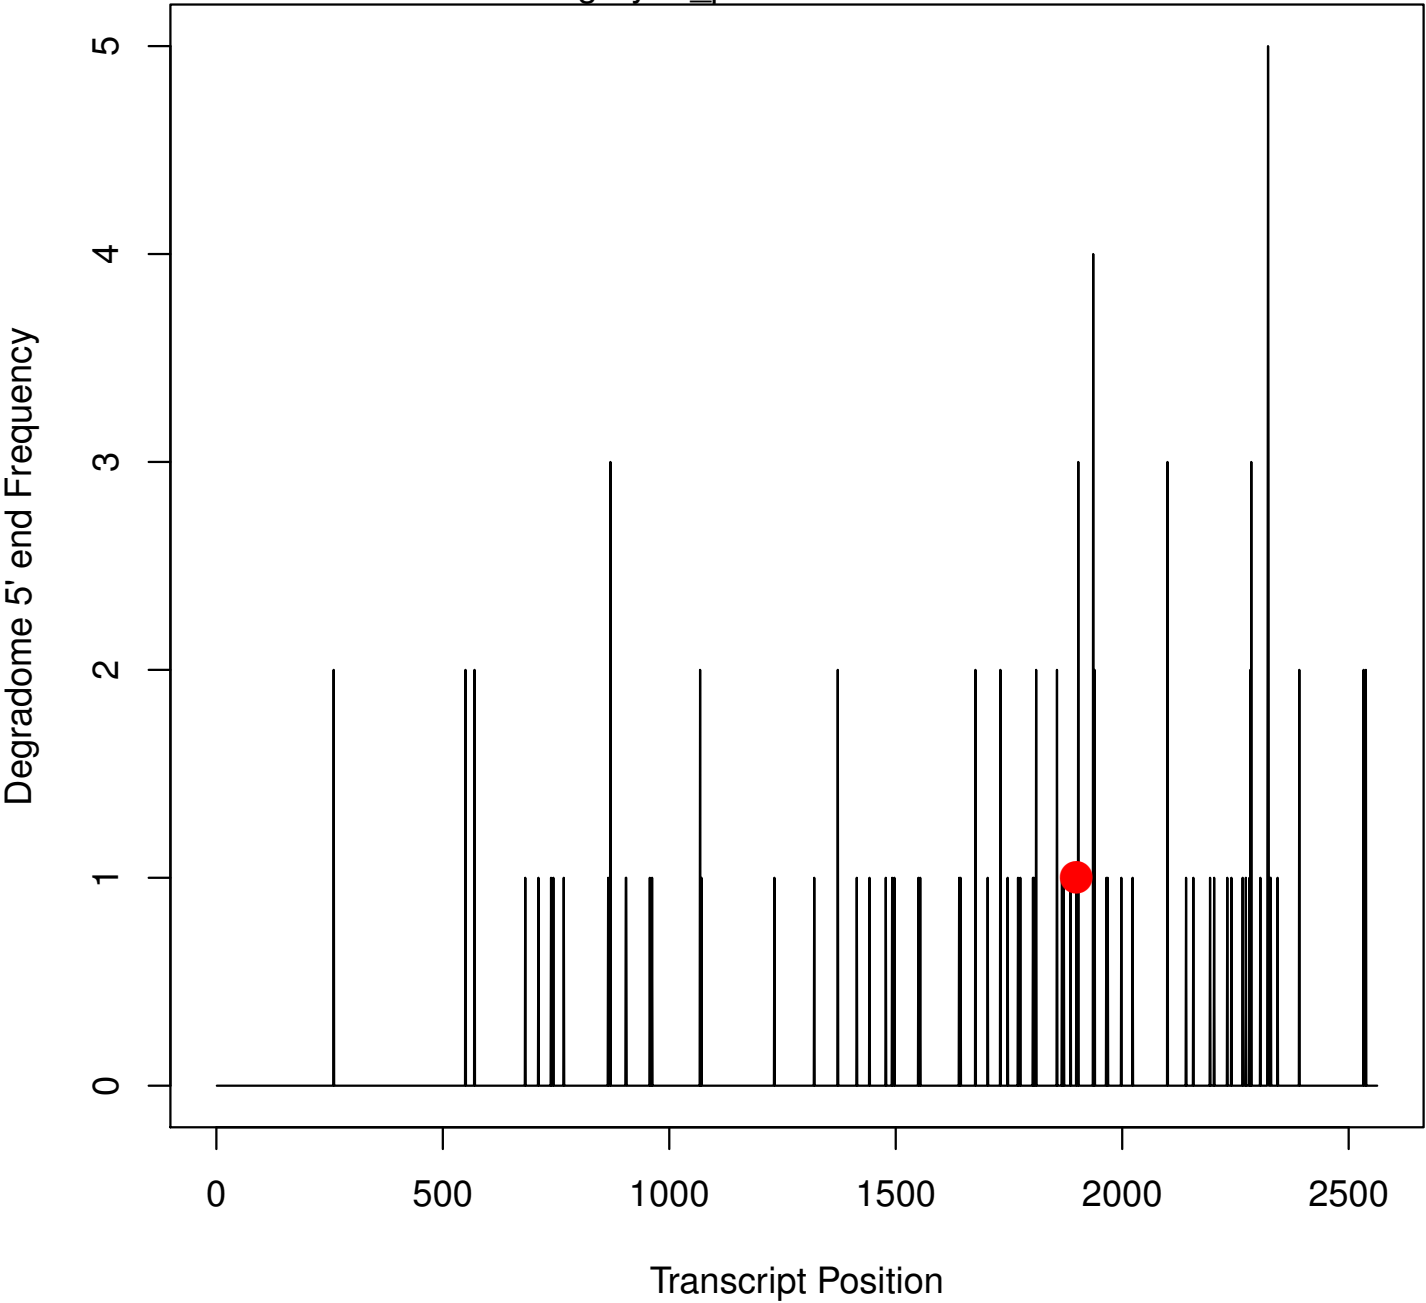

**T=chr7.gff3\_MRNA\_VIT\_07s0130g00320.t01\_Q=miRC104\_S=786**

category=4\_p=0.0293074694197401

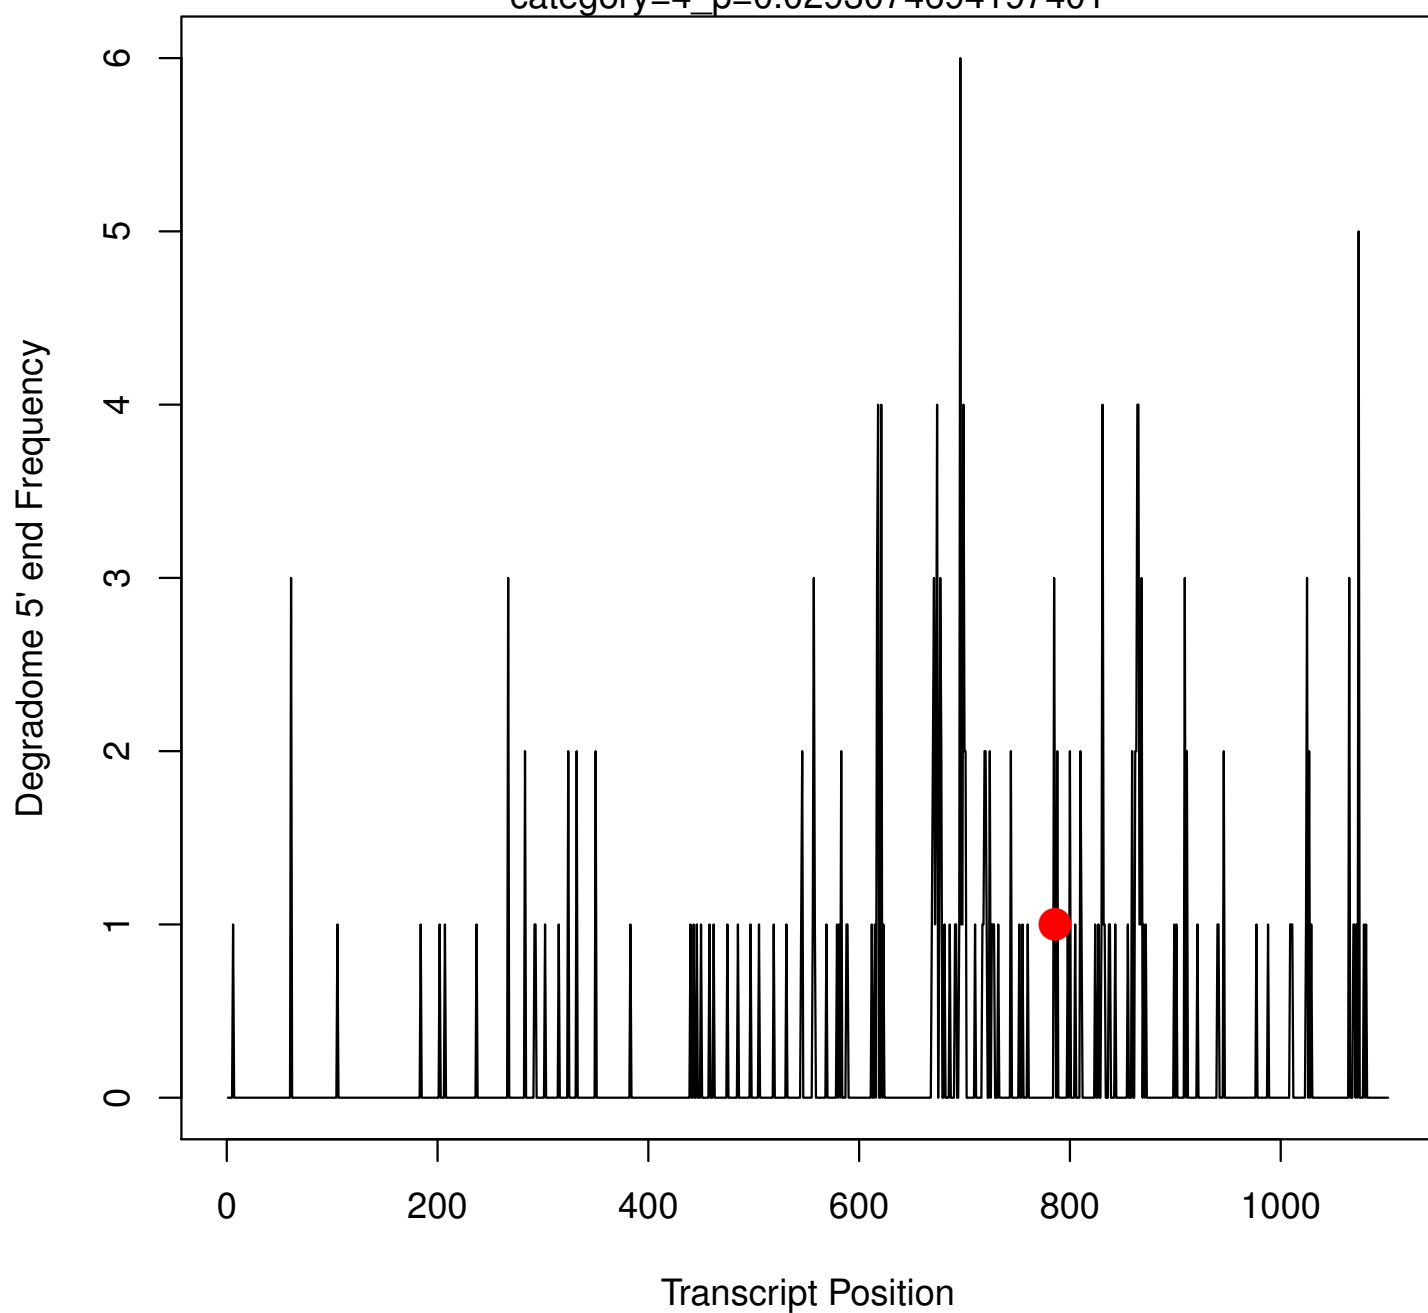

**T=chr7.gff3\_MRNA\_VIT\_07s0141g00290.t01\_Q=miRC104\_S=254**

category=0\_p=0.0520611851741214

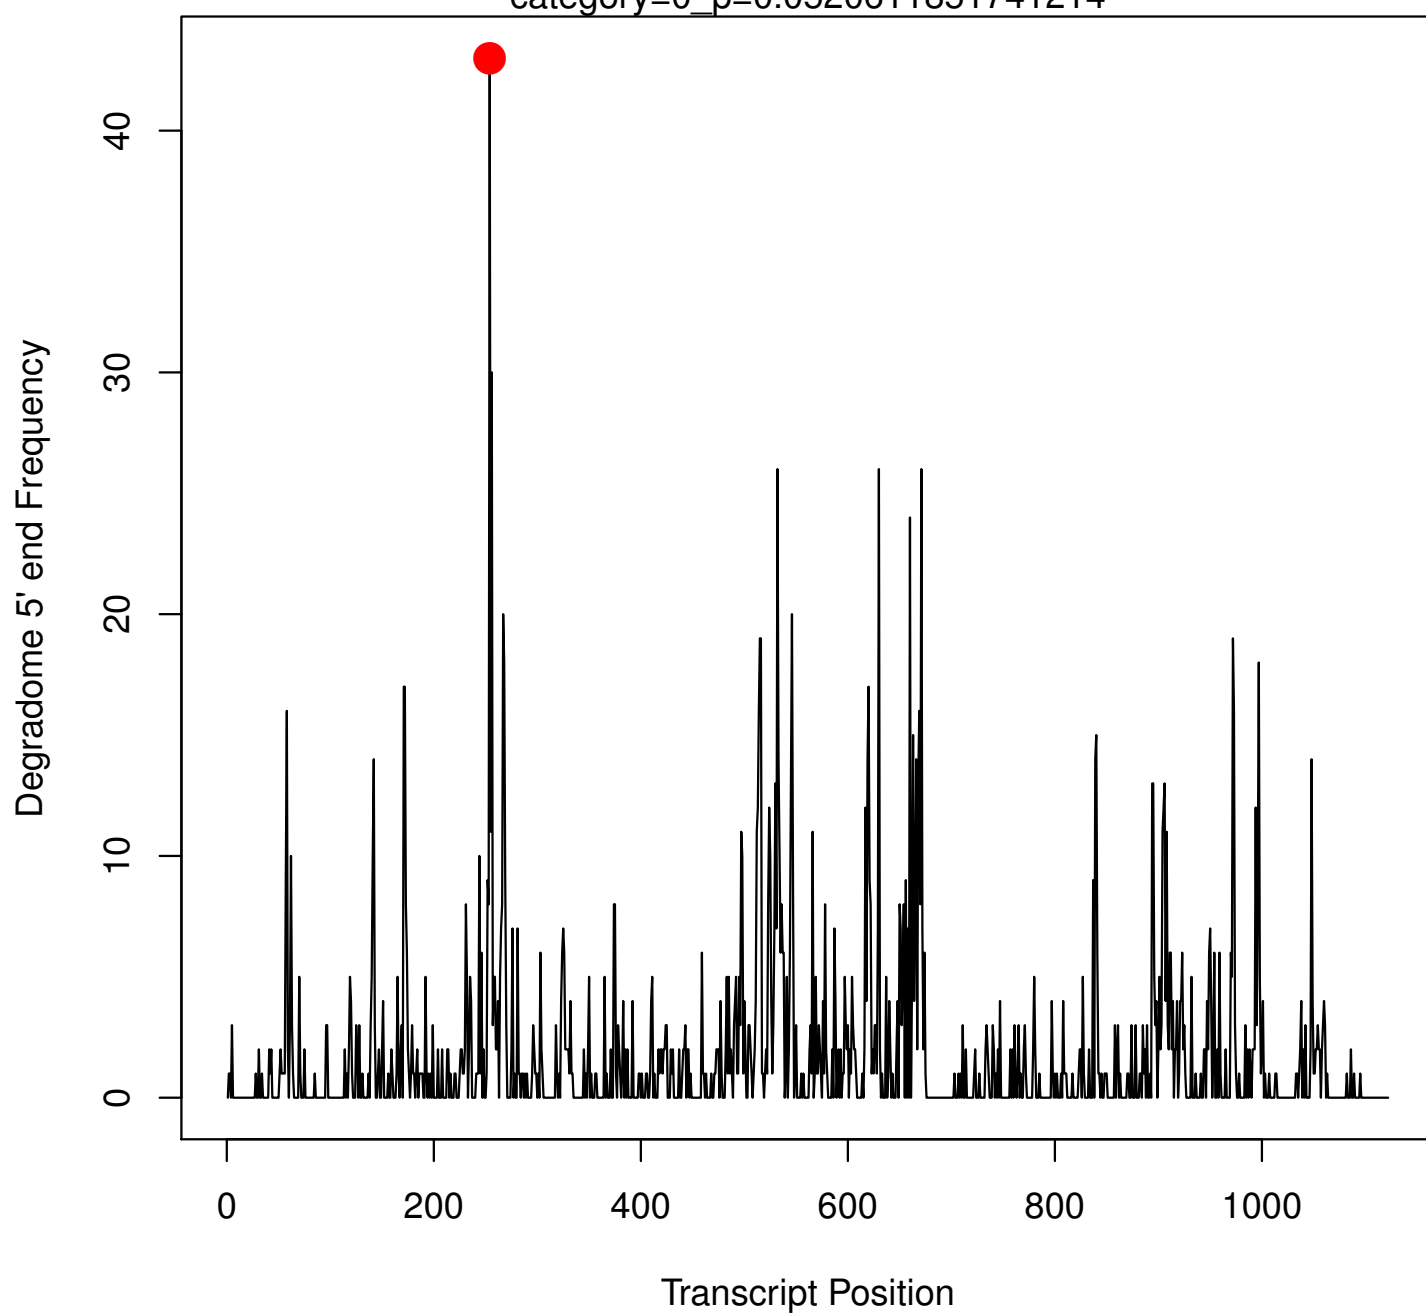

**T=chr8.gff3\_MRNA\_VIT\_08s0040g00520.t01\_Q=miRC104\_S=172**

category=3\_p=0.101293814693926

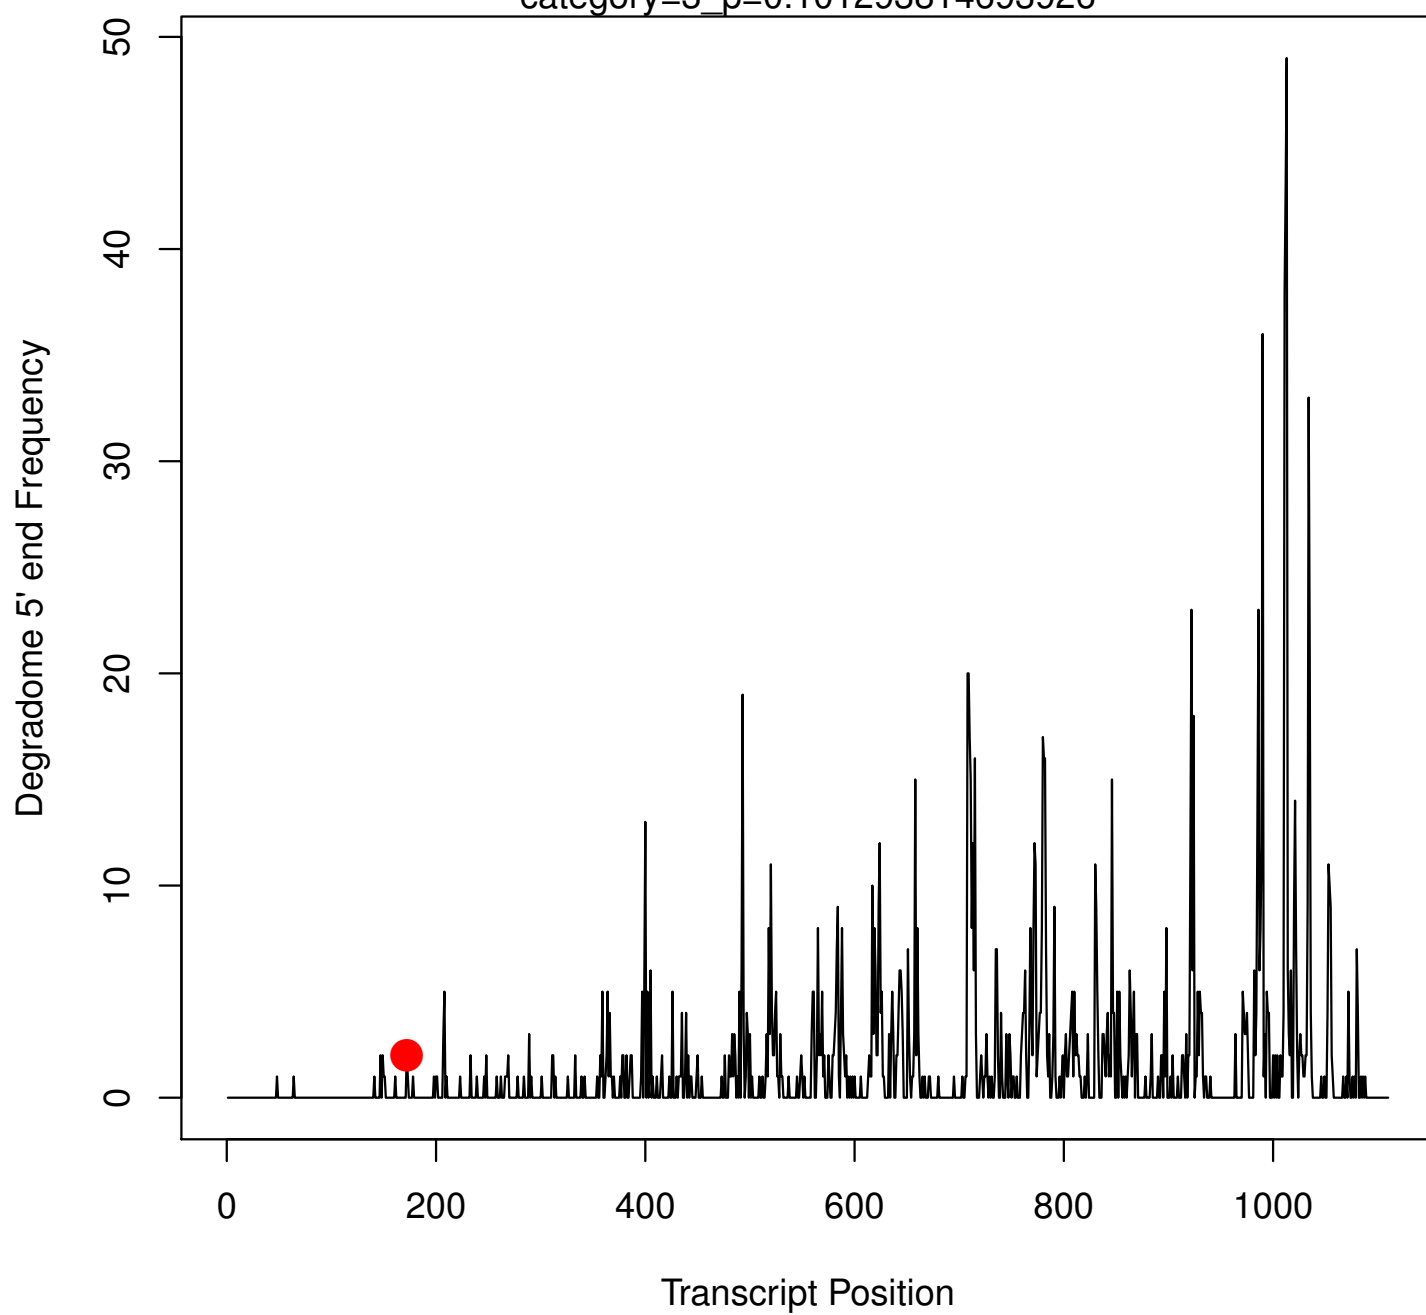

**T=chr9.gff3\_MRNA\_VIT\_09s0002g04100.t01\_Q=miRC104\_S=443**

category=4\_p=0.976433631805287

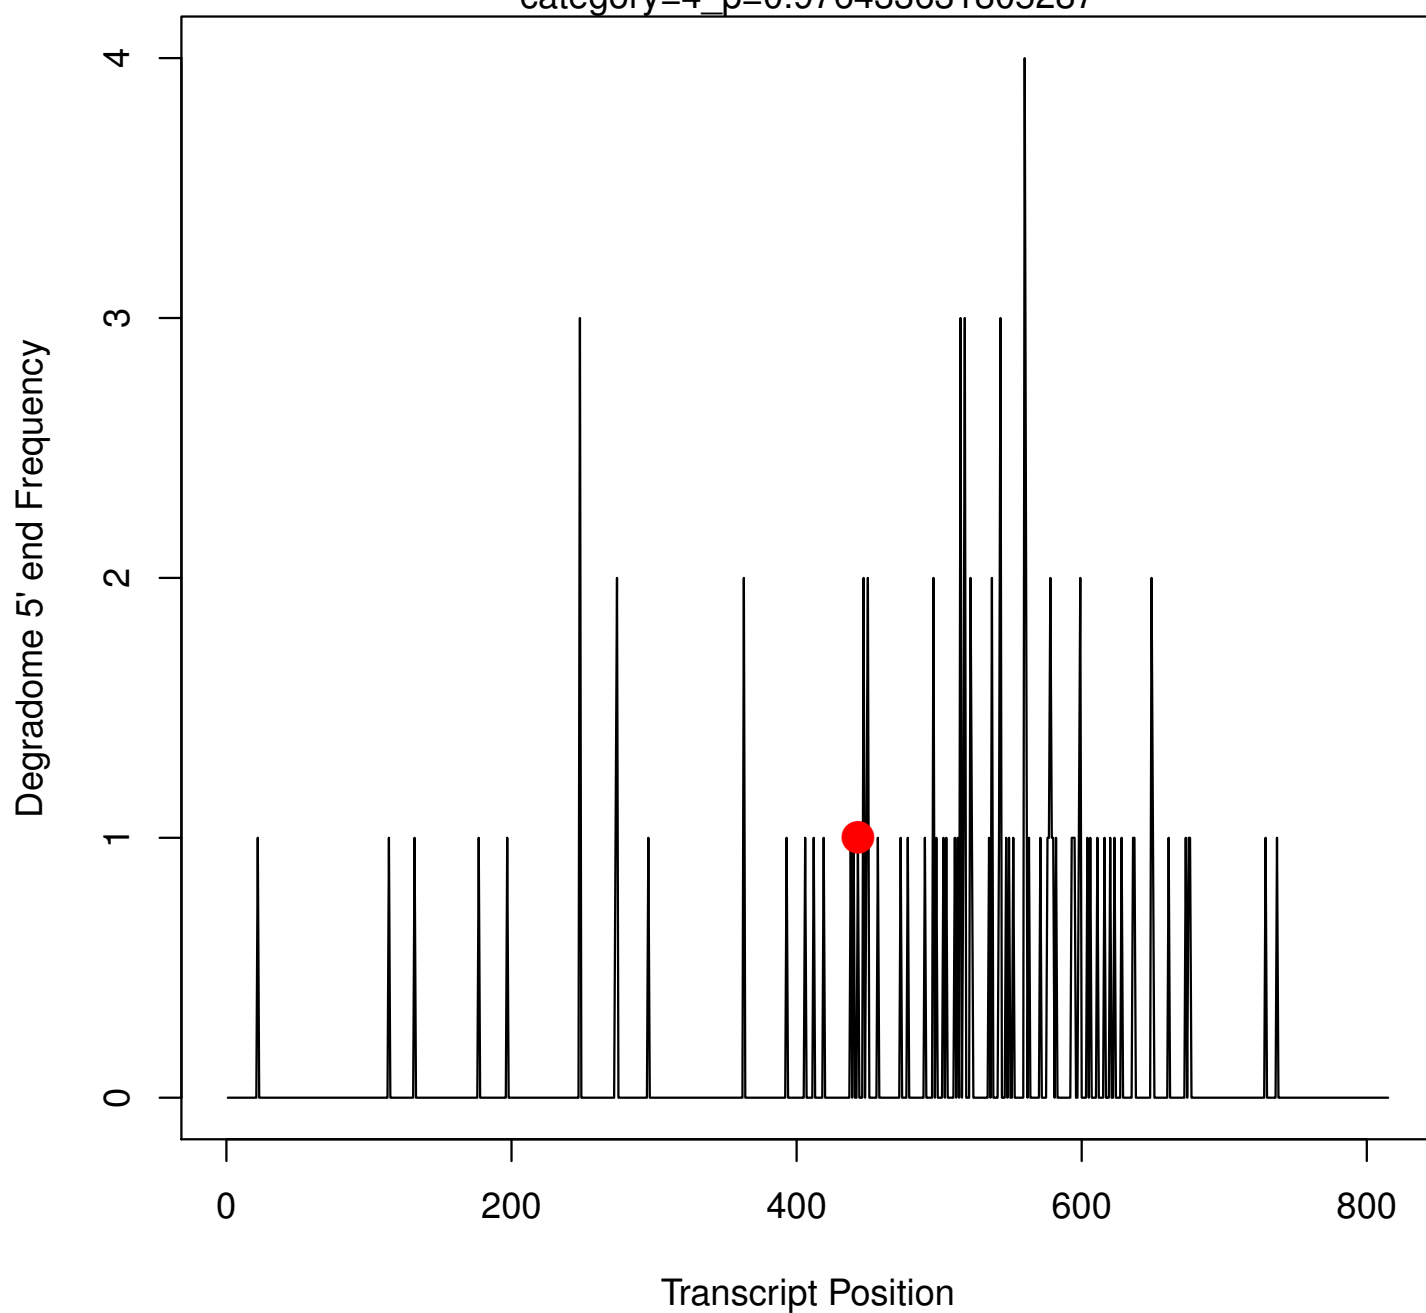

T=chr9.gff3\_MRNA\_VIT\_09s0018g00560.t01\_Q=miRC104\_S=19

category=4\_p=0.955987380668448

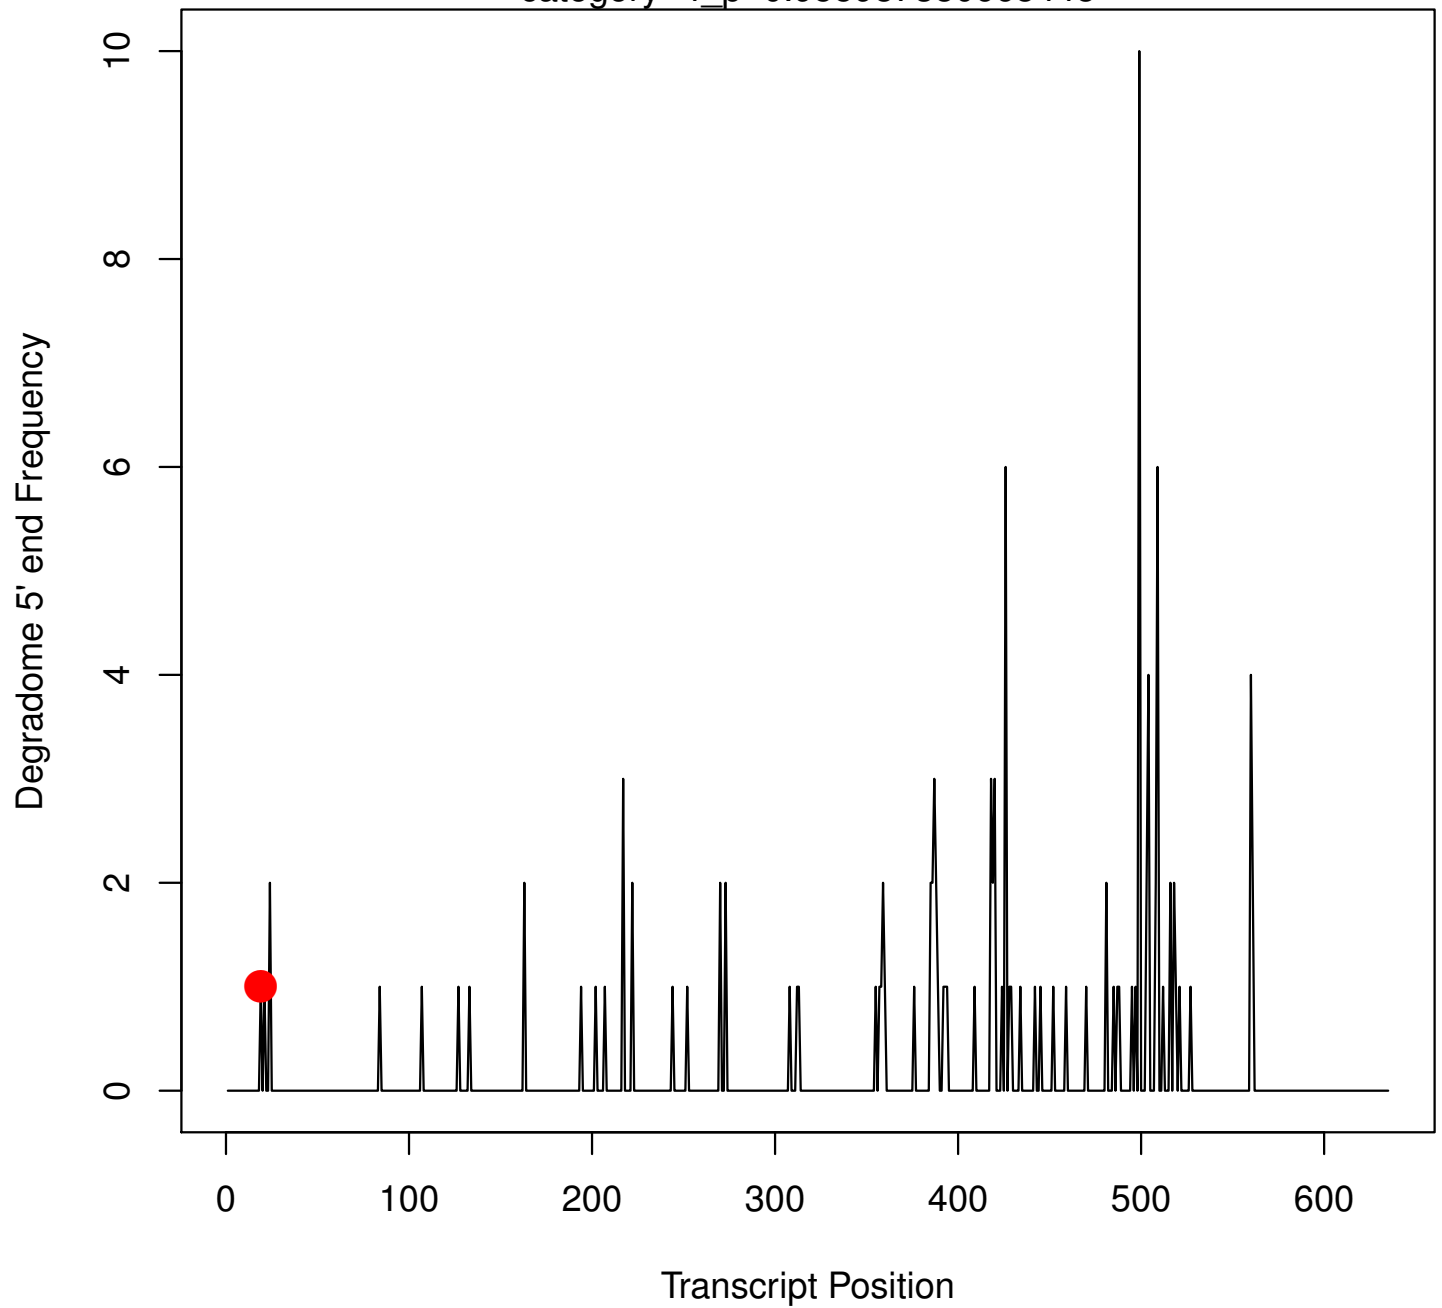

T=chr10.gff3\_MRNA\_VIT\_10s0003g02200.t01\_Q=miRC104\_S=485

category=4\_p=0.686537334011872

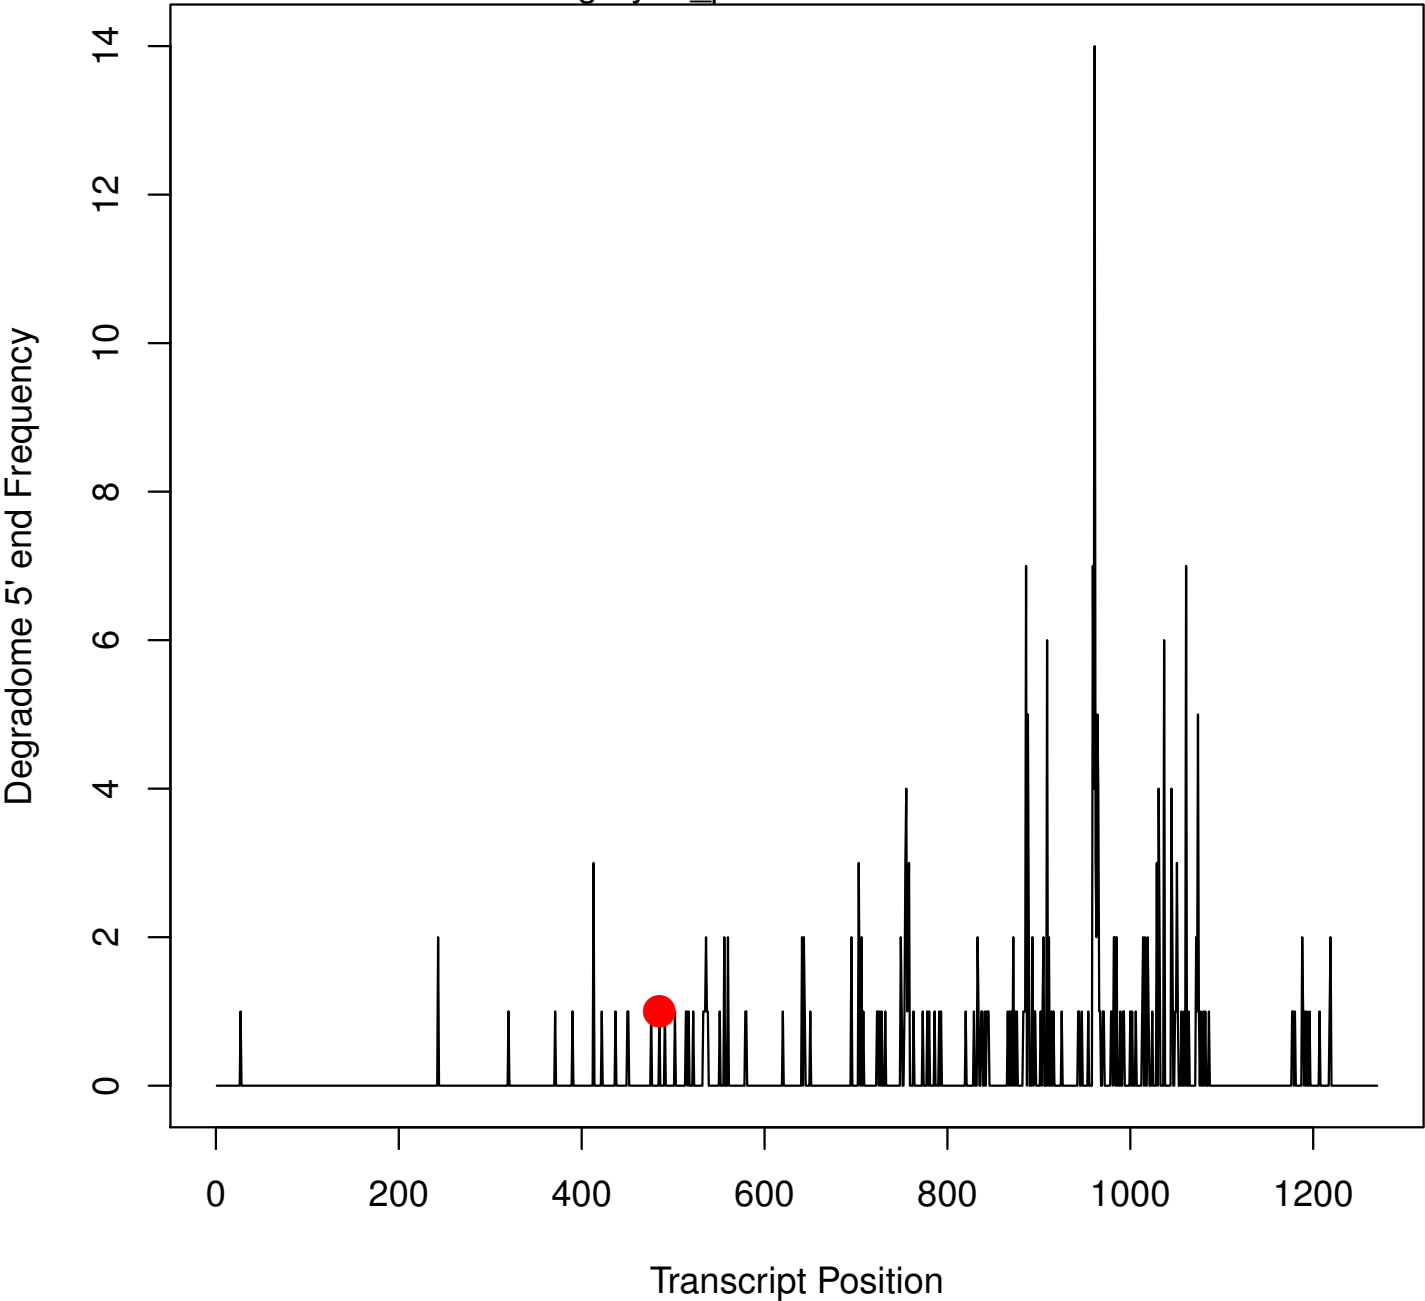

T=chr13.gff3\_MRNA\_VIT\_13s0019g01430.t01\_Q=miRC104\_S=115

category=3\_p=0.173630044375187

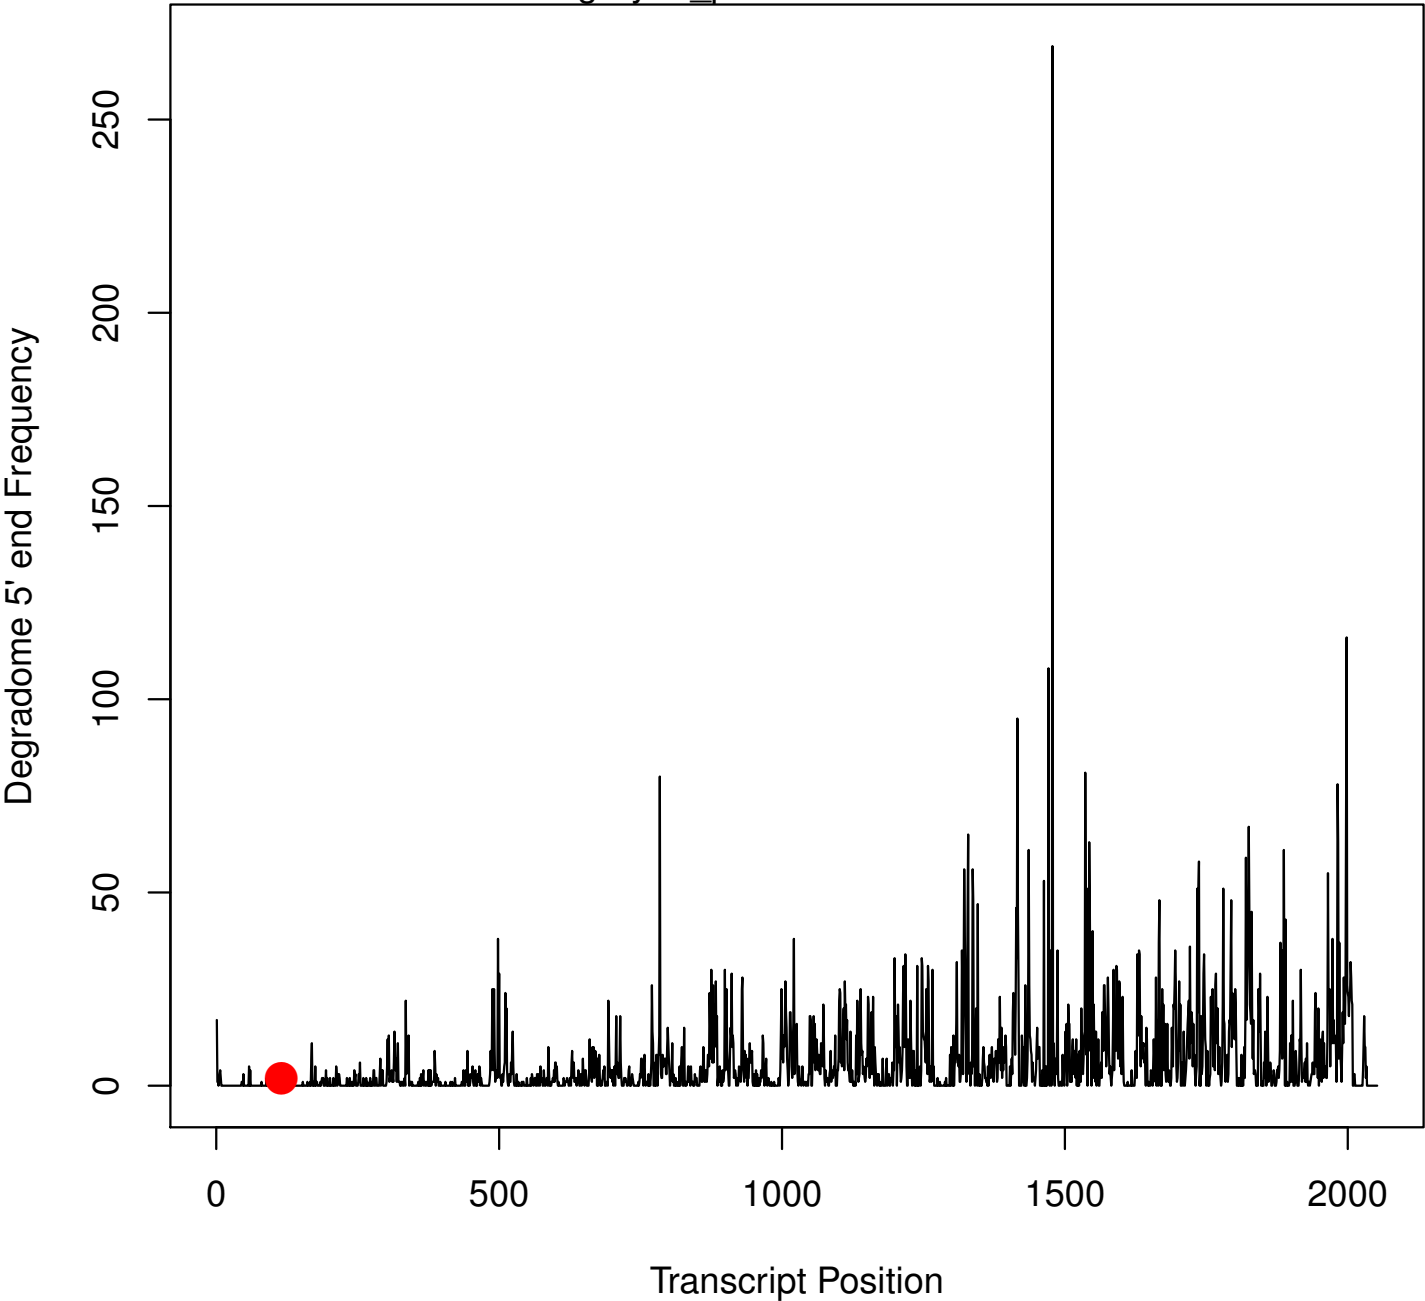

T=chr14.gff3\_MRNA\_VIT\_14s0006g02470.t01\_Q=miRC104\_S=265

category=4\_p=0.713297891940149

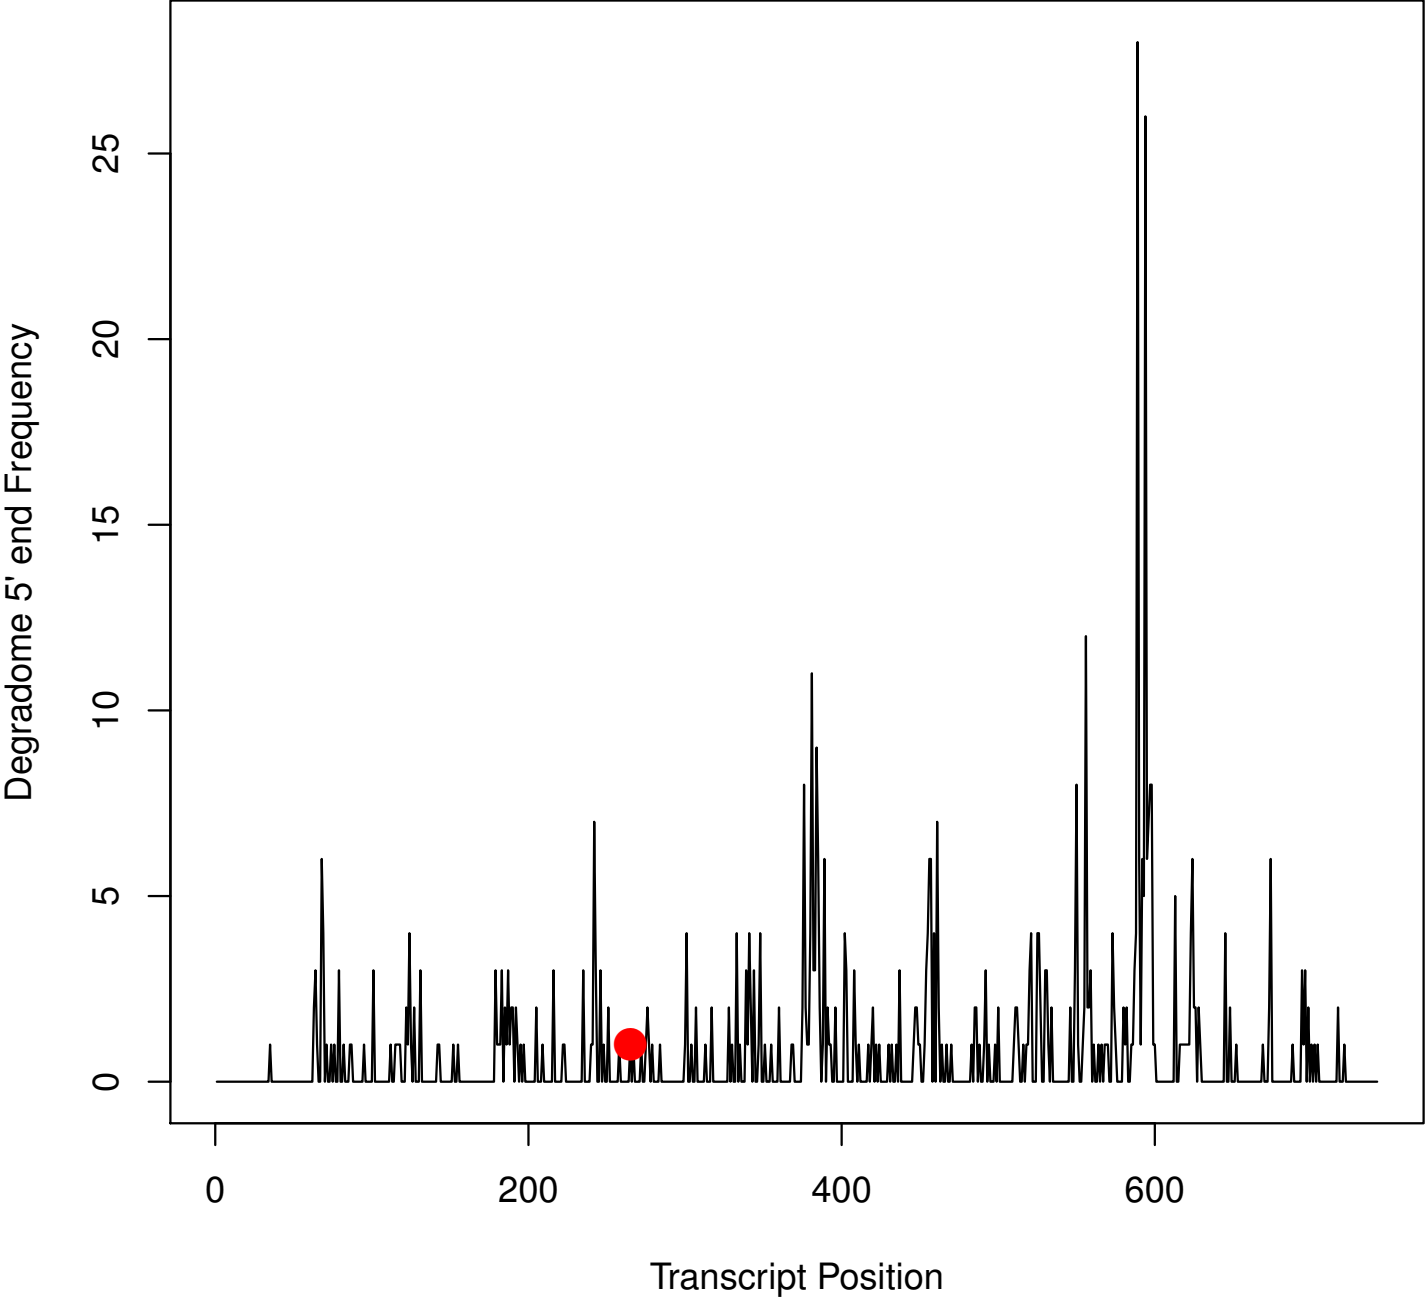

T=chr15.gff3\_MRNA\_VIT\_15s0021g01420.t01\_Q=miRC104\_S=374

category=4\_p=0.21176901616728

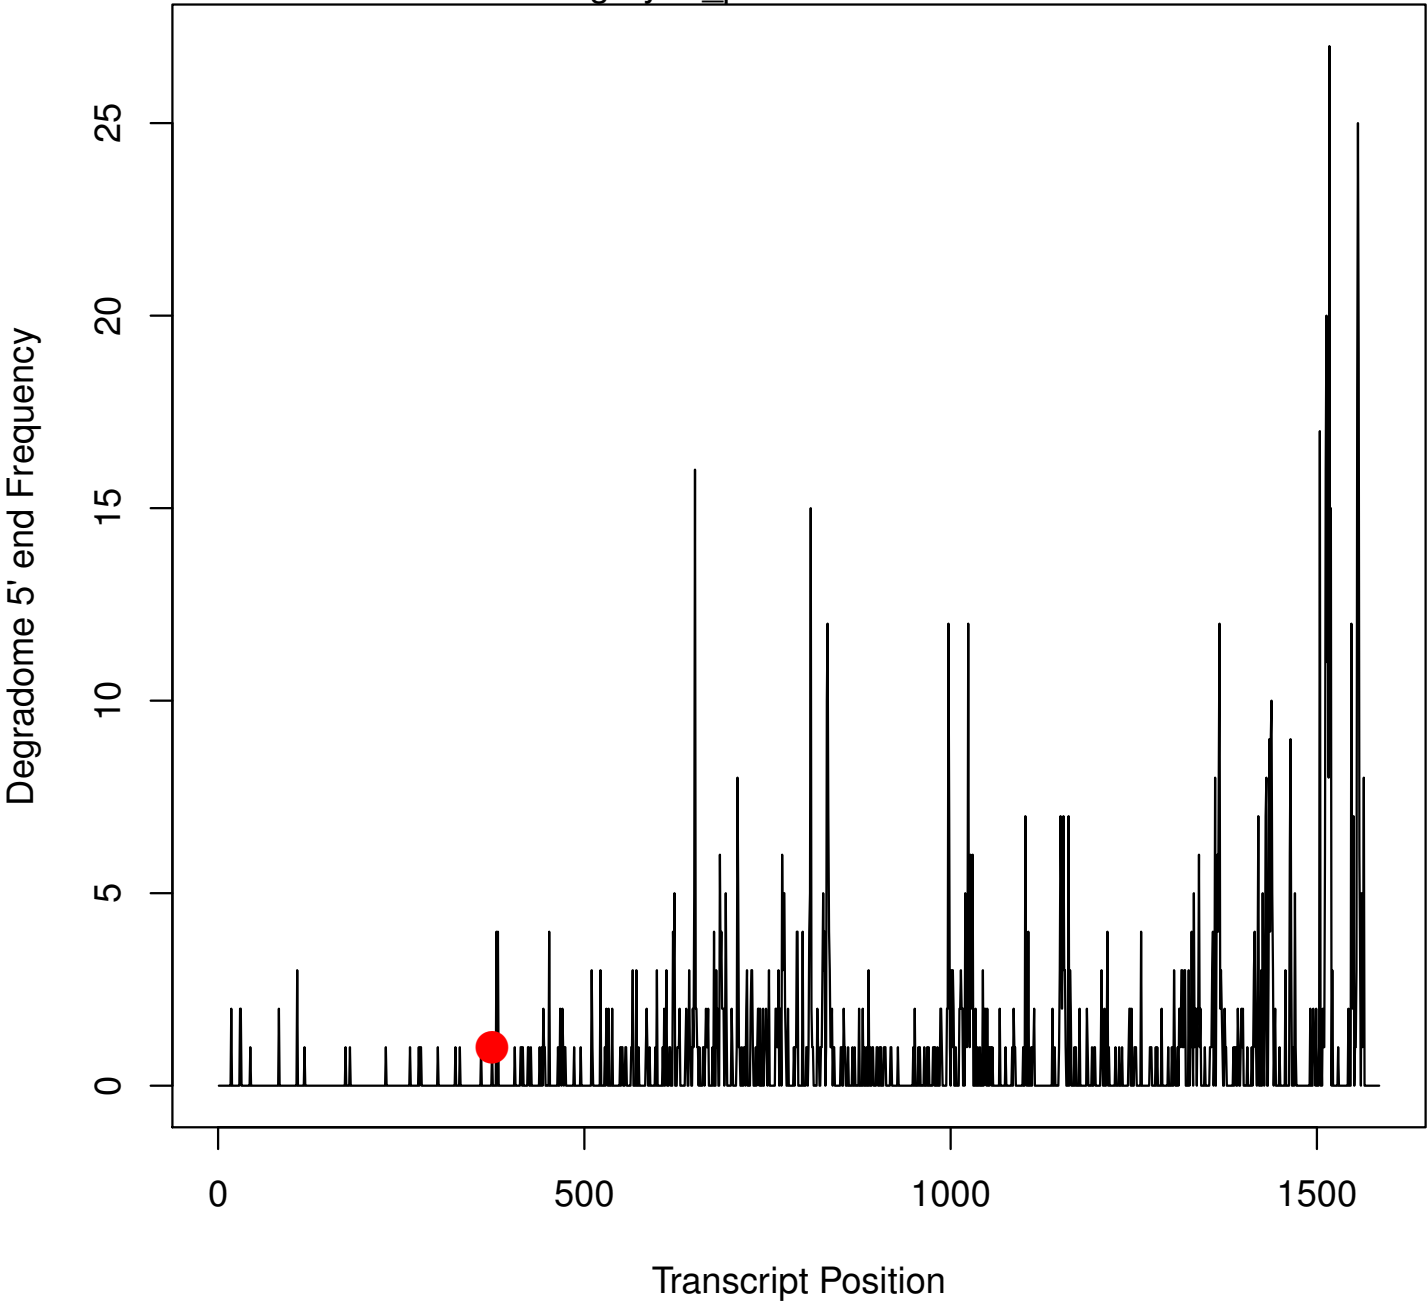

T=chr16.gff3\_MRNA\_VIT\_16s0013g01050.t01\_Q=miRC104\_S=648

category=4\_p=0.9952717133436

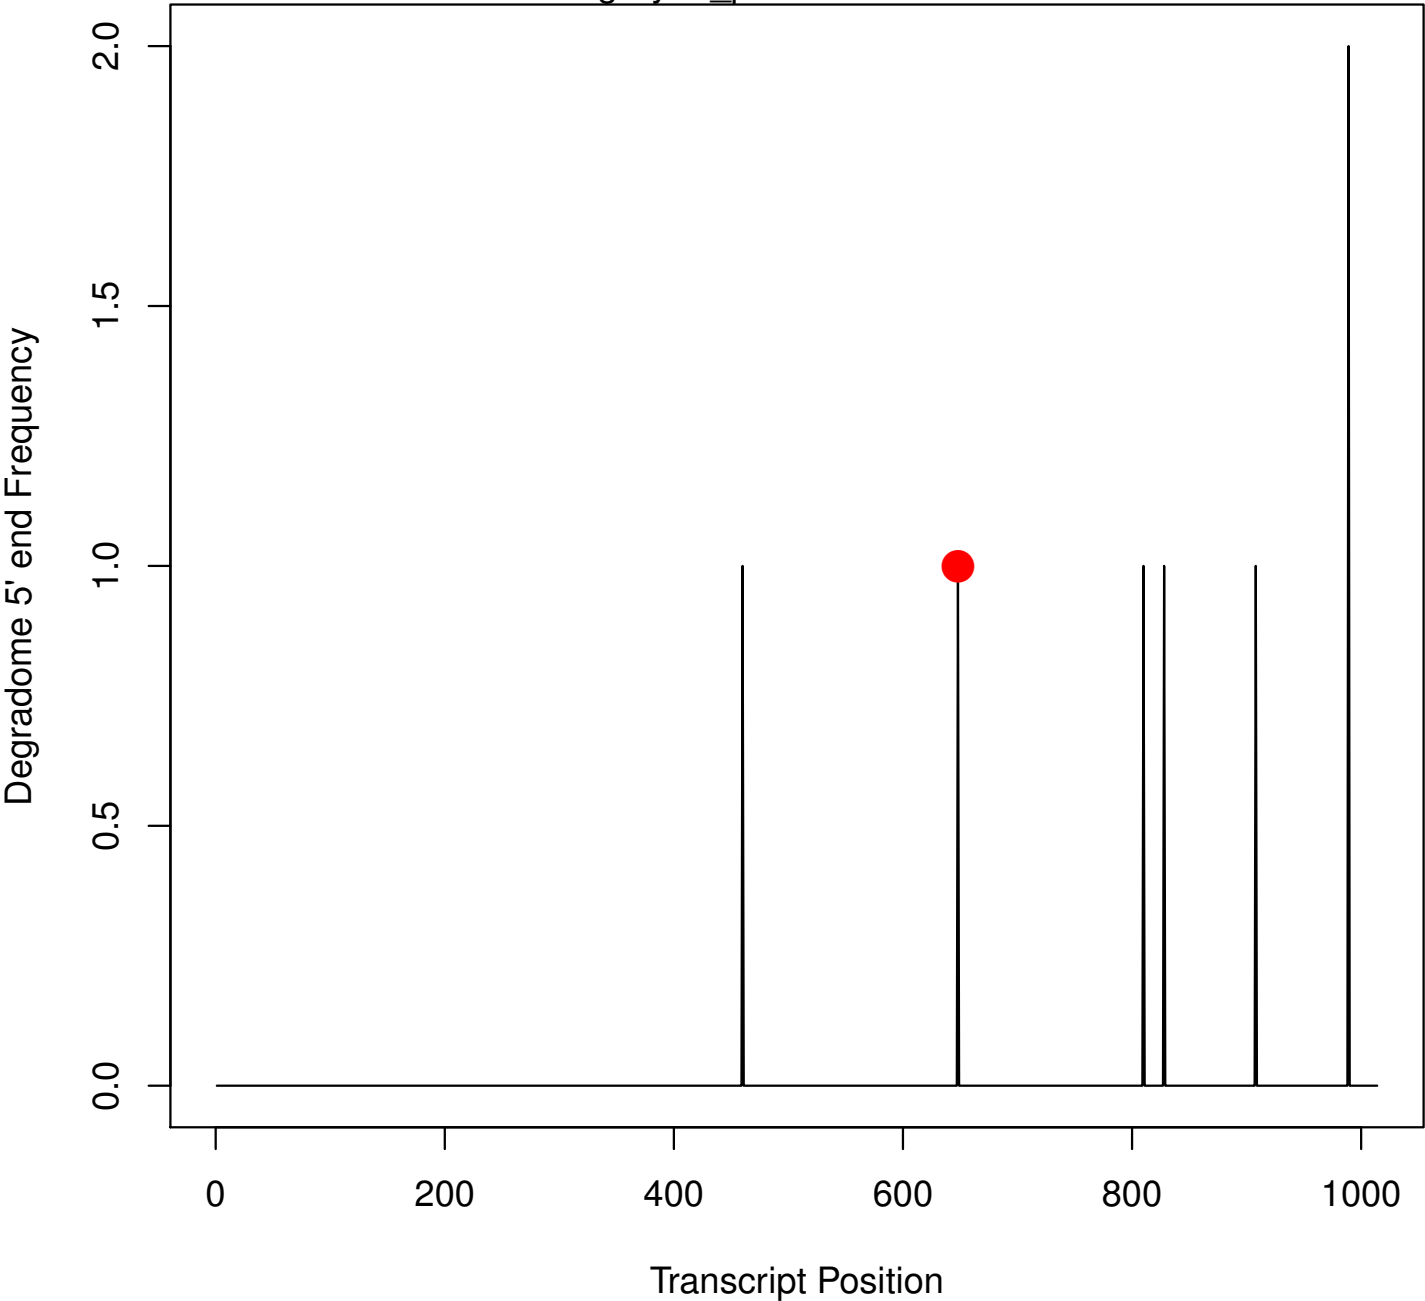

T=chr19.gff3\_MRNA\_VIT\_19s0014g05220.t01\_Q=miRC104\_S=533

category=2\_p=0.709969306545777

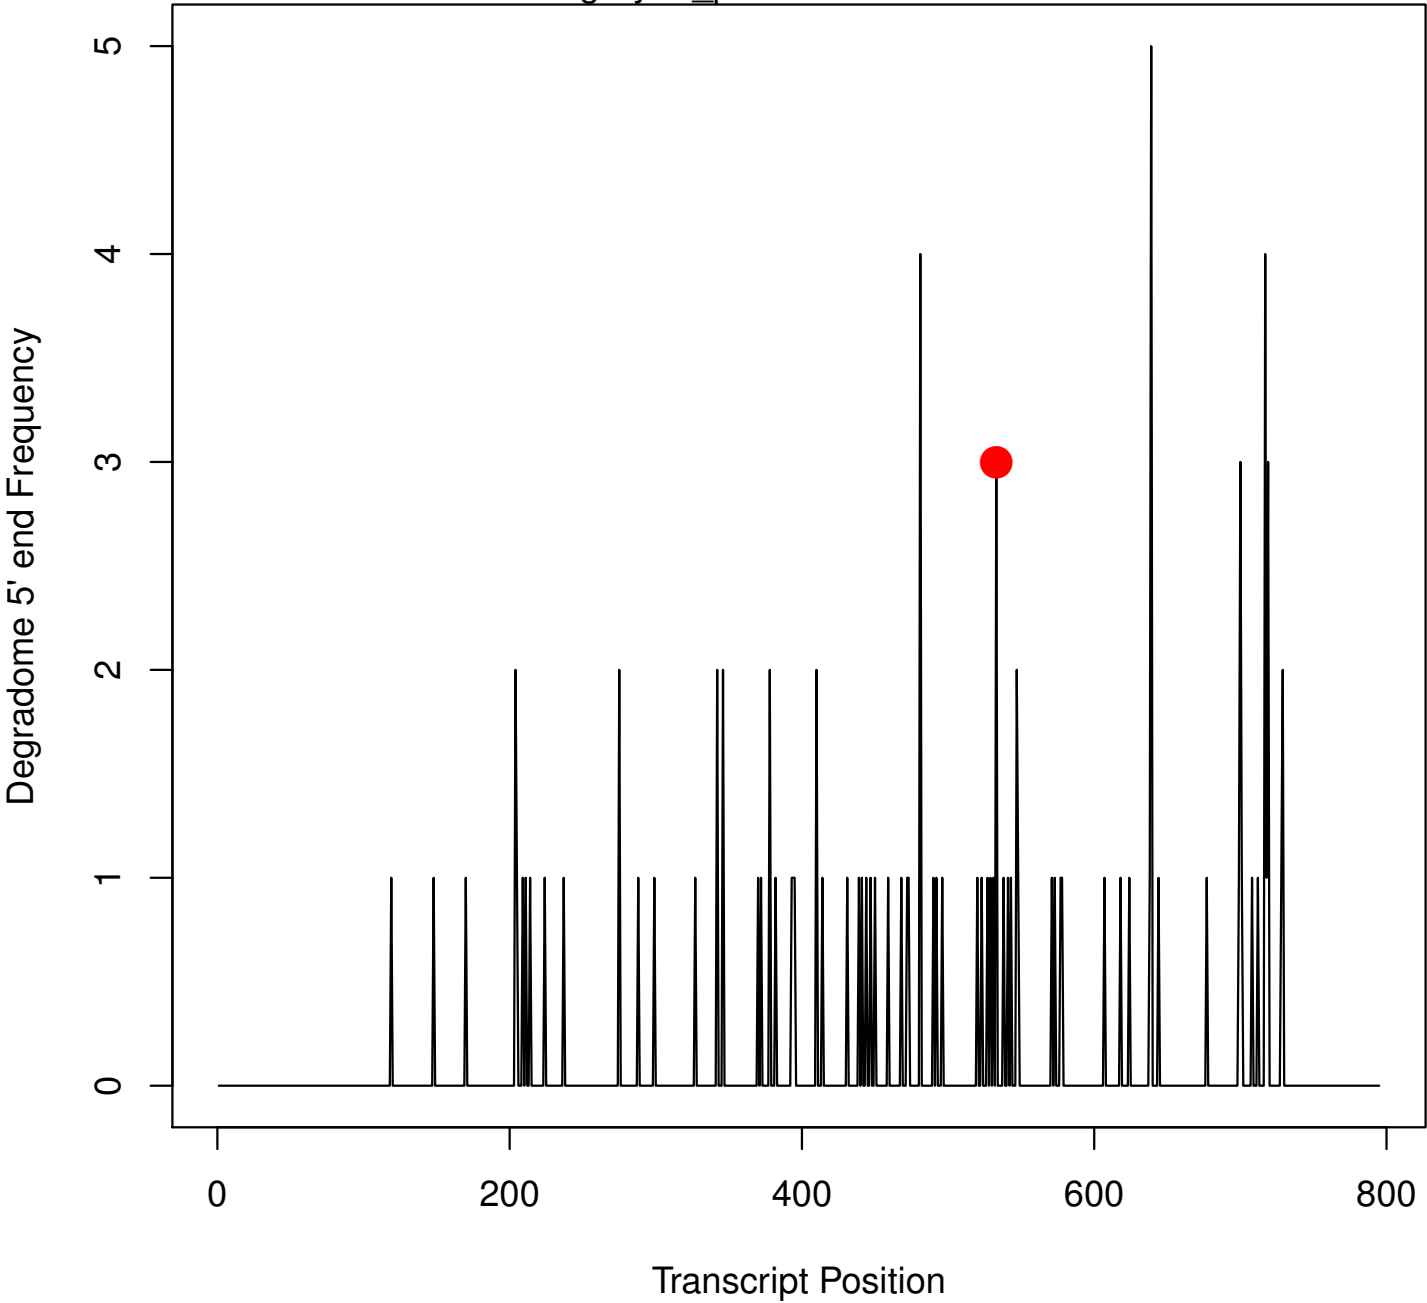

**T=chrUn.gff3\_MRNA\_VIT\_00s0125g00280.t01\_Q=miRC104\_S=827**

category=3\_p=0.439970972292947

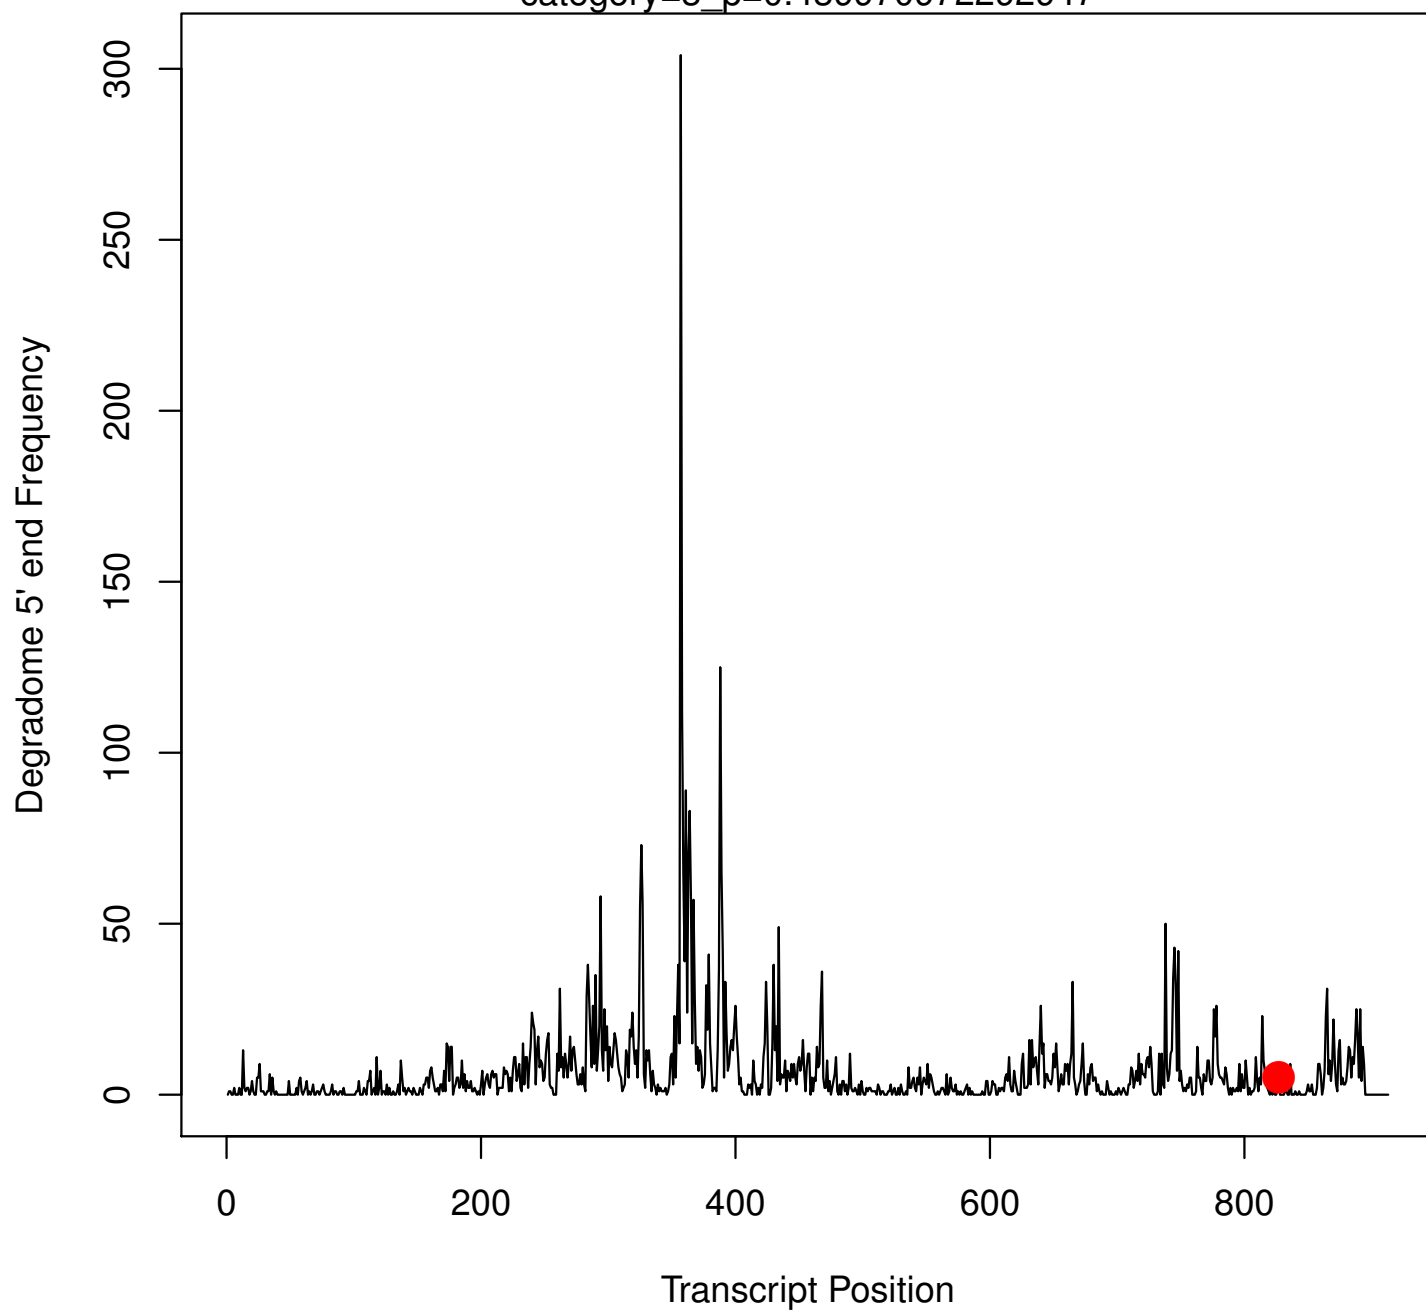

**T=chr1.gff3\_MRNA\_VIT\_01s0010g03600.t01\_Q=miRC106\_S=63**

category=4\_p=0.999999985592638

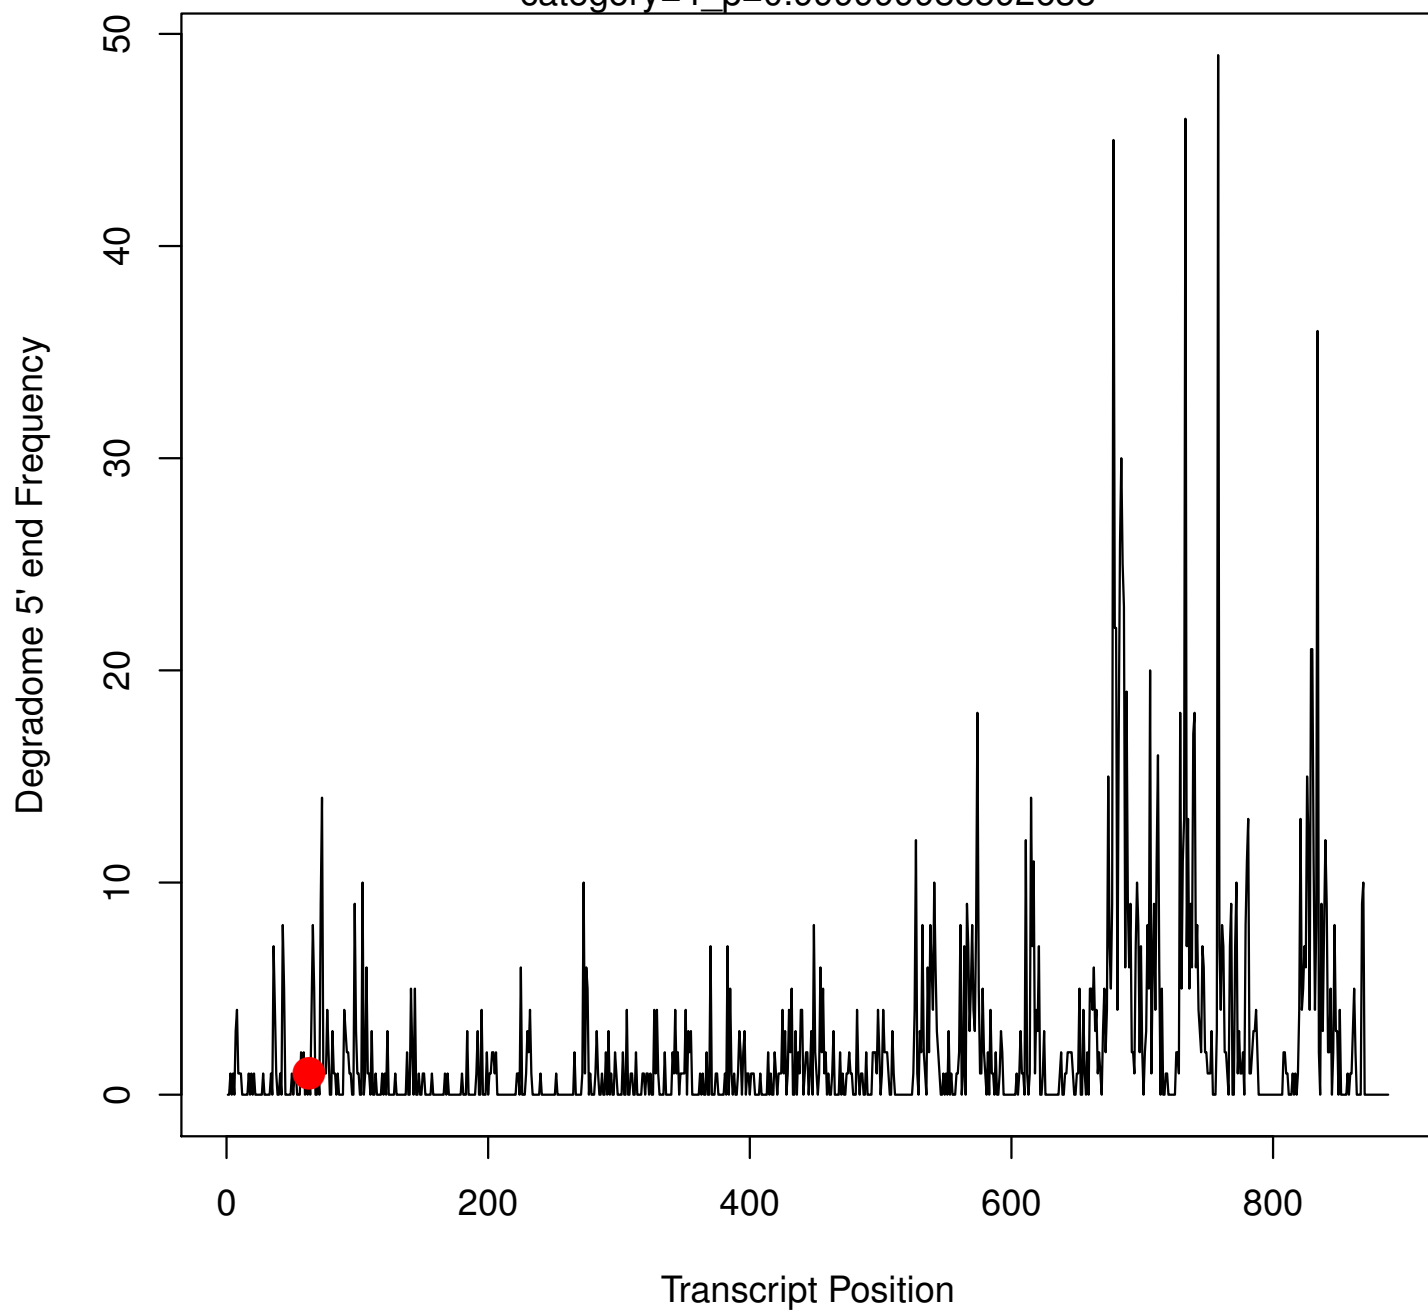

**T=chr1.gff3\_MRNA\_VIT\_01s0011g03510.t01\_Q=miRC106\_S=426**

category=2\_p=0.999529811352162

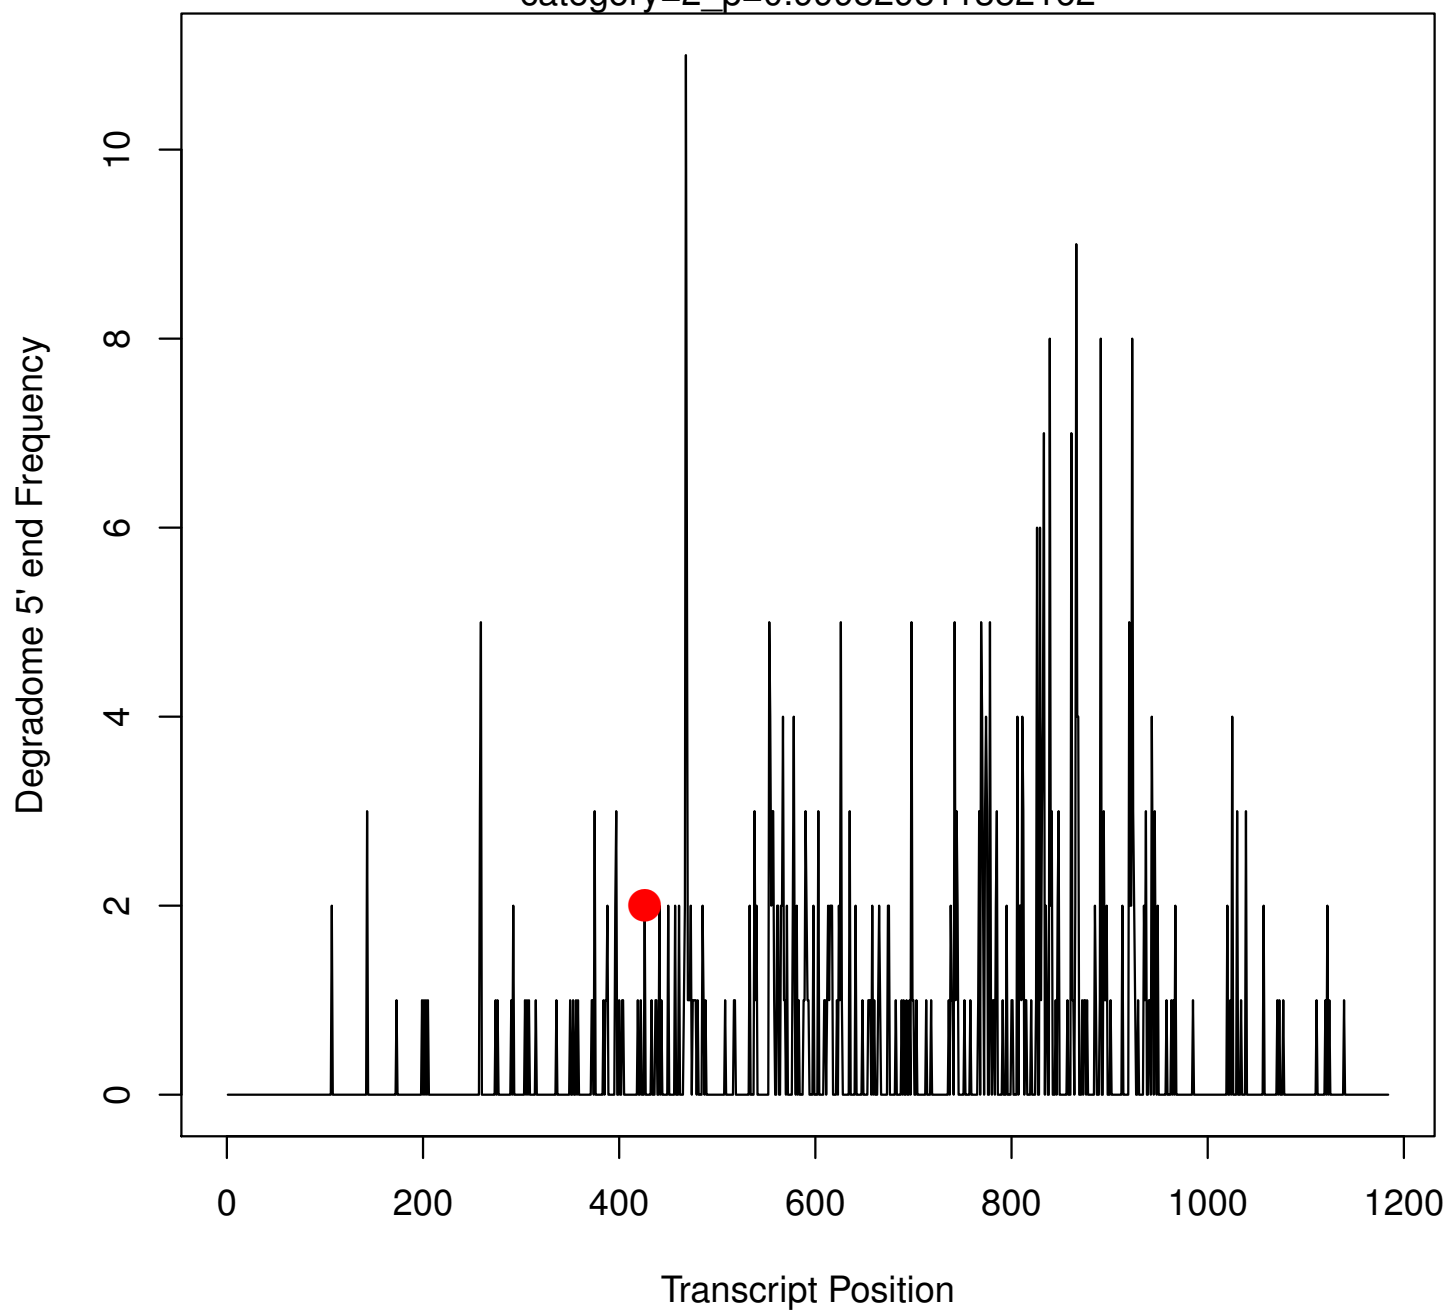

**T=chr1.gff3\_MRNA\_VIT\_01s0011g04800.t01\_Q=miRC106\_S=761**

category=4\_p=0.999999473133901

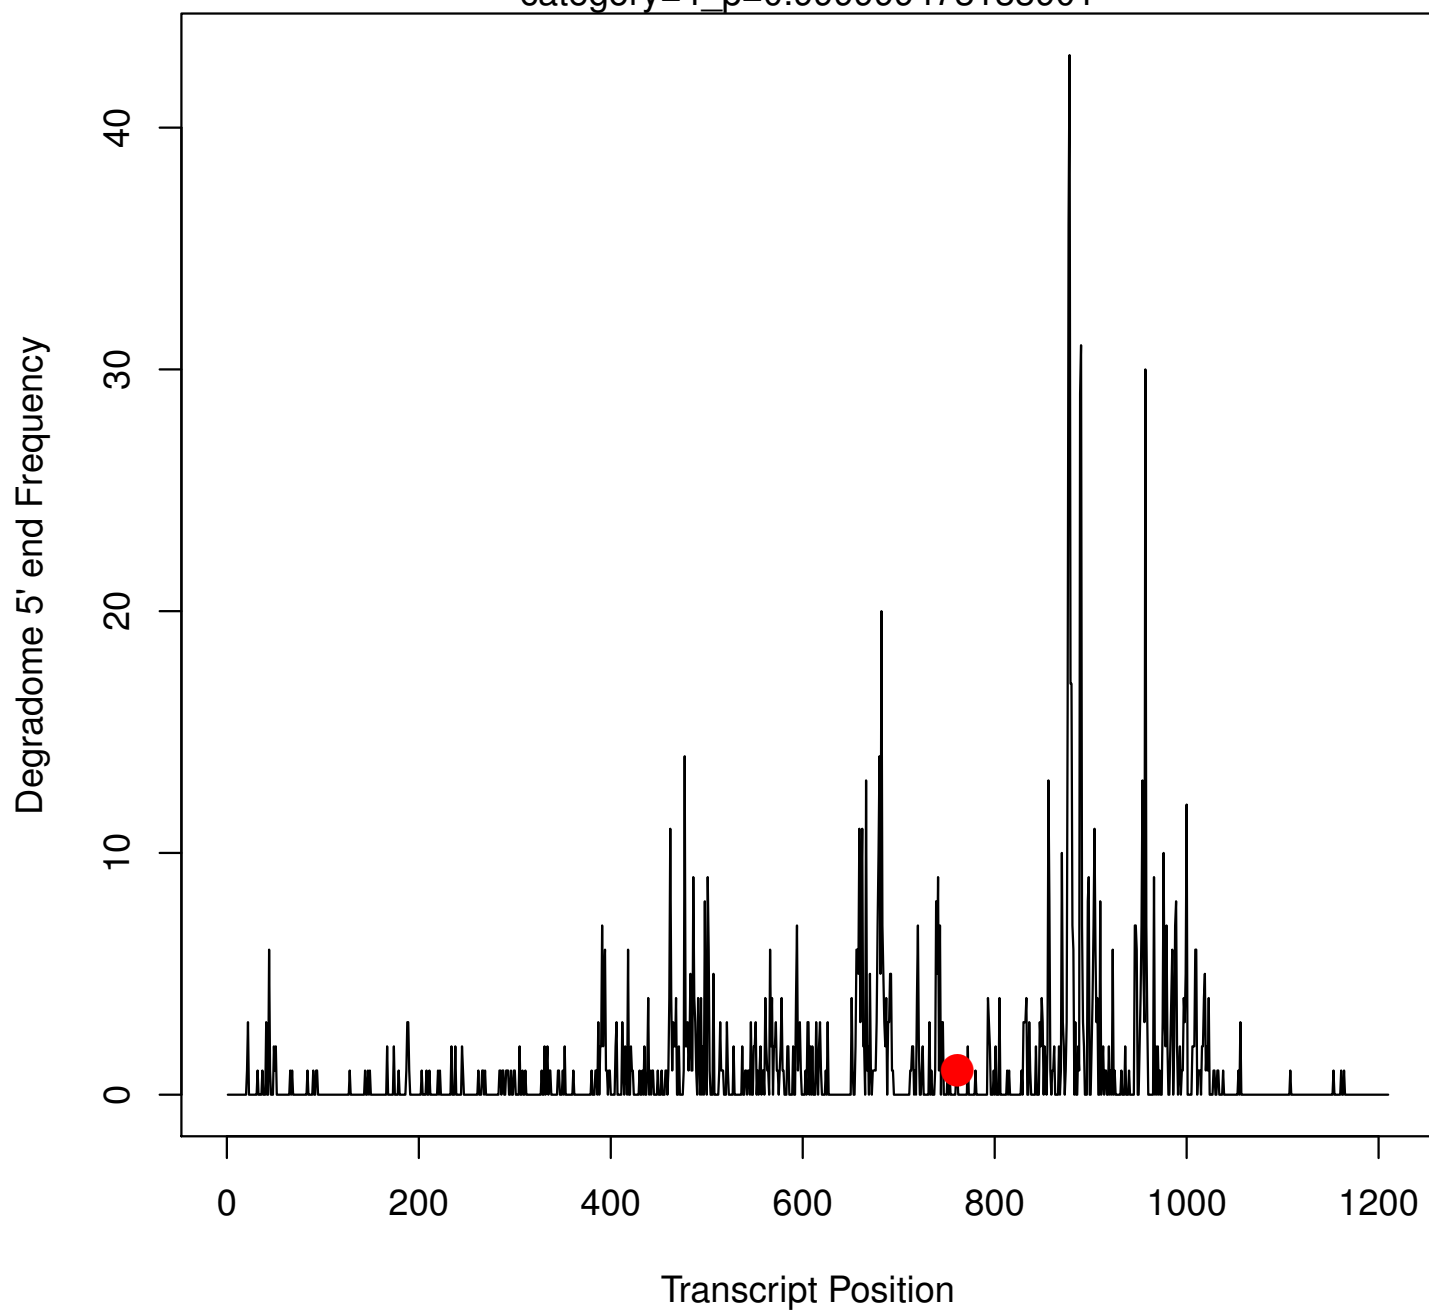

**T=chr2.gff3\_MRNA\_VIT\_02s0025g01510.t01\_Q=miRC106\_S=588**

category=2\_p=0.266143761955898

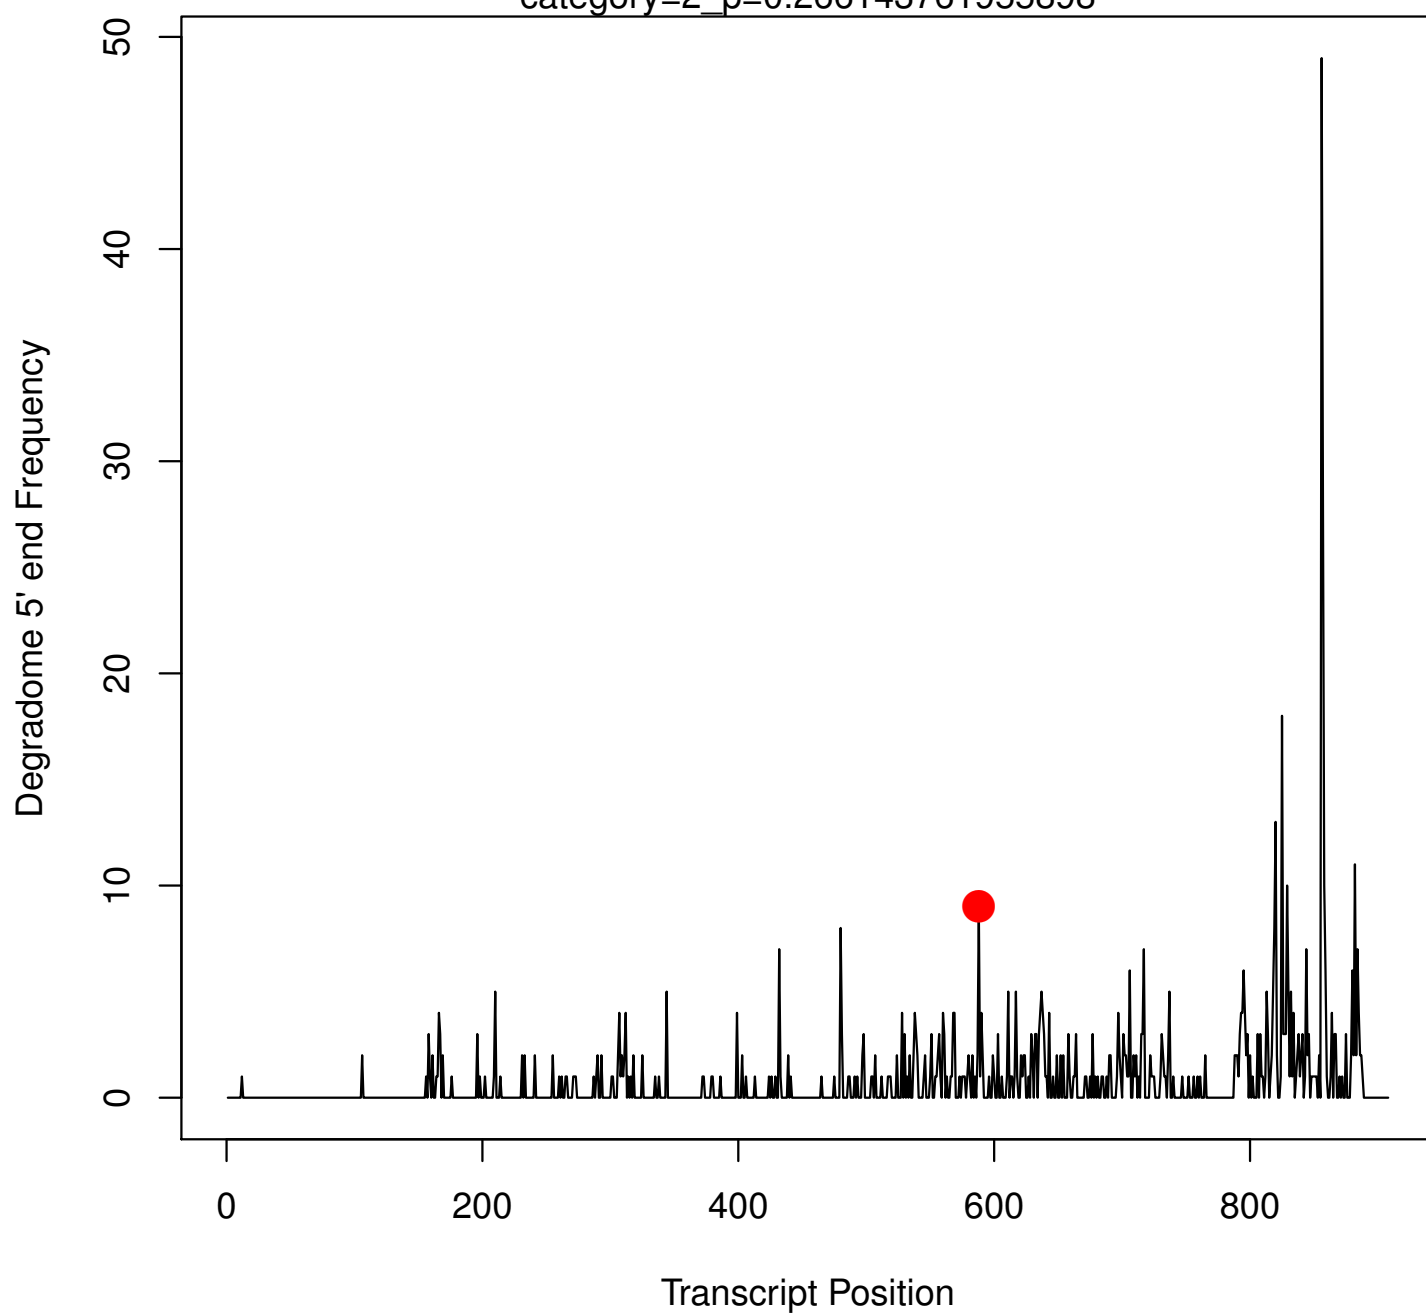

**T=chr2.gff3\_MRNA\_VIT\_02s0025g01720.t01\_Q=miRC106\_S=172**

category=4\_p=0.448387936598146

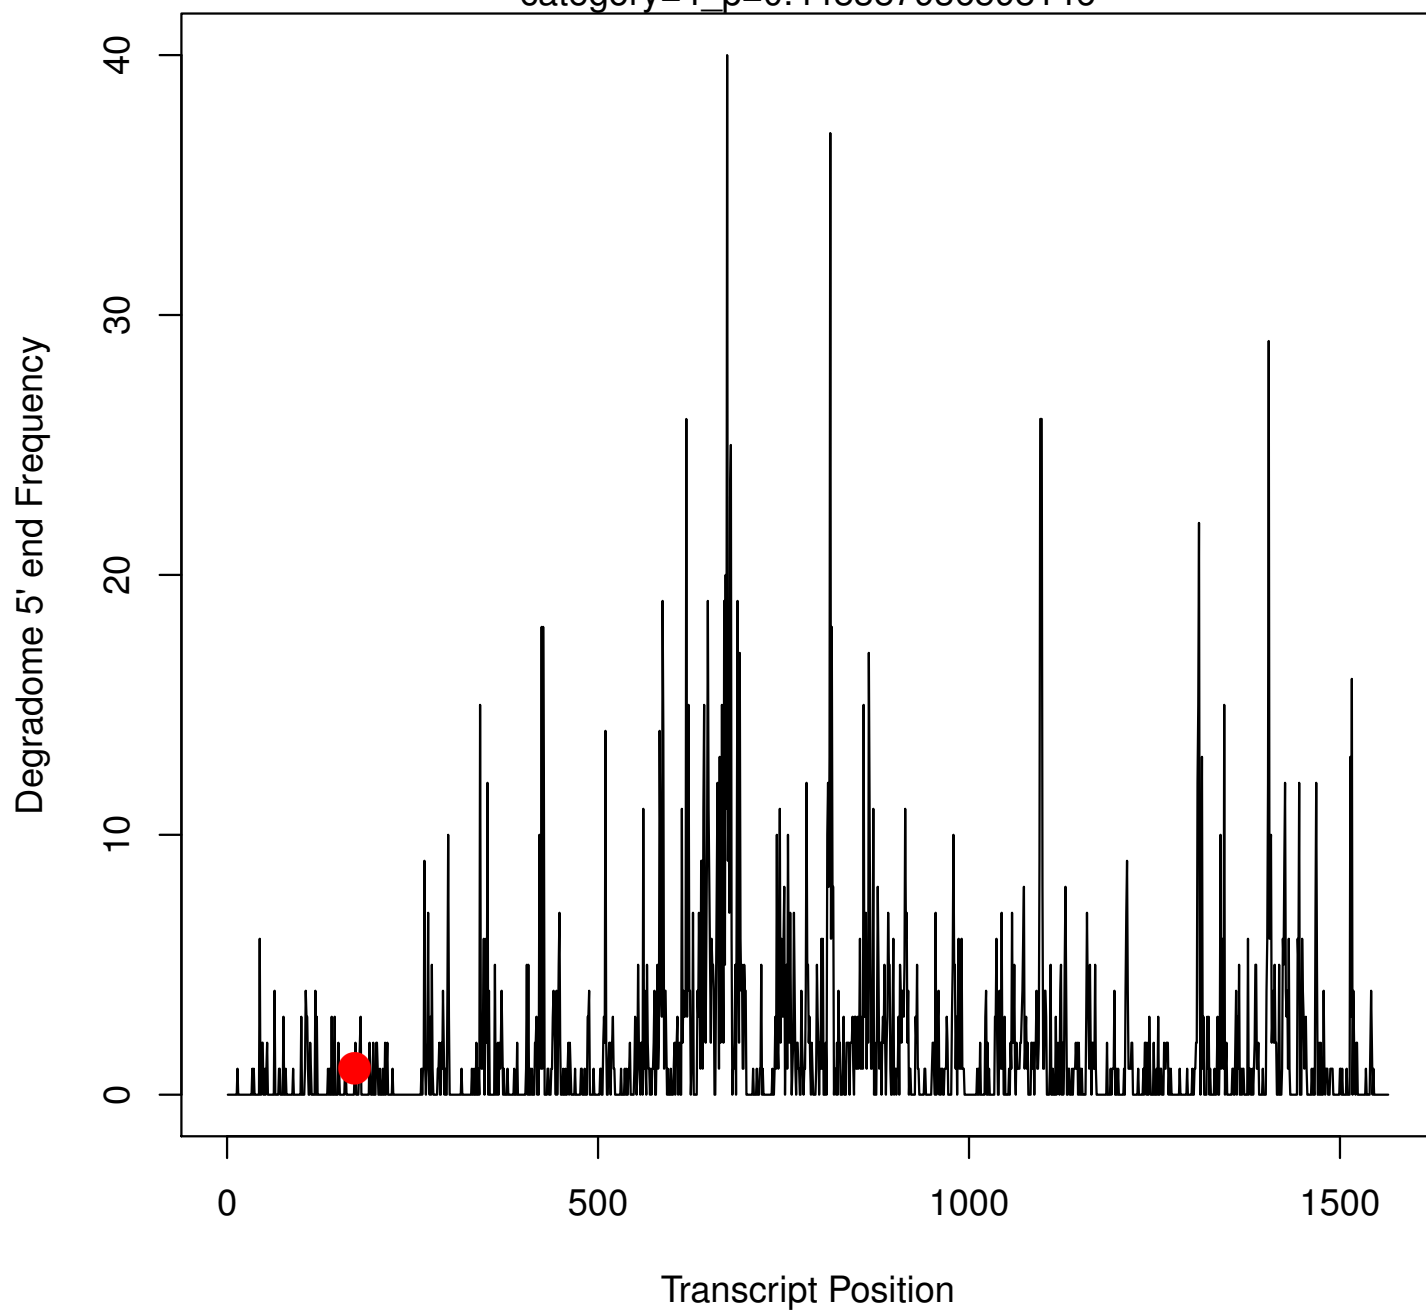

**T=chr2.gff3\_MRNA\_VIT\_02s0109g00380.t01\_Q=miRC106\_S=606**

category=4\_p=0.999999993735712

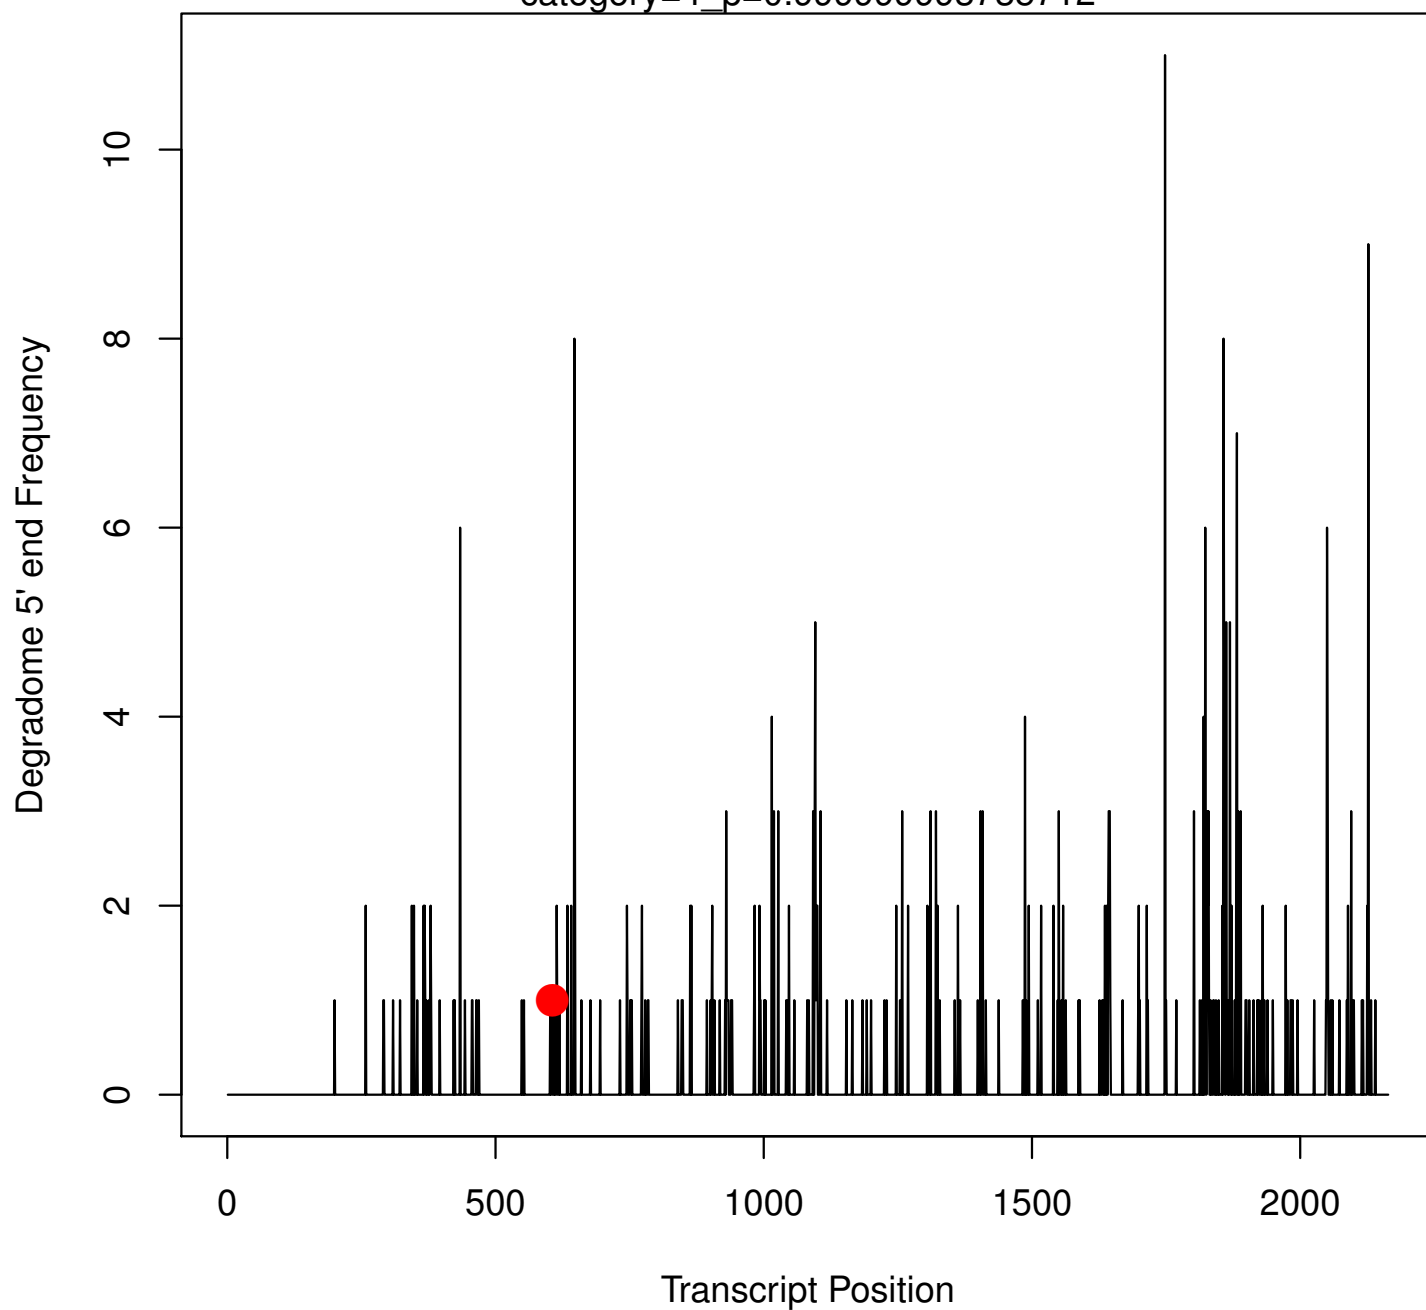

**T=chr2.gff3\_MRNA\_VIT\_02s0154g00040.t01\_Q=miRC106\_S=354**

category=3\_p=0.947777031325259

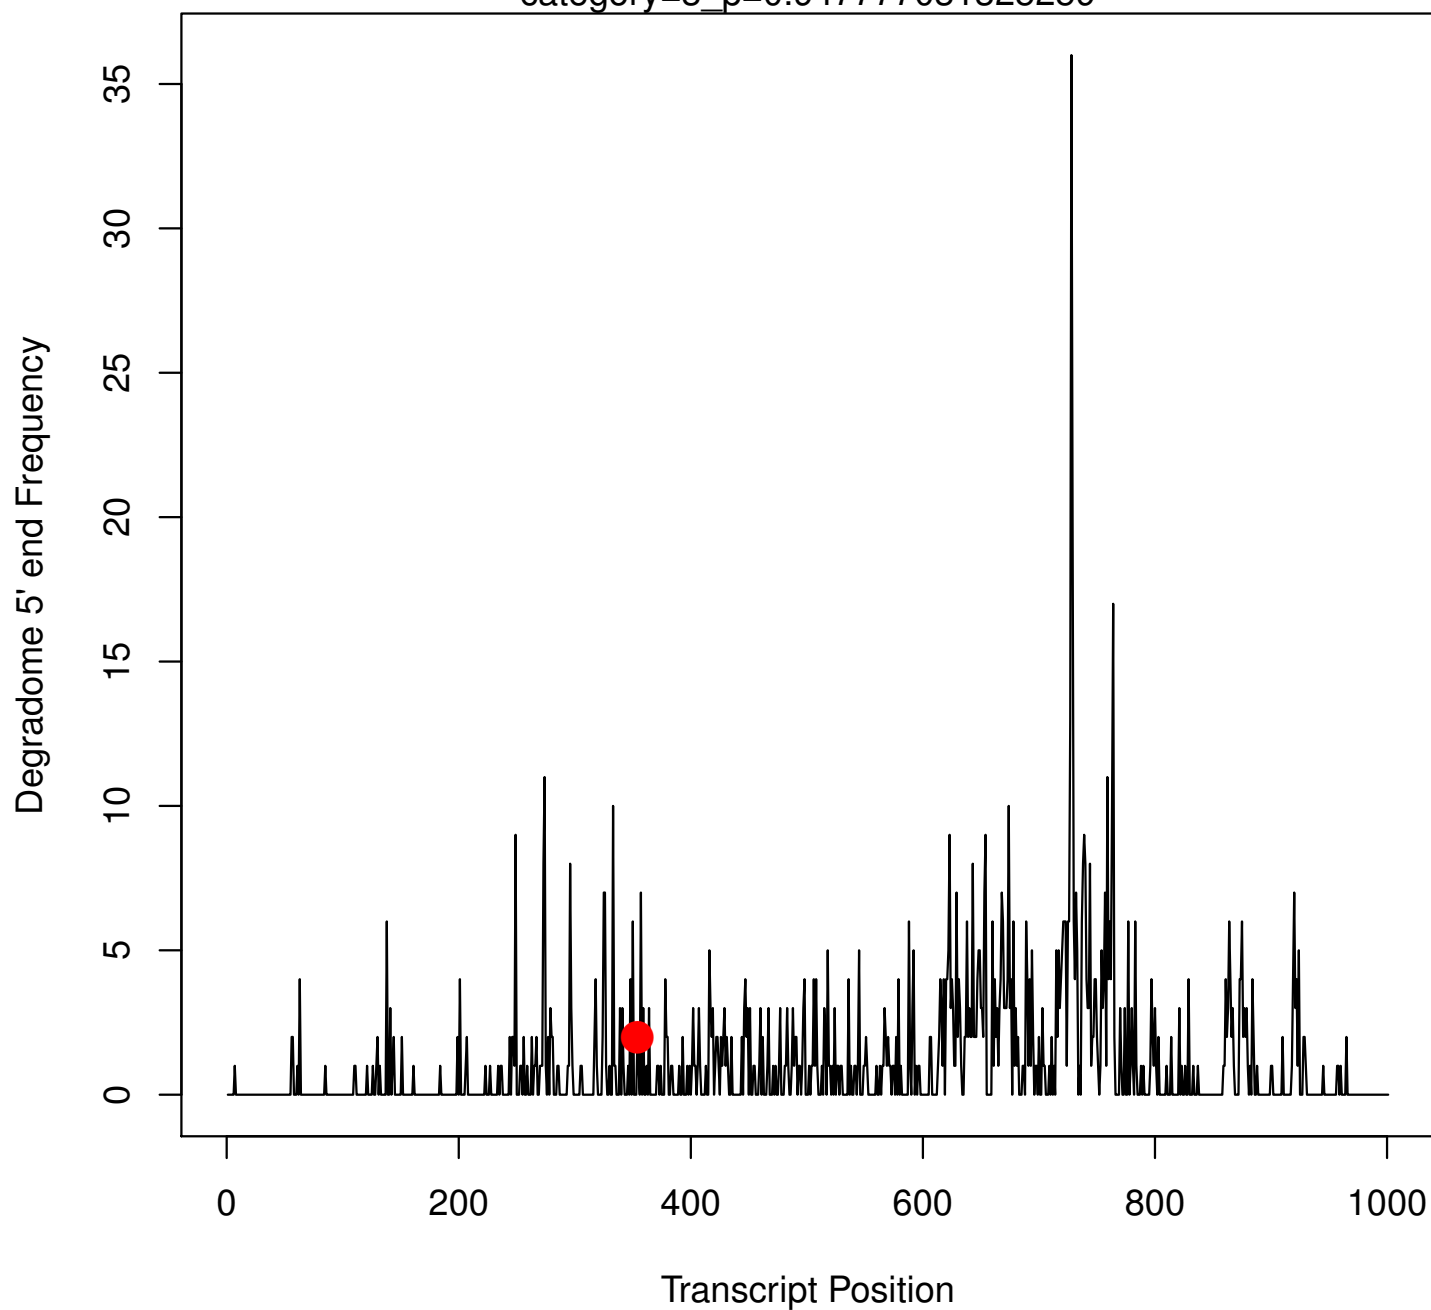

**T=chr4.gff3\_MRNA\_VIT\_04s0023g00740.t01\_Q=miRC106\_S=173**

category=4\_p=0.999999987947571

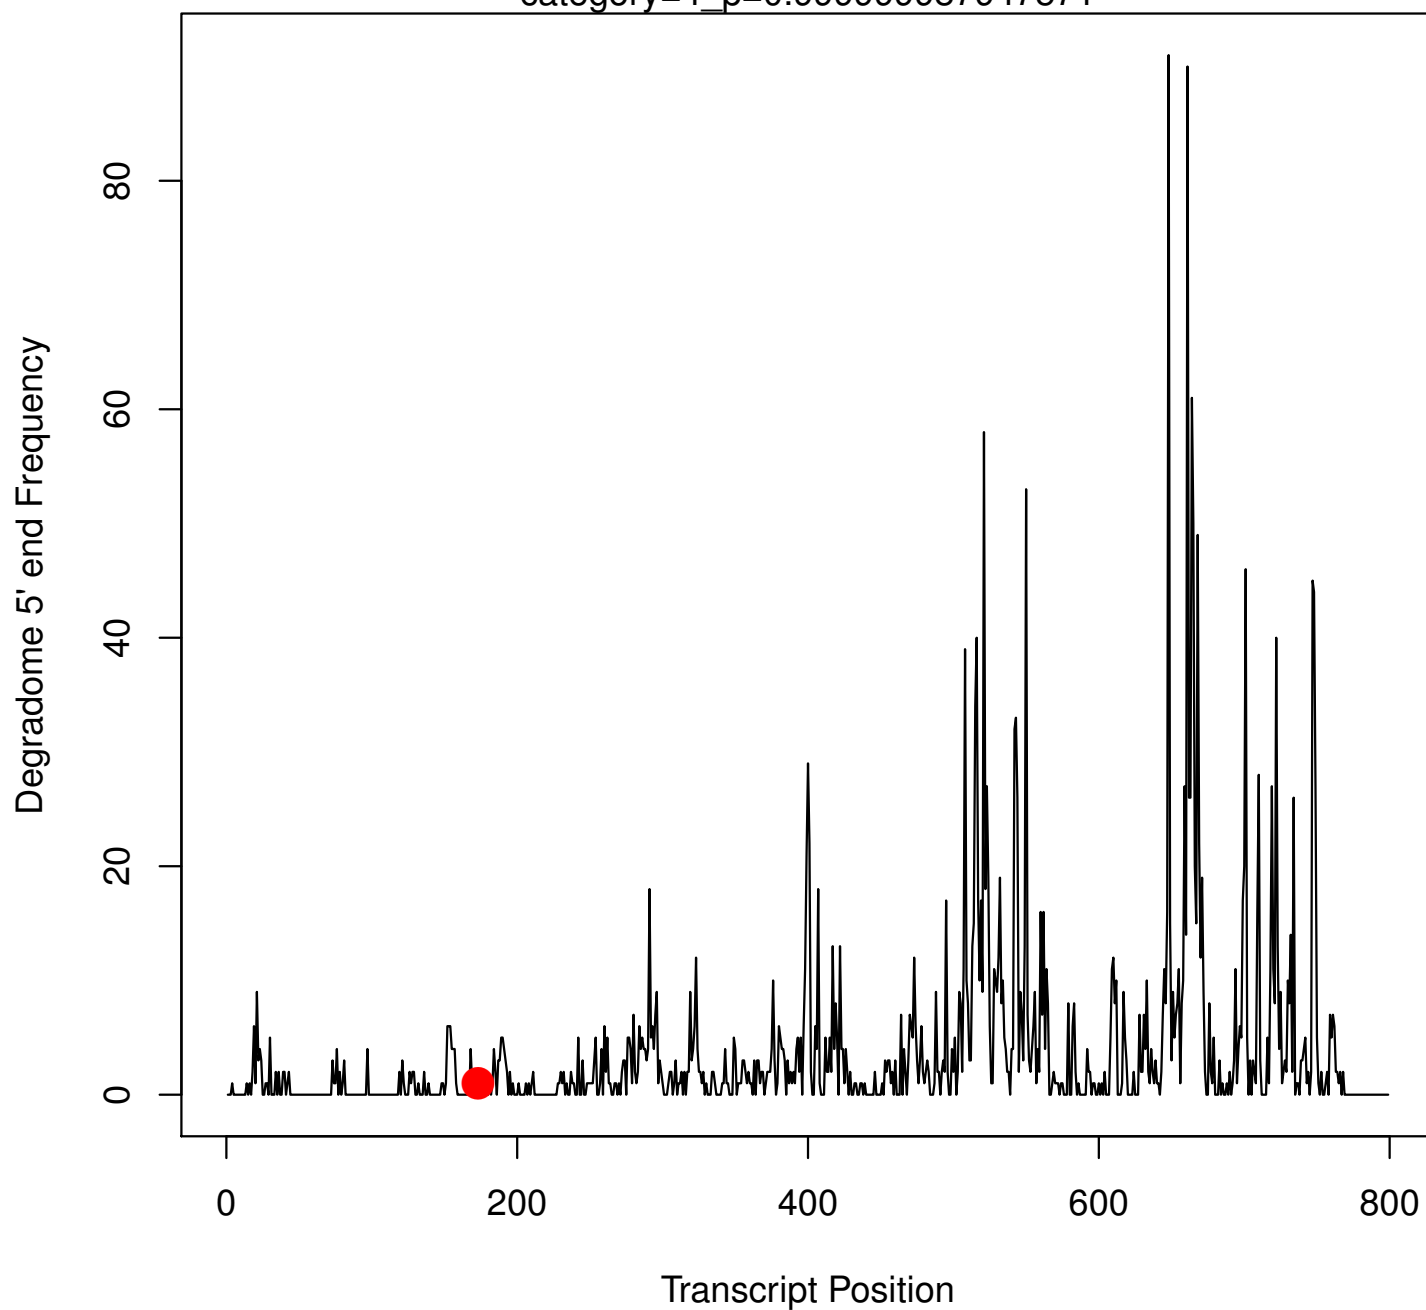

**T=chr4.gff3\_MRNA\_VIT\_04s0023g03130.t01\_Q=miRC106\_S=424**

category=2\_p=0.987242813338707

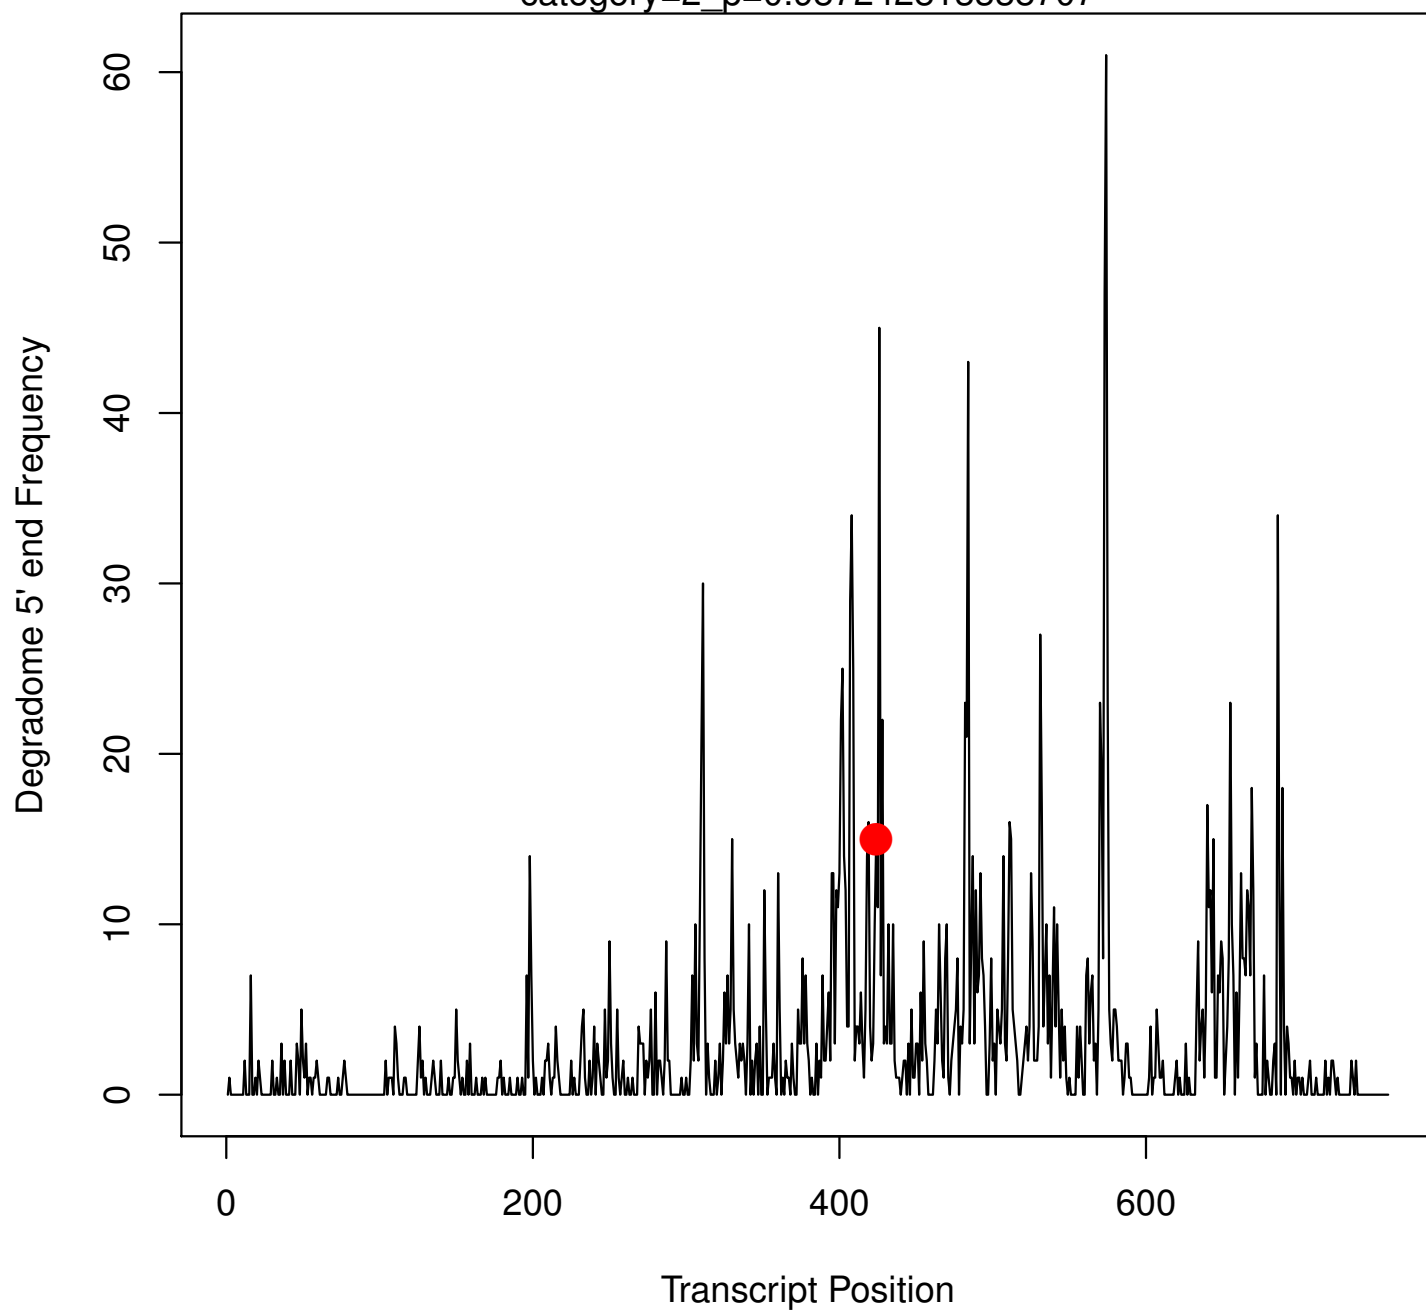

T=chr4.gff3\_MRNA\_VIT\_04s0023g03870.t01\_Q=miRC106\_S=2252

category=2\_p=0.890332358989507

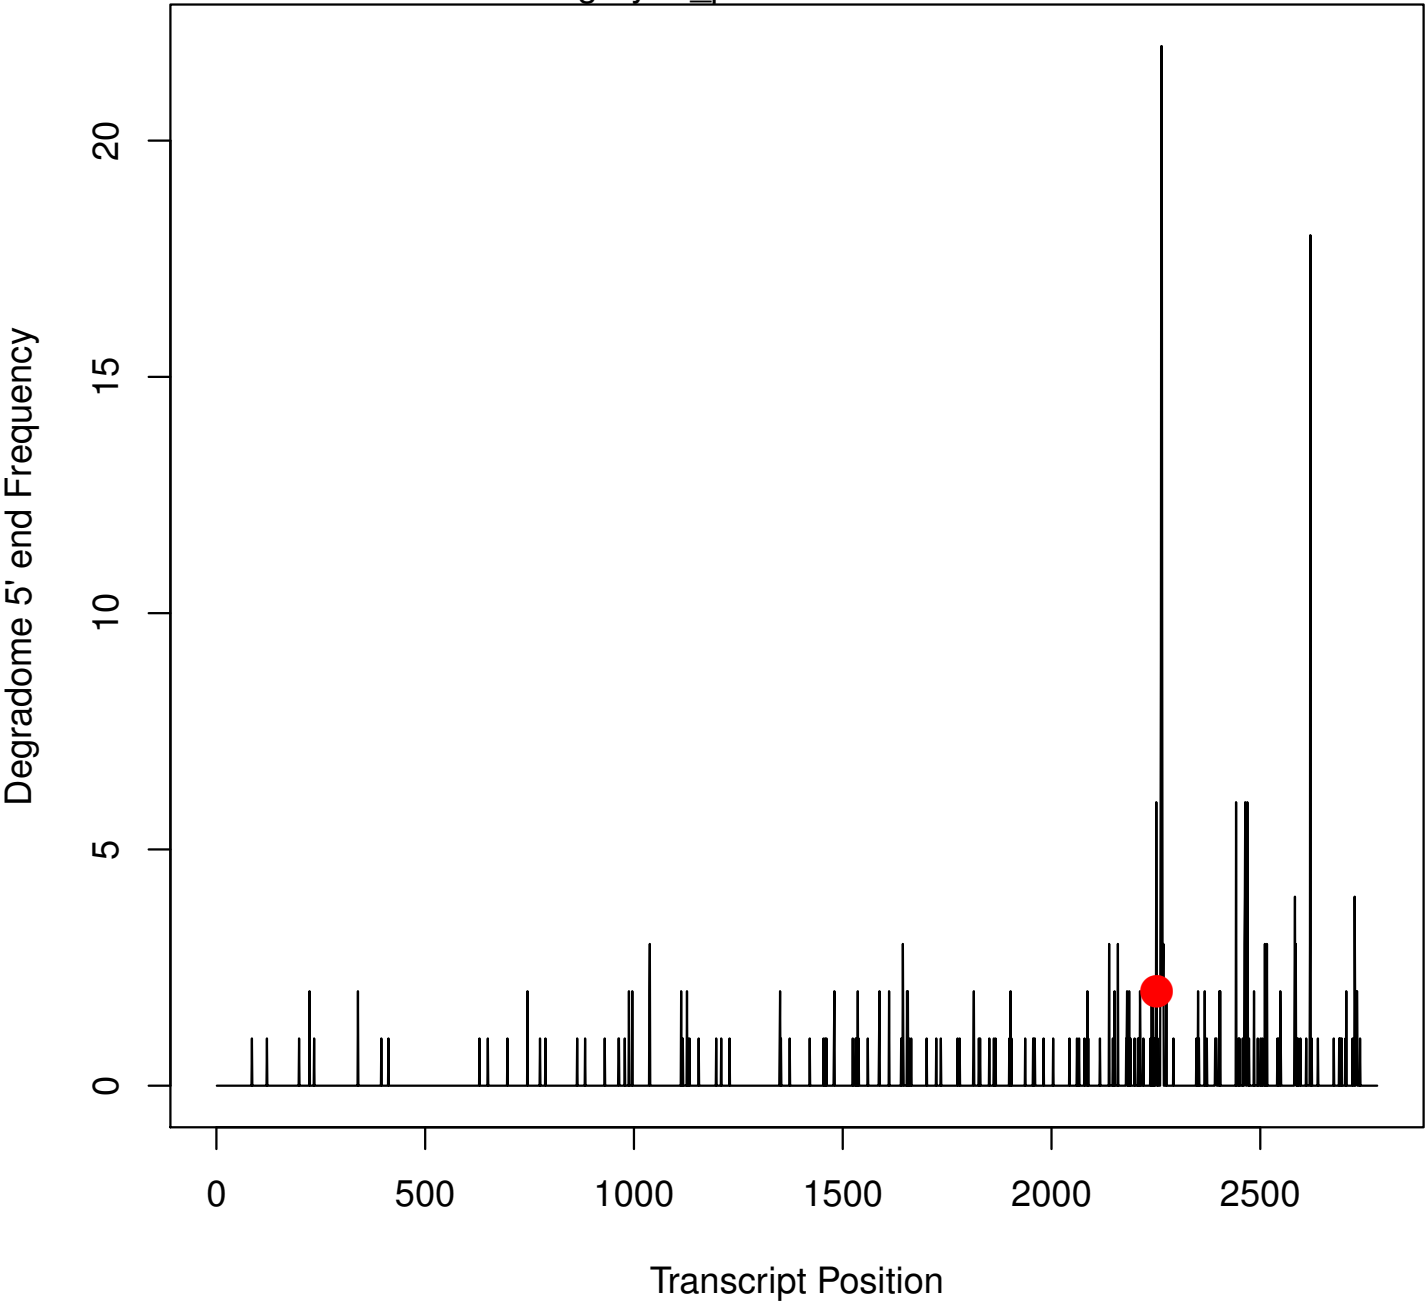

**T=chr4.gff3\_MRNA\_VIT\_04s0044g01140.t01\_Q=miRC106\_S=341**

category=3\_p=0.985280252400373

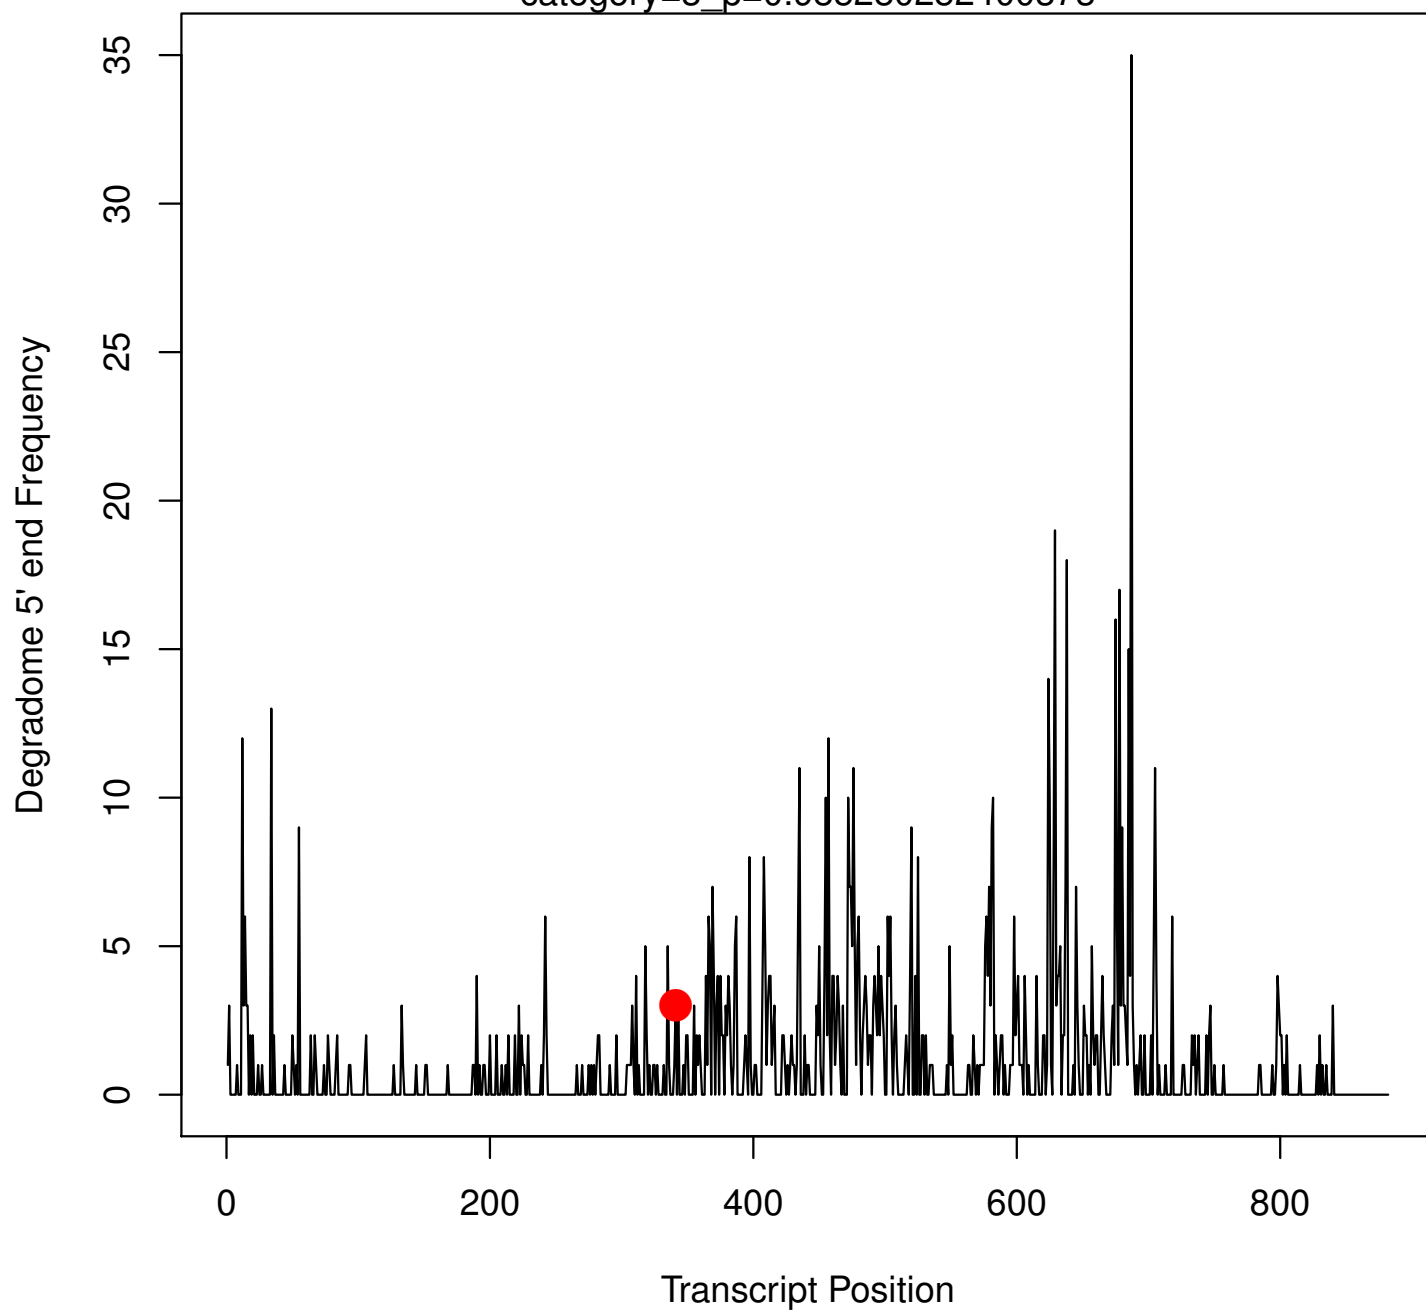

**T=chr4.gff3\_MRNA\_VIT\_04s0069g00800.t01\_Q=miRC106\_S=620**

category=4\_p=0.9999999977215

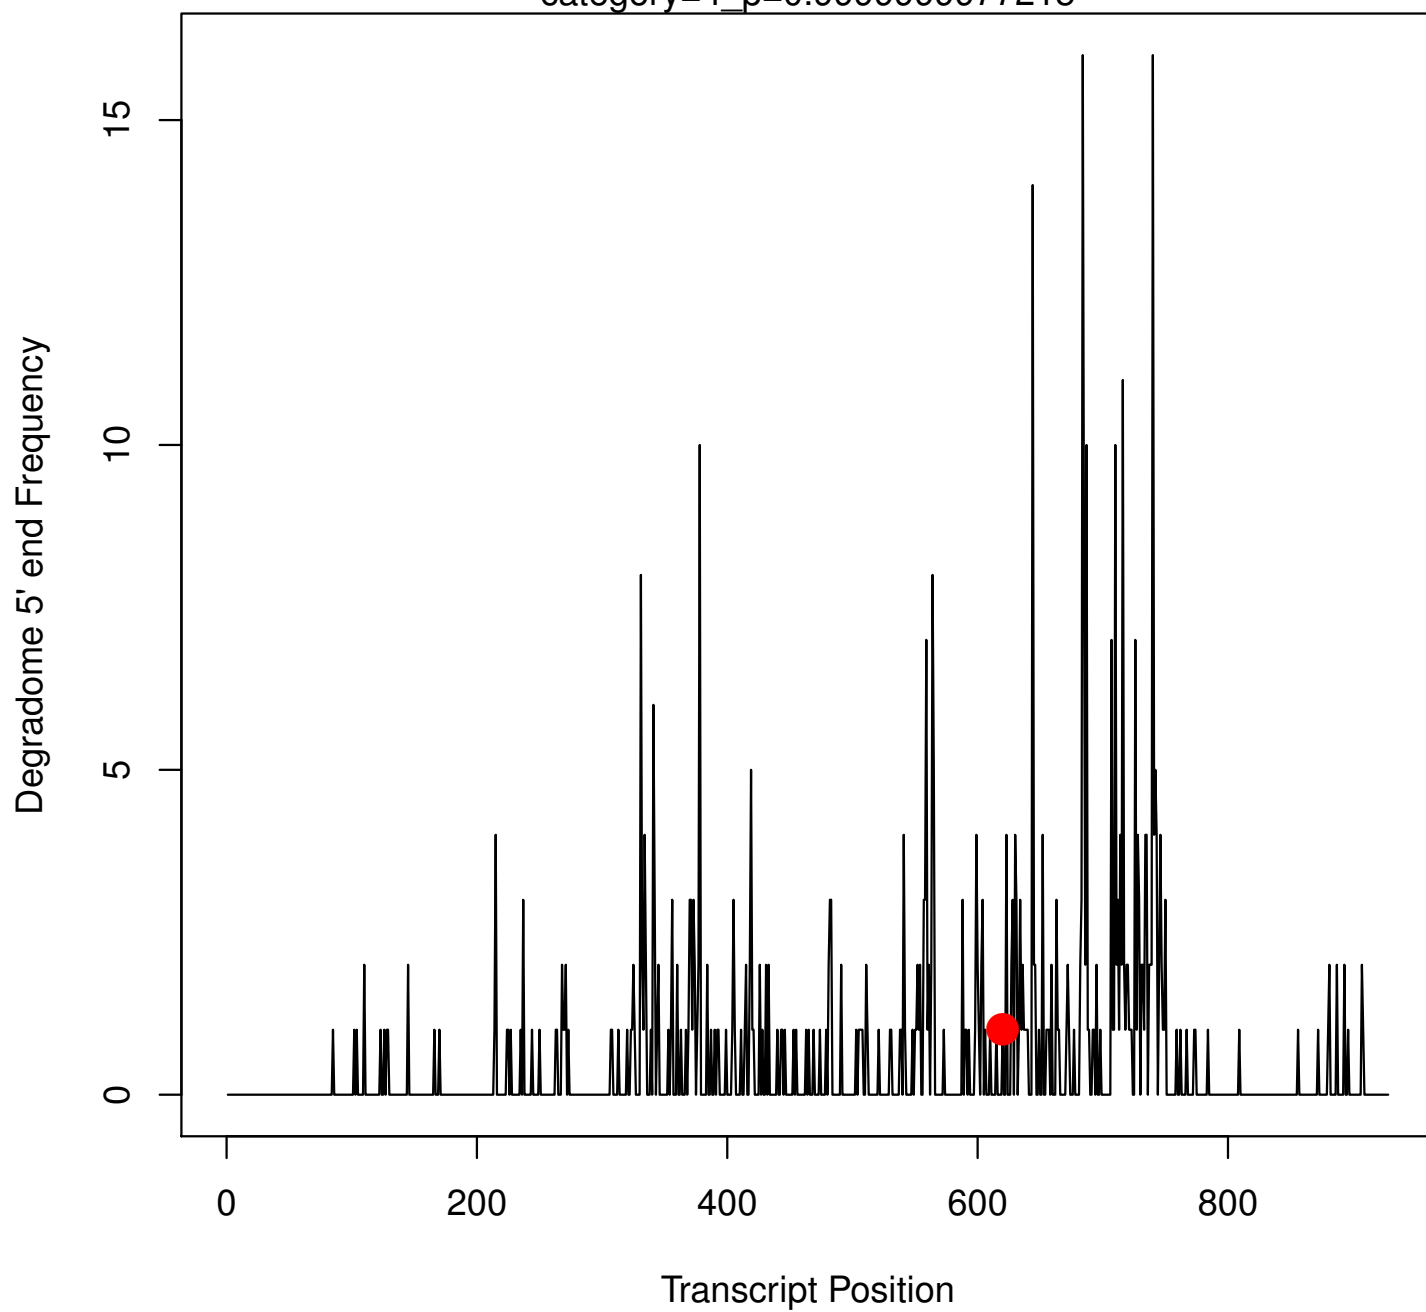

T=chr4.gff3\_MRNA\_VIT\_04s0079g00410.t01\_Q=miRC106\_S=2060

category=4\_p=0.999881741305241

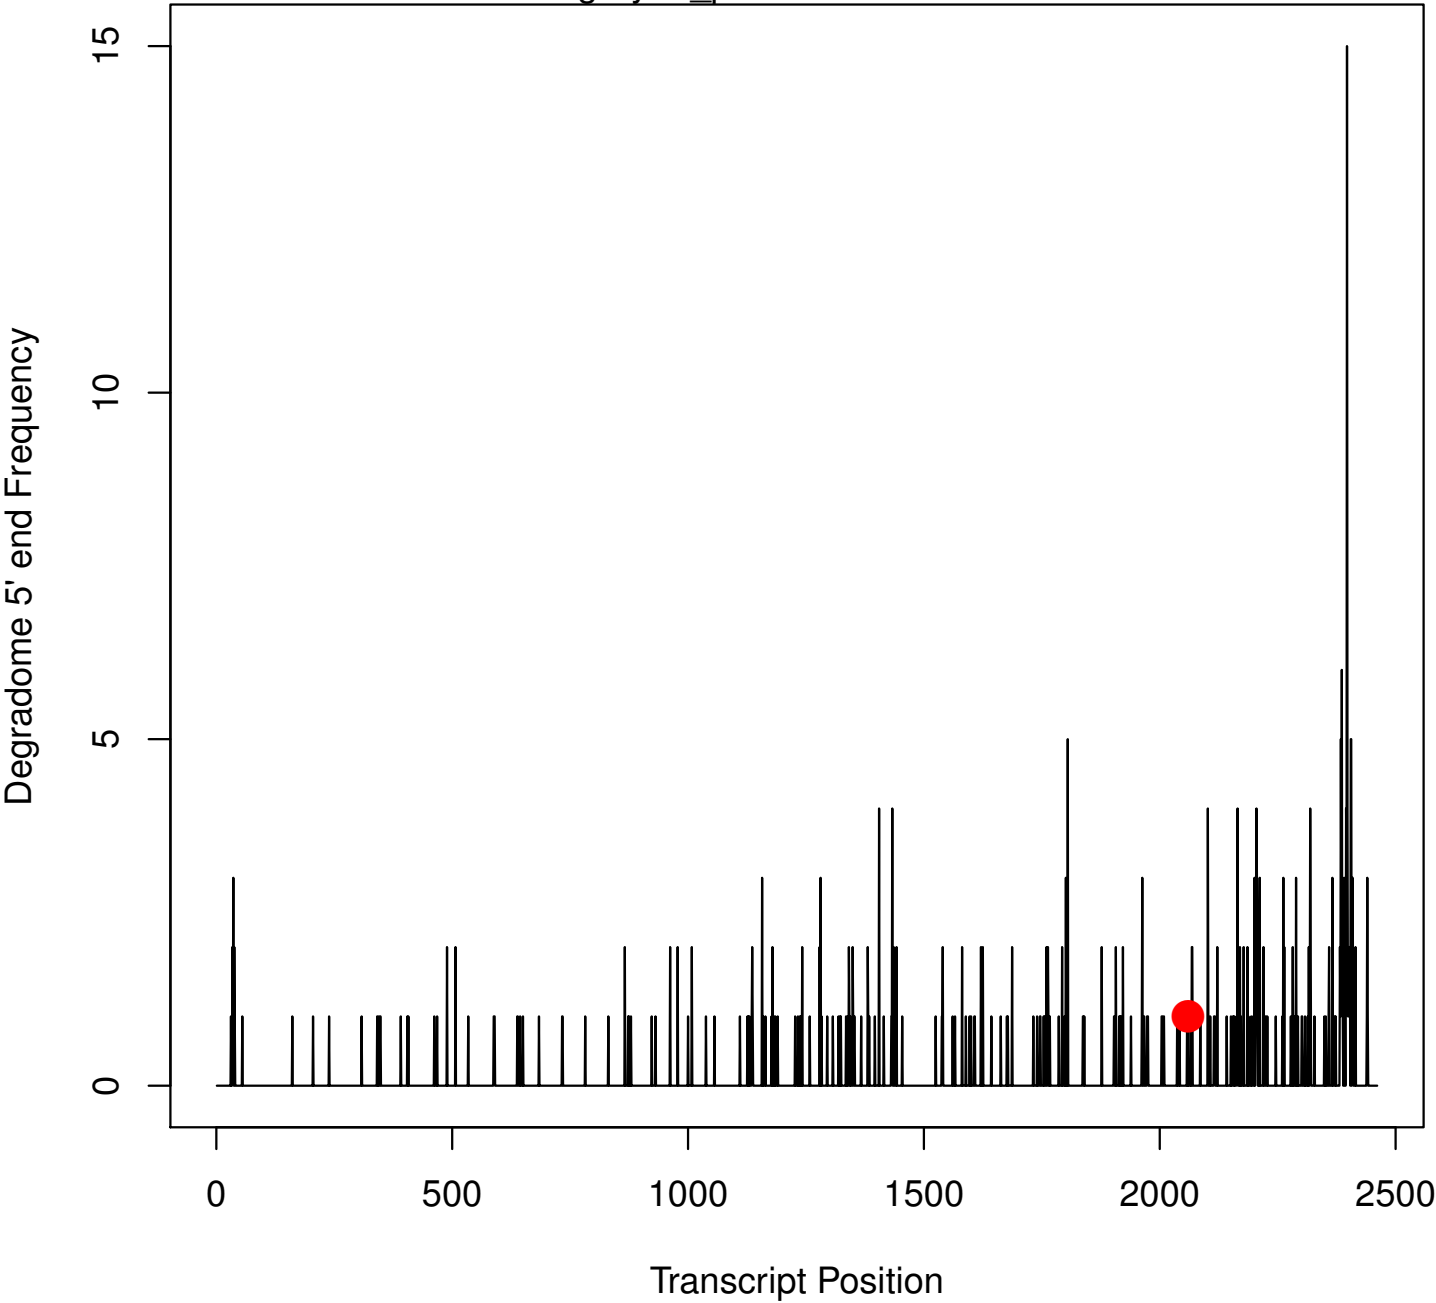

**T=chr5.gff3\_MRNA\_VIT\_05s0020g01170.t01\_Q=miRC106\_S=383**

category=2\_p=0.999985691431989

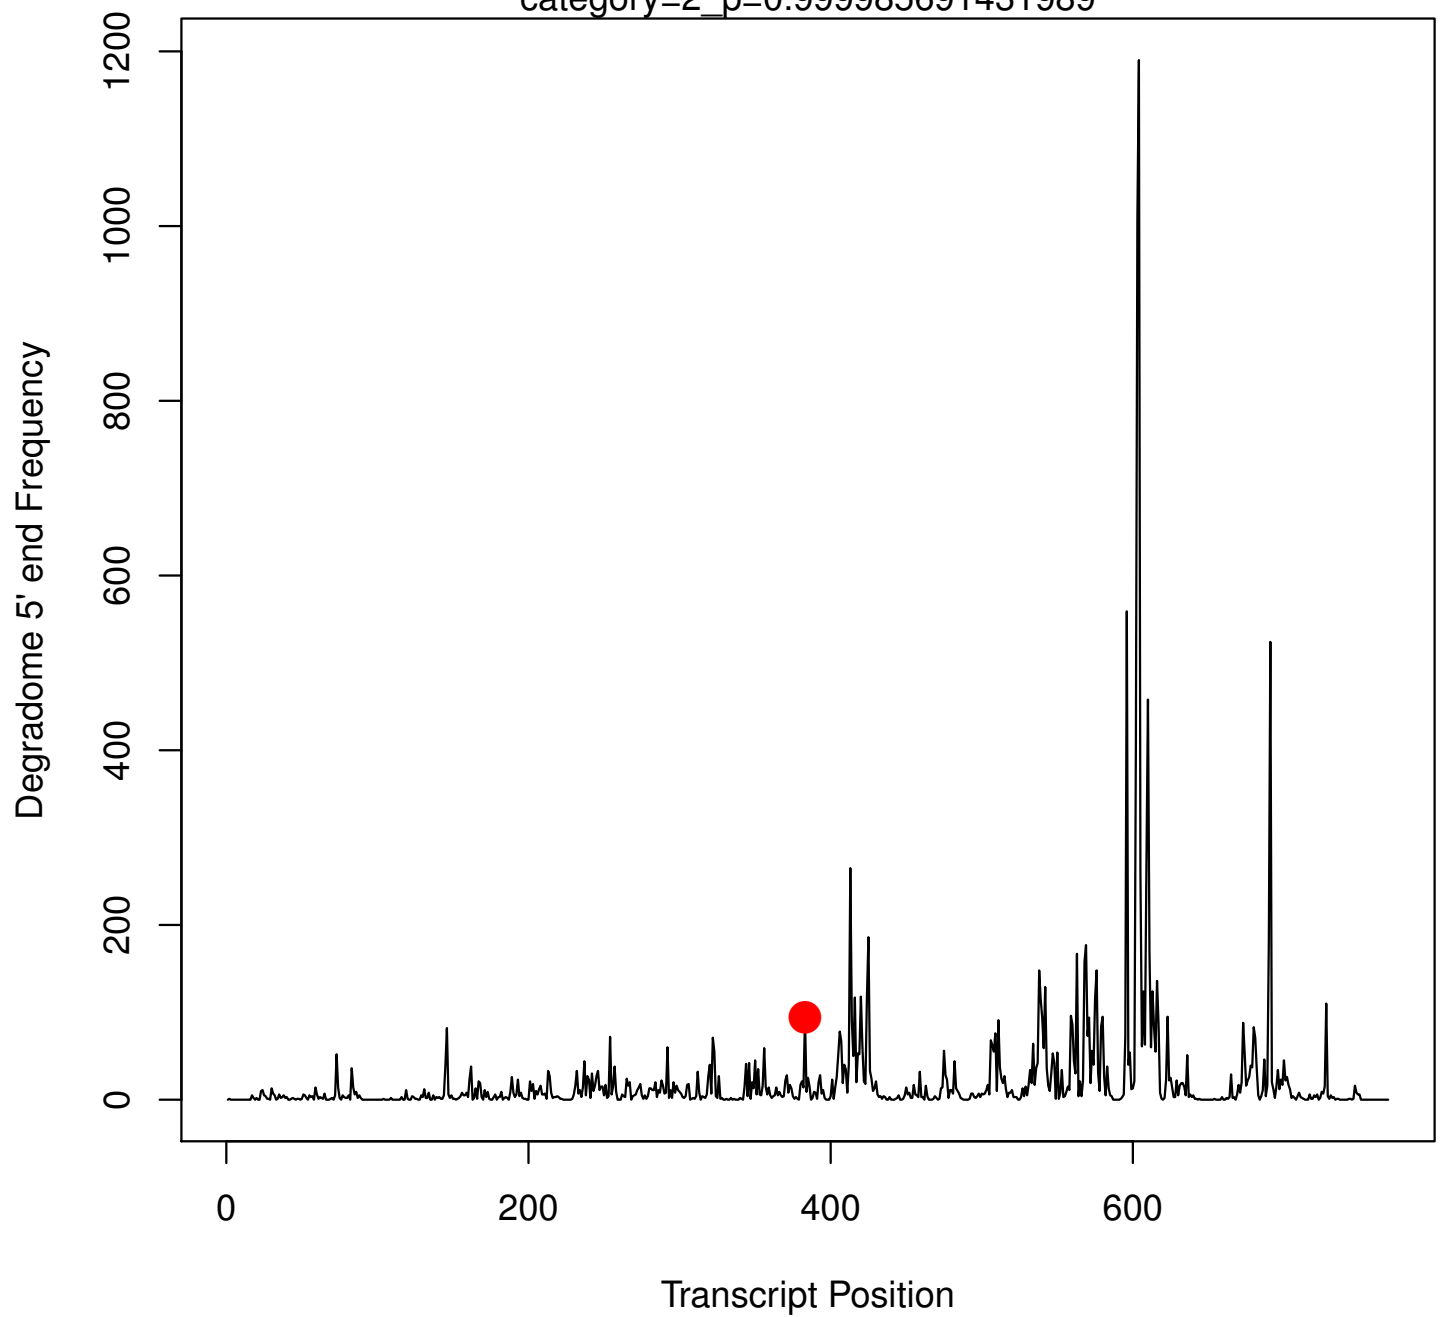

**T=chr5.gff3\_MRNA\_VIT\_05s0029g00020.t01\_Q=miRC106\_S=154**

category=4\_p=0.999997450994319

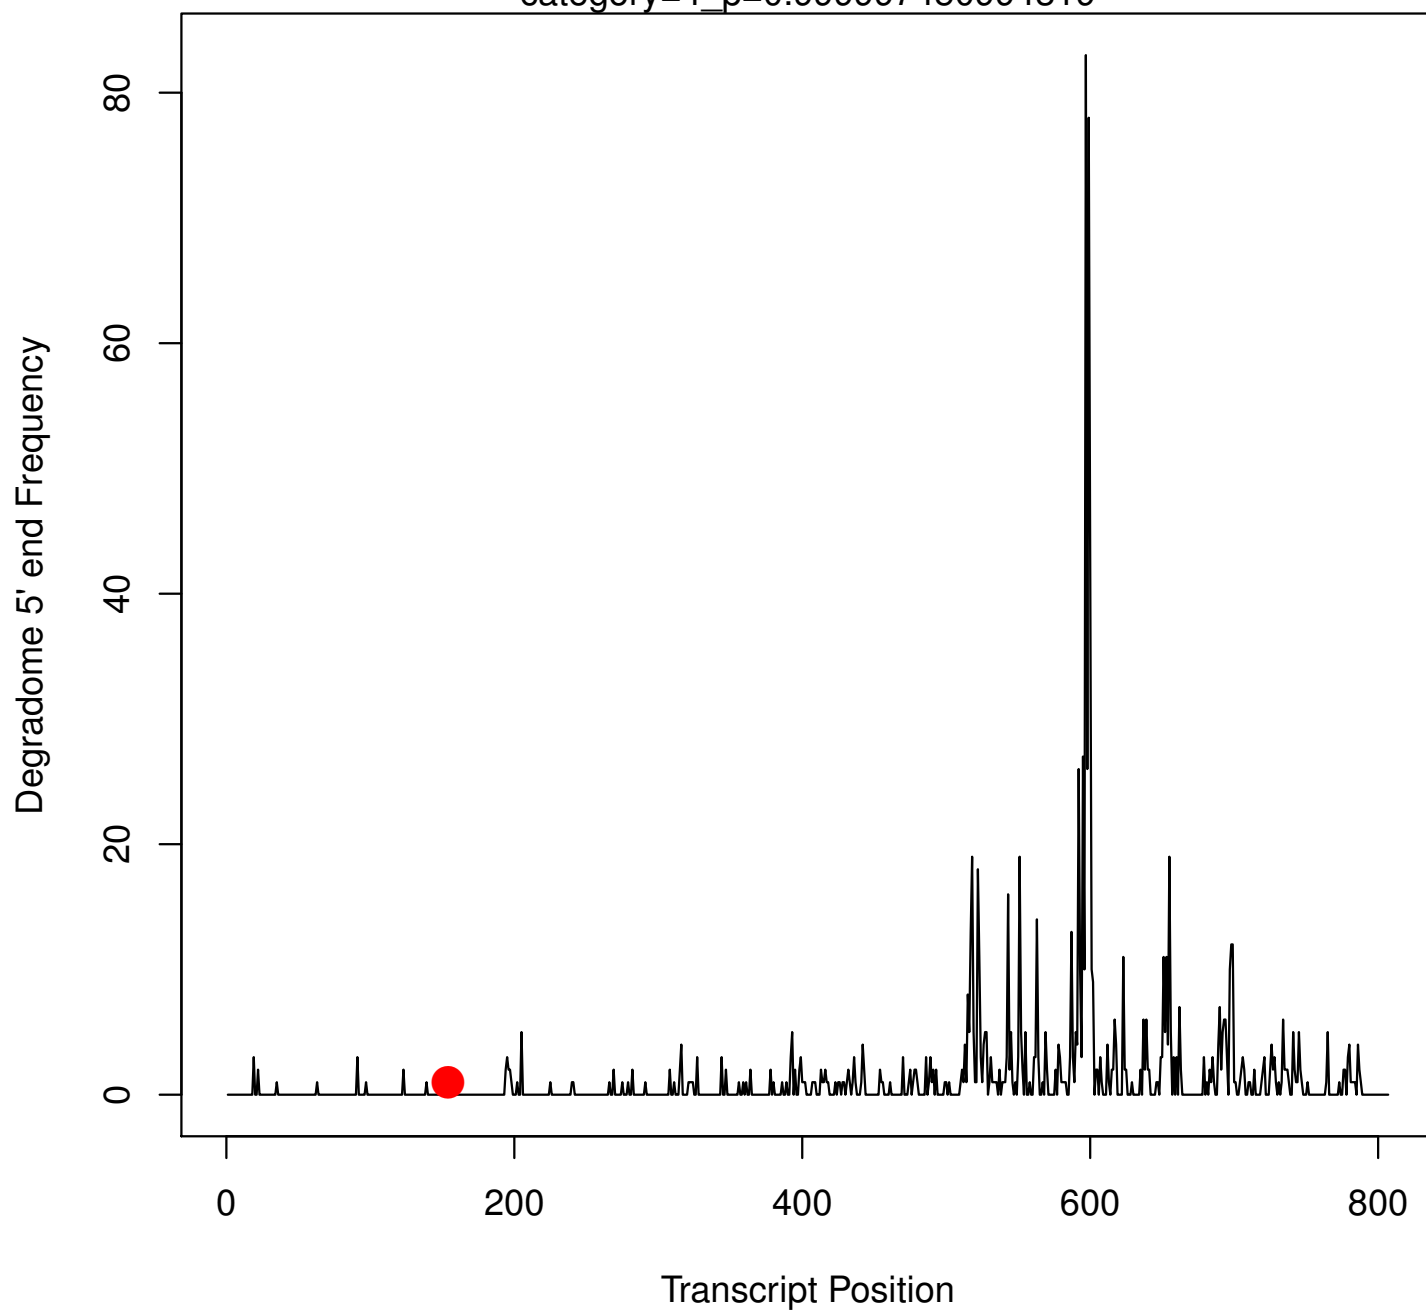

**T=chr5.gff3\_MRNA\_VIT\_05s0049g01760.t01\_Q=miRC106\_S=466**

category=2\_p=0.999885732590848

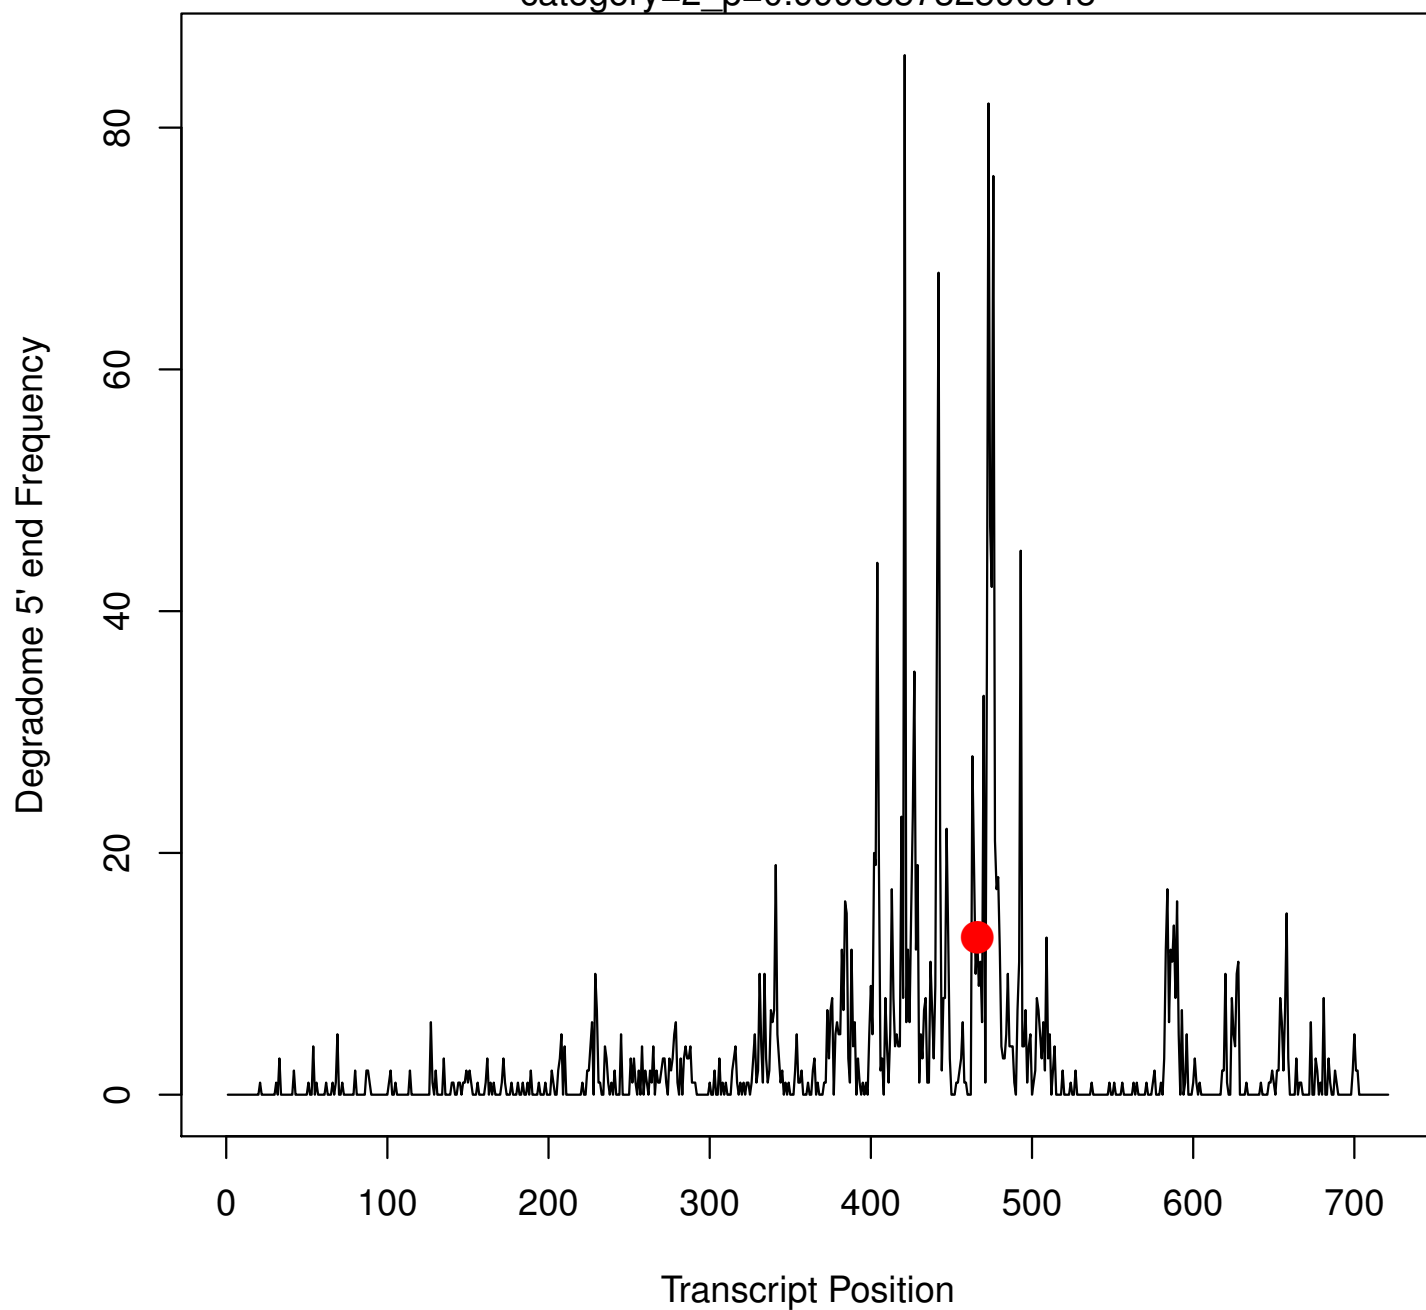

T=chr5.gff3\_MRNA\_VIT\_05s0094g00820.t01\_Q=miRC106\_S=2087

category=2\_p=0.276878101506048

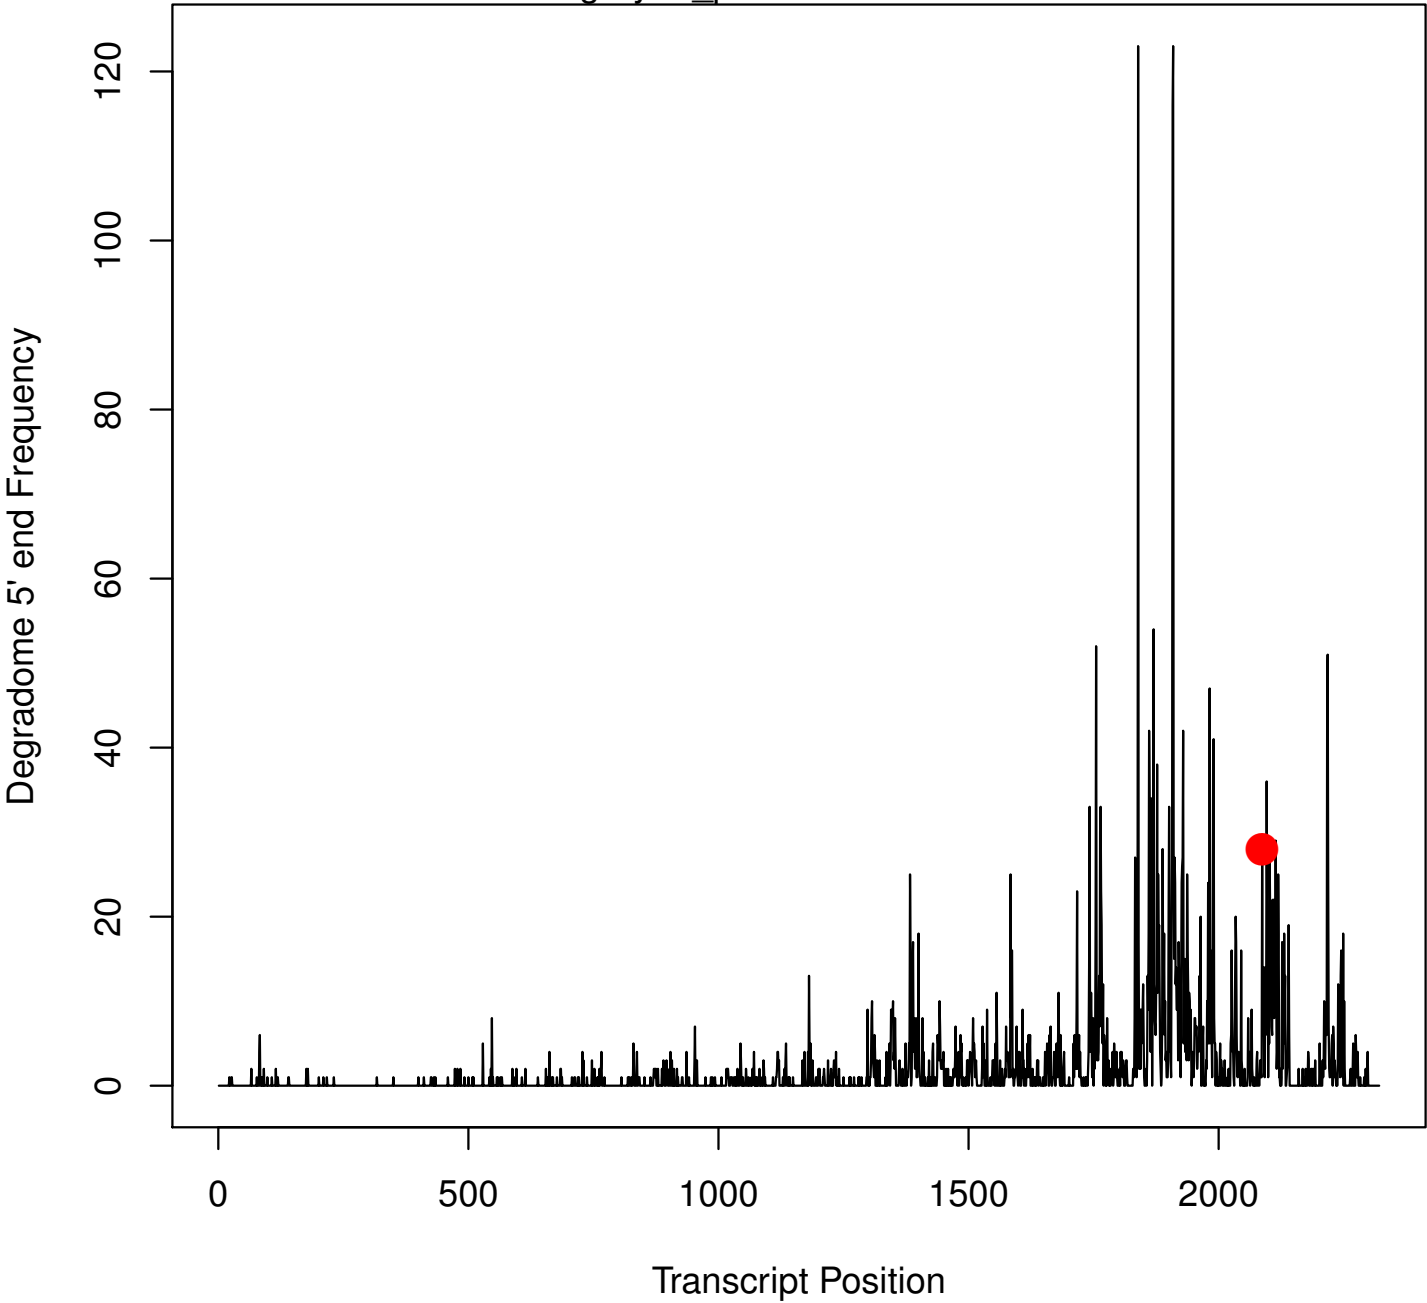

T=chr5.gff3\_MRNA\_VIT\_05s0102g00160.t01\_Q=miRC106\_S=1043

category=2\_p=0.999837254188489

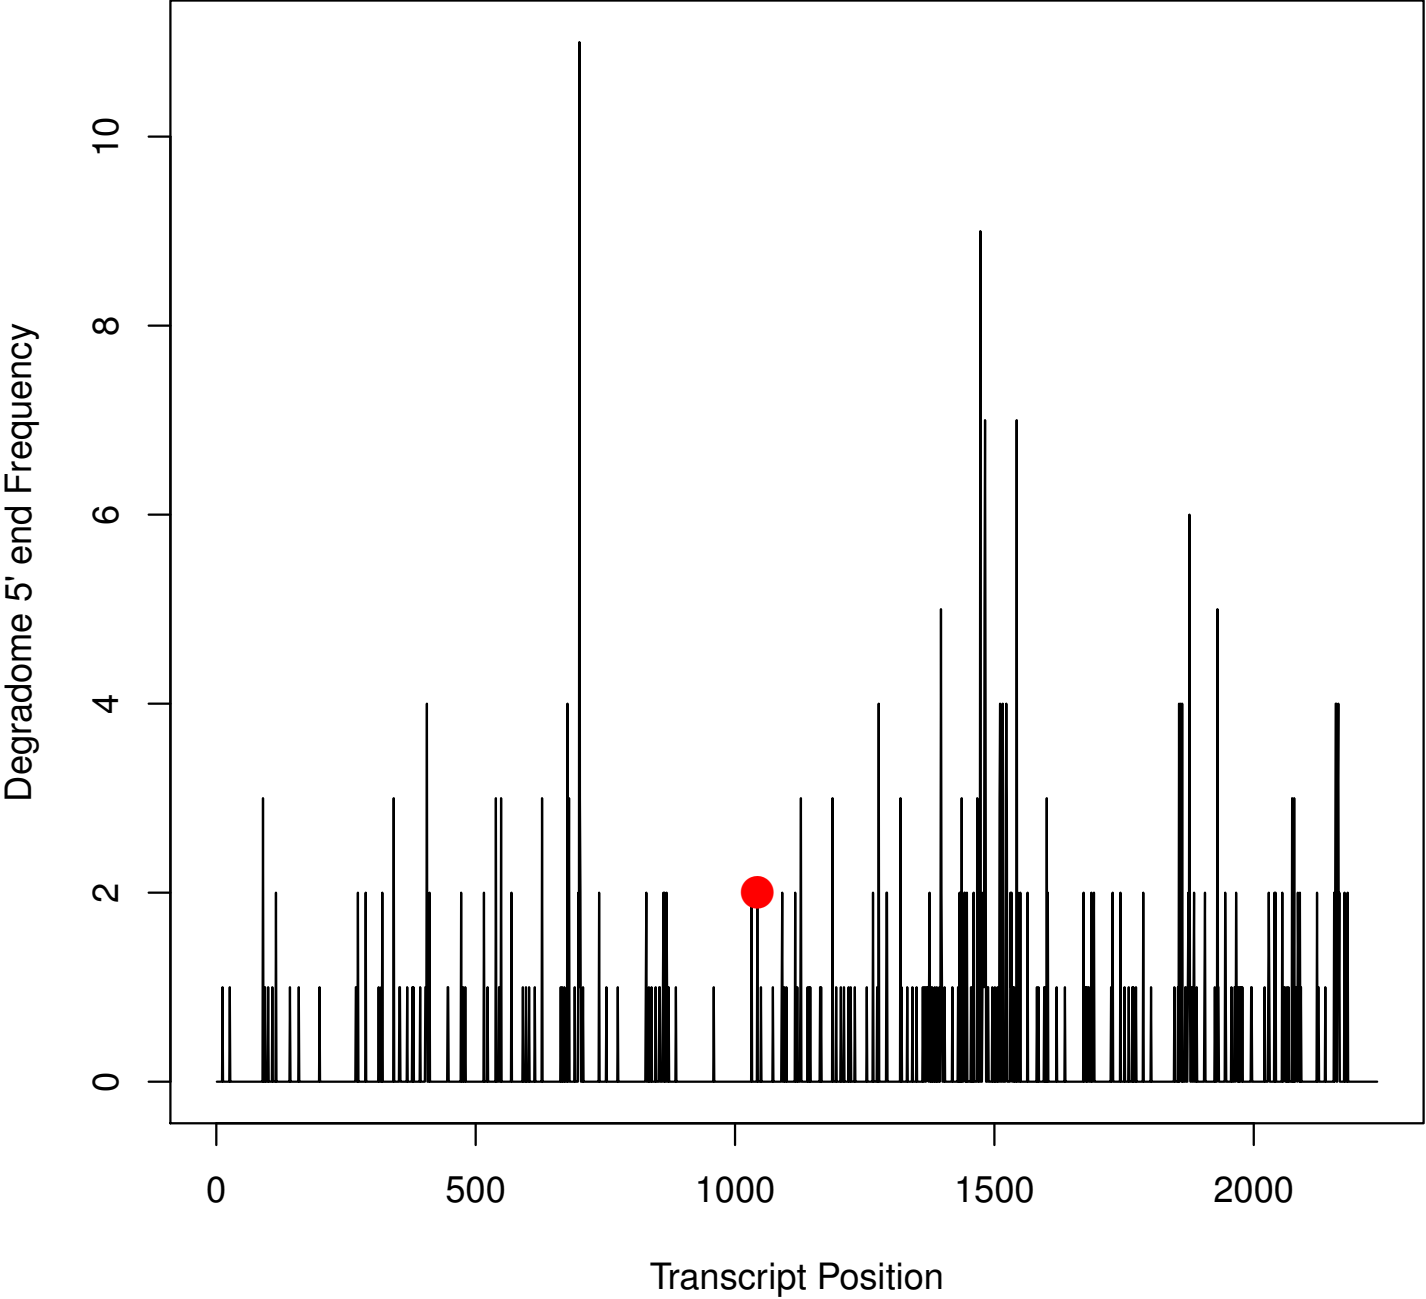

**T=chr6.gff3\_MRNA\_VIT\_06s0004g06140.t01\_Q=miRC106\_S=779**

category=4\_p=0.999999620161641

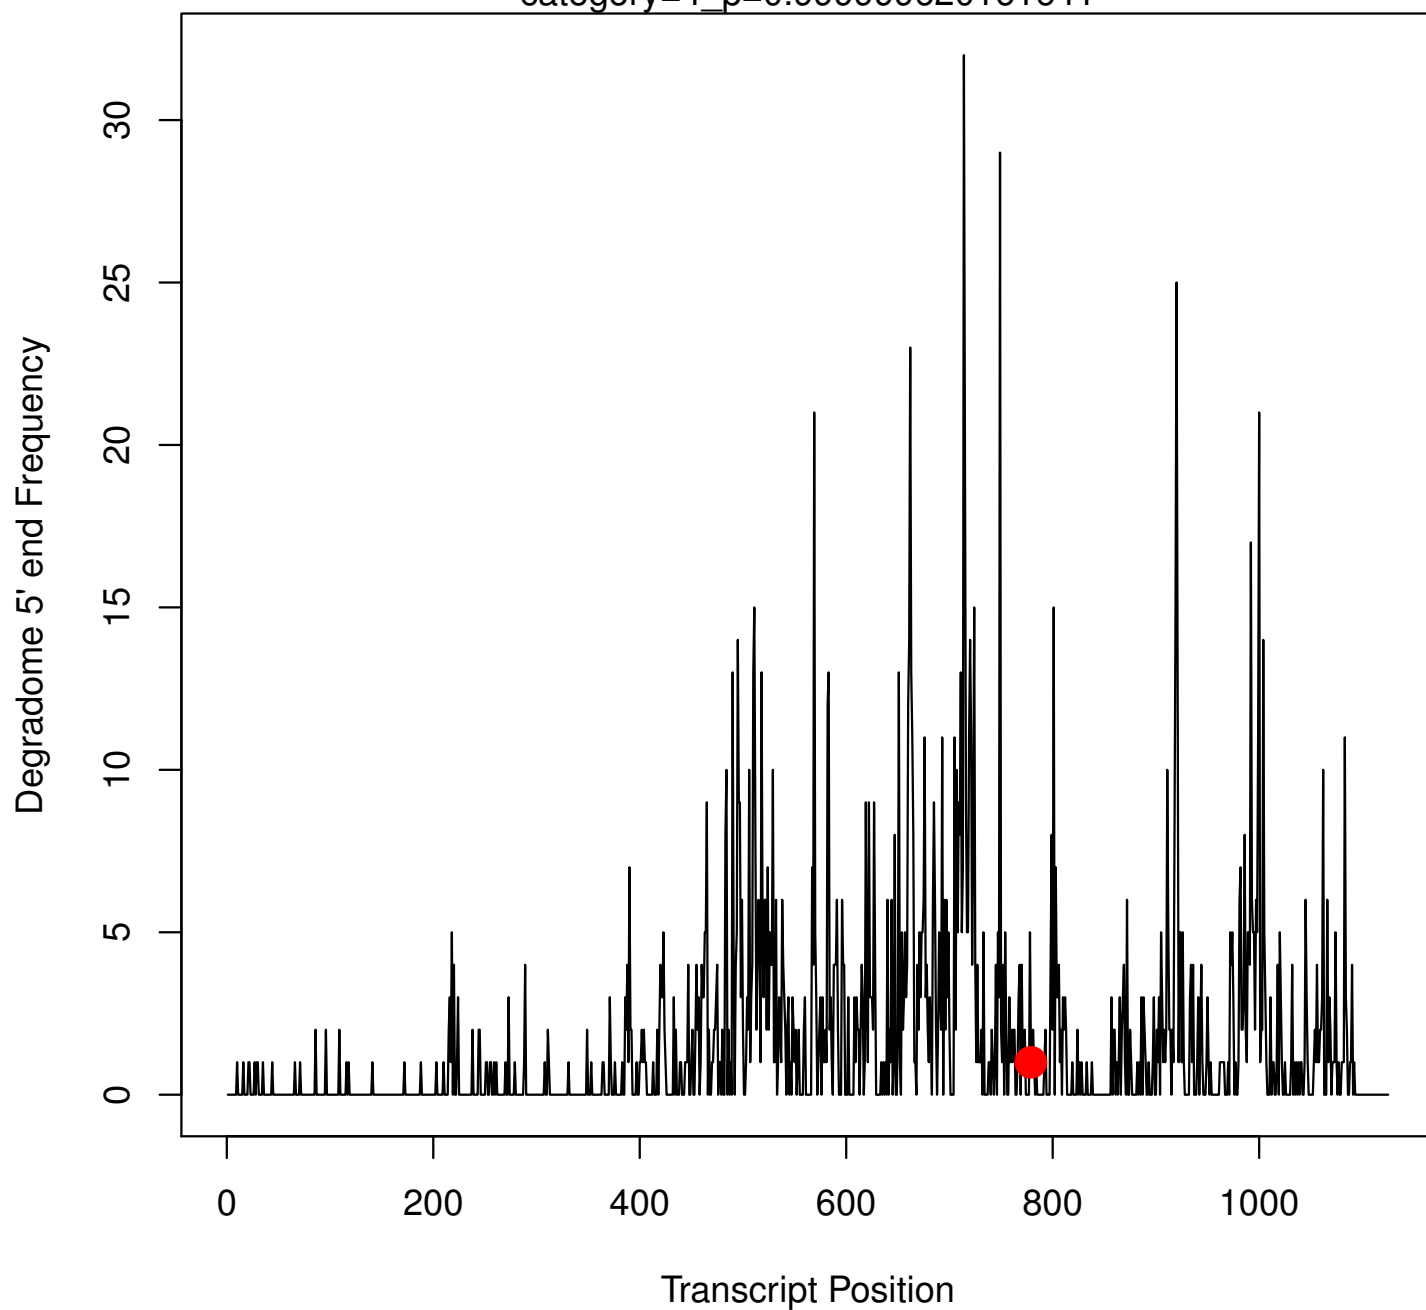

T=chr6.gff3\_MRNA\_VIT\_06s0004g08110.t01\_Q=miRC106\_S=452

category=4\_p=0.99999993432223

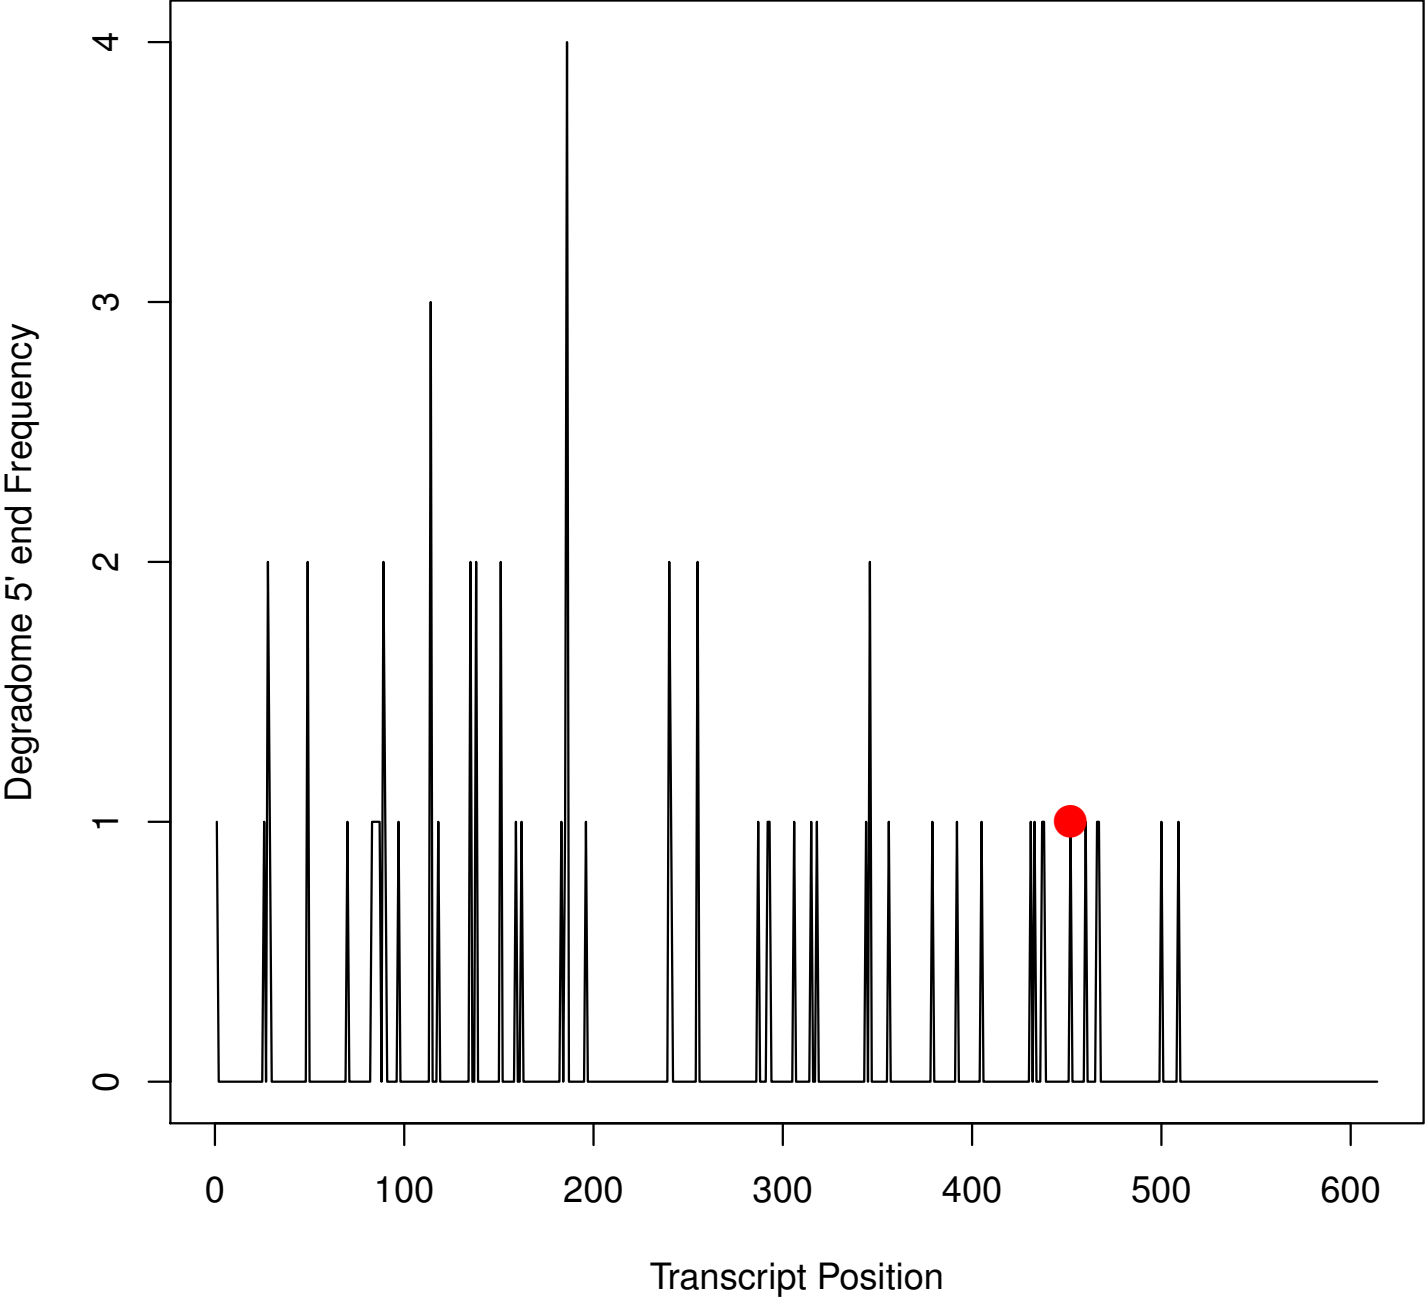

**T=chr6.gff3\_MRNA\_VIT\_06s0009g02410.t01\_Q=miRC106\_S=507**

category=3\_p=0.933844622430726

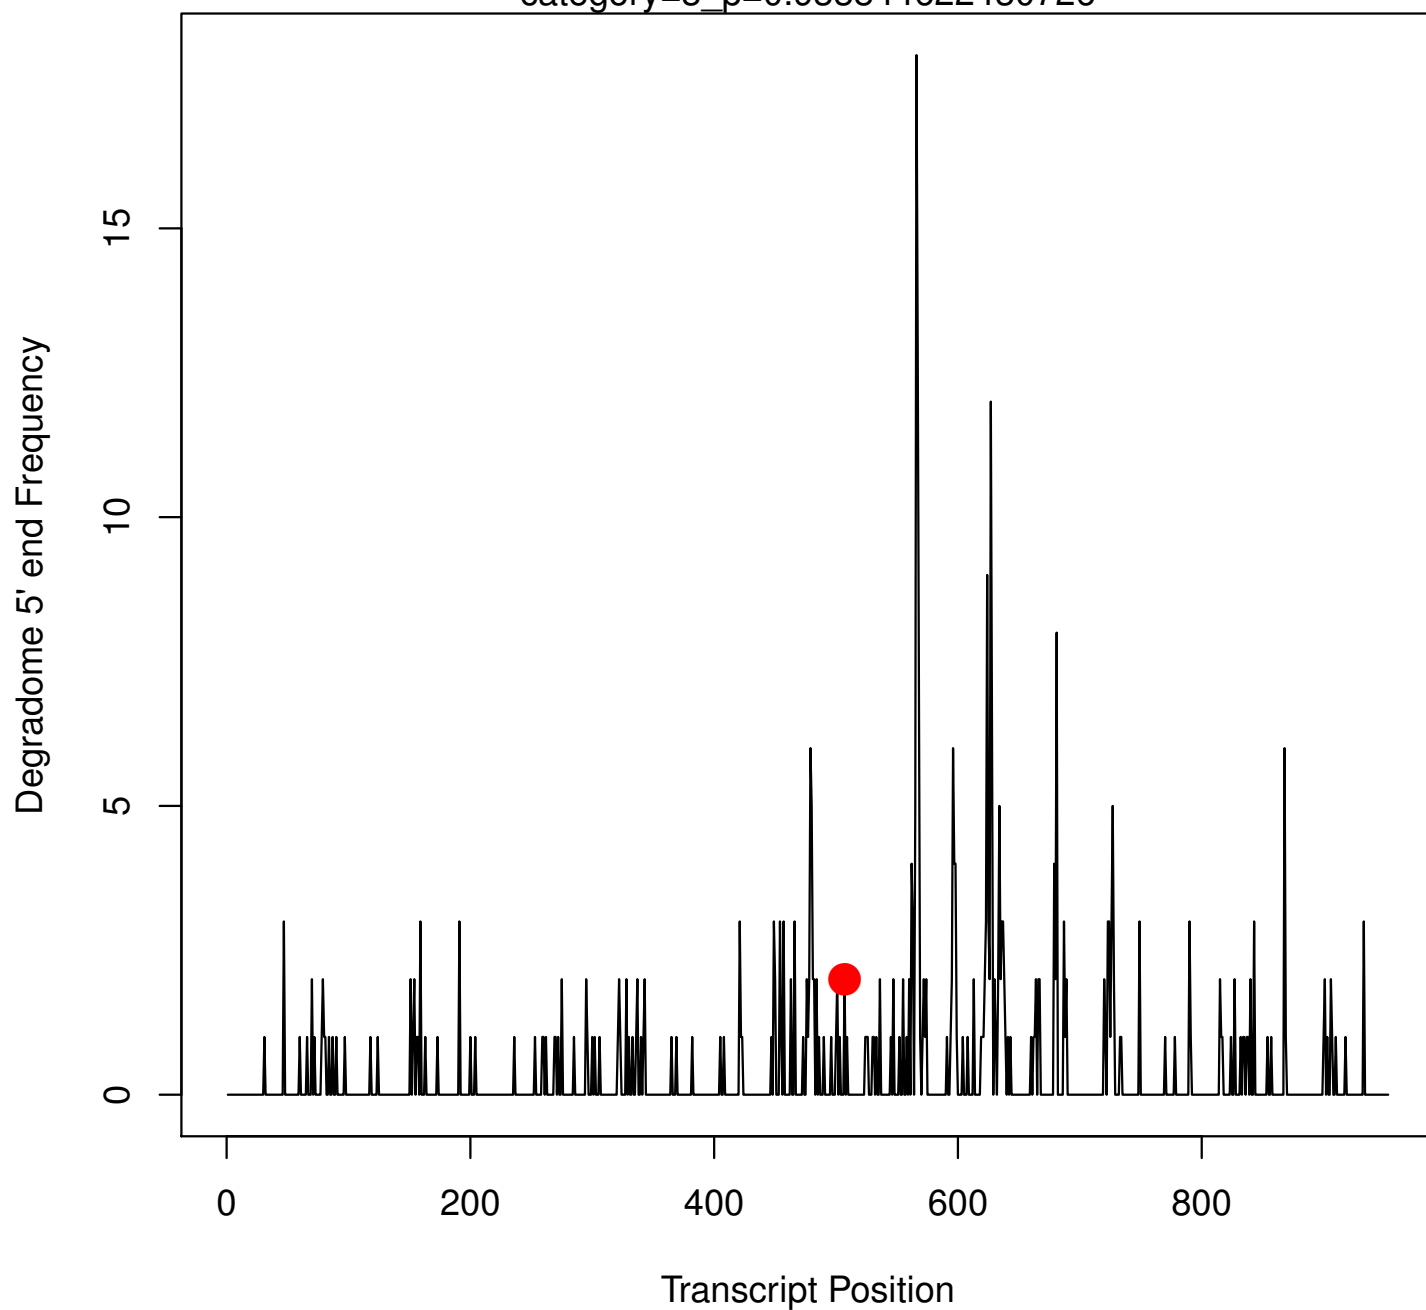

**T=chr7.gff3\_MRNA\_VIT\_07s0005g01790.t01\_Q=miRC106\_S=644**

category=4\_p=0.951879276067587

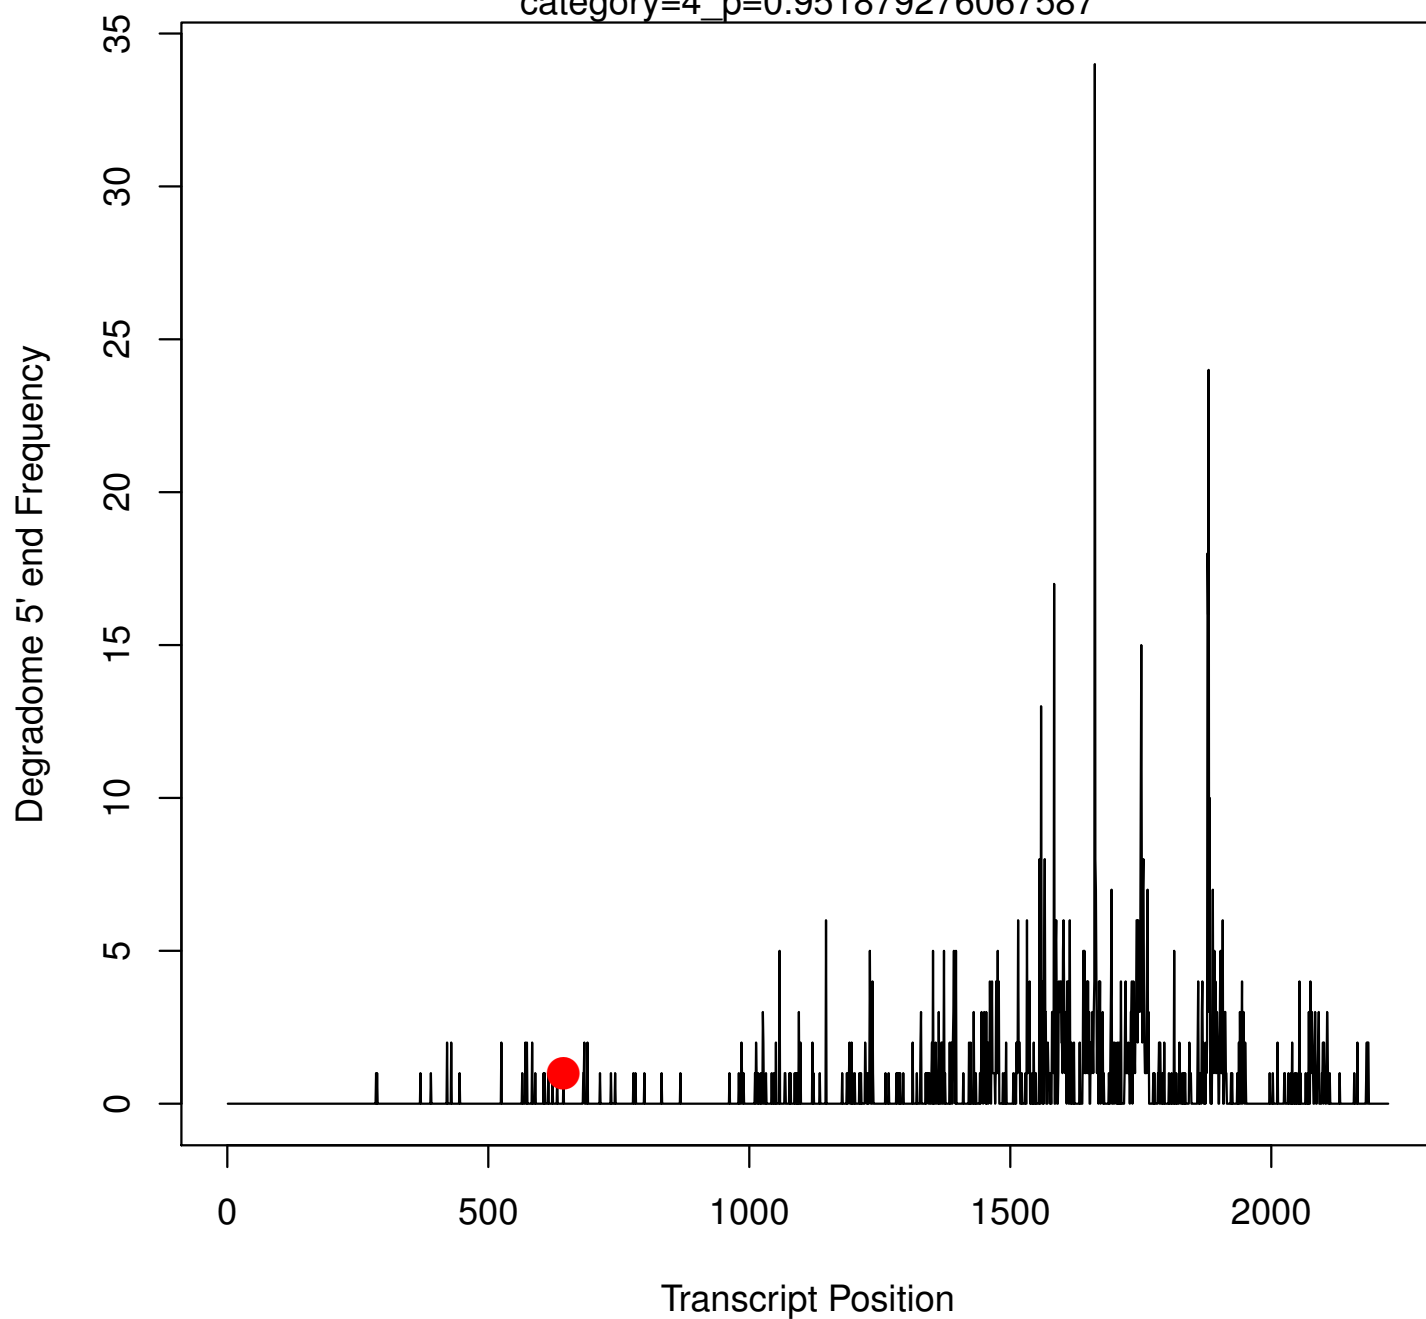

T=chr8.gff3\_MRNA\_VIT\_08s0040g02190.t01\_Q=miRC106\_S=769

category=3\_p=0.228461955403971

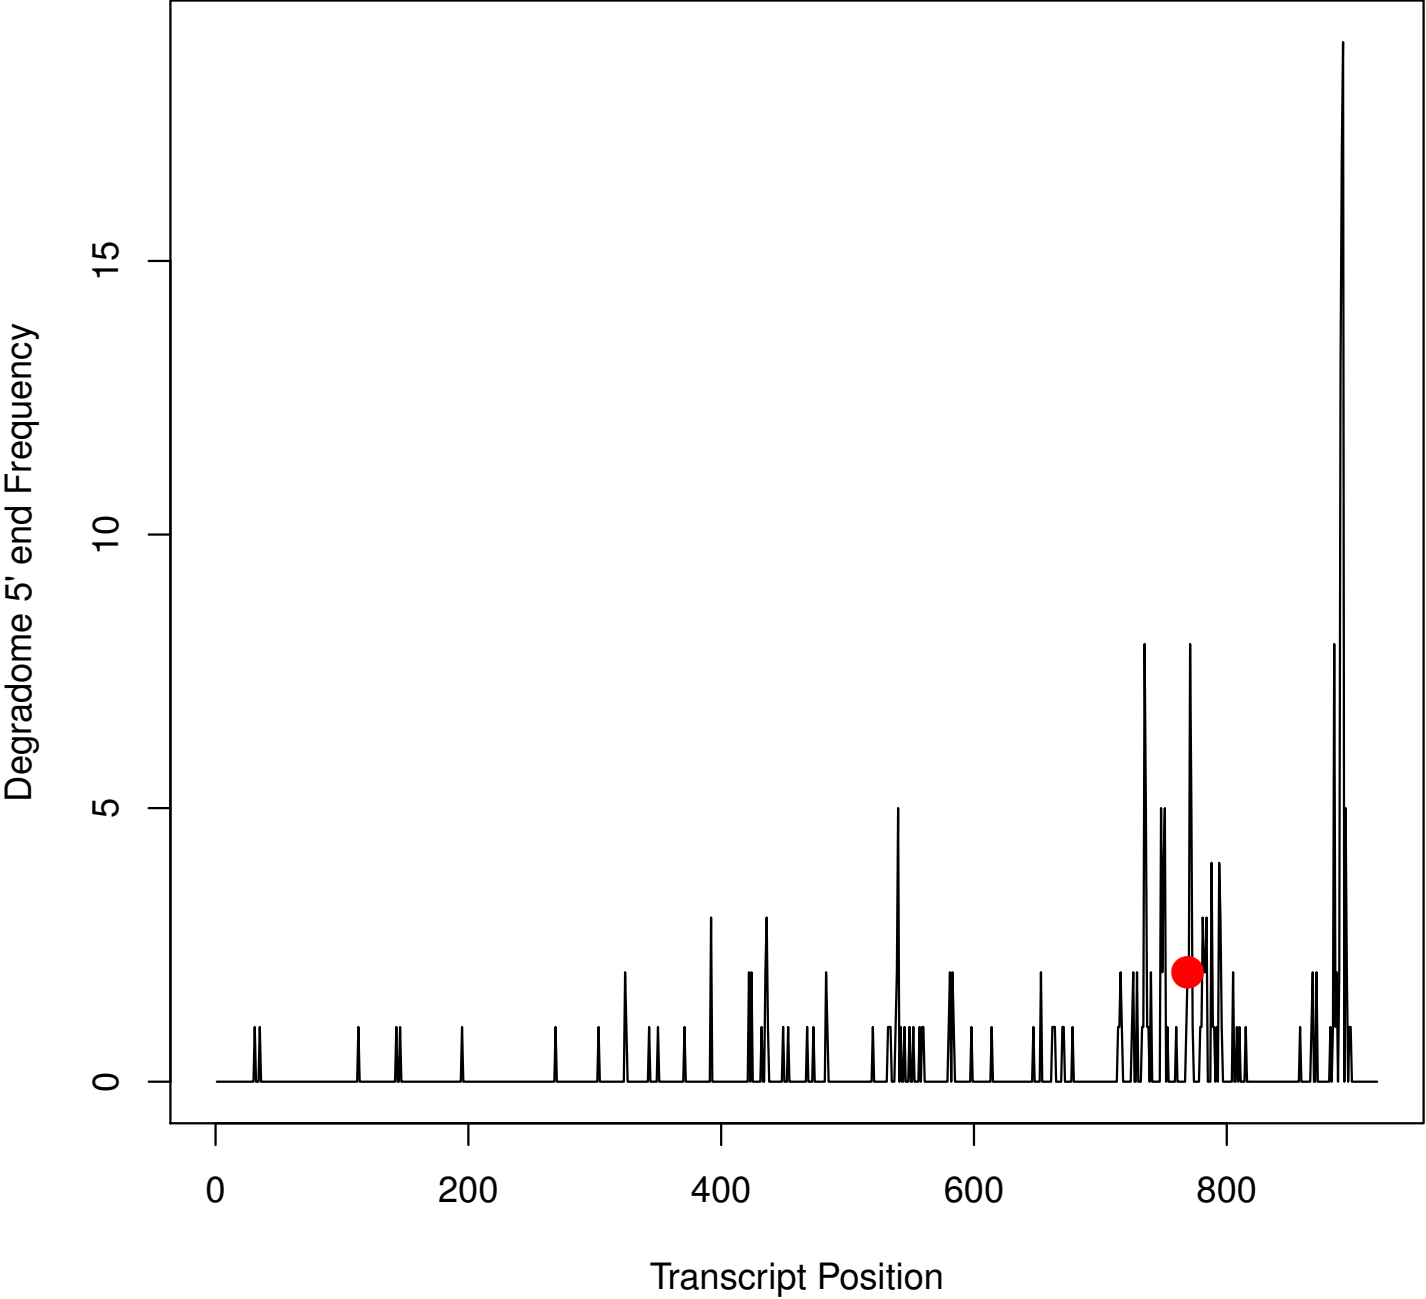

T=chr8.gff3\_MRNA\_VIT\_08s0040g03200.t01\_Q=miRC106\_S=578

category=4\_p=0.982497119149383

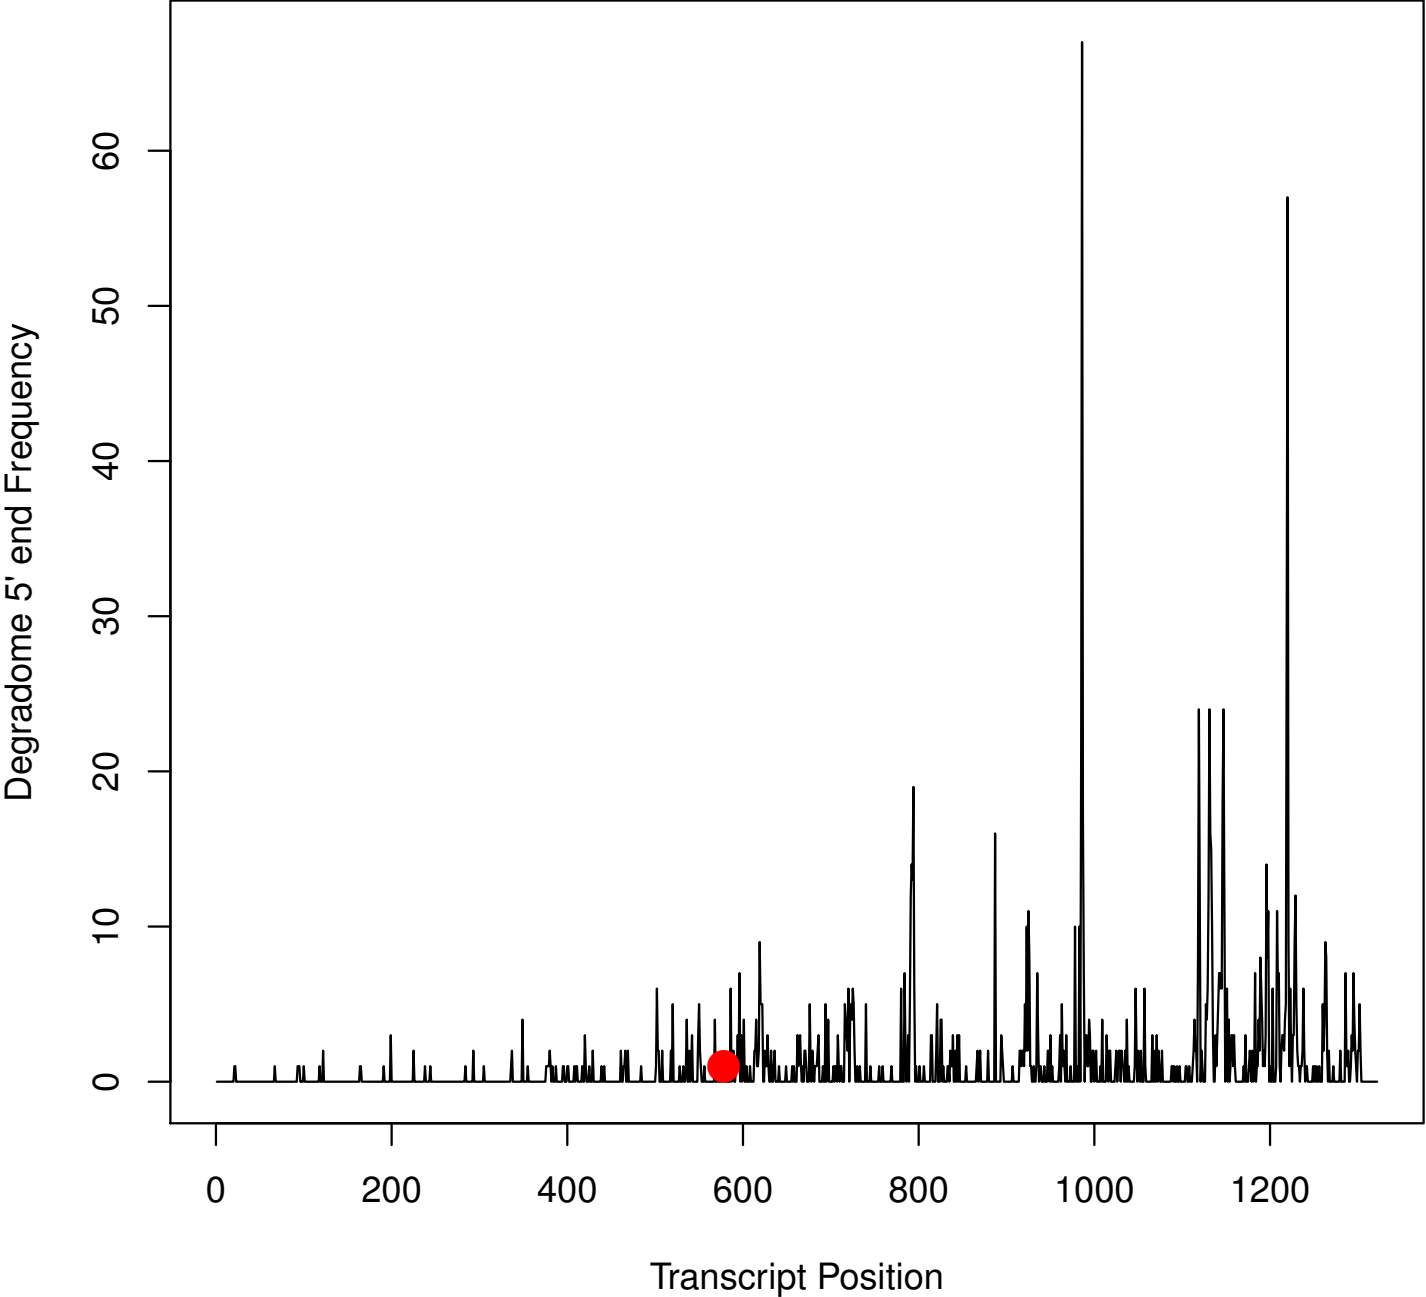

T=chr8.gff3\_MRNA\_VIT\_08s0056g00300.t01\_Q=miRC106\_S=486

category=4\_p=0.999999999899717

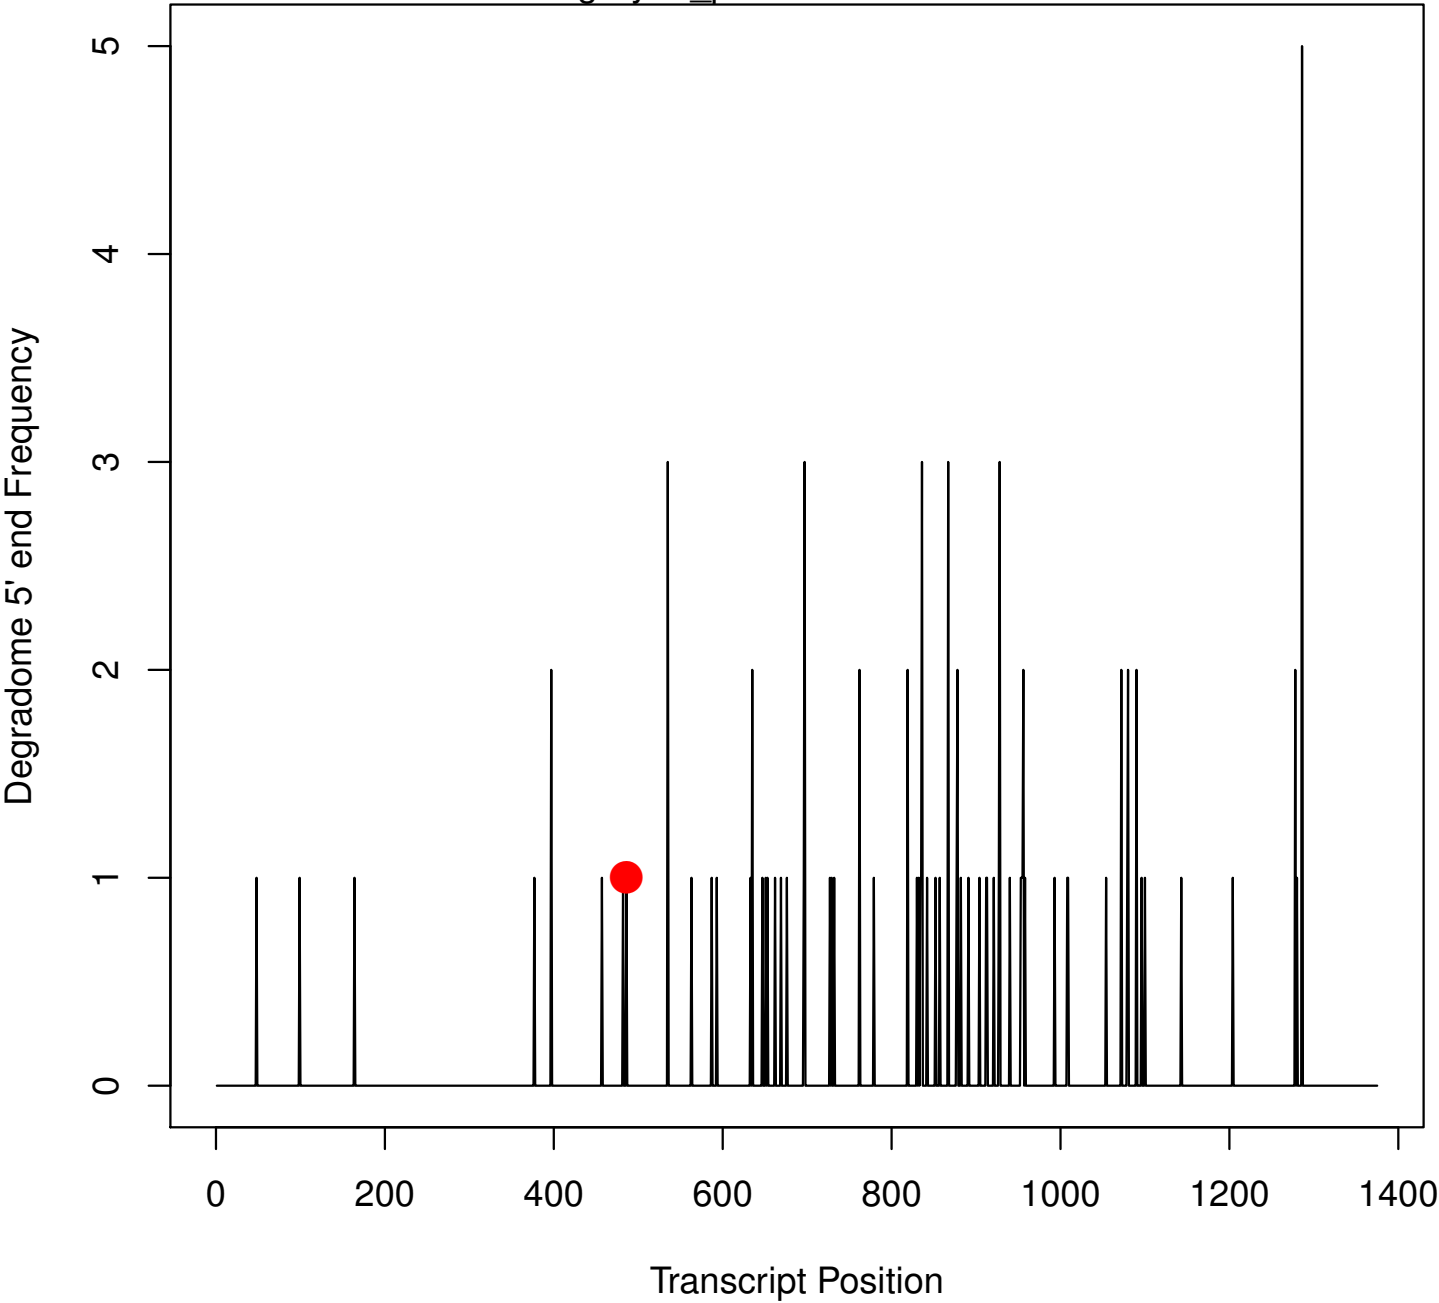

T=chr9.gff3\_MRNA\_VIT\_09s0002g03380.t01\_Q=miRC106\_S=2952

category=4\_p=0.9999999998609

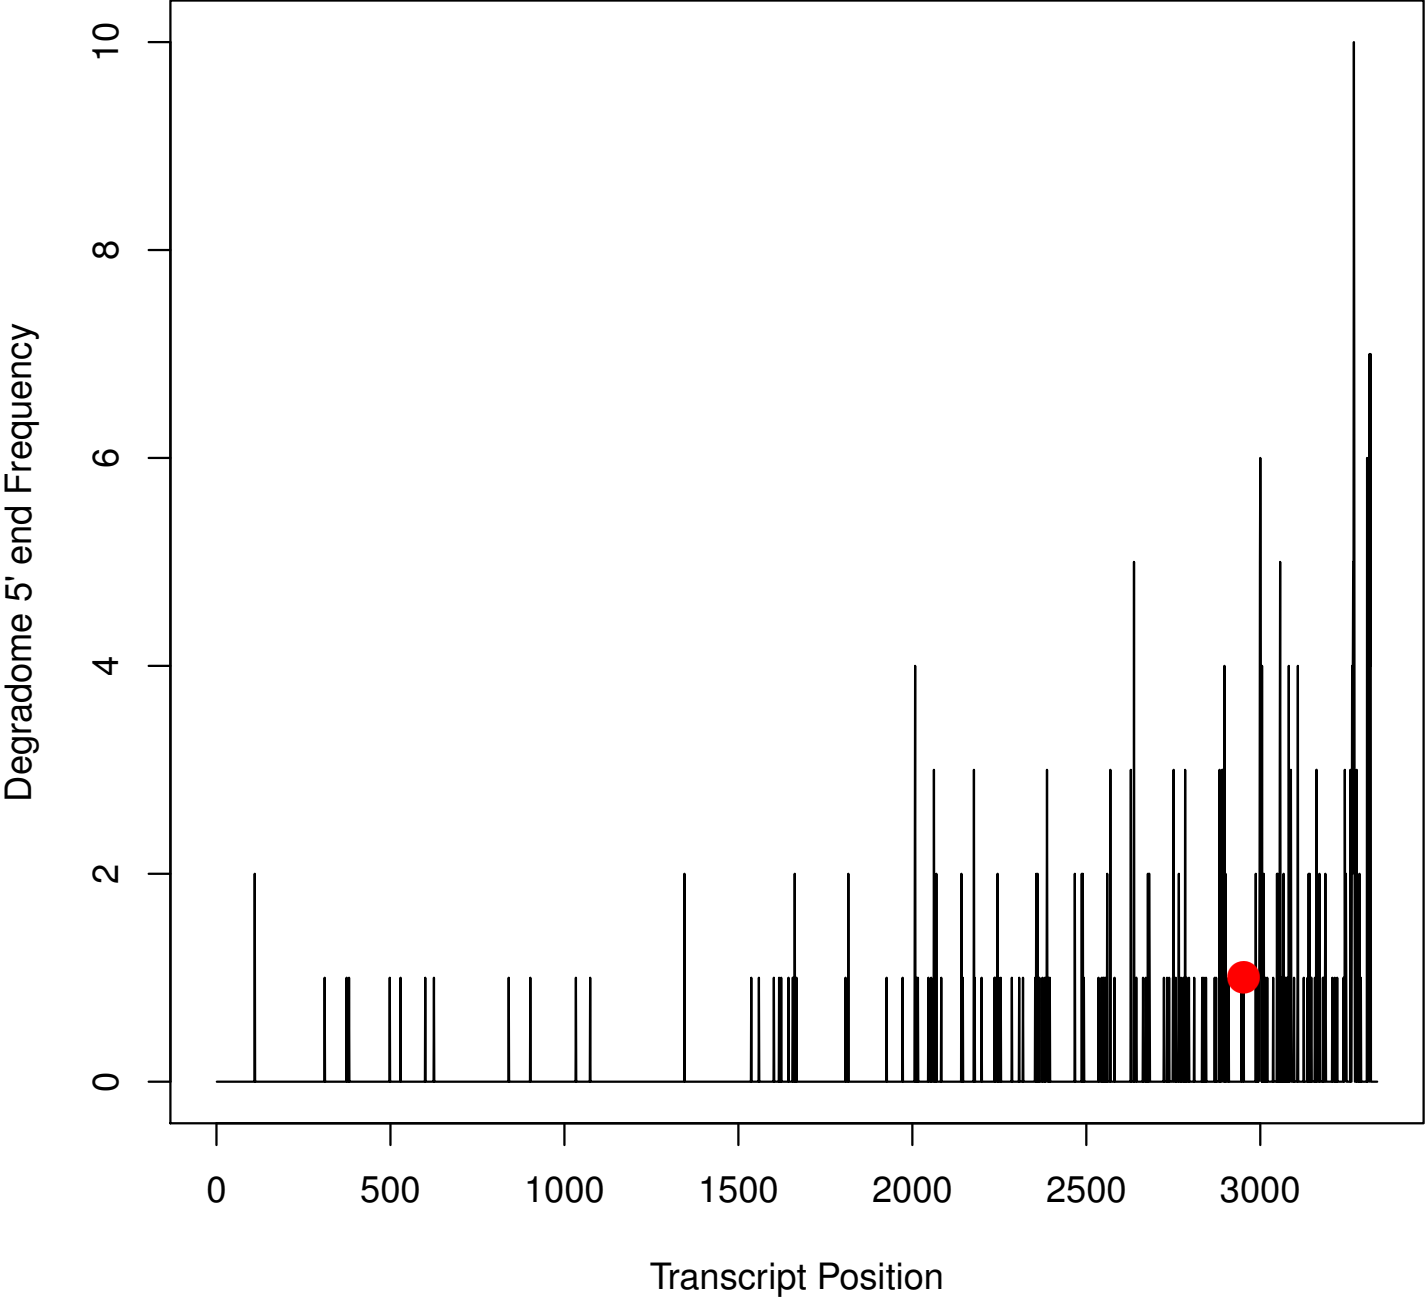

**T=chr9.gff3\_MRNA\_VIT\_09s0002g06920.t01\_Q=miRC106\_S=398**

category=4\_p=0.999999999896689

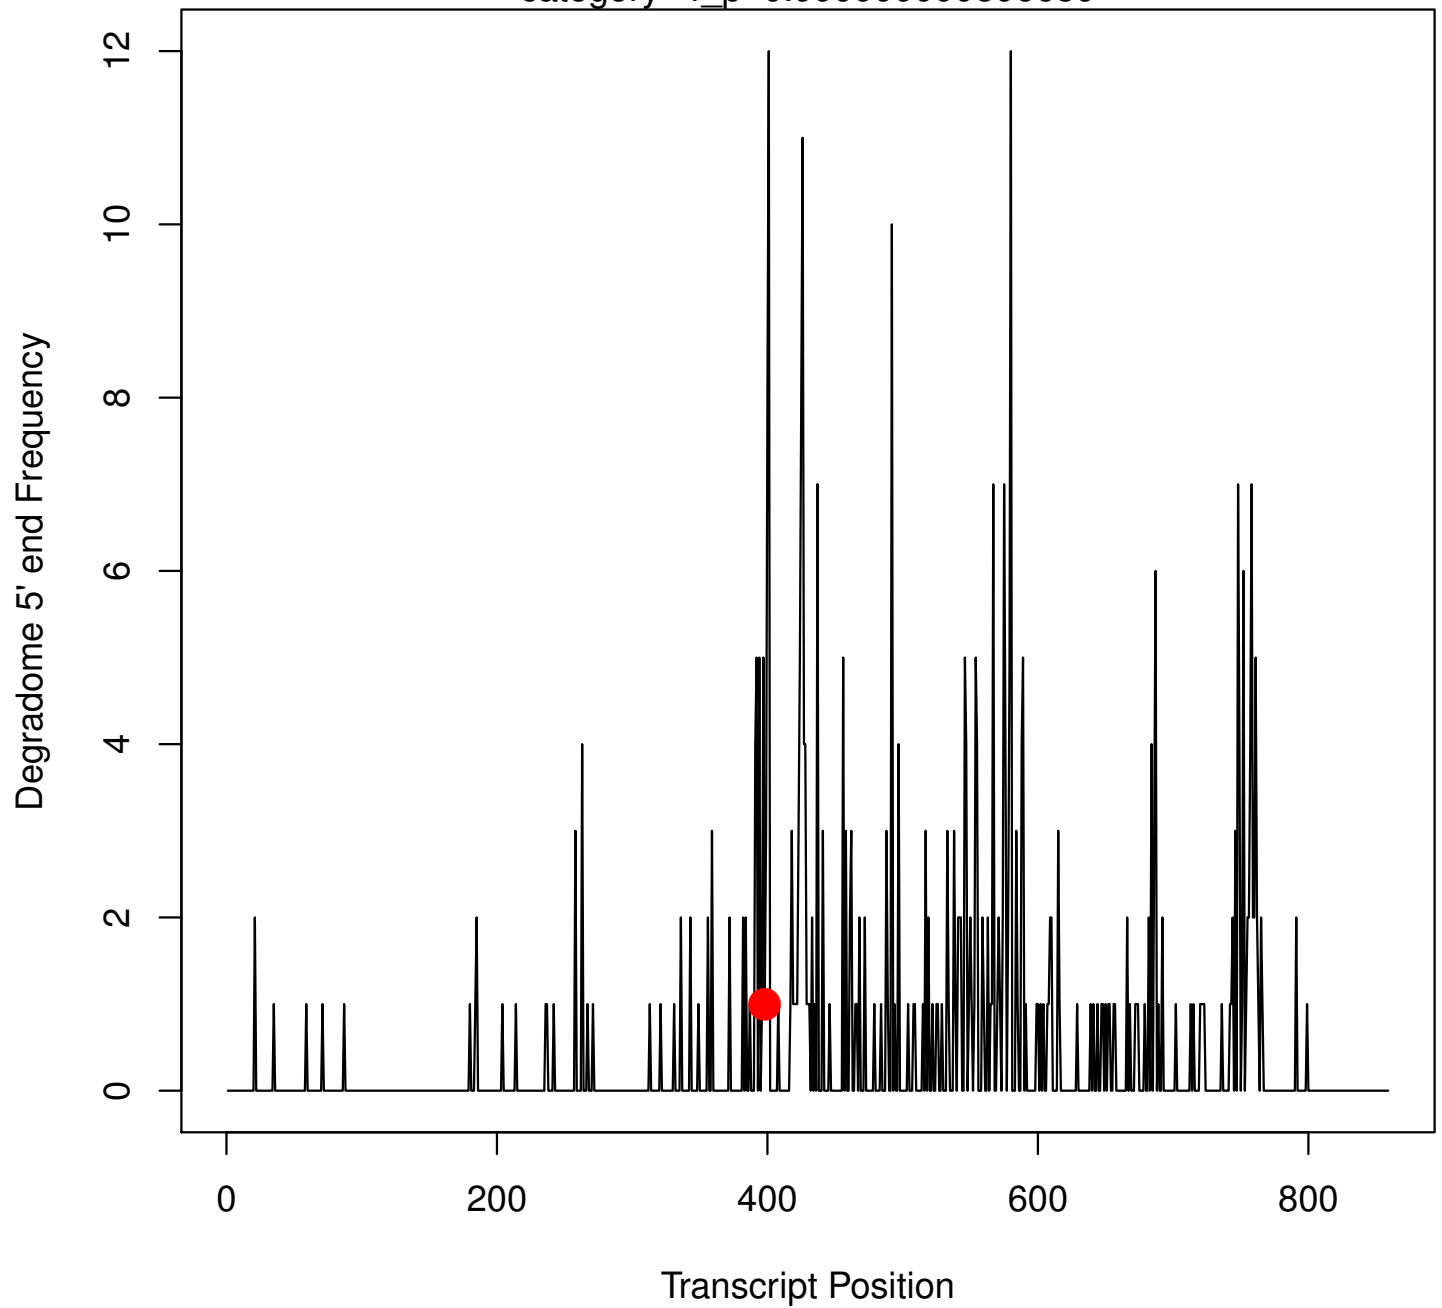

**T=chr9.gff3\_MRNA\_VIT\_09s0070g00050.t01\_Q=miRC106\_S=403**

category=4\_p=0.996882205928585

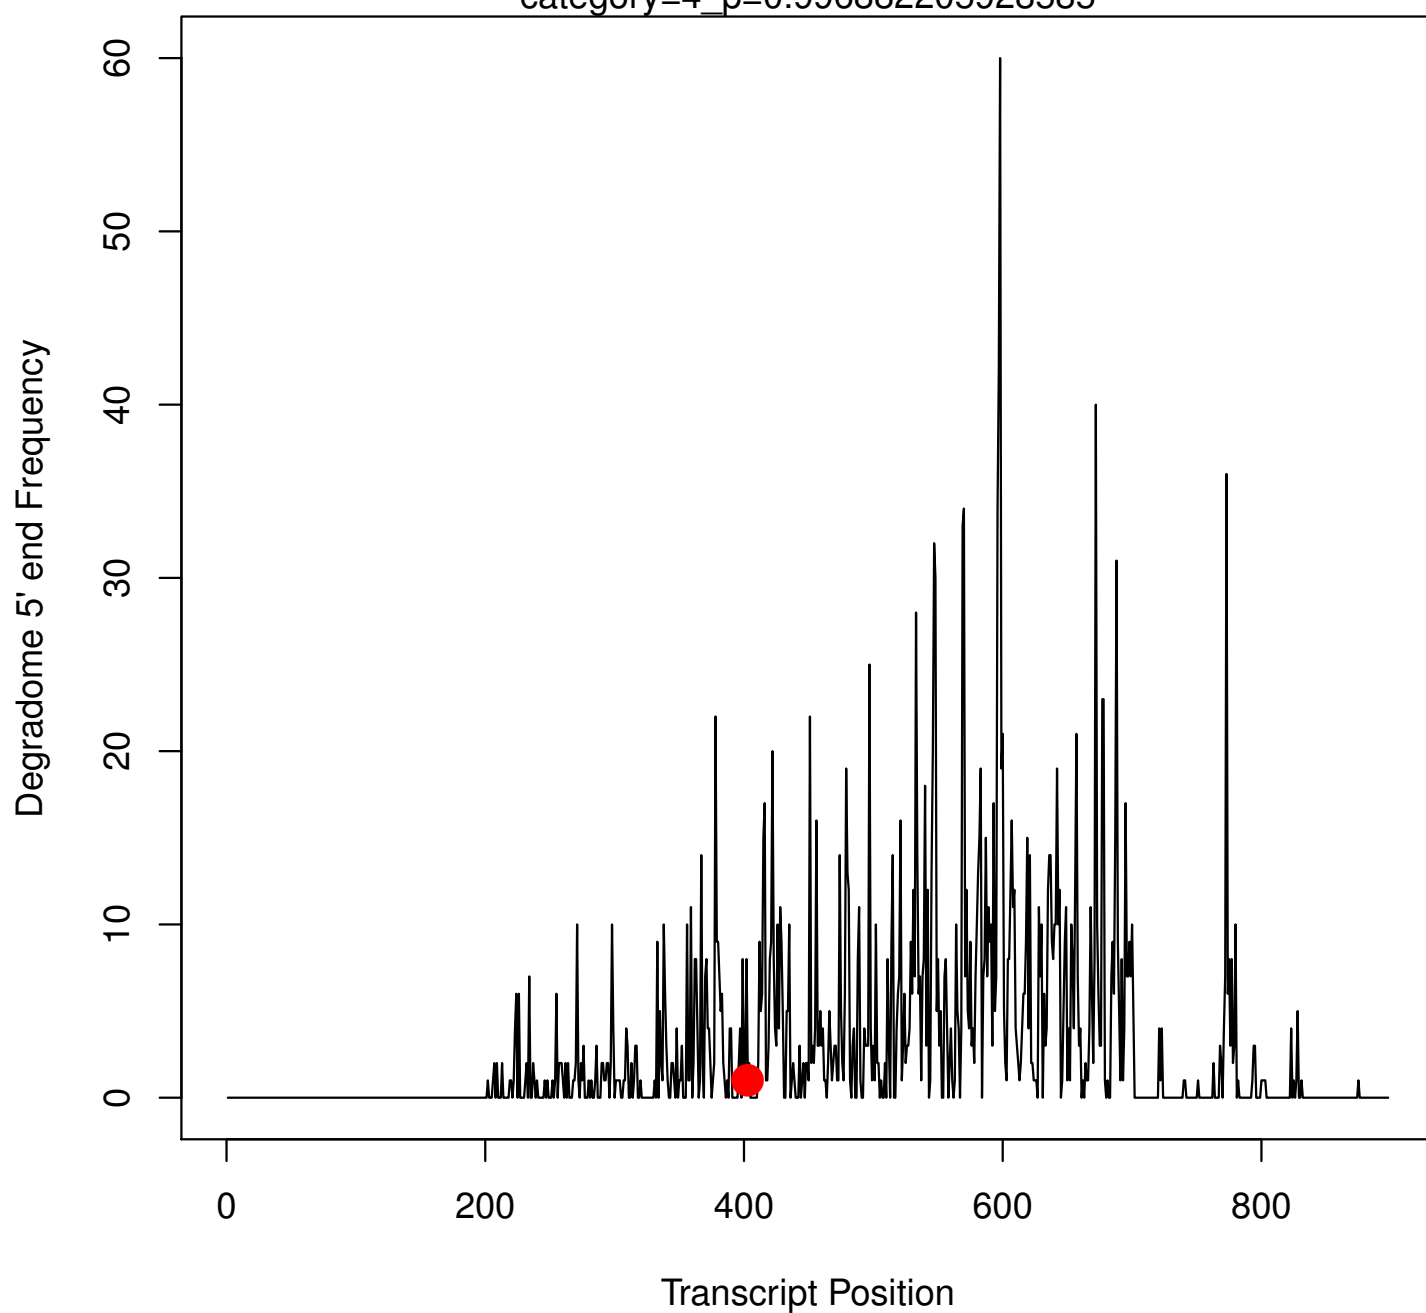

**T=chr10.gff3\_MRNA\_VIT\_10s0003g01430.t01\_Q=miRC106\_S=1094**

category=2\_p=0.966261919561616

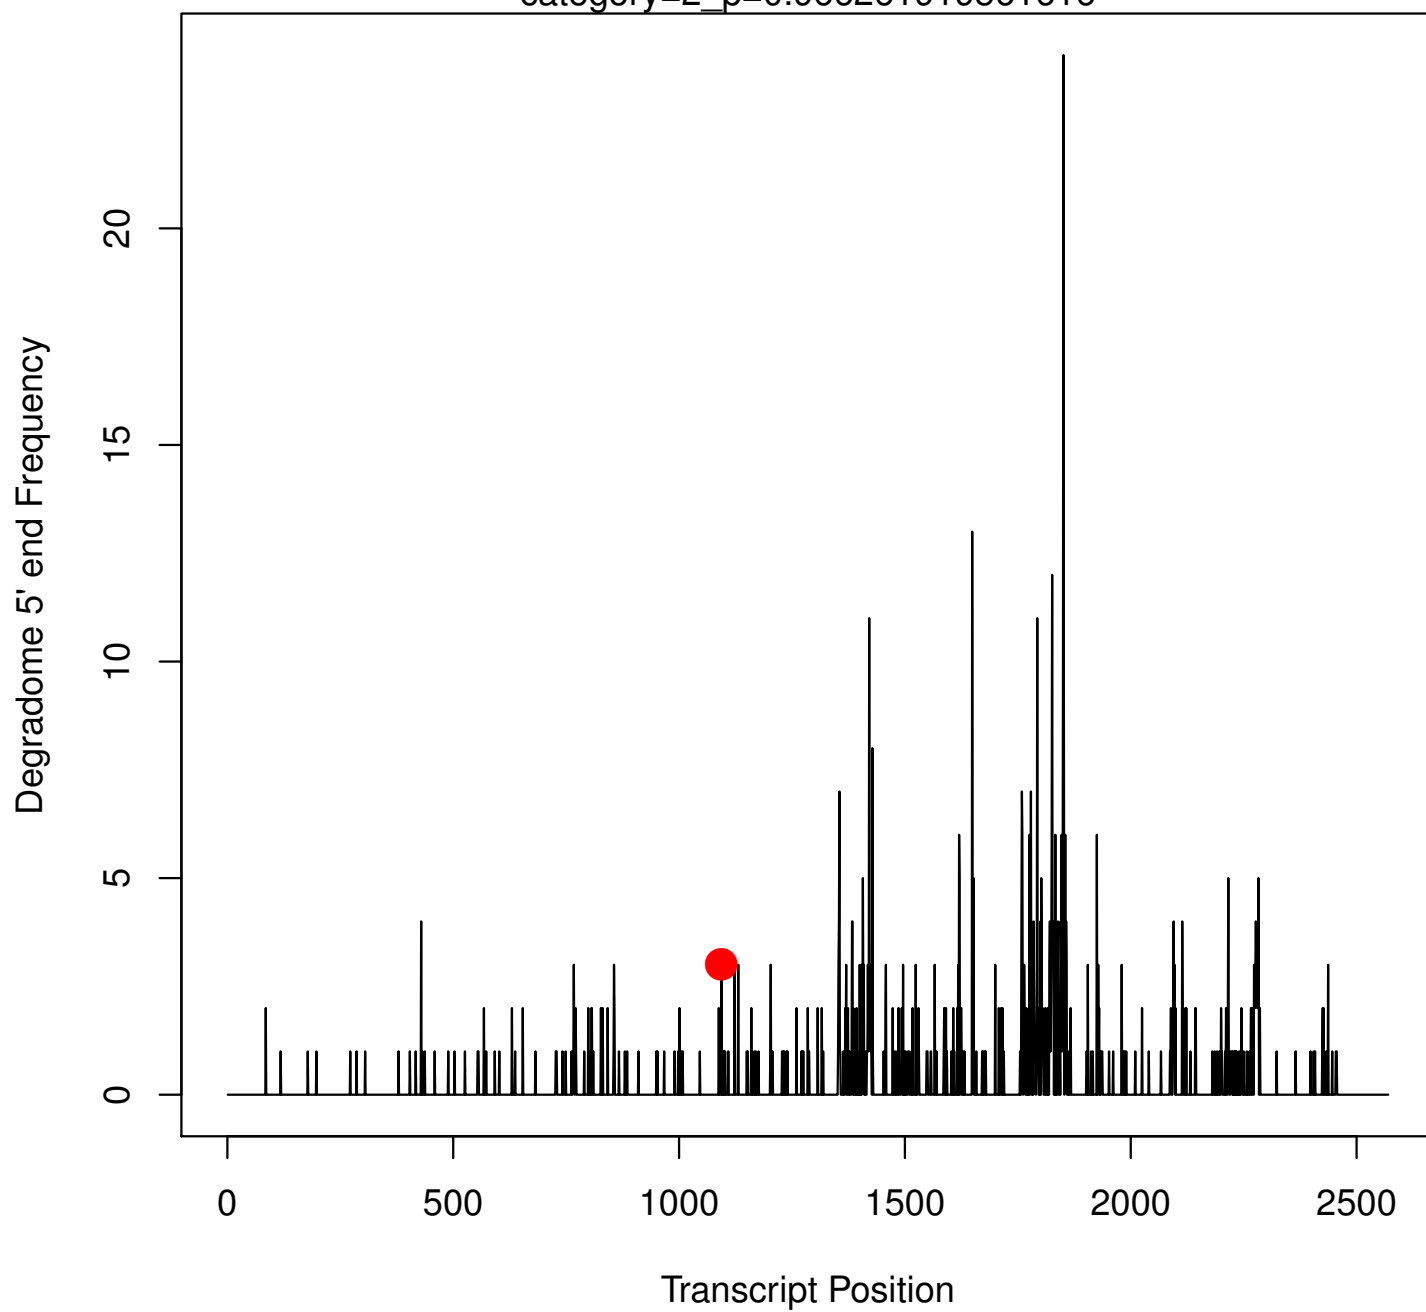

T=chr11.gff3\_MRNA\_VIT\_11s0206g00110.t01\_Q=miRC106\_S=1529

category=4\_p=0.999999999093889

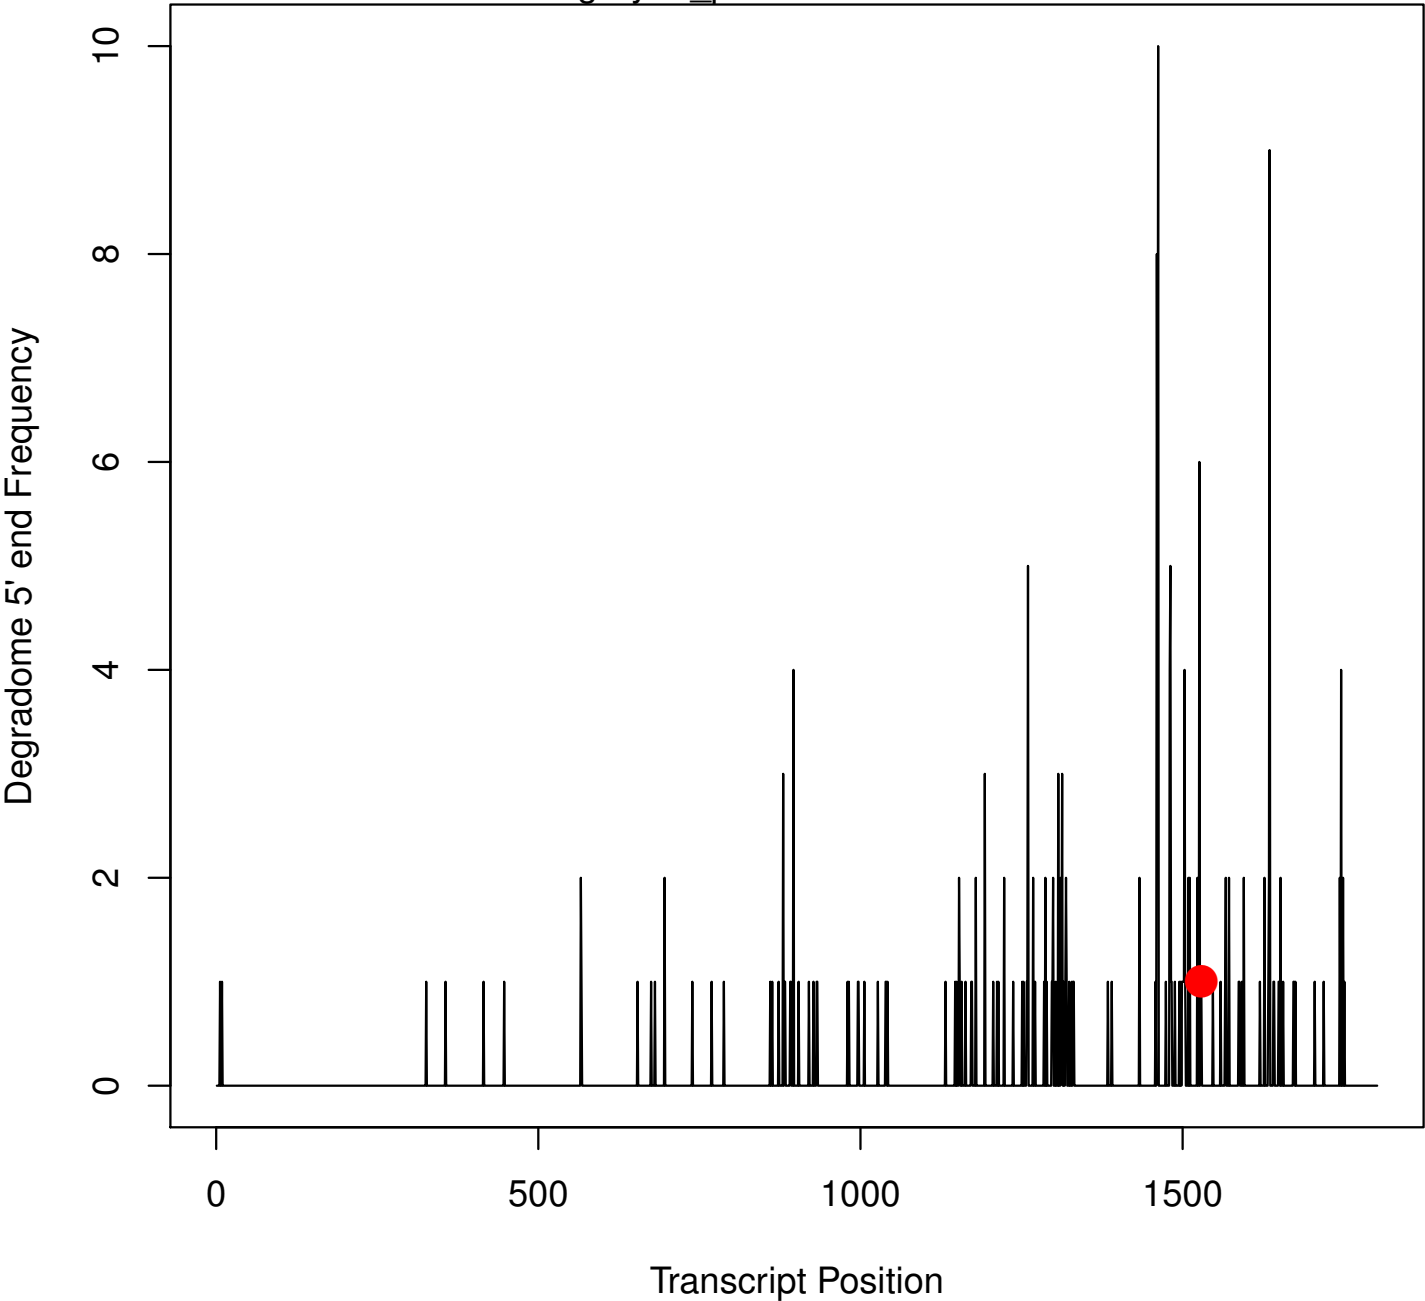

T=chr12.gff3\_MRNA\_VIT\_12s0028g01810.t01\_Q=miRC106\_S=1250

category=4\_p=0.999962930314265

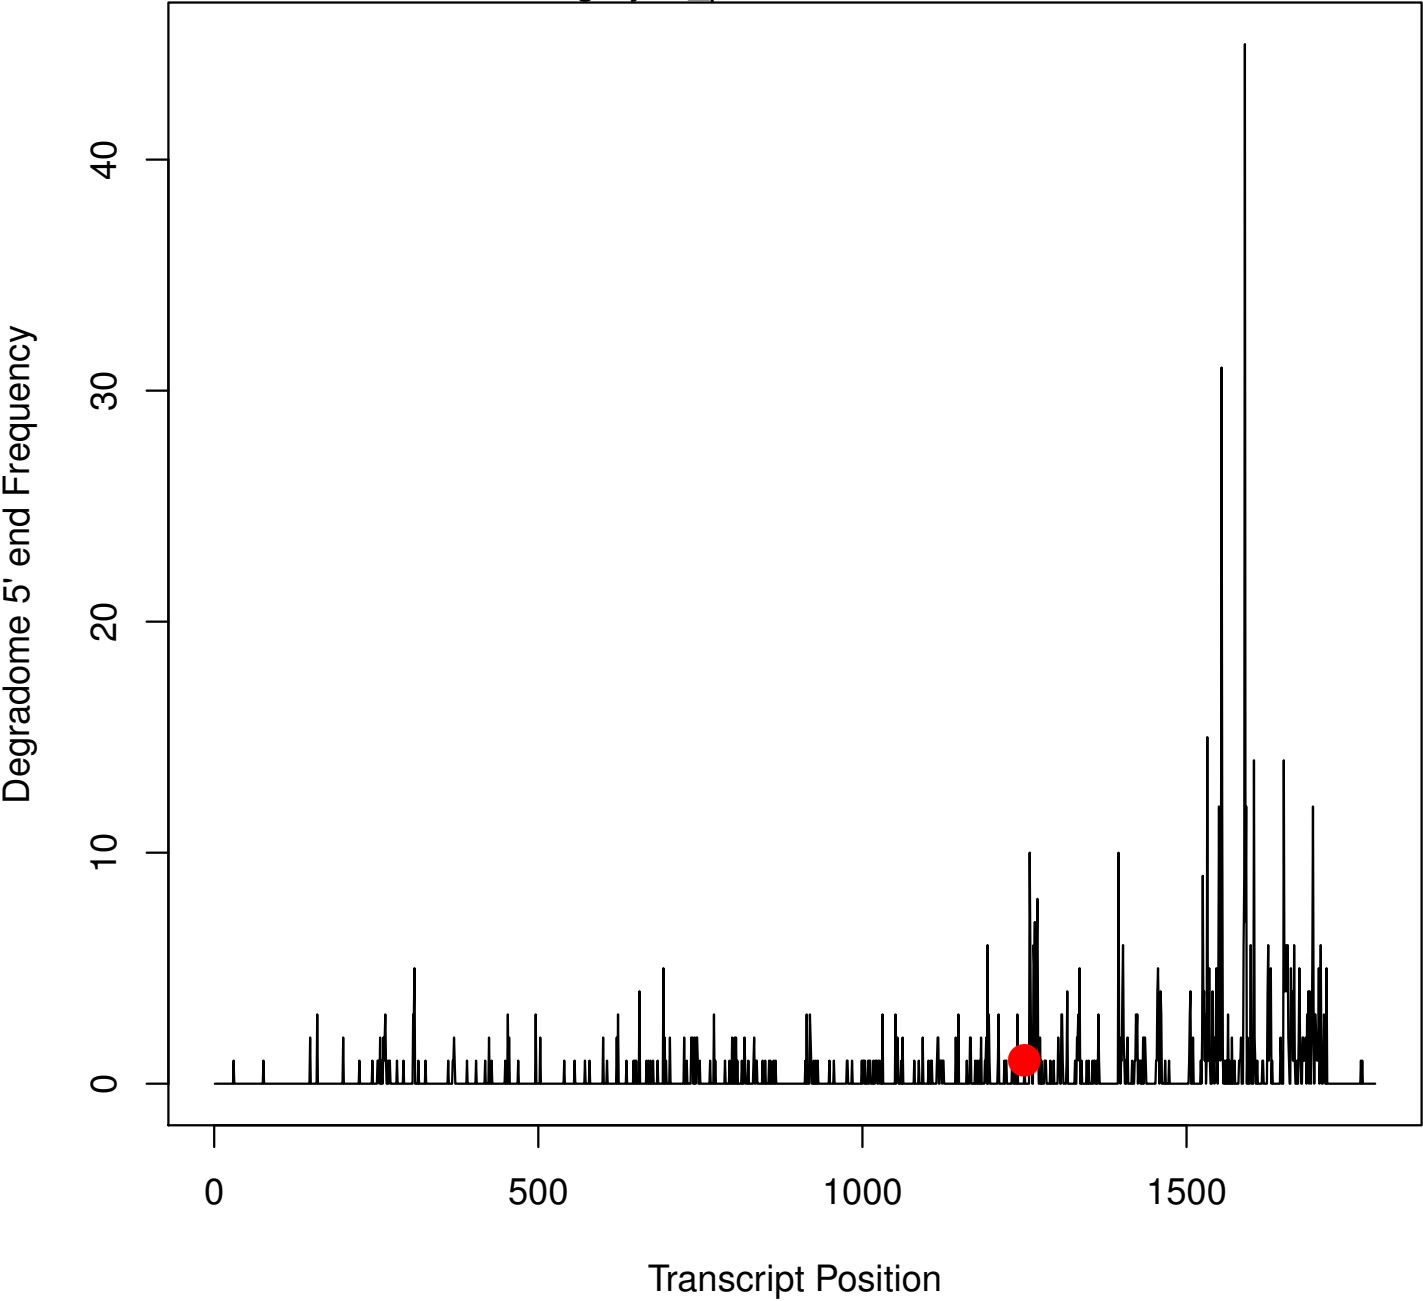

T=chr13.gff3\_MRNA\_VIT\_13s0019g00800.t01\_Q=miRC106\_S=165

category=2\_p=0.997363602397562

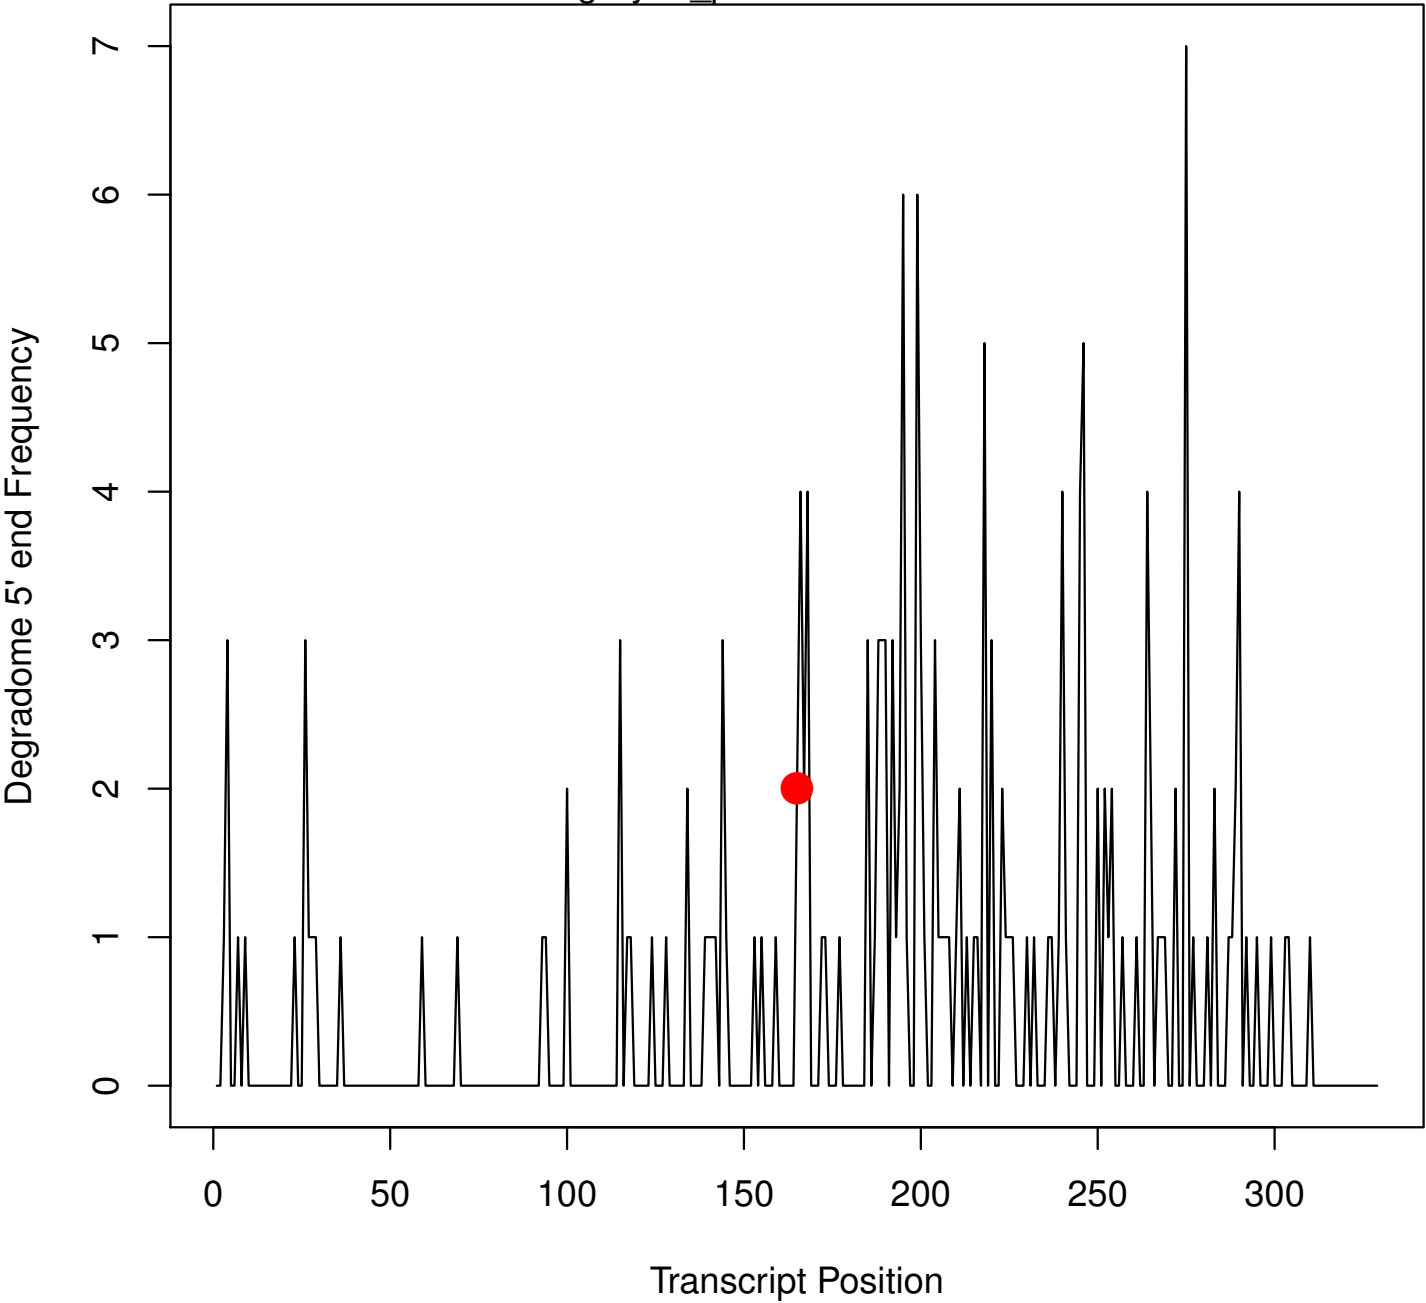

T=chr13.gff3\_MRNA\_VIT\_13s0073g00560.t01\_Q=miRC106\_S=321

category=3\_p=0.427006631307633

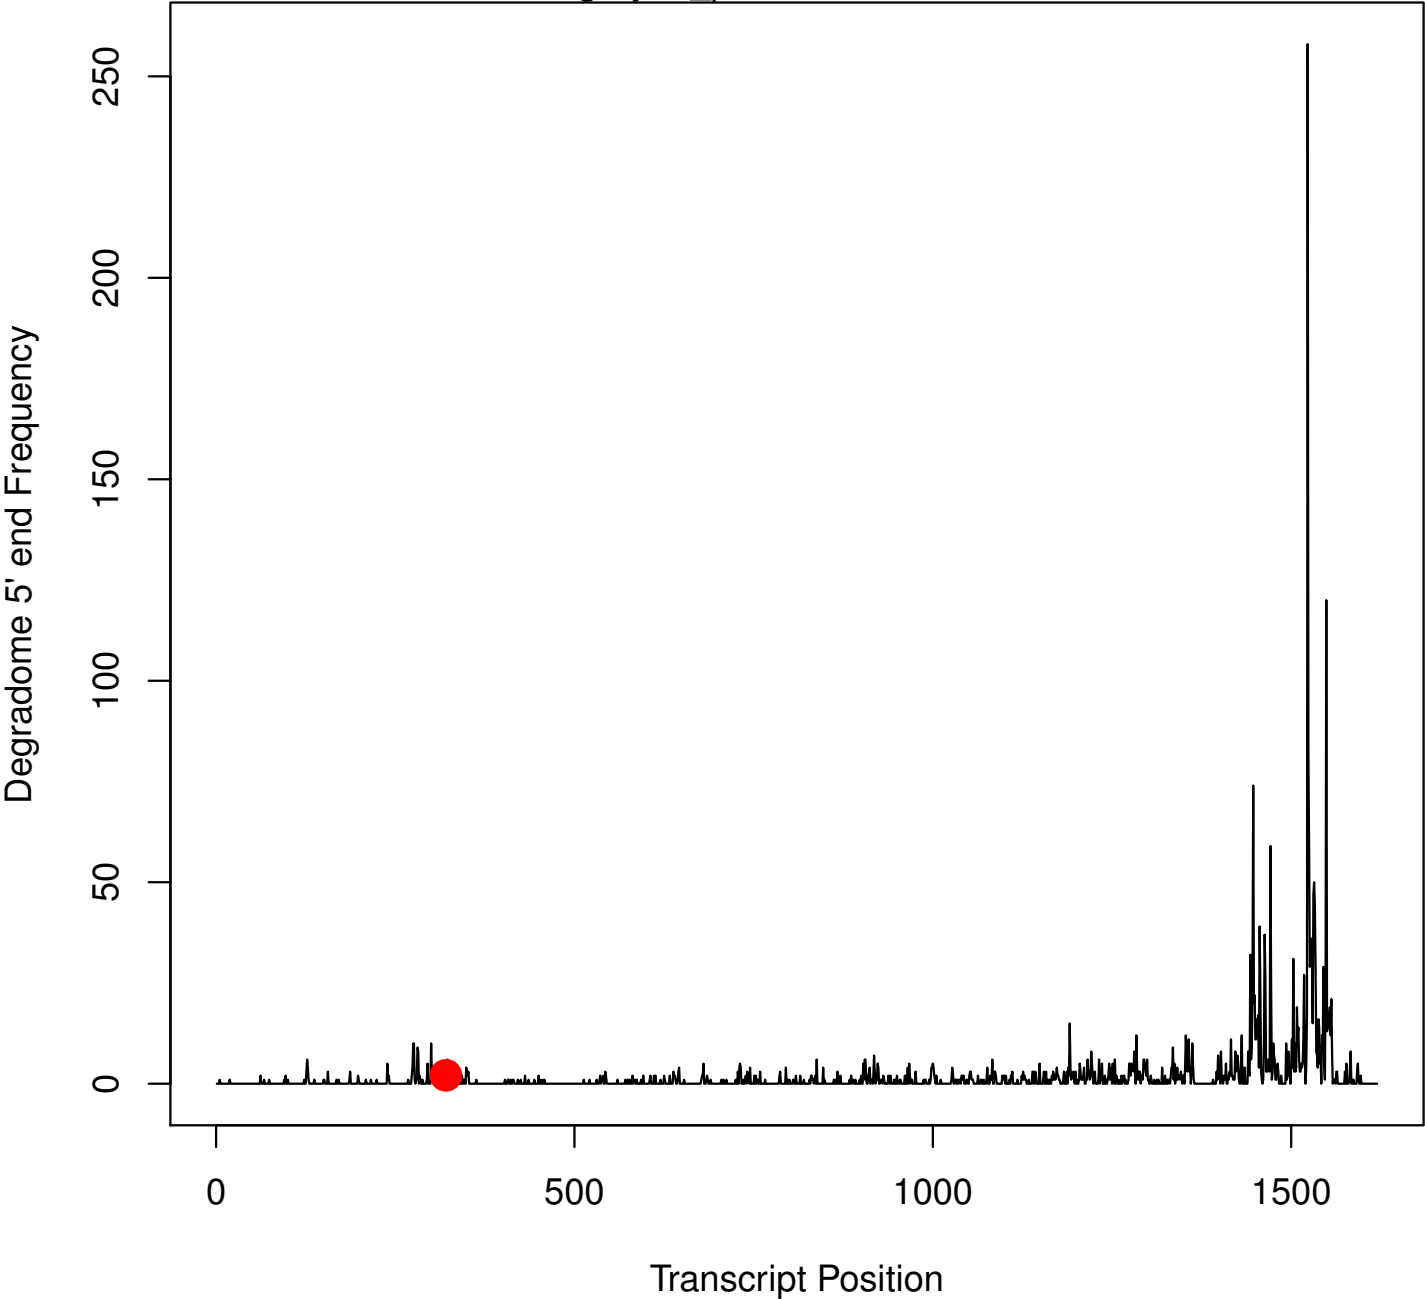

T=chr13.gff3\_MRNA\_VIT\_13s0074g00770.t01\_Q=miRC106\_S=172

category=3\_p=0.695793142787524

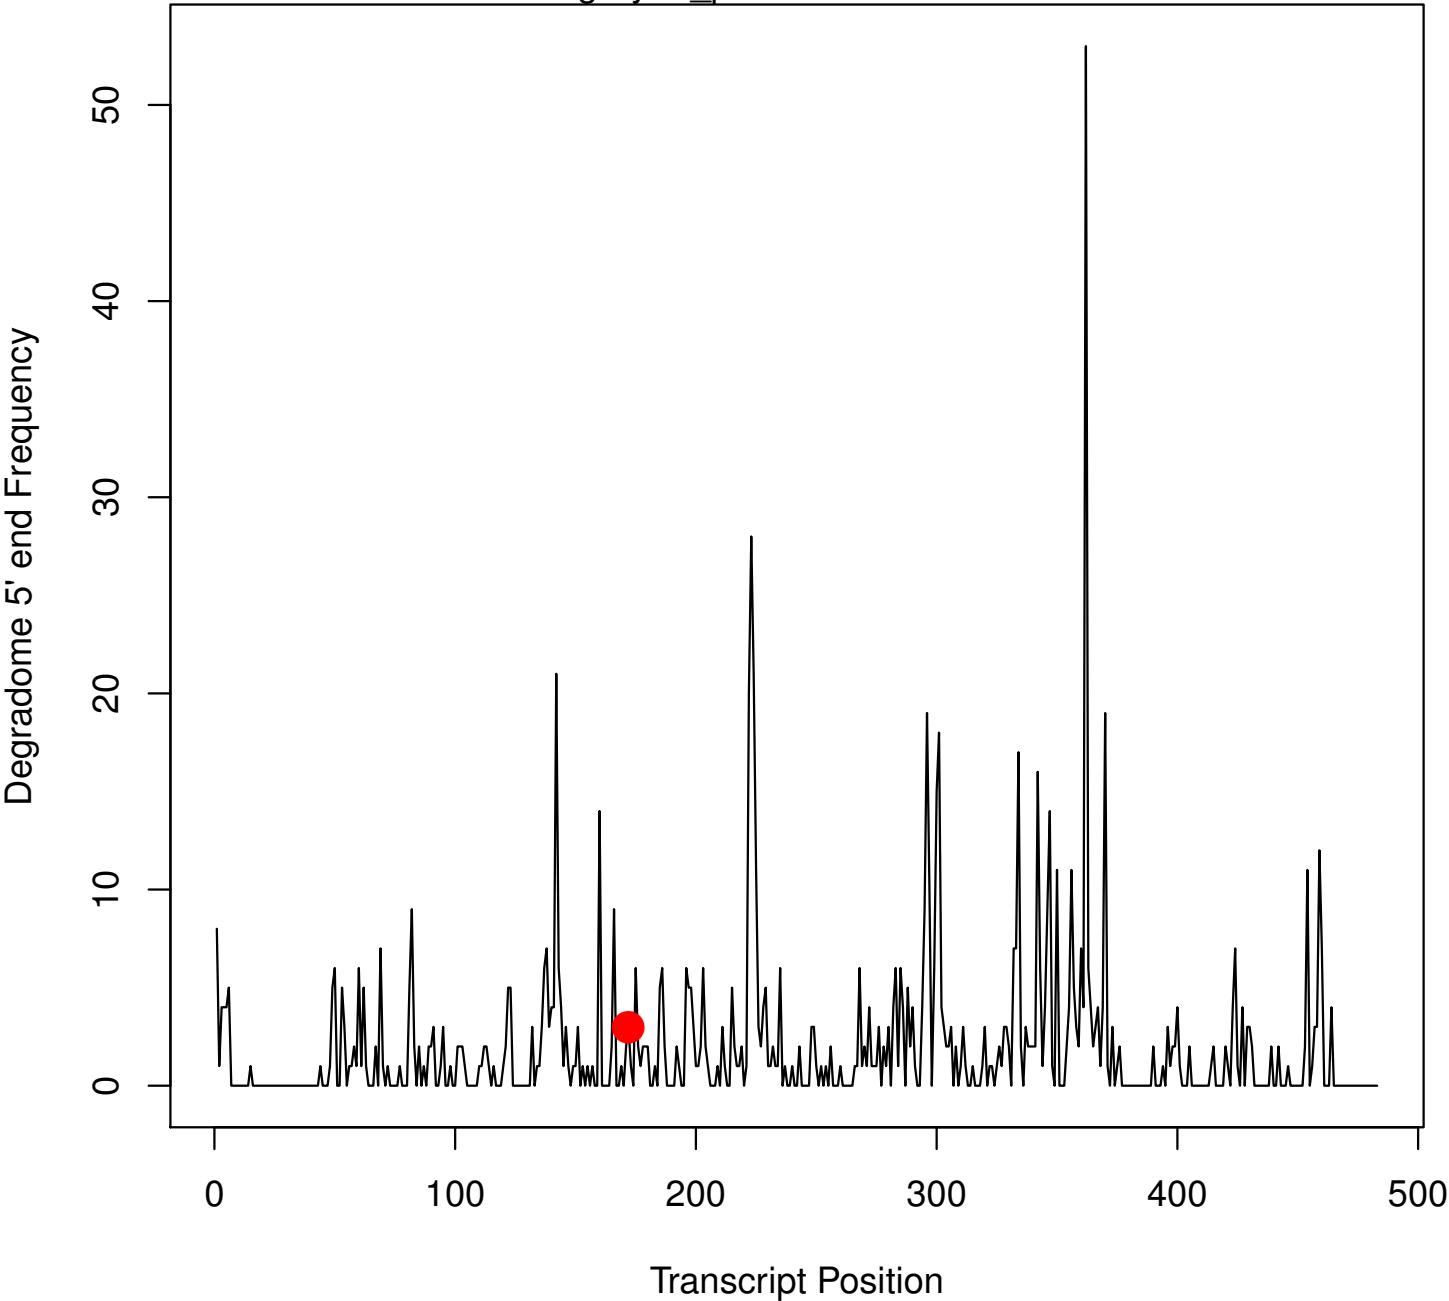

T=chr14.gff3\_MRNA\_VIT\_14s0030g00430.t01\_Q=miRC106\_S=1713

category=4\_p=0.999999999306707

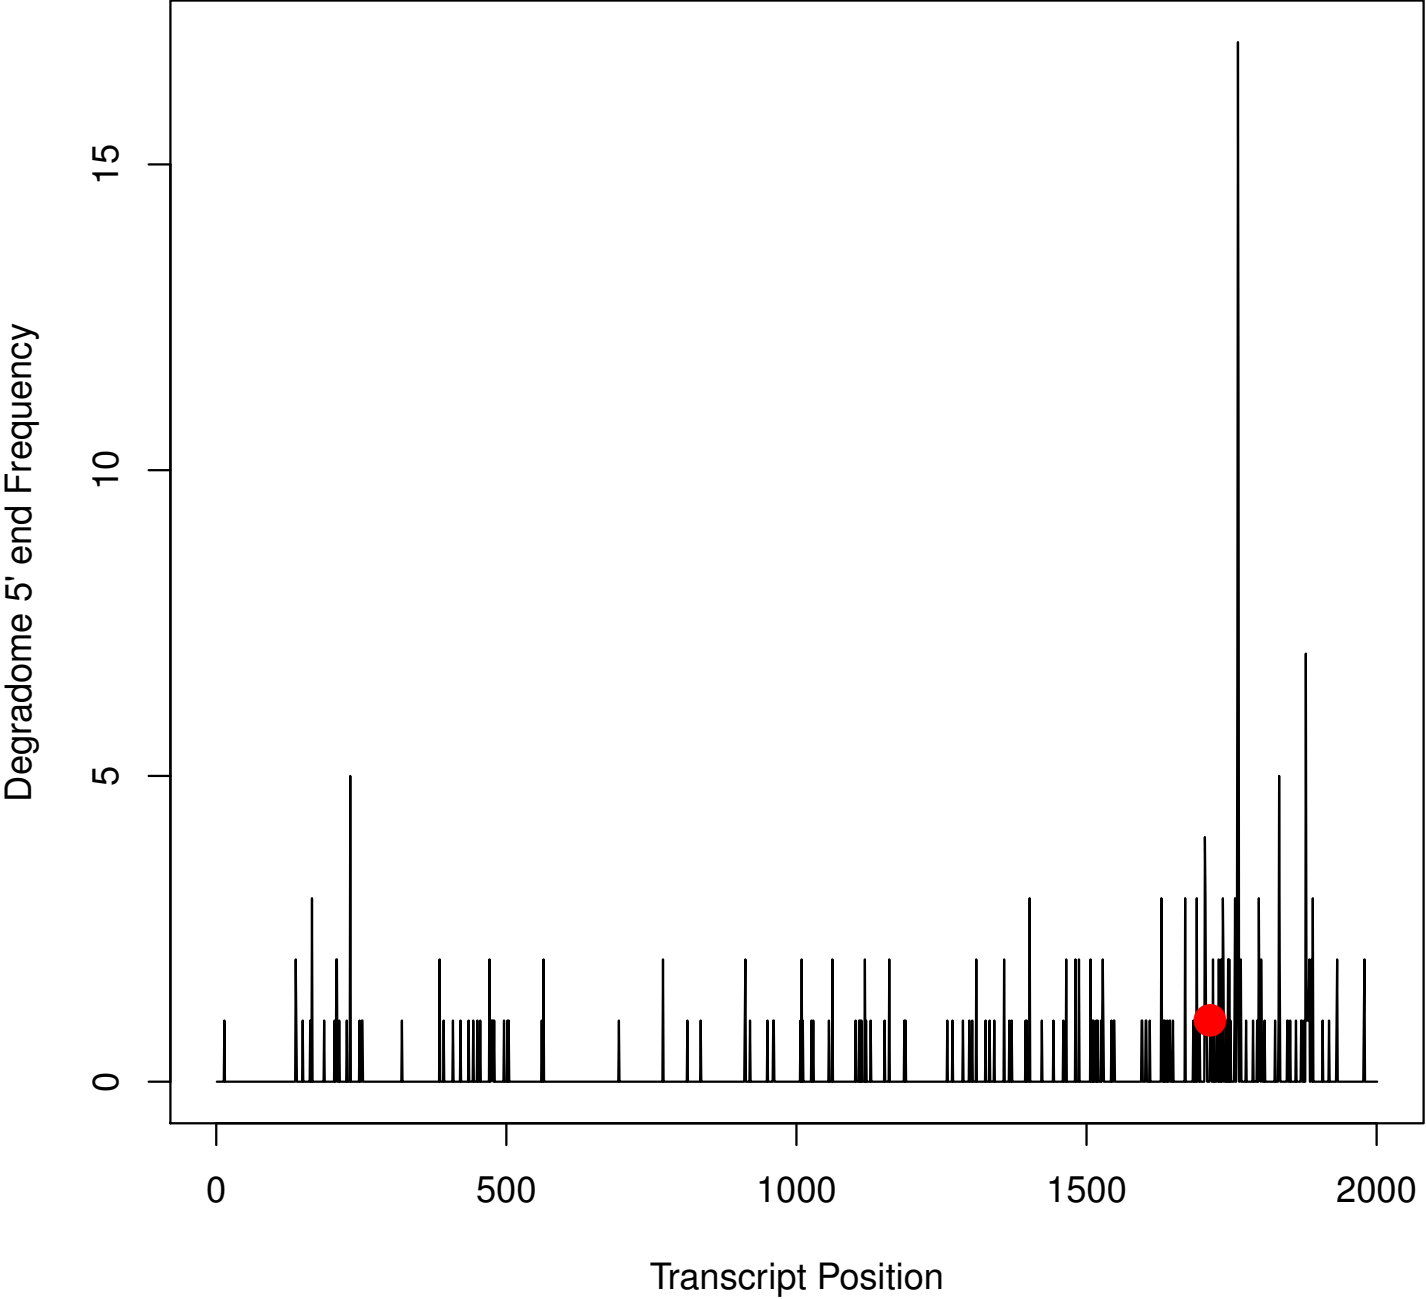

T=chr14.gff3\_MRNA\_VIT\_14s0066g01440.t01\_Q=miRC106\_S=1221

category=2\_p=0.957291728410066

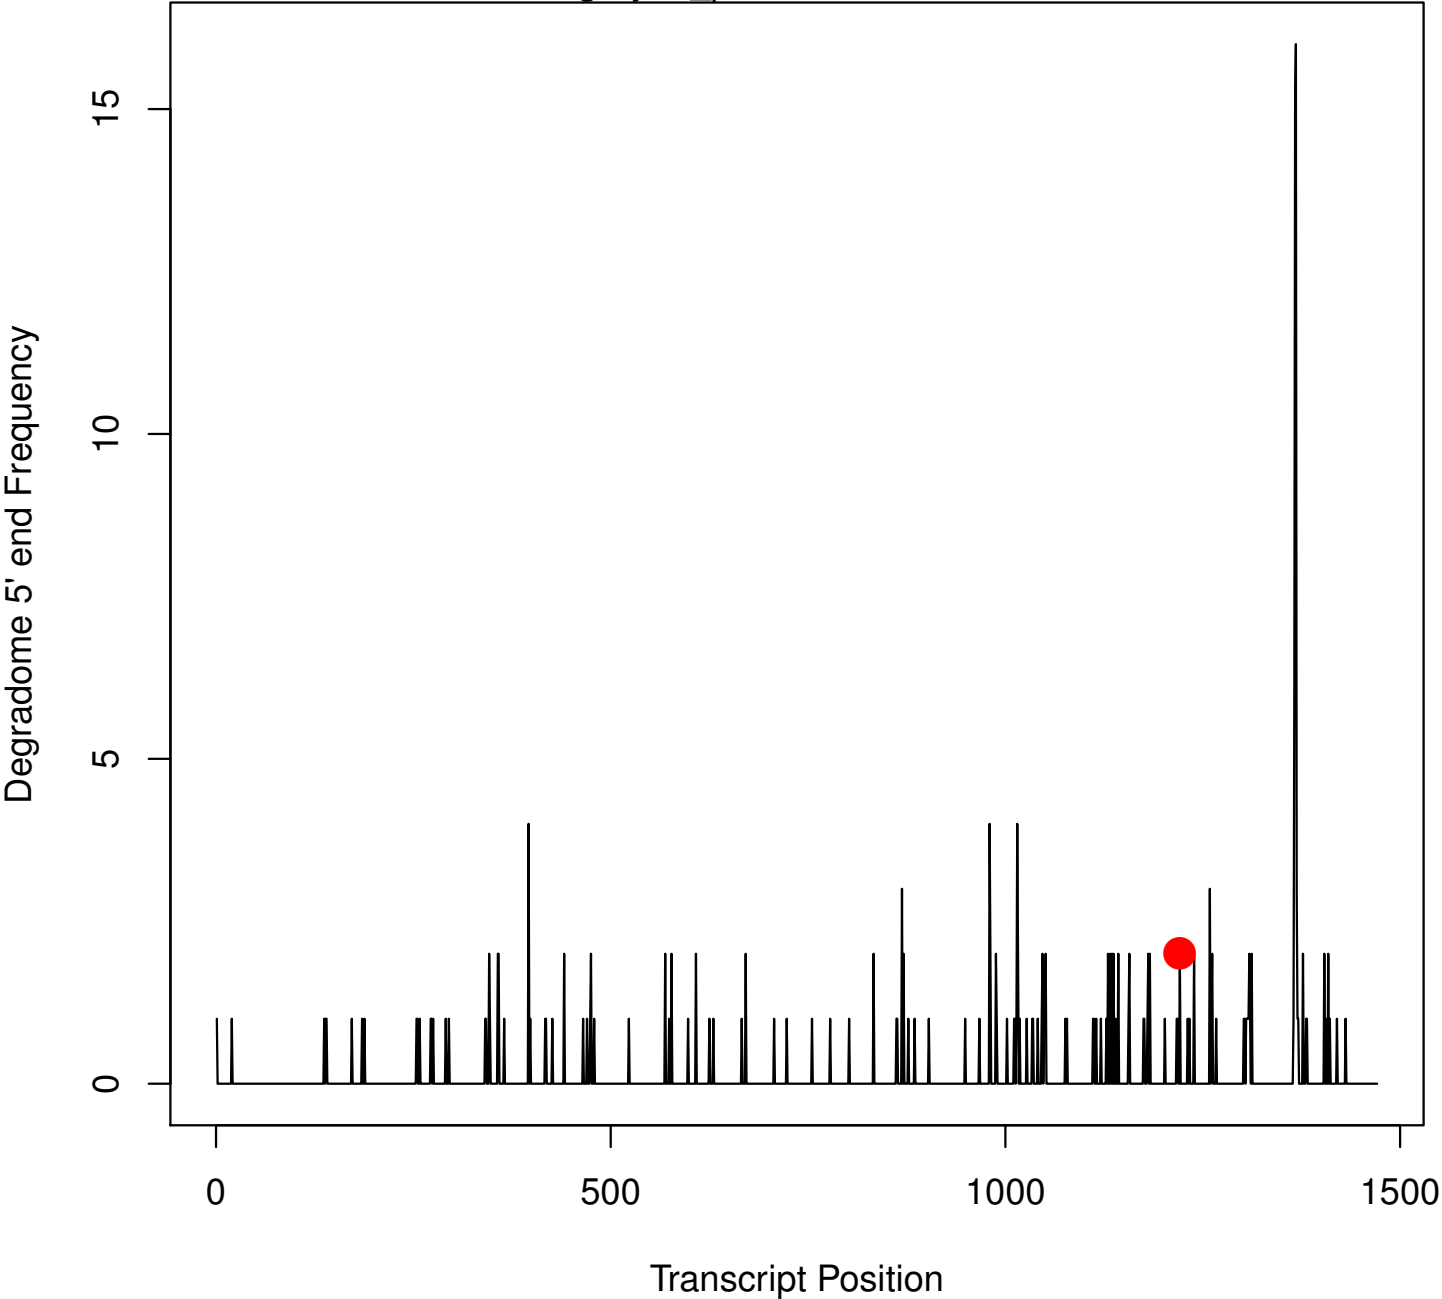

T=chr14.gff3\_MRNA\_VIT\_14s0219g00290.t01\_Q=miRC106\_S=1065

category=4\_p=0.99999915200508

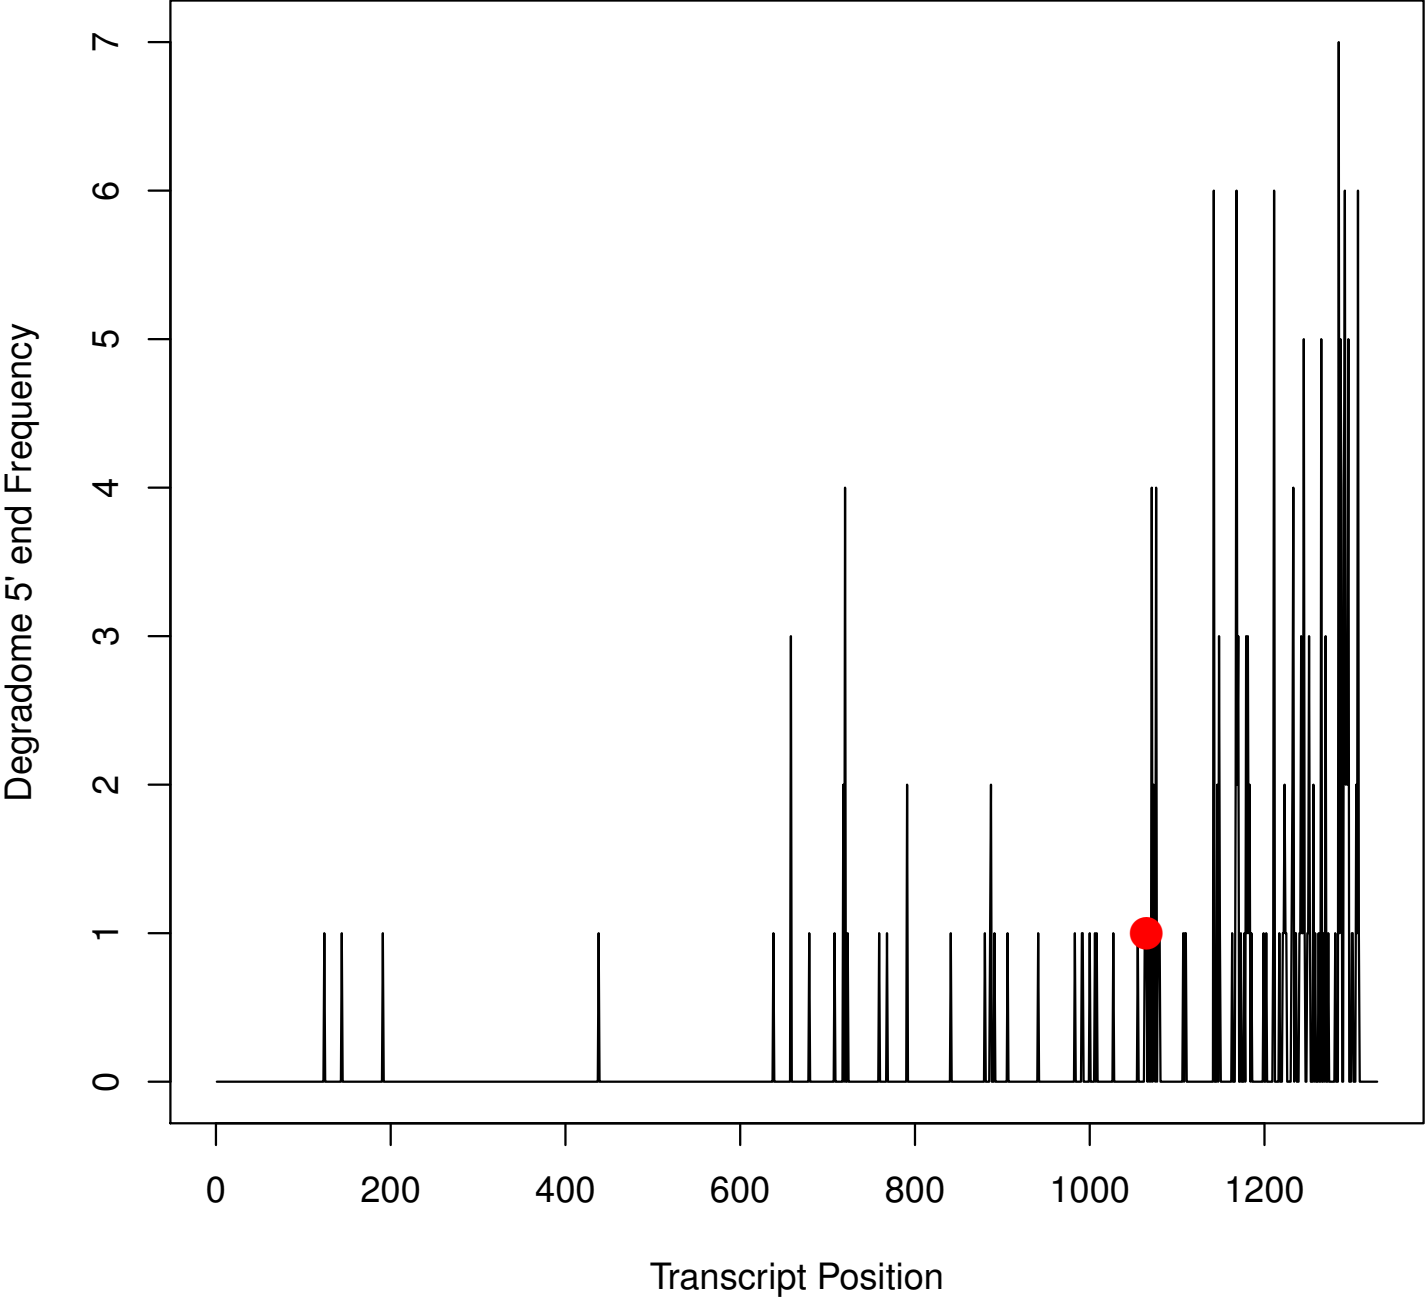

T=chr15.gff3\_MRNA\_VIT\_15s0024g00640.t01\_Q=miRC106\_S=1606

category=2\_p=0.999359290521136

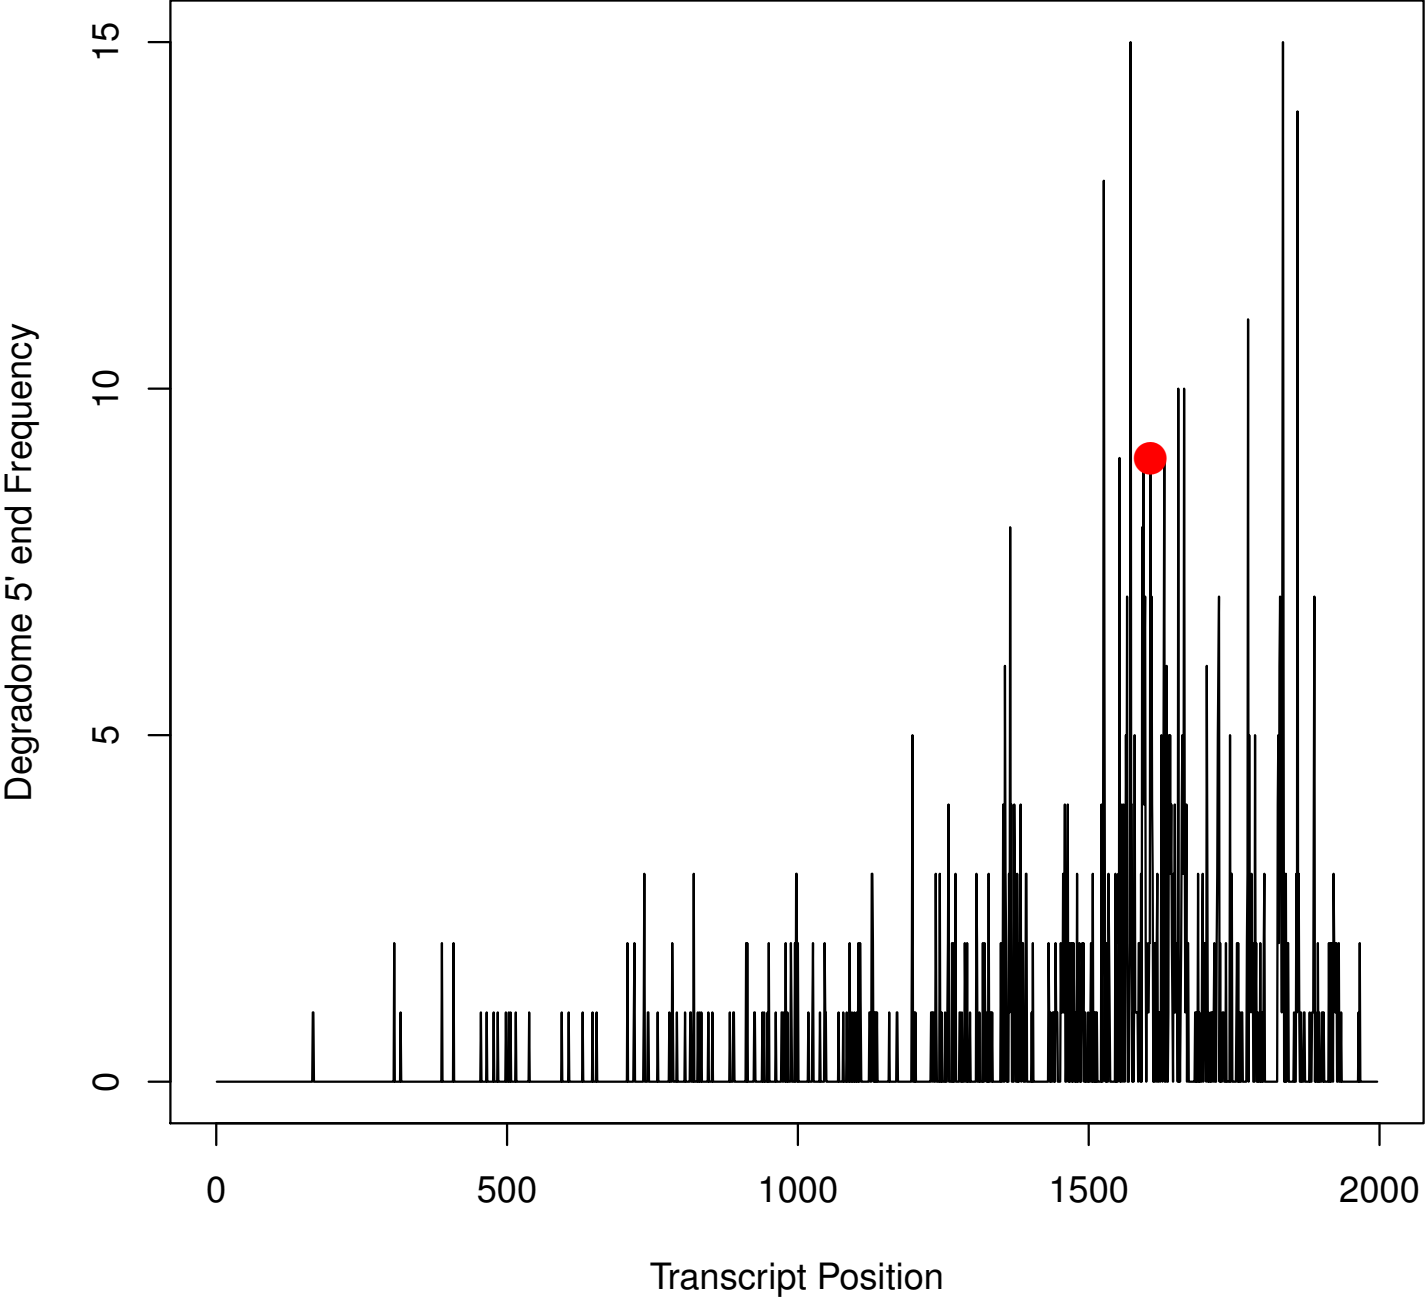

**T=chr2.gff3\_MRNA\_VIT\_02s0025g01720.t01\_Q=miRC116\_S=285**

category=4\_p=0.999999995207006

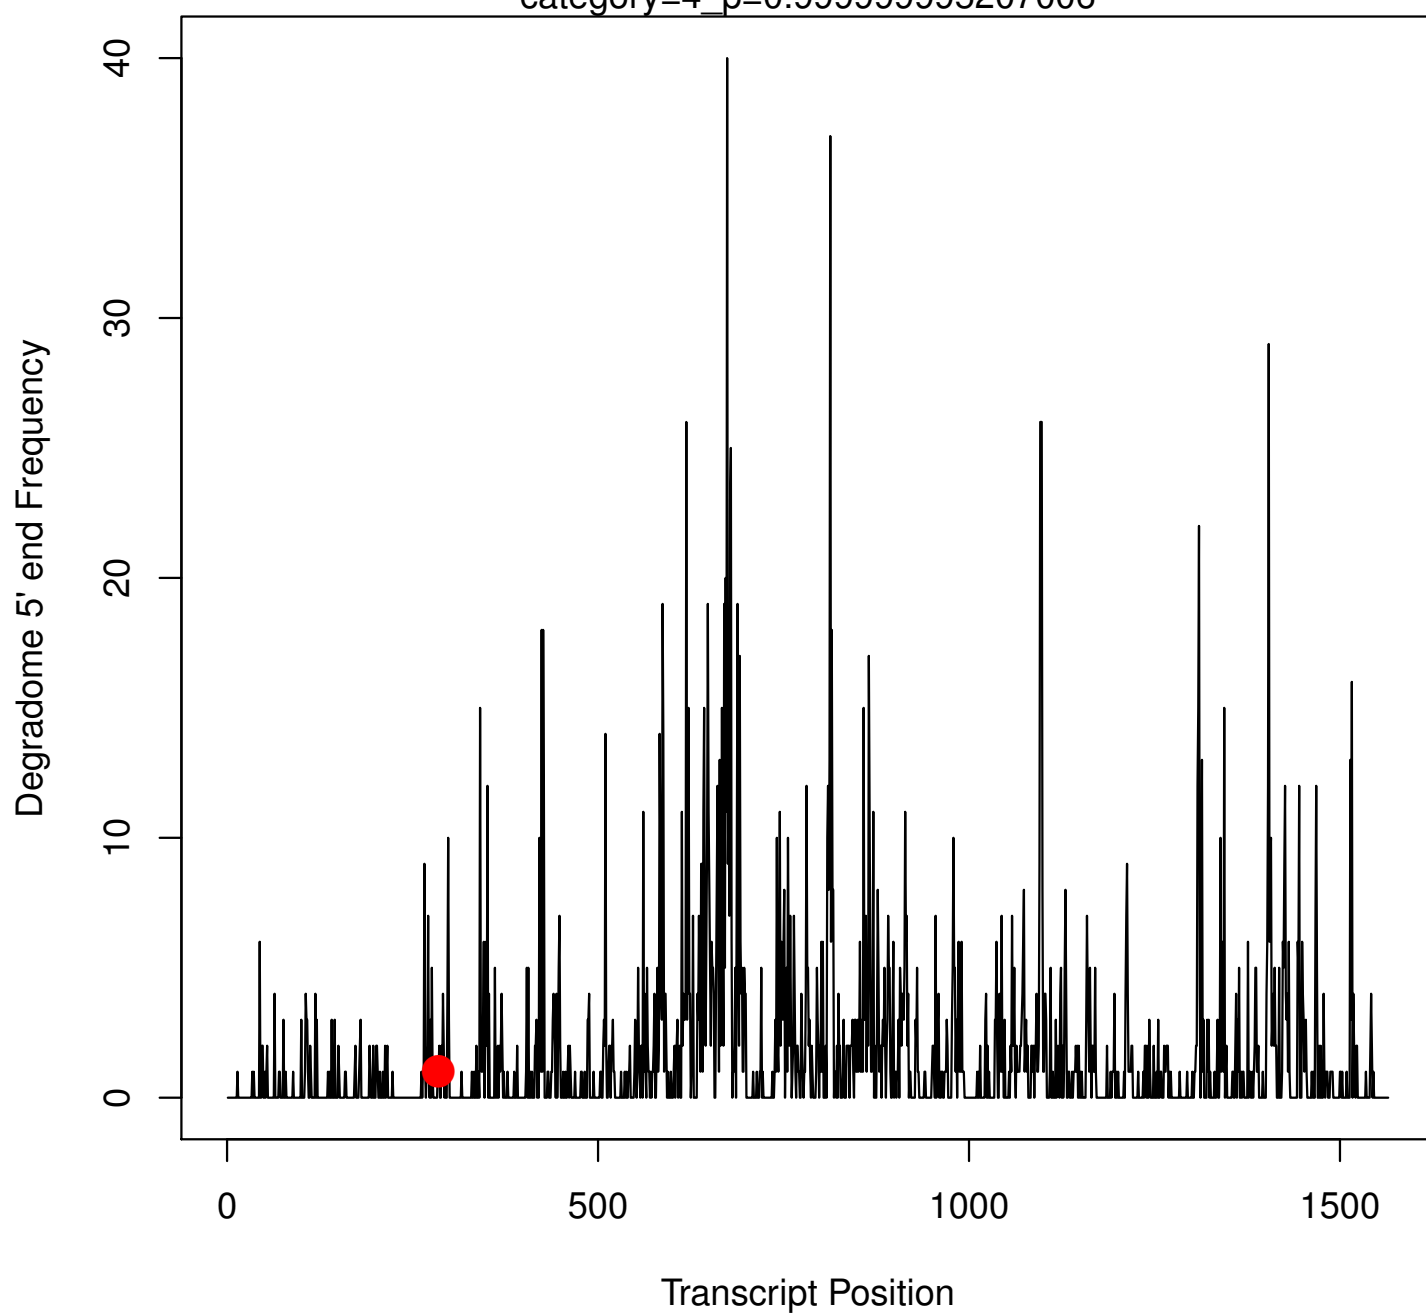

**T=chr3.gff3\_MRNA\_VIT\_03s0038g02310.t01\_Q=miRC116\_S=592**

category=4\_p=0.998473109358341

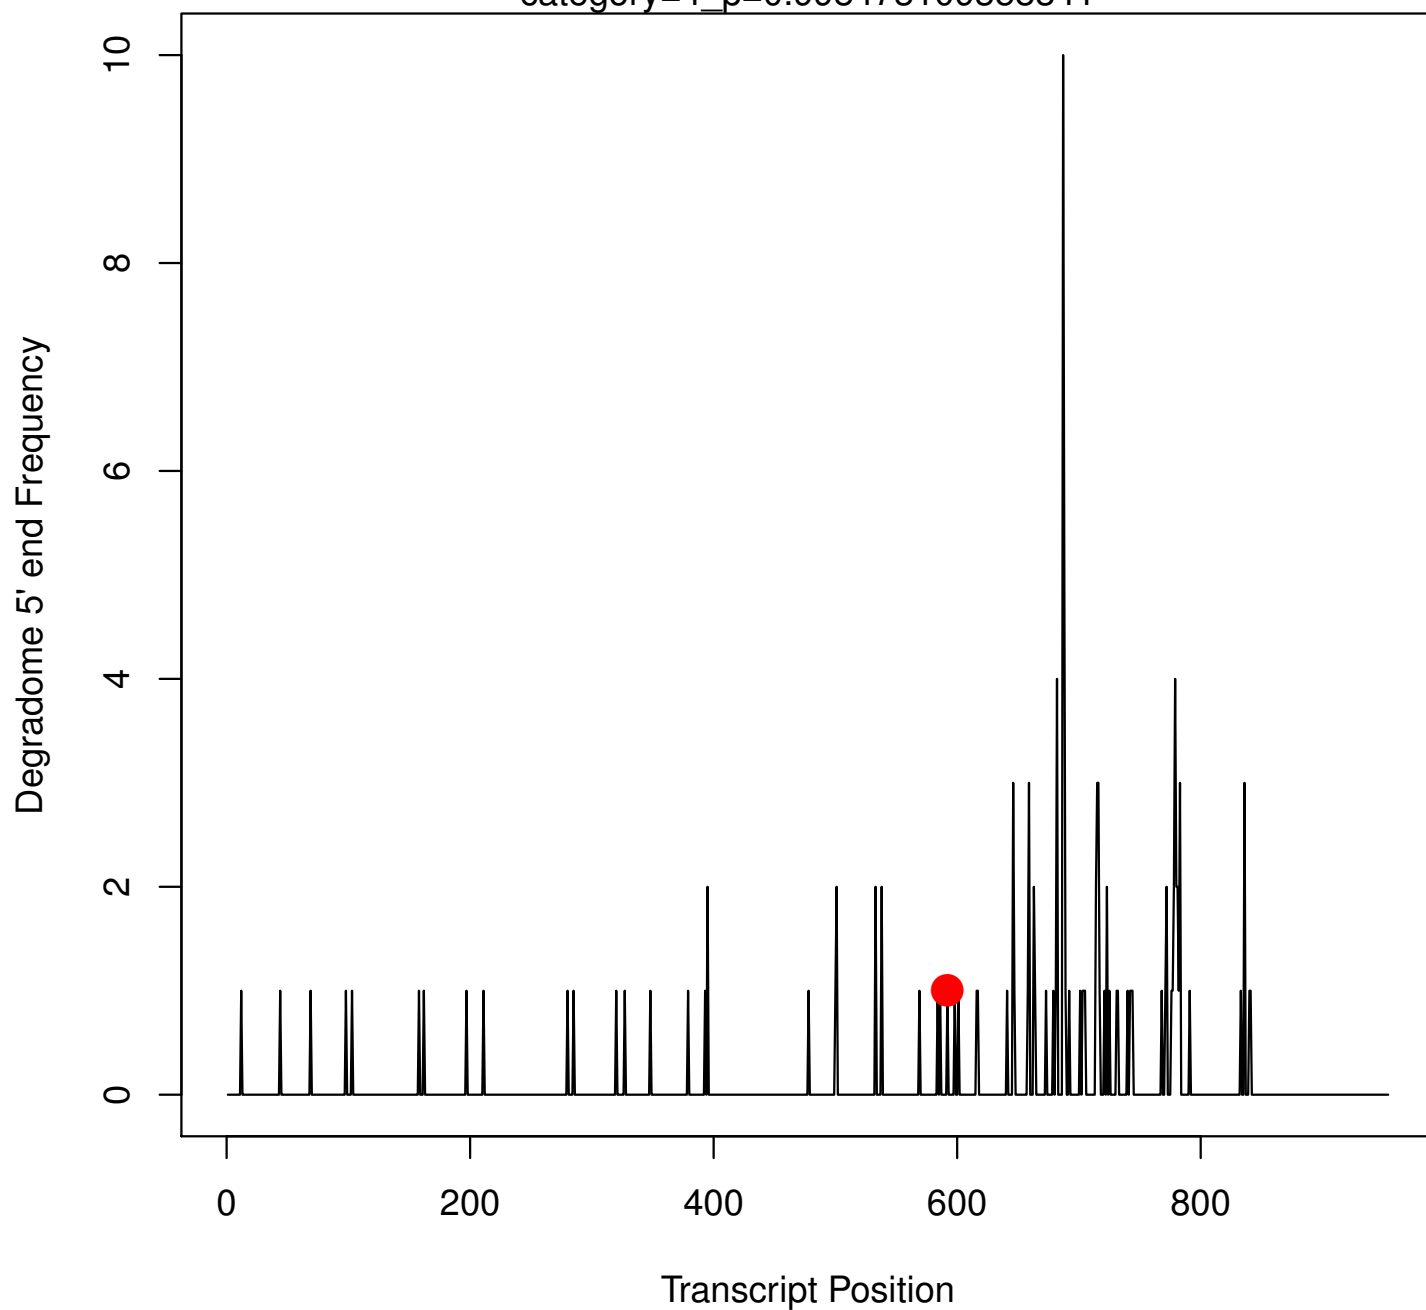

T=chr3.gff3\_MRNA\_VIT\_03s0180g00130.t01\_Q=miRC116\_S=1335

category=4\_p=0.999999999680081

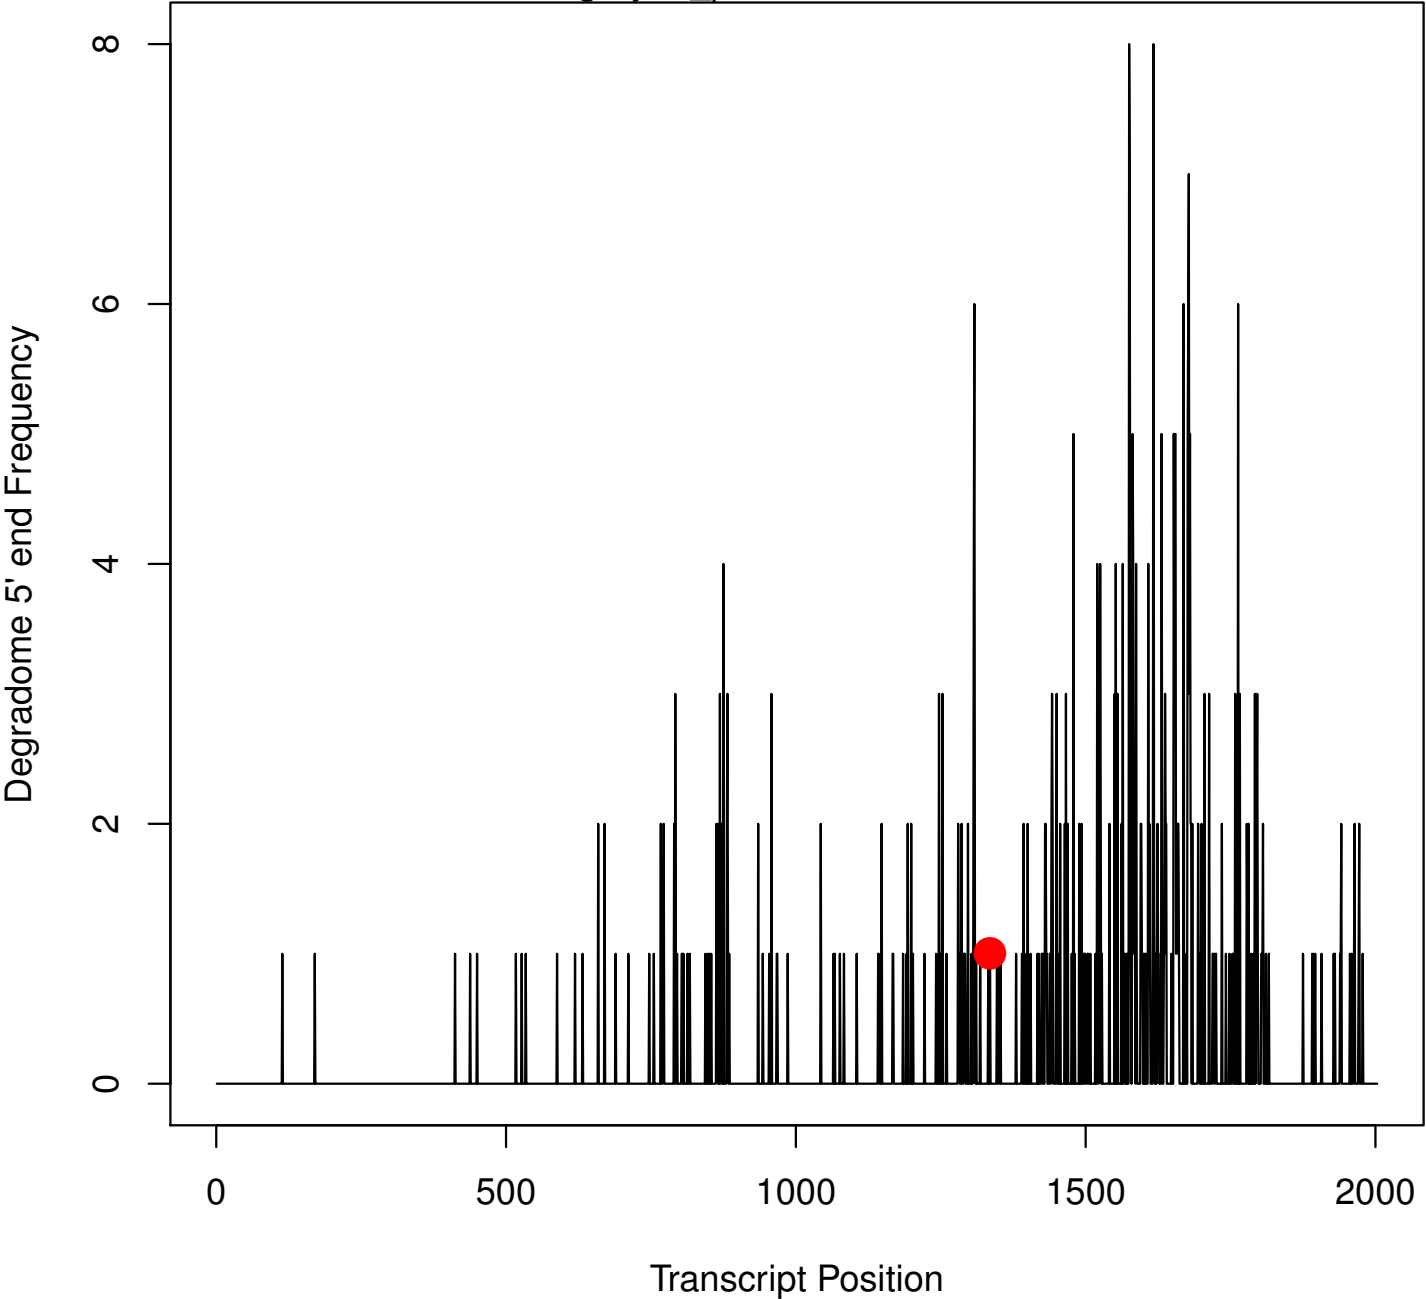

T=chr4.gff3\_MRNA\_VIT\_04s0008g03170.t01\_Q=miRC116\_S=3633

category=4\_p=0.999999999967616

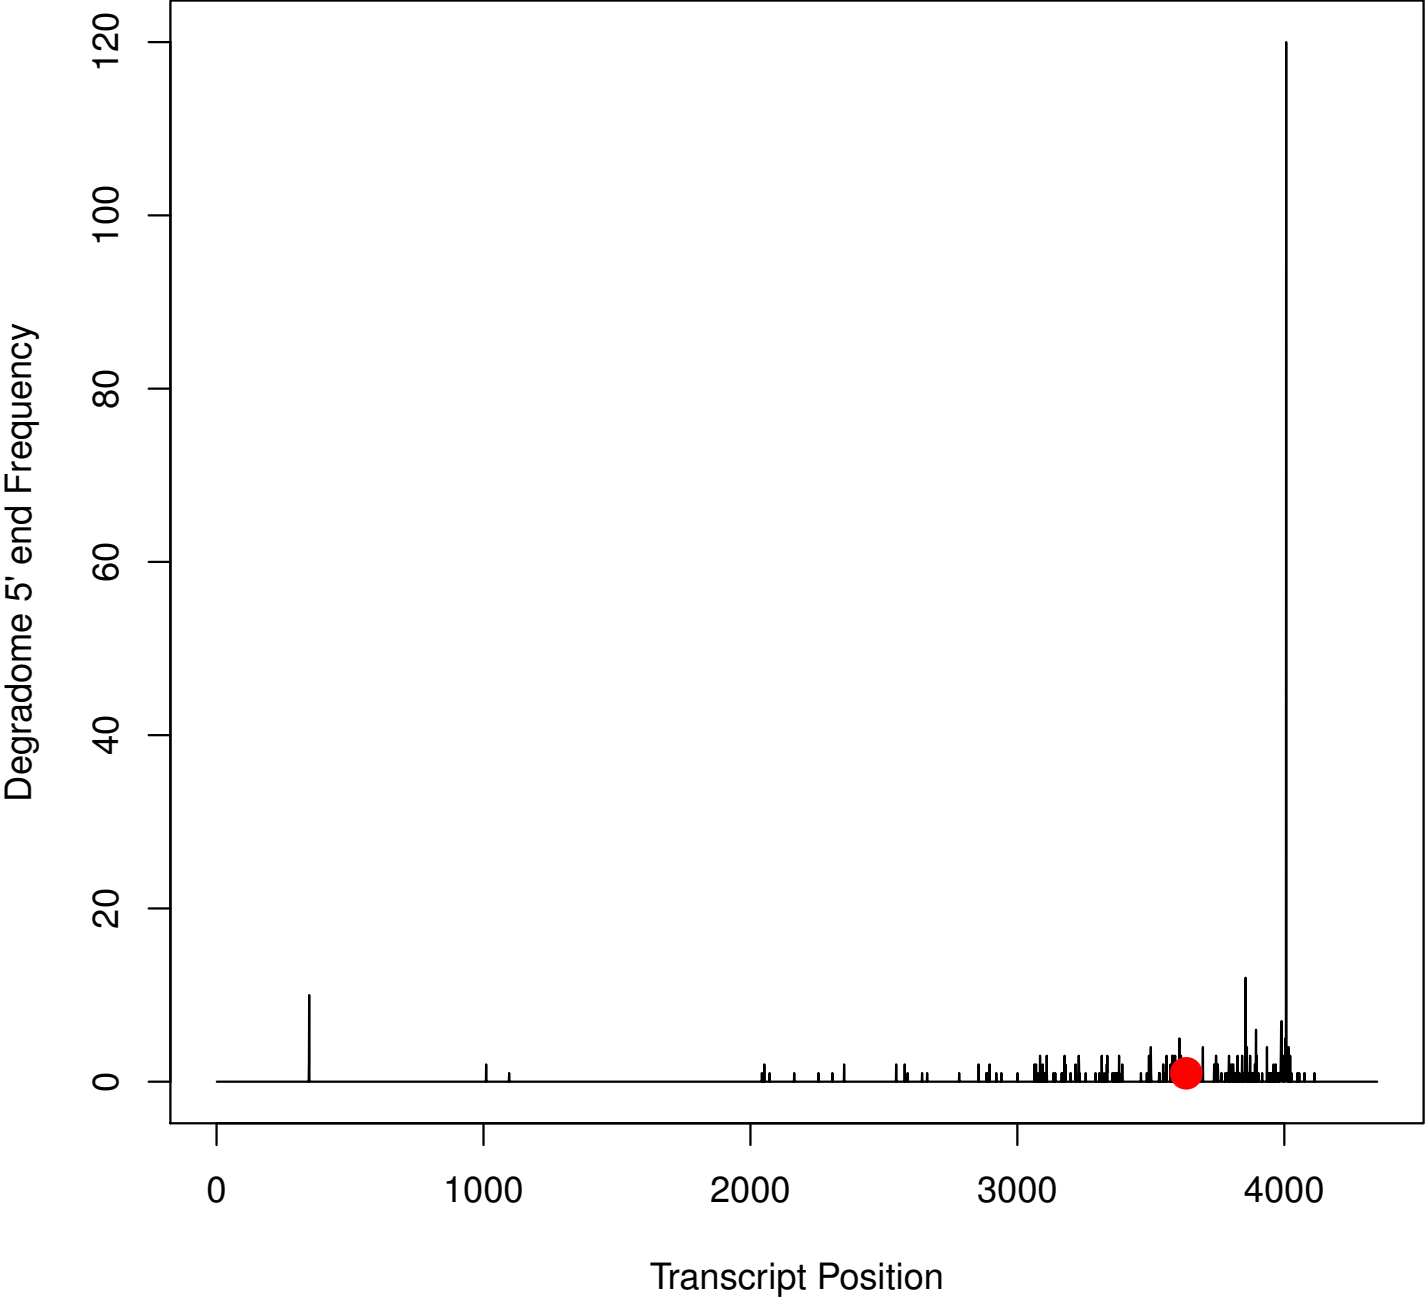

**T=chr4.gff3\_MRNA\_VIT\_04s0044g01410.t01\_Q=miRC116\_S=250**

category=3\_p=0.946568100466912

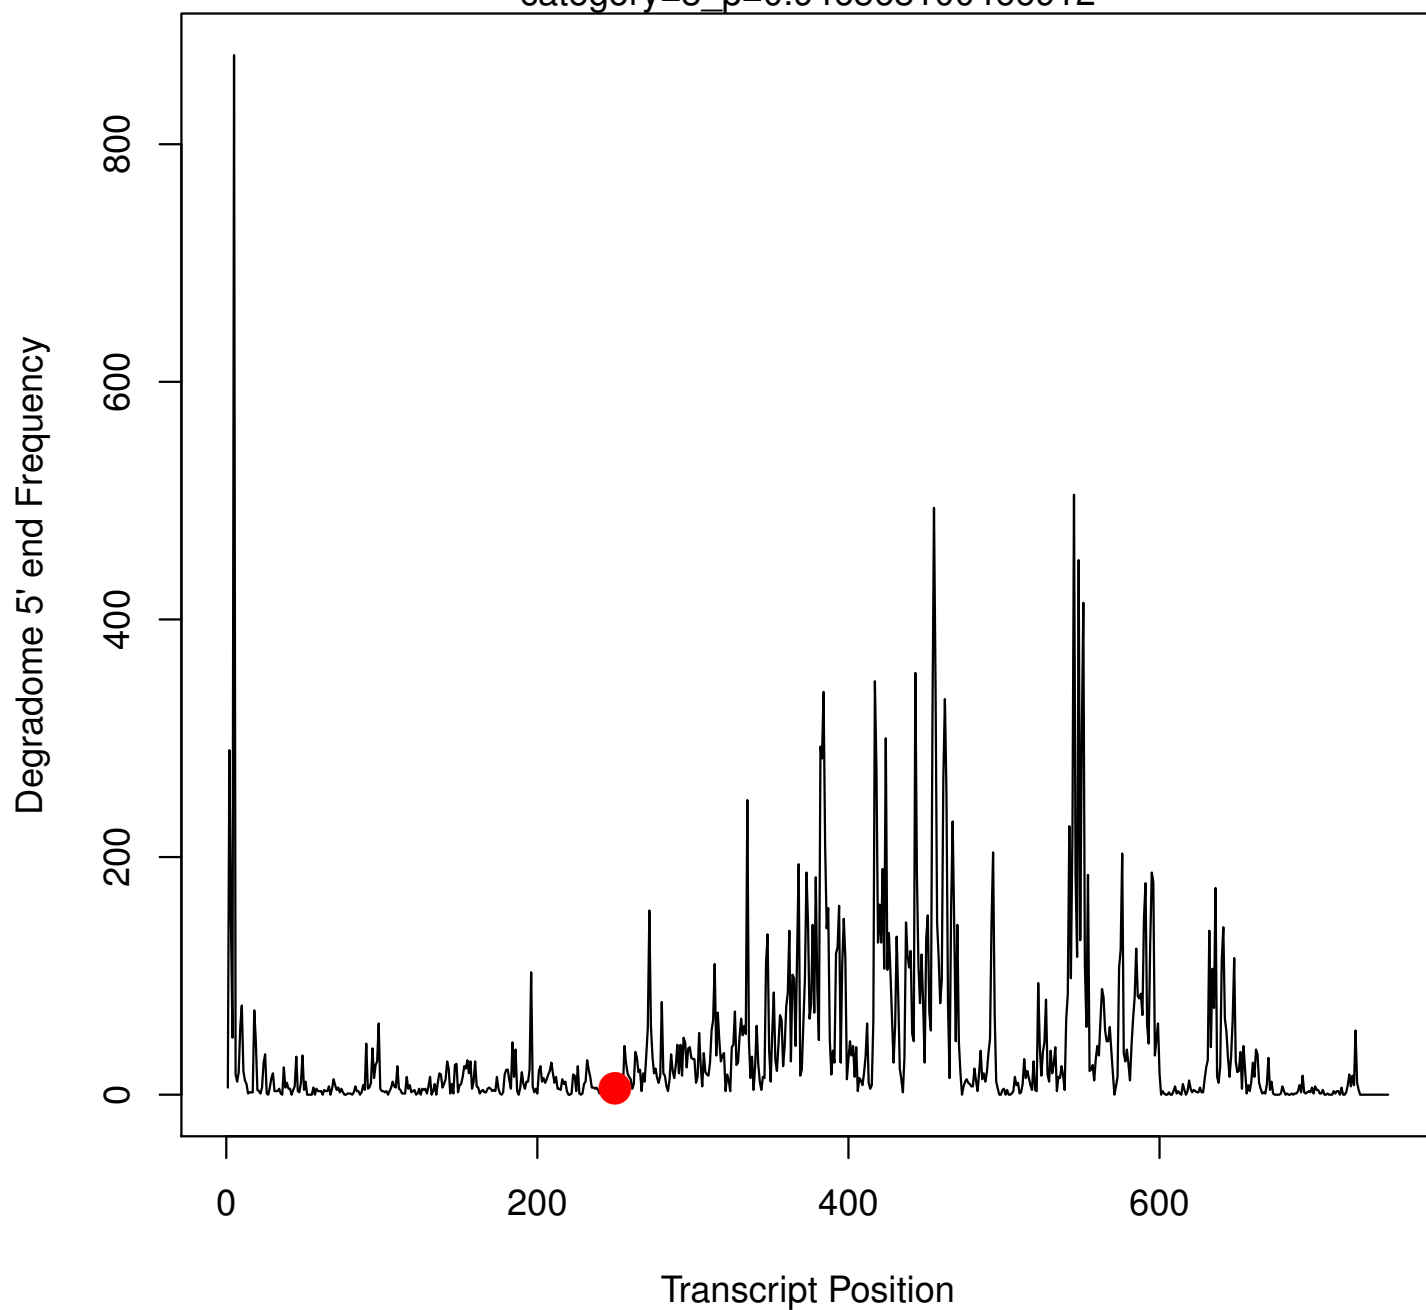

T=chr5.gff3\_MRNA\_VIT\_05s0020g04690.t01\_Q=miRC116\_S=457

category=4\_p=0.99999993029643

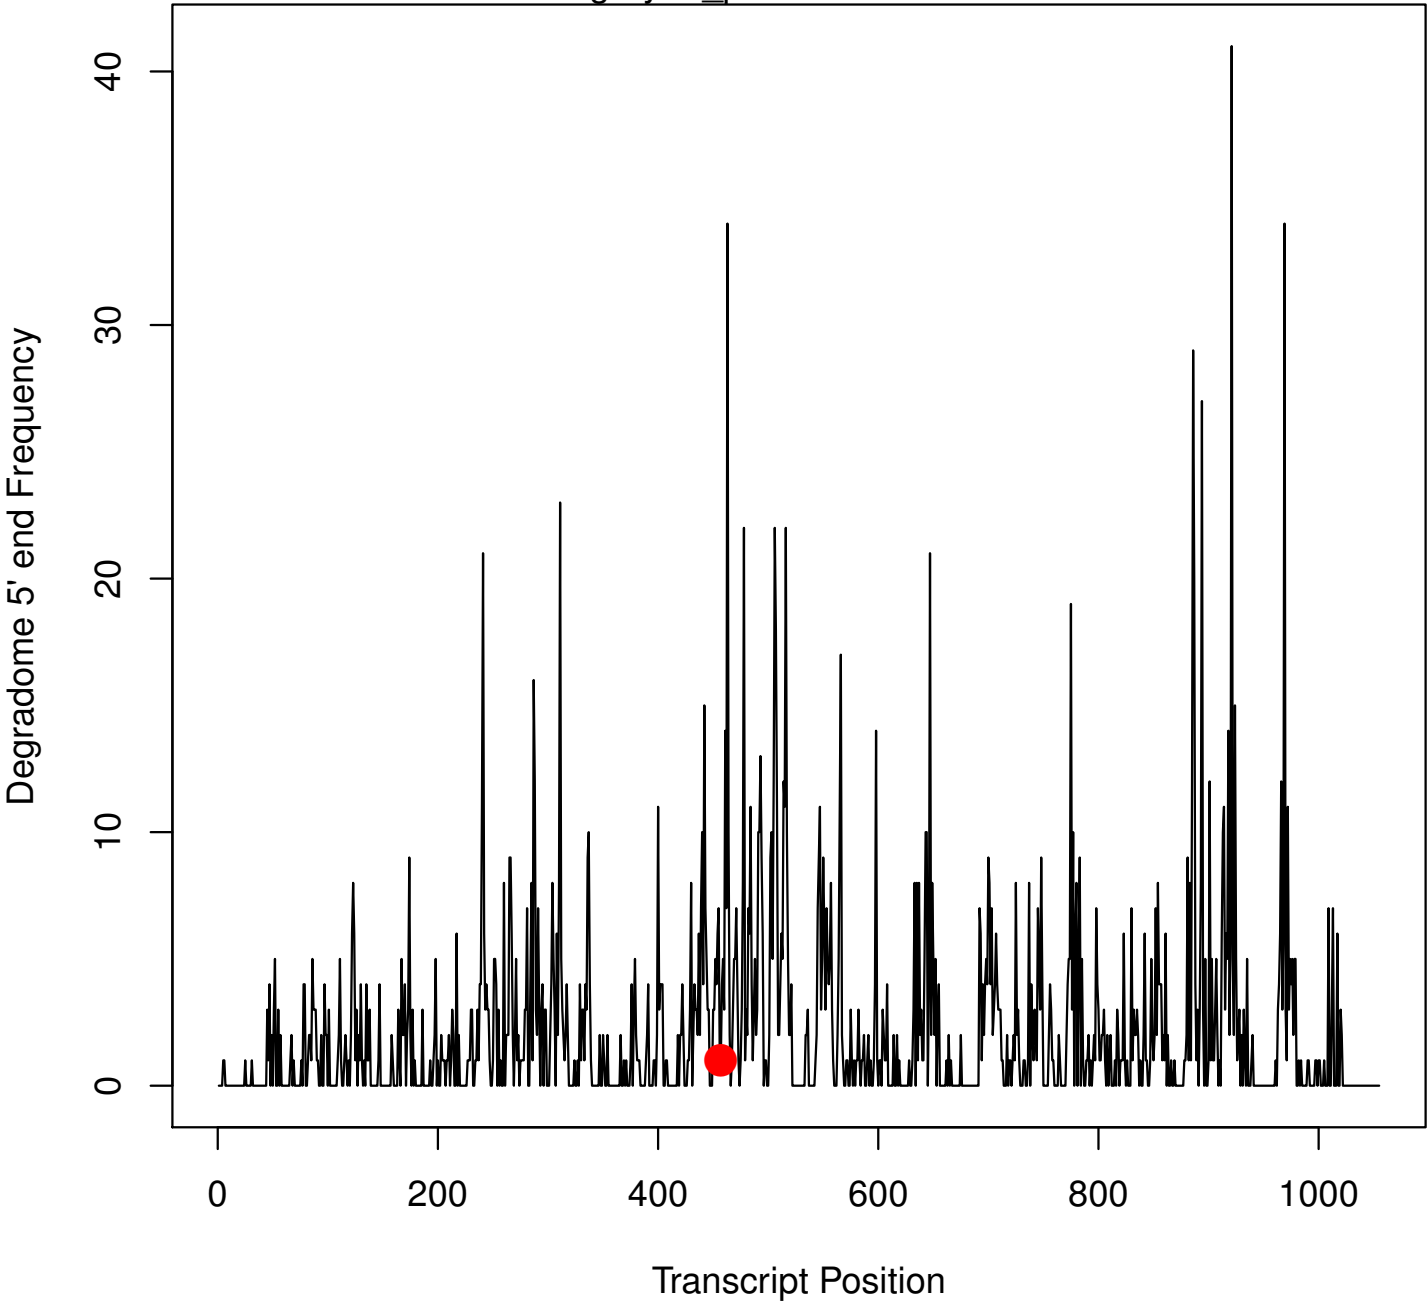

**T=chr5.gff3\_MRNA\_VIT\_05s0049g00160.t01\_Q=miRC116\_S=529**

category=2\_p=0.999951386965136

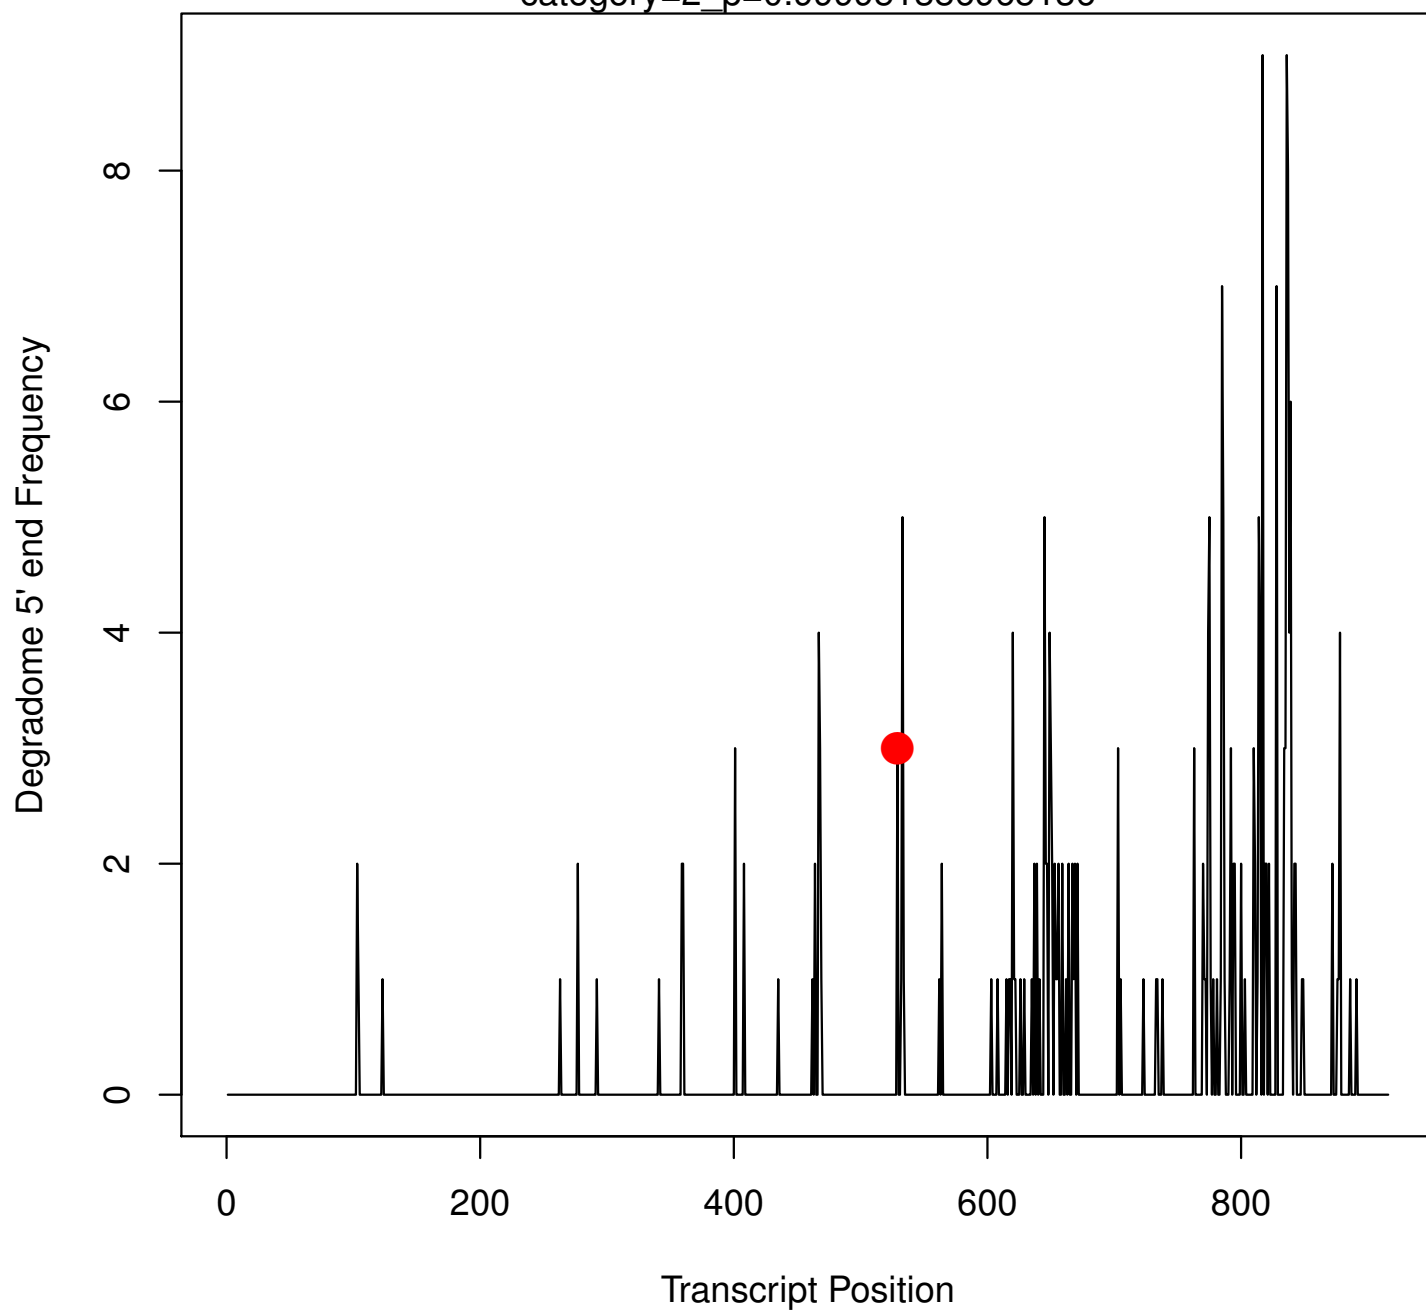

**T=chr5.gff3\_MRNA\_VIT\_05s0077g02290.t01\_Q=miRC116\_S=407**

category=4\_p=0.959744773101402

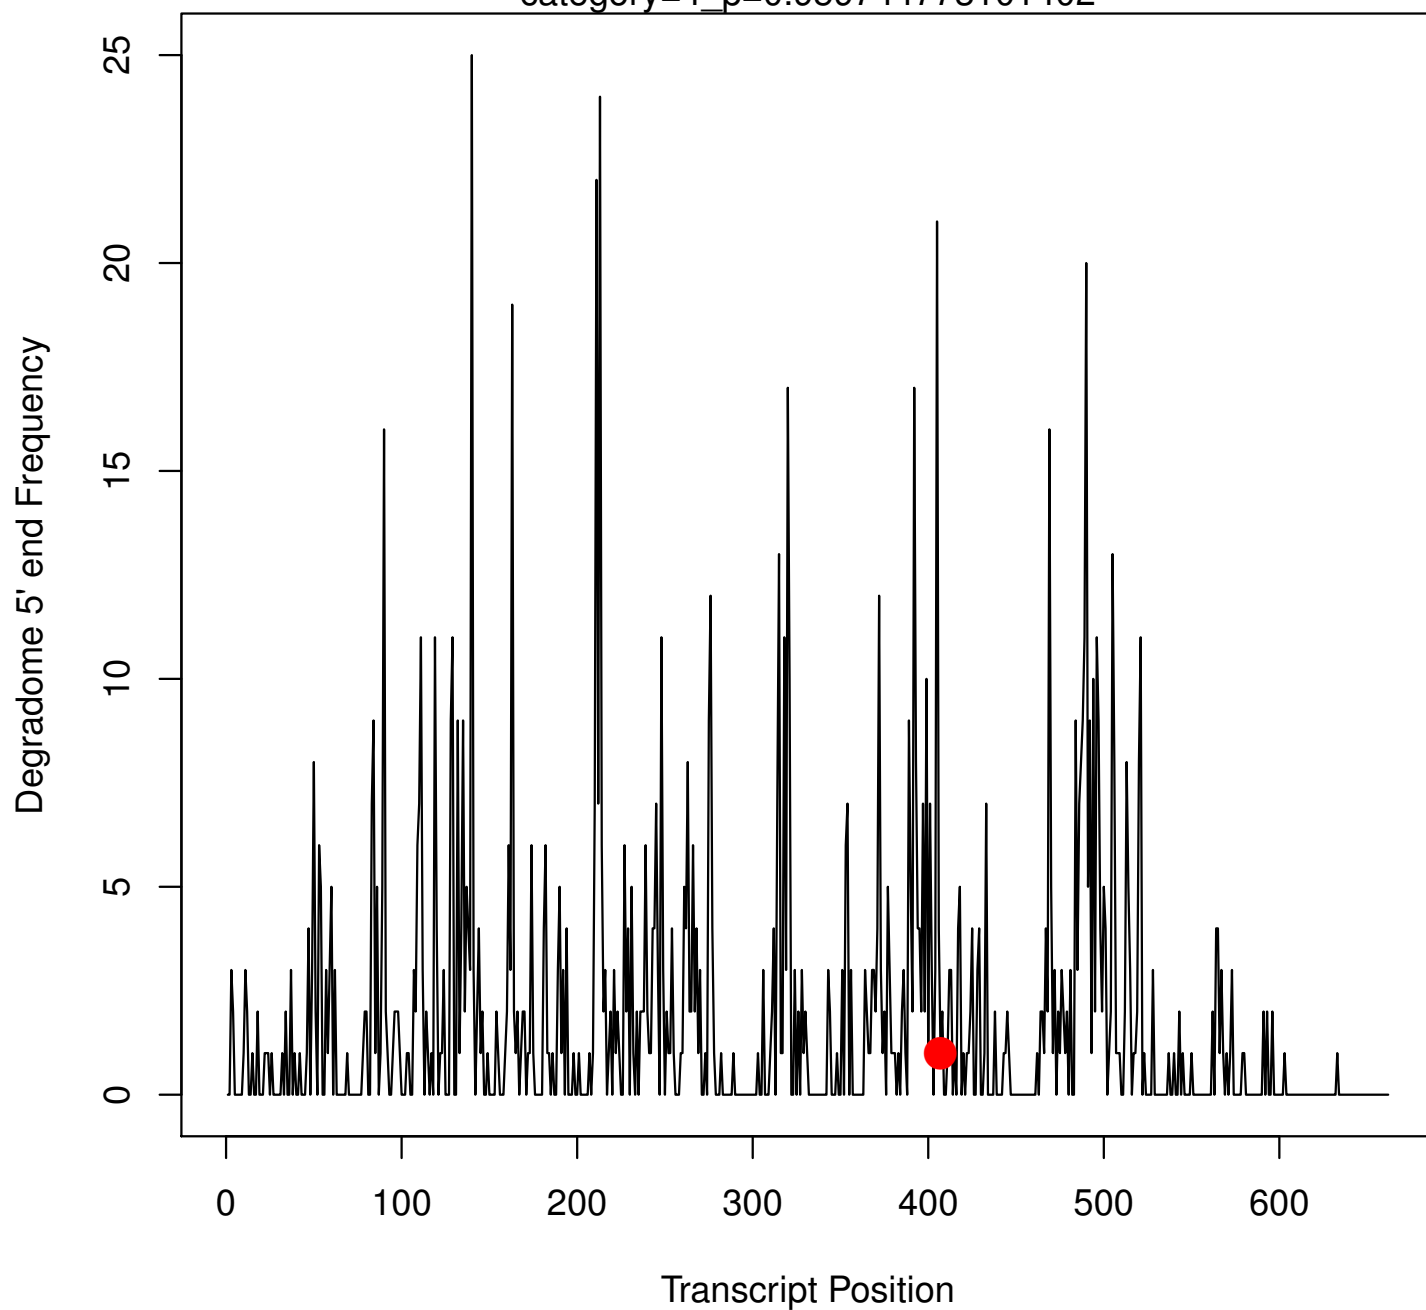

T=chr6.gff3\_MRNA\_VIT\_06s0004g01140.t01\_Q=miRC116\_S=1761

category=3\_p=0.88366012956334

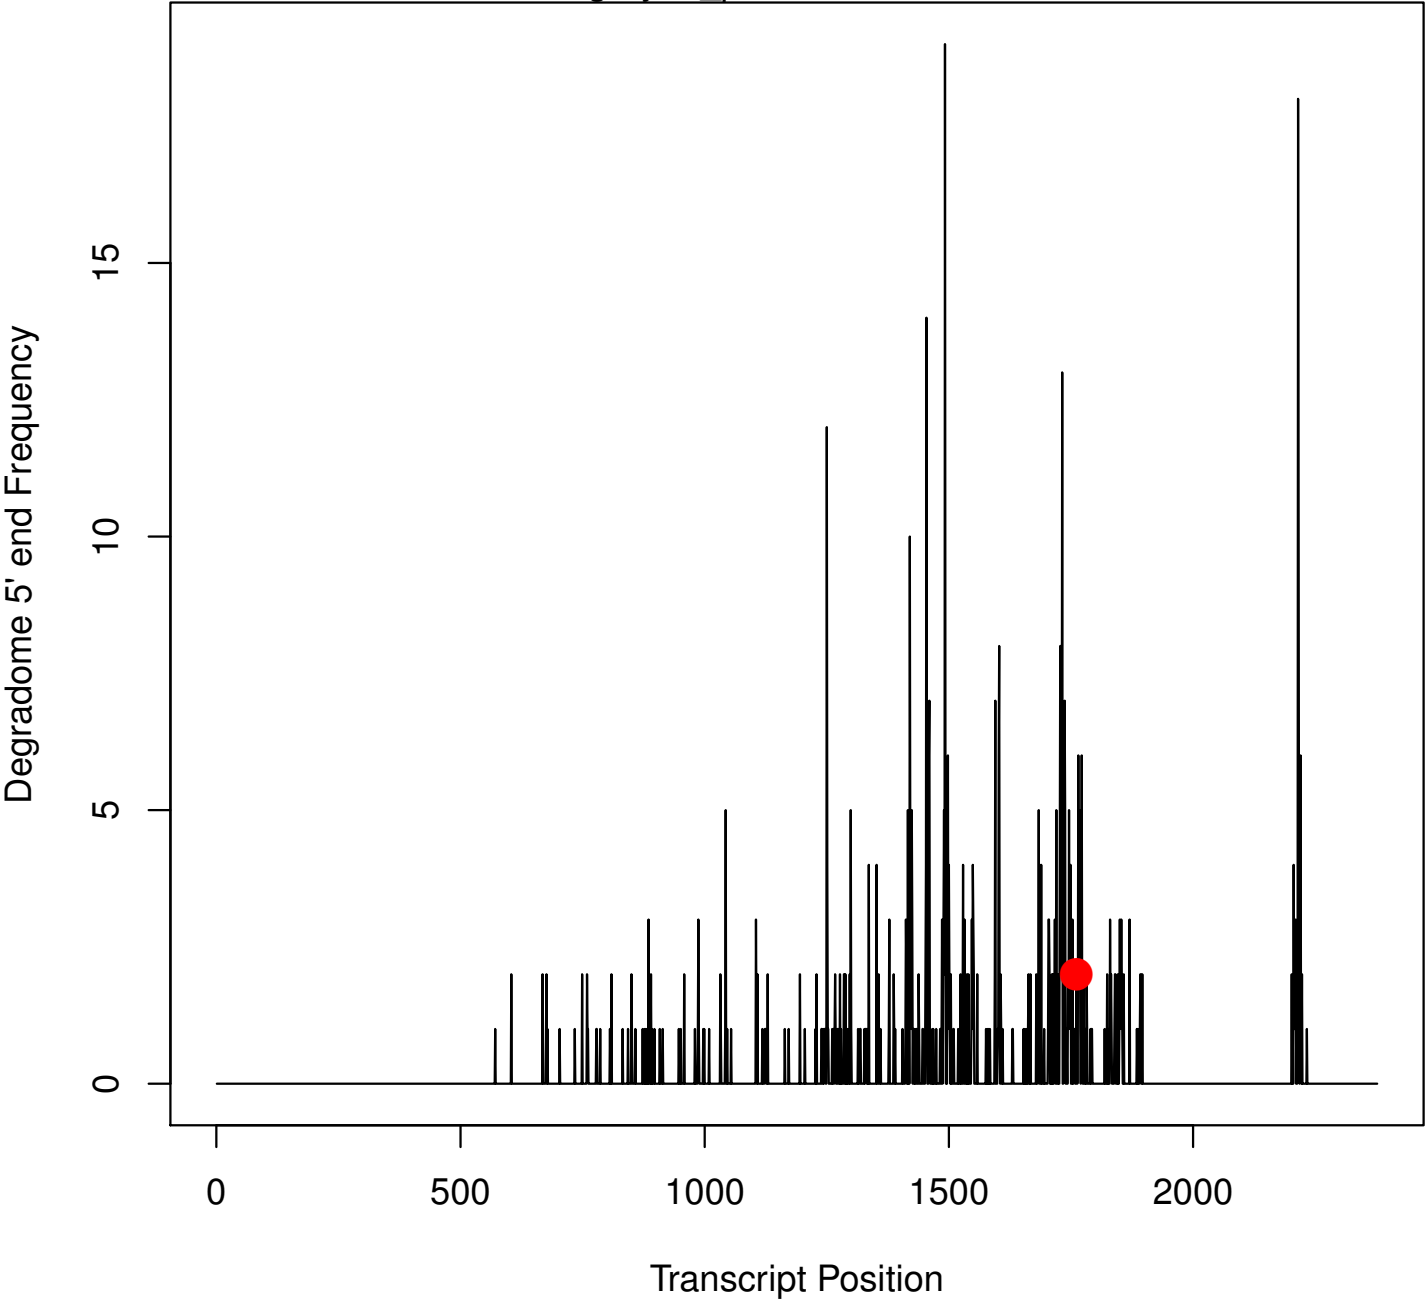

T=chr6.gff3\_MRNA\_VIT\_06s0004g01200.t01\_Q=miRC116\_S=5040

category=2\_p=0.568252500831287

How the deposited data were processed for this re-analysis (not part of the article)

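Small RNAs from leaves of V. vinifera ‘Bosco’ were sequenced in 4 libraries, made from infected and GRSPaV-free plants under WW and SWS conditions (stomatal conductance of about 25 mmol H2O m−2 s−1 and stem potential of about -1.5 MPa in SWS). Each library pooled 2 leaves from each of 6 plants, and no condition had a replicate library. The authors prepared the libraries with a TruSeq small RNA kit, sequenced them on an Illumina HiSeq instrument, converted the reads to FASTA format and removed the 3′ adaptors with CLC Genomics Workbench. The authors deposited, for each library, the count of reads of each distinct sequence, without normalisation. The labels of the deposited libraries name the virus status and the watering, and the stressed libraries were taken as SWS because the paper describes sequencing of WW and SWS leaves only.

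The deposited reads numbered 148415 (infected plants, WW), 309319 (infected plants, SWS), 268333 (GRSPaV-free plants, WW) and 255906 (GRSPaV-free plants, SWS), or 1.08%, 2.10%, 2.25% and 1.46% of the reads after adaptor removal in Fig. 1. Sequences were 18 to 26 nt long. Of the reads that held 14 consecutive bases of a miRNA primer, 99.98% held them as the reverse complement, so every sequence was reverse complemented. A value of 3 reads, the smallest the depth could show, was 20.2, 9.70, 11.2 and 11.7 reads per 1000000 deposited reads in the same order of libraries. Shares are given with 95% Wilson intervals, which cover counting error only.

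Known miRNA families were assigned by 14 consecutive bases of the family’s primer in Supplementary Table S2, since neither miRBase nor a genome was in hand. The length of 14 was chosen after the sequences had been seen, and 12 and 16 were tried as well. Primers covered 23 of the 48 families of Table 1. Candidate miRNAs and their star sequences were searched as the exact sequences of Table 2, and also with up to 2 nt added or removed at each end. Ratios between libraries were computed on the log2 scale with a pseudocount of 0.5 reads and the totals of Fig. 1, as set before the data were examined for the case of files that hold part of a library. Families with at least 10 reads summed over both libraries were tested with a two-sided Fisher’s exact test of the family’s reads against all other reads, with Benjamini-Hochberg adjustment over the families of a contrast. The other reads were the library total in use less the family’s reads. With the totals of Fig. 1 they lay mostly outside the deposited part, so the p-values also carry the unequal deposited shares. A family was counted as changed with an adjusted p under 0.05 and a ratio of at least 2-fold. The test compares the libraries, not the conditions. The relative number of reads was computed per 1000000 deposited reads, with the totals of Fig. 1 as an alternative. The interval of the median absolute log2 ratio came from 1000 Poisson resamplings of the reads. The ratio of 21-nt to 24-nt reads is given with the interval derived from the Wilson interval of the share of 21-nt reads.

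The alternatives were other library totals (the deposited reads, the reads assigned to known miRNAs, and median-of-ratios size factors over families with at least 10 reads in every library), a pseudocount of 5 reads, minimums of 1 and 100 reads and a 4-fold threshold. Totals implied by Tables 2 and 3, a total of the deposited reads without miR166 and miR3634, and families with at least 10 reads in the comparison with Table 1 were added after the data had been seen. The totals implied by Tables 2 and 3 were the medians, over candidates with at least 20 reads in Table 2, of the reads of Table 2 divided by the relative number of reads of Table 3.

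The families named were those that the paper measured by qRT-PCR, the 12 candidates and their star sequences, up to 3 other families per contrast past the threshold with at least 100 reads, and the 3 sequences with the most reads in each library among those not assigned to the 23 families with a primer. No other family met this rule. On simulated data, the assignment by primer placed 100% of the sequences that held a primer stretch in their family and 0% of the random sequences in any family. These sequences were cut from the primers or random, so reads of related families were not tried. In 100 simulated pairs of libraries, 97.9% of the families given a 4-fold change were called and 0.162% of those given no change were. The simulated libraries had equal deposited shares and differed by counting error only. These rates therefore do not hold for the real libraries, whose shares were unequal. Computations were done in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9. The reads derived from GRSPaV, families without a primer, the targets of the candidates and the qRT-PCR measurements were not analysed here.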

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

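The tests of library totals, labels and read positions in this part were chosen after the results had been seen, while the tests of the whole infected WW library and of GC content were set before their results were known. The SWS to WW change of 3 known families went in opposite directions in infected and GRSPaV-free plants, with both log2 ratios at least 1 in size with the totals of Fig. 1. For miR156 the log2 ratio was 5.17 in infected plants and -2.41 in GRSPaV-free plants, a difference of 7.58. For miR3624 it was 2.57 and -1.47, a difference of 4.05, and with the reads assigned to known miRNAs as the total the second became 0.21. For miR166 it was 1.61 and -1.15, a difference of 2.76, but the direction flipped in infected plants with the totals implied by Tables 2 and 3 (-0.020, chosen after seeing the data) and in GRSPaV-free plants with the reads assigned to known miRNAs as the total (0.53) and with median-of-ratios size factors (0.11). The differences themselves were not tested, because each condition had 1 library.

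If the choice of library total were behind these opposite changes, some totals would give the same direction in infected and GRSPaV-free plants. Of the 6 library totals tried, the directions stayed opposite under 6 for miR156, under 5 for miR3624 and under 3 for miR166. The opposite directions of miR156 therefore did not depend on these totals, with a difference that ranged from 4.70 to 7.58, although its log2 ratio in GRSPaV-free plants was -0.73, under the threshold, with the reads assigned to known miRNAs as the total. Those of miR166 did depend on them. Those of miR3624 were lost only with the reads assigned to known miRNAs as the total. That total is computed from the known families themselves, so this loss cannot decide whether the choice of total lies behind the pattern of miR3624. A mislabelled library was examined by comparing each library with the 4 columns of Table 1. With the totals of the deposited reads, 1 of the 4 libraries was closest to its own column, and since many families had few reads this comparison could not settle whether the labels are right. The values of miR156 alone, however, were 438 in infected plants in WW and 22591 in GRSPaV-free plants in WW, against the paper’s 494.3 and 17263.2 in Table 1, which goes against an exchange of the WW libraries. In SWS they were 8134 in infected and 6561 in GRSPaV-free plants, against the paper’s 6421.6 and 5624.3, too close to each other to tell these libraries apart, and exchanging them left the directions of miR156, miR166 and miR3624 opposite with the totals of Fig. 1 and with those of the deposited reads, although the log2 ratios of miR166 then became 0.98 and -0.52 with the totals of Fig. 1, under the threshold. Table 1, which comes from the same libraries, lists the same opposite change of miR156, and an error of labels made before that table was compiled could not be tested.

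If the infected WW library differed from the others as a whole, the sequences outside the known families with a primer would show it too. Their median absolute log2 ratio, after centring and over sequences with at least 100 reads in a pair of libraries, was 1.15 over the 3 pairs with the infected WW library and 0.54 over the 3 pairs without it, a ratio of 2.11. The pairs without it were not alike, with 0.20 between the SWS libraries and 0.54 and 0.55 between GRSPaV-free plants in WW and the SWS libraries, so the library of GRSPaV-free plants in WW differed from the SWS libraries as well. The opposite changes may thus reflect a difference of the infected WW library as a whole, and to a lesser degree of the other WW library. The log2 ratio of miR156 in infected plants, 4.20 with the totals of the deposited reads, was far larger than these medians. They therefore do not show that such a difference accounts for the change of miR156. The difference may be technical or biological, and the causes cannot be told apart without replicate libraries. Spearman’s rho between GC content and the log2 ratio of infected to GRSPaV-free plants in WW was -0.19 across 322 such sequences, which are not independent replicates, and a contribution of GC content could not be excluded. A response to drought that depends on the virus is the biological explanation that the design offers, but it cannot be told apart from the explanations that remain. These are a technical difference of the WW libraries as a whole, GC content and an error of labels that the comparisons above could not exclude. For miR166, the choice of library total remains as well, and for miR3624 it was not settled. From qRT-PCR on 3 biological replicates, the paper reports that miR156 responded to the infection but not to drought. Elsewhere it lists miR156 among the miRNAs whose response to SWS the virus affected. It reports miR166 as lower under drought in both groups of plants, unlike the rise seen here in infected plants, and miR3624 as higher in infected plants.

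Outside the 23 known families with a primer, the 3 sequences with the most reads were the same in all 4 libraries. The paper’s text does not give these sequences, and whether any of them belongs to a family of Table 1 without a primer was not tested, because mature sequences were not in hand. Each lay far above the smallest value the depth could show. The sequence GTCCCGAACCCGTCGGCT (18 nt) held 10.8% of the deposited reads of infected plants in WW, 10.3% of infected plants in SWS, and 9.65% of GRSPaV-free plants in both conditions. The sequence TGTGTTCTCAGGTCGCCCCTG (21 nt) held 7.49% in infected plants in WW, against 1.60% in infected plants in SWS, 2.72% in GRSPaV-free plants in WW and 1.51% in GRSPaV-free plants in SWS. The sequence GTTAAAAAGCTCGTAGTTGGACC (23 nt) held 4.27% in infected plants in WW, against 1.16%, 1.34% and 1.10% in the other libraries in the same order. No genome was in hand, so their origin in grapevine or in another organism was not tested. Among the families of Table 1 without a primer, miR398 has the highest values, and it ranks the 4 libraries as TGTGTTCTCAGGTCGCCCCTG does. This likeness leaves open that the sequence is a known miRNA, but does not identify it. A fragment of a longer RNA would be accompanied by overlapping reads with many 5′ positions. Among the reads that shared 14 bases with each sequence, the lowest share with the most common 5′ position was 87.5% for GTCCCGAACCCGTCGGCT, 99.5% for TGTGTTCTCAGGTCGCCCCTG and 61.7% for GTTAAAAAGCTCGTAGTTGGACC. Because the overlapping reads were picked by their match to an abundant sequence, this test could not settle whether they are fragments. No biological explanation was tested for these sequences.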

How the results depend on the processing

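Of the 4 alternatives tried for the ratio of 21-nt to 24-nt reads, leaving out the most abundant sequence could not change it, because that sequence has 18 nt. The others counted each distinct sequence once, left out the sequences of known families, or kept only sequences with at least 10 reads. Under these the ratio stayed above 1 in all 4 libraries, with values from 2.17 to 8.53. The alternatives that are not marked otherwise were set before the data were examined. No paired analysis was possible because each condition had 1 library. The number of known families with a read was 20, and it was 12 when at least 10 reads in 1 library were required, 14 when a read in every library was required, 20 with a primer run of 12 nt and 18 with a primer run of 16 nt. The candidate miRNAs with a read numbered 5, and 1 when at least 10 reads summed over the 4 libraries were required. The number of candidates with a star read was 0 with up to 2 nt added or removed at each end. The minimum of 10 reads could not have raised it. The cause of these shifts was not tested.

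Under the totals of Fig. 1, the number of families counted as changed was 7 for SWS against WW in infected plants, 7 for SWS against WW in GRSPaV-free plants, 8 for infected against GRSPaV-free plants in WW and 1 for infected against GRSPaV-free plants in SWS. With the totals of the deposited reads, the number was 4 for SWS against WW in GRSPaV-free plants and 0 for infected against GRSPaV-free plants in SWS. With the reads assigned to known miRNAs as the total it was 3 for SWS against WW in GRSPaV-free plants (3 higher and 0 lower in SWS) and 0 for infected against GRSPaV-free plants in SWS. With median-of-ratios size factors it was 3 for SWS against WW in GRSPaV-free plants (2 higher and 1 lower in SWS), 5 for infected against GRSPaV-free plants in WW and 0 for infected against GRSPaV-free plants in SWS. With at least 100 reads required it was 4 for SWS against WW in infected plants, 5 for infected against GRSPaV-free plants in WW and 0 for infected against GRSPaV-free plants in SWS. With a 4-fold threshold it was 2 for SWS against WW in GRSPaV-free plants and 5 for infected against GRSPaV-free plants in WW. With a primer run of 16 nt (chosen after seeing the data) it was 2 for infected against GRSPaV-free plants in SWS. With the totals implied by Tables 2 and 3 (chosen after seeing the data) it was 4 for SWS against WW in GRSPaV-free plants and 8 for infected against GRSPaV-free plants in SWS. With the totals of the deposited reads without miR166 and miR3634 (chosen after seeing the data) it was 4 for SWS against WW in GRSPaV-free plants and 0 for infected against GRSPaV-free plants in SWS. The numbers stayed within 1.5 times of these values with a pseudocount of 5 reads, with families of at least 1 read and with a primer run of 12 nt (the run was chosen after seeing the data). The median absolute log2 ratio between infected and GRSPaV-free plants was 1.73 in WW and 0.63 in SWS. It was 0.99 and 0.25 with the totals of the deposited reads, 0.93 and 0.23 with median-of-ratios size factors, and 1.52 and 1.11 with the totals implied by Tables 2 and 3, and it stayed higher in WW than in SWS under each of them. Each library’s families were also compared with the 4 columns of Table 1. With the totals of Fig. 1, 2 of the 4 libraries were closest to their own column, against 1 with the totals of the deposited reads, 0 with shares of the known miRNAs, and, for the choices made after seeing the data, 2 with the totals implied by Tables 2 and 3, 0 with a run of 12 nt, 1 with a run of 16 nt and 2 over families with at least 10 reads and the totals of the deposited reads. The cause was not tested.

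The direction of many family ratios depended on the library total. When the totals of the deposited reads were used, 12 of 48 log2 ratios reversed, namely for SWS against WW in infected plants miR390 -0.13, miR3634 -0.24 and miR3639 -0.53, for SWS against WW in GRSPaV-free plants miR390 0.21, miR535 0.22 and miR3627 0.37, for infected against GRSPaV-free plants in WW miR168 0.70, miR390 0.066 and miR397 0.32 and for infected against GRSPaV-free plants in SWS miR390 -0.27, miR396 -0.47 and miR3624 -0.15. Of the others, 24 kept their call, 9 lost it and 3 gained it. With the reads assigned to known miRNAs as the total, 24 of 48 log2 ratios reversed, namely for SWS against WW in infected plants miR390 -0.36, miR3634 -0.48 and miR3639 -0.76, for SWS against WW in GRSPaV-free plants miR166 0.53, miR390 1.27, miR396 0.31, miR535 1.28, miR3624 0.21, miR3627 1.43 and miR3634 0.23, for infected against GRSPaV-free plants in WW miR166 5.4e-04, miR168 1.77, miR390 1.13, miR396 0.98, miR397 1.39, miR3627 0.15 and miR3634 0.72 and for infected against GRSPaV-free plants in SWS miR166 -0.12, miR168 -0.029, miR390 -0.50, miR396 -0.69, miR397 -0.13, miR3624 -0.37 and miR3633 -0.15. Of the others, 13 kept their call, 7 lost it and 4 gained it. With median-of-ratios size factors, 16 of 48 log2 ratios reversed, namely for SWS against WW in infected plants miR390 -0.0061, miR3634 -0.12 and miR3639 -0.41, for SWS against WW in GRSPaV-free plants miR166 0.11, miR390 0.84, miR535 0.86 and miR3627 1.00, for infected against GRSPaV-free plants in WW miR168 1.12, miR390 0.48, miR396 0.33, miR397 0.74 and miR3634 0.066 and for infected against GRSPaV-free plants in SWS miR390 -0.37, miR396 -0.56, miR3624 -0.24 and miR3633 -0.023. Of the others, 18 kept their call, 10 lost it and 4 gained it. With a primer run of 12 nt, chosen after seeing the data, 4 of 48 log2 ratios reversed, namely for SWS against WW in infected plants miR319 0.13 and miR3639 -0.016, for infected against GRSPaV-free plants in WW miR319 -0.96 and for infected against GRSPaV-free plants in SWS miR396 -0.023. Of the others, 41 kept their call, 1 lost it and 2 gained it. With a primer run of 16 nt, chosen after seeing the data, 1 of 47 log2 ratios reversed, namely for infected against GRSPaV-free plants in WW miR396 0.36. Of the others, 45 kept their call, 0 lost it and 1 gained it. With the totals implied by Tables 2 and 3, chosen after seeing the data, 19 of 48 log2 ratios reversed, namely for SWS against WW in infected plants miR166 -0.020, miR168 -0.42, miR390 -0.79, miR3634 -0.91 and miR3639 -1.20, for SWS against WW in GRSPaV-free plants miR390 0.22, miR535 0.24 and miR3627 0.38, for infected against GRSPaV-free plants in WW miR168 0.17 and for infected against GRSPaV-free plants in SWS miR156 -0.90, miR166 -1.10, miR168 -1.01, miR390 -1.48, miR396 -1.68, miR397 -1.11, miR535 -0.74, miR3624 -1.36, miR3633 -1.14 and miR3634 -0.98. Of the others, 17 kept their call, 8 lost it and 4 gained it. After miR166 and miR3634 were left out of the totals of the deposited reads, a choice made after seeing the data, 12 of 48 log2 ratios reversed, namely for SWS against WW in infected plants miR390 -0.13, miR3634 -0.25 and miR3639 -0.53, for SWS against WW in GRSPaV-free plants miR390 0.19, miR535 0.20 and miR3627 0.35, for infected against GRSPaV-free plants in WW miR168 0.69, miR390 0.052 and miR397 0.31 and for infected against GRSPaV-free plants in SWS miR390 -0.27, miR396 -0.47 and miR3624 -0.14. Of the others, 24 kept their call, 9 lost it and 3 gained it. The difference between the SWS to WW log2 ratios of miR166 in infected and GRSPaV-free plants went from 2.76 to -0.12 with the reads assigned to known miRNAs as the total. None of the 48 ratios reversed with a pseudocount of 5 reads. Minimums of 1 and 100 reads (26 ratios remained with the latter) and a 4-fold threshold do not enter the log2 ratio, so no ratio could reverse with them. With the 4-fold threshold, 10 ratios lost their call. The cause was not tested.

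Of the 92 relative numbers of reads of known families compared with Table 1, 12 left their 95% Wilson interval with a primer run of 12 nt and 9 did with a run of 16 nt, both chosen after seeing the data. Under the totals of Fig. 1, 80 of the 122 relative numbers of families and candidates left it. With up to 2 nt added or removed at each end, 2 of the 30 relative numbers of candidates did. Counting only exact mature sequences and a total without miR166, miR398 and miR3634 were not run, since the mature sequences and a primer for miR398 were not in hand. The minimum of 10 reads limited each comparison to 12 families, or to 13 with a primer run of 12 nt. Depth was not the only reason. For miR482 in infected plants in SWS, the value was 0 (95% Wilson interval 0 to 12.4) against the paper’s 693.5. Values under 9.70 to 20.2 reads per 1000000 deposited reads, depending on the library, lie under the floor of 3 reads.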

Differences from the paper's values

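Of the 92 relative numbers of reads in Table 1 that could be compared, 37 differed by more than the longer arm of the 95% Wilson interval and by more than 1.5 times from the value per 1000000 deposited reads, 32 being lower than the paper’s and 5 higher. The longer arm is the upper one for low counts, so this rule can miss values that are higher than the paper’s. When the paper’s value had to lie outside the interval itself and again differ by more than 1.5 times, a choice made after seeing the data, 40 differed, 32 being lower and 8 higher, and the 3 added were miR319 in infected plants in SWS (42.0 against the paper’s 16.7), miR390 in infected plants in WW (33.7 against the paper’s 8.8) and miR390 in GRSPaV-free plants in SWS (39.1 against the paper’s 20.2). The alternative set before the data were examined, the totals of Fig. 1, closed none of these gaps. These totals exceed those of the deposited reads and lower every value, so they could not have closed the gaps of values already lower than the paper’s.

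For miR166, the value was 2223 against the paper’s 139871.5 in infected plants in WW, 3485 against the paper’s 134525.5 in infected plants in SWS, 4655 against the paper’s 152237.3 in GRSPaV-free plants in WW and 3236 against the paper’s 104632.1 in GRSPaV-free plants in SWS. The value of miR167 was 27.0 against the paper’s 92.2 in infected plants in WW, 6.47 against the paper’s 110.2 in infected plants in SWS, 11.2 against the paper’s 126.2 in GRSPaV-free plants in WW and 19.5 against the paper’s 128.5 in GRSPaV-free plants in SWS. In the case of miR168, it was 243 against the paper’s 147.7 in infected plants in WW. For miR319, the value was 398 against the paper’s 191.6 in infected plants in WW. The value of miR396 was 478 against the paper’s 6470.5 in infected plants in WW, 220 against the paper’s 2309.2 in infected plants in SWS, 511 against the paper’s 3357.9 in GRSPaV-free plants in WW and 305 against the paper’s 2194.0 in GRSPaV-free plants in SWS. In the case of miR482, it was 0 against the paper’s 109.2 in infected plants in WW, 0 against the paper’s 693.5 in infected plants in SWS, 0 against the paper’s 531.6 in GRSPaV-free plants in WW and 0 against the paper’s 585.1 in GRSPaV-free plants in SWS. For miR2950, the value was 19.5 against the paper’s 151.7 in GRSPaV-free plants in SWS. The value of miR3624 was 60.6 against the paper’s 395.6 in infected plants in WW, 194 against the paper’s 1042.0 in infected plants in SWS, 388 against the paper’s 1932.7 in GRSPaV-free plants in WW and 215 against the paper’s 1052.7 in GRSPaV-free plants in SWS. In the case of miR3627, it was 22.6 against the paper’s 146.2 in infected plants in SWS, 29.8 against the paper’s 175.9 in GRSPaV-free plants in WW and 39.1 against the paper’s 151.1 in GRSPaV-free plants in SWS. A primer run of 12 nt, chosen after seeing the values, gave 142 for miR3627 in GRSPaV-free plants in WW and 141 for miR3627 in GRSPaV-free plants in SWS, which closed the gap there. For miR3633, the value was 485 against the paper’s 120.6 in infected plants in SWS, 201 against the paper’s 1.3 in GRSPaV-free plants in WW and 461 against the paper’s 105.2 in GRSPaV-free plants in SWS. The value of miR3634 was 24344 against the paper’s 81479.8 in infected plants in WW, 20587 against the paper’s 93669.5 in infected plants in SWS, 31021 against the paper’s 130903.2 in GRSPaV-free plants in WW and 17577 against the paper’s 77805.7 in GRSPaV-free plants in SWS. In the case of miR3639, it was 27.0 against the paper’s 124.3 in infected plants in WW, 19.4 against the paper’s 43.9 in infected plants in SWS, 11.2 against the paper’s 78.7 in GRSPaV-free plants in WW and 3.91 against the paper’s 40.3 in GRSPaV-free plants in SWS. A primer run of 12 nt, chosen after seeing the values, gave 115 for miR3639 in infected plants in WW, 58.2 for miR3639 in infected plants in SWS and 74.5 for miR3639 in GRSPaV-free plants in WW, which closed the gap there. The runs of 12 nt and 16 nt closed no other of these gaps.

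An exact read was found for 5 candidate miRNAs against the paper’s 12, and a star read for 0 candidates against the paper’s 5. Up to 2 nt added or removed at each end, an alternative set before the data were examined, did not close these gaps. The other alternative, at least 10 reads summed over the 4 libraries, can only lower the counts and could not have closed them. The counts that follow are from deposited files that hold 1.08% to 2.25% of the libraries, so lower counts than in Table 2 were to be found in any case. In relative terms, per 1000000 deposited reads, 0 of the 30 values of the candidates differed from Table 3 by the rule of the longer arm, and 3 did when it had to lie outside the interval itself, namely miRC116 in infected plants in WW (6.74 against the paper’s 1), miRC129 in infected plants in SWS (9.70 against the paper’s 1.9) and miRC129 in GRSPaV-free plants in SWS (11.7 against the paper’s 2.2). At this depth the floor of 3 reads was 9.70 to 20.2. By the rule of the longer arm, 29 of the 30 differed with the totals of Fig. 1. With up to 2 nt added or removed at each end, miRC103 in infected plants in SWS differed by this rule (29.1 against the paper’s 2.5). The reads of miRC102 numbered 0 against the paper’s 4 in infected plants in WW, 0 against the paper’s 10 in infected plants in SWS and 0 against the paper’s 4 in GRSPaV-free plants in WW. For miRC103 there were 0 against the paper’s 28 in infected plants in WW, 2 against the paper’s 41 in infected plants in SWS, 2 against the paper’s 35 in GRSPaV-free plants in WW and 1 against the paper’s 32 in GRSPaV-free plants in SWS. Those of miRC104 numbered 2 against the paper’s 86 in infected plants in WW, 1 against the paper’s 71 in infected plants in SWS, 4 against the paper’s 134 in GRSPaV-free plants in WW and 1 against the paper’s 41 in GRSPaV-free plants in SWS. The reads of miRC106 numbered 0 against the paper’s 29 in infected plants in WW, 1 against the paper’s 79 in infected plants in SWS, 9 against the paper’s 146 in GRSPaV-free plants in WW and 6 against the paper’s 71 in GRSPaV-free plants in SWS. For miRC116 there were 1 against the paper’s 63 in infected plants in SWS, 0 against the paper’s 77 in GRSPaV-free plants in WW and 0 against the paper’s 46 in GRSPaV-free plants in SWS. Those of miRC117 numbered 0 against the paper’s 11 in infected plants in SWS. The reads of miRC122 numbered 0 against the paper’s 5 in GRSPaV-free plants in WW. For miRC123 there were 0 against the paper’s 48 in infected plants in WW, 0 against the paper’s 84 in infected plants in SWS, 0 against the paper’s 47 in GRSPaV-free plants in WW and 0 against the paper’s 64 in GRSPaV-free plants in SWS. Those of miRC128 numbered 0 against the paper’s 21 in GRSPaV-free plants in SWS. The reads of miRC129 numbered 3 against the paper’s 31 in infected plants in SWS and 3 against the paper’s 13 in GRSPaV-free plants in SWS. For miRs409712_2 there were 0 against the paper’s 8 in GRSPaV-free plants in SWS. The star sequence TACACATGTAGTGCCATCATA had 0 reads against the paper’s 5 in GRSPaV-free plants in WW. The star sequence TTACACAGAGAGATGACGGTGG had 0 reads against the paper’s 4 in infected plants in SWS. Up to 2 nt added or removed at each end, the alternative set before the data were examined, closed none of these gaps in the candidate and star reads.

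The deposited reads numbered 148415 in infected plants in WW, against the paper’s about 14000000 in Fig. 1, read by eye, 309319 in infected plants in SWS (about 15000000 in Fig. 1), 268333 in GRSPaV-free plants in WW (about 12000000 in Fig. 1) and 255906 in GRSPaV-free plants in SWS (about 18000000 in Fig. 1). The distinct sequences numbered 27680 in infected plants in WW, against the paper’s about 1700000 in Fig. 1, read by eye, 57697 in infected plants in SWS (about 510000 in Fig. 1), 74656 in GRSPaV-free plants in WW (about 640000 in Fig. 1) and 38438 in GRSPaV-free plants in SWS (about 1300000 in Fig. 1). No alternative was set for these numbers.

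The length plots of Fig. 1 show the class of 21 nt far above that of 18 nt, whereas in the deposited reads 18 nt was the largest class in all 4 libraries, with 24.6% and 28.9% in infected plants and 24.1% and 28.9% in GRSPaV-free plants, in WW and SWS. Table 1 lists more miR3633 reads in infected than in GRSPaV-free plants in WW, whereas the log2 ratio was -3.81 here, or -2.74 with the totals of the deposited reads. It also lists more miR396 reads in infected plants in WW, whereas the log2 ratio was -1.16, or -0.089 with those totals. In infected plants it lists slightly fewer miR166 reads in SWS than in WW, whereas the log2 ratio was 1.61, or 0.65. In SWS it lists slightly fewer miR319 and miR168 reads in infected than in GRSPaV-free plants, whereas the log2 ratios were 2.20 and 0.72, or 1.67 and 0.19. The log2 ratio with the totals implied by Tables 2 and 3, chosen after seeing the data, was -0.020 for miR166 and -1.01 for miR168 in these contrasts, which has the direction of Table 1. Among the alternatives set before the data were examined, the reads assigned to known miRNAs as the total gave 0.98 for miR396 in WW and -0.029 for miR168 in SWS, and median-of-ratios size factors gave 0.33 for miR396 in WW, all in the direction of Table 1, as did a primer run of 16 nt, chosen after seeing the data, with 0.36 for miR396 in WW. Table 1 lists miR166 as the family with the most reads in every library, whereas miR3634 had the most among the families compared here, with 24344, 20587, 31021 and 17577 reads per 1000000 deposited reads against 2223, 3485, 4655 and 3236 of miR166, in infected plants (WW, SWS) and GRSPaV-free plants (WW, SWS). Over the 12 families of each contrast, the direction was opposite to that of the columns of Table 1 for 2 (SWS against WW in infected plants), 2 (SWS against WW in GRSPaV-free plants), 3 (infected against GRSPaV-free plants in WW) and 4 (infected against GRSPaV-free plants in SWS) families, and for 3, 1, 4 and 5 with the totals of the deposited reads.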

Other observations

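The tests in this part were chosen after the patterns had been seen. The library totals that are not marked otherwise had been set before the data were examined. The deposited sequences did not hold the miRNA primers in the orientation in which the paper gives them. Of the reads that held 14 bases of a primer, 99.98% held them after reverse complementing, which indicates that the sequences were deposited as the reverse complement of the small RNAs. No biological explanation applies to this pattern.

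Some families had far fewer reads than in Table 1 and others did not. The log2 ratio of the relative number of reads to the value in Table 1 lay between -0.17 and 0.41 in all 4 libraries for miR535 and between -0.16 and 0.39 for miR156, whereas it lay between -5.97 and -5.01 for miR166 and between -3.75 and -2.71 for miR396. A candidate explanation is that reads were cut or dropped at a short word during processing. In the orientation of the small RNA, TTCCA was the most depleted of the 1024 words of 5 nt in each of the 4 libraries, with at most 0.00229 of the occurrences that the base composition gives. Its reverse complement, TGGAA, occurred at 0.94 to 1.62 of that number. Families whose primer holds TTCC or TCCA (miR394, miR396, miR482 and miR3631) had a median log2 ratio to Table 1 of -2.48, against 0.24 for the other 19 families, a difference of -2.72. This comparison could not settle the matter, because 3 of the 4 families had no read, so that 12 of their 16 values were set by the pseudocount and the value in Table 1. Families are not replicates, and no p-value is given. The primers of miR166, miR167, miR3624, miR3627, miR3634 and miR3639 hold neither word, although these families were lower than in Table 1 in all 4 libraries. The primers cover part of the miRNA only and the mature sequences were not in hand, so whether the word accounts for these families was not tested. No biological explanation was tested.

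The class of 18 nt was the largest in all 4 libraries. With the most abundant 18-nt sequence left out, 18 nt remained the largest class in 2 of the 4 libraries, both from SWS, so this sequence may account for the pattern in the WW libraries only. If the 18-nt reads came from longer small RNAs shortened at the 5′ end, they would more often be the last than the first 18 bases of a longer sequence. The ratio of these shares was lowest, at 0.51, in GRSPaV-free plants in WW and highest, at 0.75, in infected plants in SWS. Among the longer sequences that remained, matches to the last 18 bases were thus the less common. Only longer sequences with at least 10 reads in the same library were used. Longer RNAs lost through the shortening itself could not be matched, so this test could not exclude the explanation. No biological explanation was tested.

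In WW conditions, 11 of the 12 families compared had a lower value in infected than in GRSPaV-free plants with the totals of Fig. 1, and 1 had a higher value. The deposited share of the library was smaller for infected plants in WW (1.08%) than for GRSPaV-free plants in WW (2.25%), which by itself lowers every log2 ratio by about 1.07. With the totals of the deposited reads, which take this into account, 8 families were lower and 4 were higher, so the unequal shares may account for part of the pattern. For the choices made after seeing the data, 10 were lower and 2 higher with the totals implied by Tables 2 and 3, and 8 were lower and 4 higher when miR166 and miR3634 were left out of the totals of the deposited reads. Under median-of-ratios size factors 6 were lower and 6 higher, and with the reads assigned to known miRNAs as the total 4 were lower and 8 higher, but both of these are computed from the known families themselves, which centres their ratios, and cannot decide on a common shift. A biological explanation, an effect of the virus, cannot be told apart from a difference between single libraries.

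The library totals obtained by dividing the reads of Table 2 by the relative numbers of Table 3 were 5, 16.5, 6.26 and 5.93 times 1000000 reads in infected plants in WW, infected plants in SWS, GRSPaV-free plants in WW and GRSPaV-free plants in SWS. These are not the totals after adaptor removal in Fig. 1. The candidate miRC108 is listed in Table 2 with a length of 21 nt, while the sequence given there has 22 nt.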
